# Conserved functional antagonism of CELF and MBNL proteins controls stem cell-specific alternative splicing in planarians

**DOI:** 10.7554/eLife.16797

**Published:** 2016-08-09

**Authors:** Jordi Solana, Manuel Irimia, Salah Ayoub, Marta Rodriguez Orejuela, Vera Zywitza, Marvin Jens, Javier Tapial, Debashish Ray, Quaid Morris, Timothy R Hughes, Benjamin J Blencowe, Nikolaus Rajewsky

**Keywords:** stem cells, Schmidtea mediterranea, alternative splicing, post-transcriptional gene regulation, regeneration, planaria, Other

## Abstract

In contrast to transcriptional regulation, the function of alternative splicing (AS) in stem cells is poorly understood. In mammals, MBNL proteins negatively regulate an exon program specific of embryonic stem cells; however, little is known about the *in vivo* significance of this regulation. We studied AS in a powerful *in vivo* model for stem cell biology, the planarian *Schmidtea mediterranea*. We discover a conserved AS program comprising hundreds of alternative exons, microexons and introns that is differentially regulated in planarian stem cells, and comprehensively identify its regulators. We show that functional antagonism between CELF and MBNL factors directly controls stem cell-specific AS in planarians, placing the origin of this regulatory mechanism at the base of Bilaterians. Knockdown of CELF or MBNL factors lead to abnormal regenerative capacities by affecting self-renewal and differentiation sets of genes, respectively. These results highlight the importance of AS interactions in stem cell regulation across metazoans.

**DOI:** http://dx.doi.org/10.7554/eLife.16797.001

## eLife digest

Stem cells are specialized cells found in all animals that can develop into several different types of mature cells. Stem cells are therefore well suited for maintaining organs that are in heavy use, such as the intestine, and for regenerating tissues that are prone to injury, like the skin.

One reason why stem cells differ from mature cell types is because they activate, or “express”, different sets of genes. In addition, many genes can be expressed as one of several versions. These variants, also known as isoforms, are generated by a process called alternative splicing. In mature cells in mammals, a group of proteins called the MBNL proteins help to prevent the expression of gene isoforms that are characteristic to stem cells.

The adult flatworm *Schmidtea mediterranea* contains stem cells that can regenerate any part of the body. Solana, Irimia et al. have now investigated whether alternative splicing is important for controlling how the worm’s stem cells behave. After establishing which gene isoforms are expressed in the stem cells and the mature cells, the levels of different sets of proteins that control alternative splicing were experimentally reduced.

The results indicate that just as seen in mammals, the MBNL proteins reduce the expression of stem cell-related gene isoforms in the flatworms. Furthermore, Solana, Irimia et al. found that another protein called CELF counteracts MBNL proteins by helping to express gene isoforms that are active in stem cells.

The interplay between the MBNL and CELF proteins has also been observed in human cells. Thus, it appears that this way of controlling alternative splicing is common to flatworms and mammals and is therefore evolutionarily ancient. This suggests that other similar ways of controlling stem cells by interactions between regulatory proteins might be working in all animal stem cells. Further studies are now needed to investigate these control proteins.

**DOI:** http://dx.doi.org/10.7554/eLife.16797.002

## Introduction

Stem cells are found in all animals and are defined by their capacity to self-renew and to differentiate into different cell types (Sánchez Alvarado and Yamanaka, 2014). In mammals, embryonic stem cells (ESCs) derived from pre-implantation embryos can be cultured *in vitro* and differentiated into virtually any cell type (Martello and Smith, 2014); however, a similarly potent cell type has not been found in adults. In contrast, in other animals, pluripotent stem cells are maintained during the entire life, and are often associated with extraordinary regenerative capabilities (Solana, 2013; Tanaka and Reddien, 2011). One of the most extreme examples are freshwater planarians, from which almost any body part can regenerate a complete organism in a few days. This ability relies on a large number of stem cells present in the adult, called neoblasts. Illustrating their pluripotency, single neoblasts transplanted into lethally irradiated hosts can rescue this lethality, restore tissue turnover, generate all cell types of the adult planarian and completely transform the genotype and phenotype of the host into that of the donor (Wagner et al., 2011). However, recent analyses at single-cell resolution showed that the neoblast pool is highly heterogeneous, also including multiple lineage-committed precursors (van Wolfswinkel et al., 2014). Despite significant progress, how neoblasts are regulated and enable planarian cell turnover as well as regeneration upon wounding is still largely unknown.

Initial transcriptomic analyses of planarian neoblasts have revealed hundreds of genes that are differentially enriched in both planarian and mammalian stem cells compared to all differentiated cell types despite 500 million years of independent evolution (Labbé et al., 2012; Onal et al., 2012; Reddien et al., 2005; Resch et al., 2012; Rouhana et al., 2010; Solana et al., 2012), suggesting the existence of universal regulatory features across animal pluripotent cells. However, this conservation does not include the major transcriptional regulators of mammalian stem cells. In ESCs, pluripotency is maintained by a core set of transcription factors that include OCT4, NANOG and SOX2, but these factors and their interactions are largely not conserved beyond the vertebrate lineage (Fernandez-Tresguerres et al., 2010; Gold et al., 2014; Onal et al., 2012). For instance, no homolog of NANOG has been described to date in any invertebrate species, despite extensive search (Scerbo et al., 2014). Therefore, elucidating how the regulation of pluripotency in invertebrates occurs in the absence of this core set of factors is crucial to understand the biology of animal stem cells.

Post-transcriptional regulation is more recently emerging as another key mechanism for controlling ESC biology (Ye and Blelloch, 2014). In particular, various reports have established the importance of alternative splicing (AS) for ESCs and somatic cell reprogramming (Han et al., 2013; Ohta et al., 2013; Venables et al., 2013; Ye and Blelloch, 2014). AS is the process by which introns and exons are selectively included or excluded from the pre-mRNA to produce multiple mRNA and protein isoforms. AS can therefore expand transcriptomic complexity in a cell type- or developmental stage-specific manner, adding an extra layer of regulation to the control of gene expression. Moreover, highly regulated alternative exons often encode disordered regions of proteins that embed binding motifs, and thus have the potential to rewire protein-protein interactions in a context-specific manner (Buljan et al., 2012; Ellis et al., 2012).

AS is chiefly regulated by RNA binding proteins (RBPs), which are themselves often differentially expressed in a cell type-regulated manner. These factors typically bind to pre-mRNAs in a sequence- and position-specific fashion, thereby modulating inclusion or exclusion of the target alternative sequence. For example, members of the MBNL family of RBPs are lowly expressed in mammalian ESCs, but show higher levels of expression in all profiled differentiated samples – ranging from transformed cell lines (e.g. HeLa, 293T, etc.) to highly histologically and functionally diverse adult tissue types (including multiple brain regions, muscle, liver, kidney, testis, etc.) – where they repress a program of alternative exons that are characteristic of ESCs (Han et al., 2013). Knockdown of MBNL in differentiated cultured cells thus induces ESC-like AS patterns and this is sufficient to enhance somatic cell reprogramming (Han et al., 2013). MBNL targets are involved in diverse cellular processes, from cytoskeletal dynamics to gene regulation, and include disparate actors, from protein kinases to transcriptional regulators. For instance, MBNL-regulated AS of the transcription factor FOXP1 in mouse and human embryonic stem cells changes its DNA-binding properties, so that its stem cell specific isoform (FOXP1-ES) promotes transcription of pluripotency genes and represses differentiation genes, while its canonical isoform activates genes involved in differentiation (Gabut et al., 2011). Consistently, FOXP1-ES is repressed by MBNL upon differentiation by direct binding to intronic regions in the pre-mRNA (Han et al., 2013).

Intriguingly, members of another RBP family, CELF, have been shown to regulate AS in an antagonistic manner to that of MBNL factors in mammals. For example, during heart development, CELF factors promote embryonic AS patterns, which are later replaced by adult heart AS patterns promoted by MBNL proteins (Kalsotra et al., 2008). Multiple exons have been shown to antagonistically respond to CELF and MBNL factors in a variety of mammalian differentiation, disease and cell culture systems (Dasgupta and Ladd, 2012; Kalsotra et al., 2008; Lee and Cooper, 2009; Wang et al., 2015). CELF factors, however, have not been linked so far to regulation of AS in stem cells.

Despite these studies, the degree to which regulation by AS is conserved or whether AS plays any role in non-mammalian stem cells is still entirely unknown. To address these questions, we here investigated the regulatory role and functional importance of AS in planarian stem cells and regeneration *in vivo*. Our results show that AS and the factors involved in its regulation, as well as their specific interactions (i.e. functional antagonism between MBNL and CELF proteins), are crucial for planarian stem cell biology and regeneration and likely a deeply conserved feature of animal stem cells.

## Results

### Genome-wide annotation of planarian intron-exon structures

We used a recent *de novo* transcriptome assembly (Liu et al., 2013) to annotate intron and exons in the genome of *Schmidtea mediterranea* (assembly version 3.1; Figure 1—figure supplement 1A–B, Materials and methods). Most planarian protein-coding genes (75%) are multiexonic (Figure 1—figure supplement 1C). Intron length displays a sharp bimodal distribution: whereas most introns are relatively small, with lengths centred on 57 bp, another subset ranges between 1 and 10 Kbps (Figure 1—figure supplement 1D). Next, we produced and compiled over 30 samples of novel and available deep coverage RNA sequencing (RNA-Seq) data from multiple sources (Figure 1—source data 1). These consist of FACS-isolated cell populations – including neoblast-enriched (X1), neoblast progeny-enriched (X2) and differentiated cell-enriched (Xins) fractions (Figure 1A) – as well as wild type and neoblast-depleted whole animals. We employed these data and previously described methodologies to comprehensively identify all types of AS in planarians and quantify their alternative sequence inclusion levels using the ‘Percentage Spliced In’ (PSI) metric ([Braunschweig et al., 2014; Irimia et al., 2014], methods). These approaches yielded 12,276 AS events, the majority of which (56.2%) corresponded to alternatively retained introns (Figure 1—figure supplement 2A). We also identified 2529 alternative exons that can be either fully included or skipped from the mRNAs, including single and multi-cassette events, as well as 262 microexons (exons of length ≤27 nucleotides (nt) (Irimia et al., 2014), 72 of which had length ≤15 nt) (Figure 1—figure supplement 2A).

**Figure 1.**
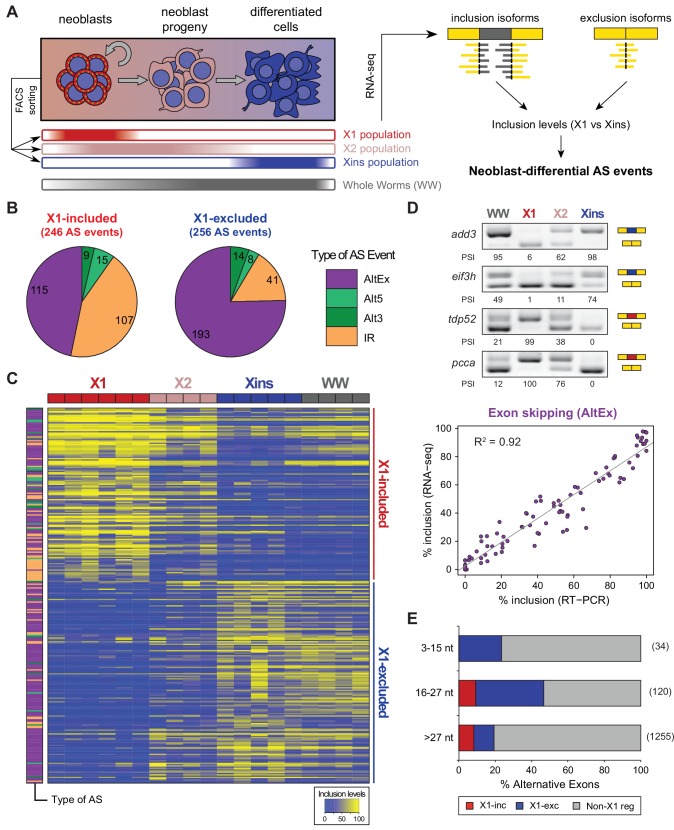
Alternative splicing is differentially regulated between planarian stem cells and differentiated cells. (**A**) Planarian Stem cells ('Neoblasts'), their differentiating progeny, and differentiated cells are purified with FACS ('X1', 'X2', 'Xins', respectively). RNA-seq and computational analyses were subsequently used to identify X1-differential AS at a genome-wide scale. (**B**) Distribution of AS events with increased/decreased inclusion of the alternative sequence in X1. Alt3/5, alternative splice site acceptor/donor selection; IR, intron retention; AltEx, cassette exons. (**C**) Heatmap of inclusion level values for 293 representative X1-differential AS events. Bars in the dendrogram correspond to AS types in **B**. (**D**) Representative RT-PCR assays monitoring AS patterns in FACS isolated cell fractions. Red and blue exons indicate those exons with higher and lower inclusion in X1 compared to Xins fractions, respectively. Scatter plot shows correspondence between PSI estimates by RNA-Seq and RT-PCR in whole worms and X1, X2 and Xins fractions for 22 events (R^2 ^= 0.92, n = 88). (**E**) Proportion of alternatively spliced exons by length class with increased inclusion in X1 ('X1-inc') or Xins ('X1-exc') fractions, or not differentially regulated between X1 and Xins fractions ('Non-X1 reg') **DOI:** http://dx.doi.org/10.7554/eLife.16797.003 10.7554/eLife.16797.004Figure 1—source data 1.*Schmidtea mediterranea* RNA-seq samples used in this study.**DOI:** http://dx.doi.org/10.7554/eLife.16797.004 10.7554/eLife.16797.005Figure 1—source data 2.List of neoblast-differential AS events.**DOI:** http://dx.doi.org/10.7554/eLife.16797.005

**Figure 1—figure supplement 1.**
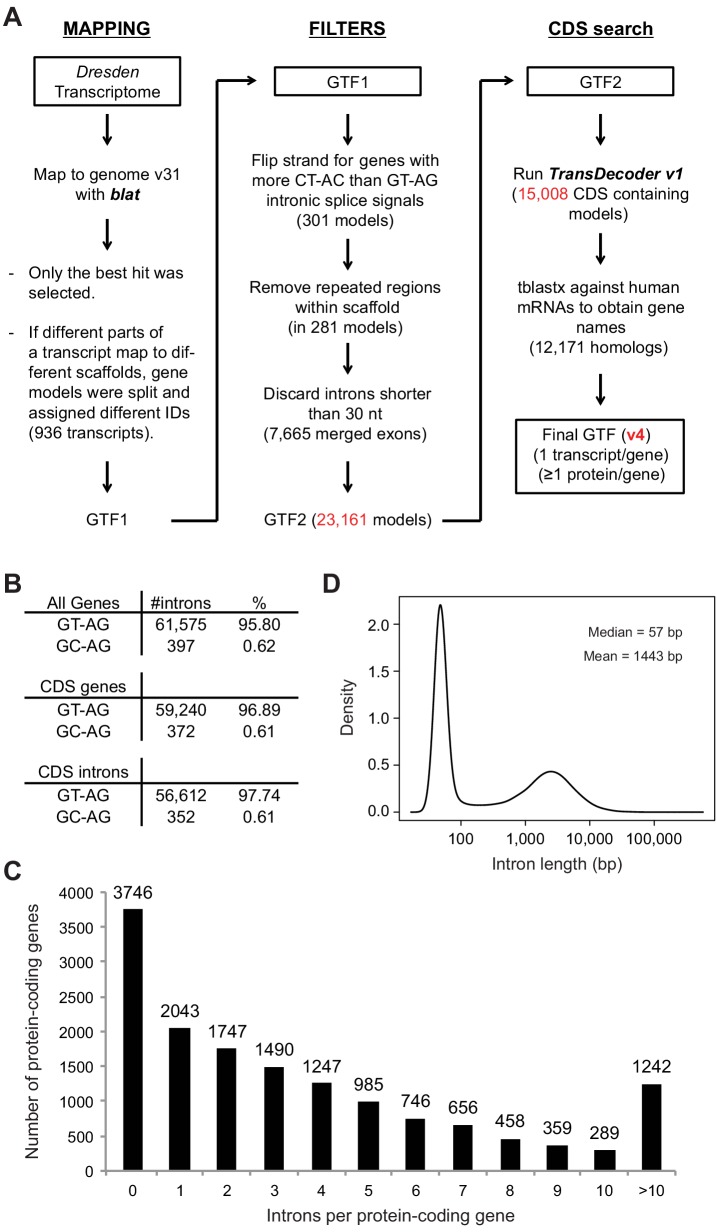
Genome annotation pipeline and summary statistics. (**A**) Genome annotation pipeline used in this study. (**B**) Number and percentage of canonical introns (with GY-AG splice sites) in all genes, coding genes, and introns within coding regions. (**C**) Whole genome intron length distribution shows a marked bimodal distribution. (**D**) Number of protein-coding genes according to their intron density. **DOI:** http://dx.doi.org/10.7554/eLife.16797.006

**Figure 1—figure supplement 2.**
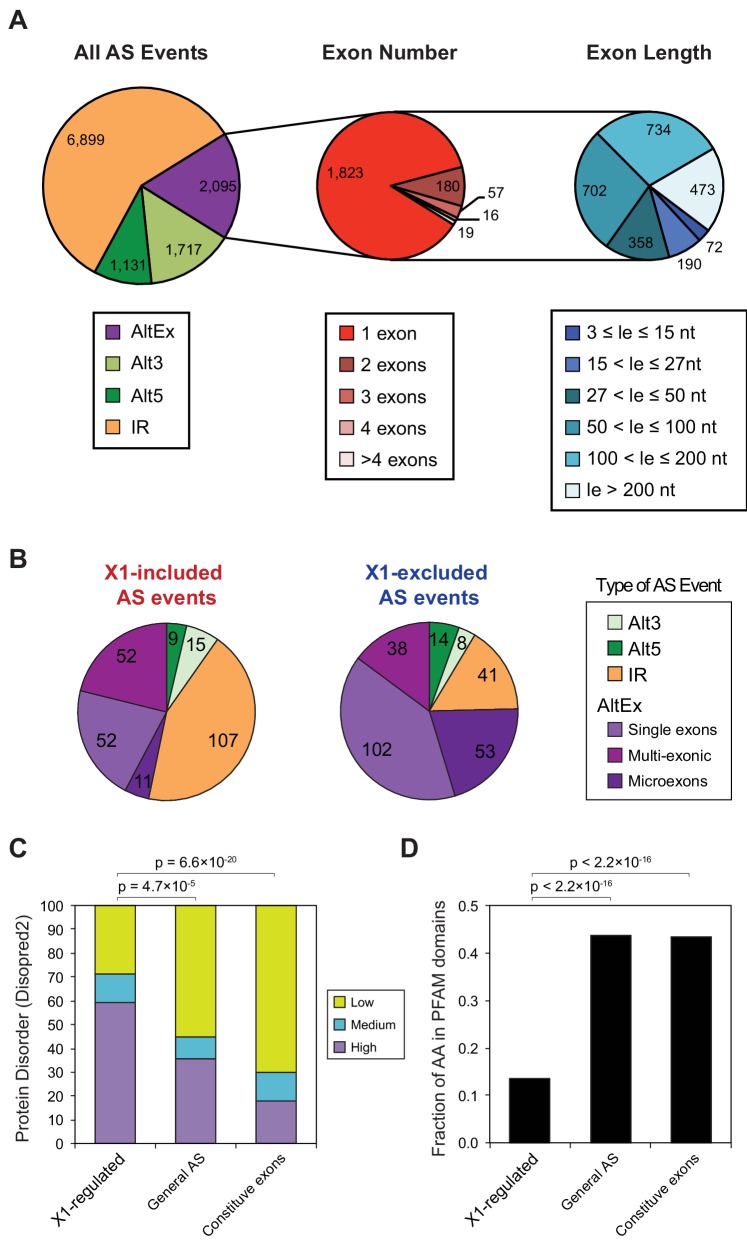
Identification and analysis of neoblast differential AS in planarians. (**A**) Number of alternative splicing events identified by type. Left: number of AS events based on RNA-seq data by type. Alt3/5, Alternative acceptor /donor splice site choice; IR, intron retention; AltEx, alternative exon skipping events (cassette exons). Middle: number of exon skipping events according to the number of neighboring alternative exons that form the event. Right: number of alternative exons according to their length. Microexons are defined as those exons with lengths between 3 and 27 nucleotides. (**B**) Distribution by type of planarian AS events with increased/decreased neoblast inclusion of the alternative sequence. 'Alt3/5', alternative splice site acceptor/donor selection; 'IR', intron retention; 'MIC', microexons (length between 3 and 27 nucleotides); 'Single', single cassette long (>27 nucleotides) exon; 'Multi', long exon that is part of an array of multiple neighbouring cassette exons. (**C**) Percent of neoblast-differential, alternative or constitutive exons with high (average disorder rate >0.67), mid (between 0.33 and 0.67) and low (<0.33) disorder calculated using Disopred2. p-values correspond to 3-way Fisher tests. (**D**) Percent of residues that overlap a PFAM protein domain. p-values correspond to proportion tests. **DOI:** http://dx.doi.org/10.7554/eLife.16797.007

**Figure 1—figure supplement 3.**
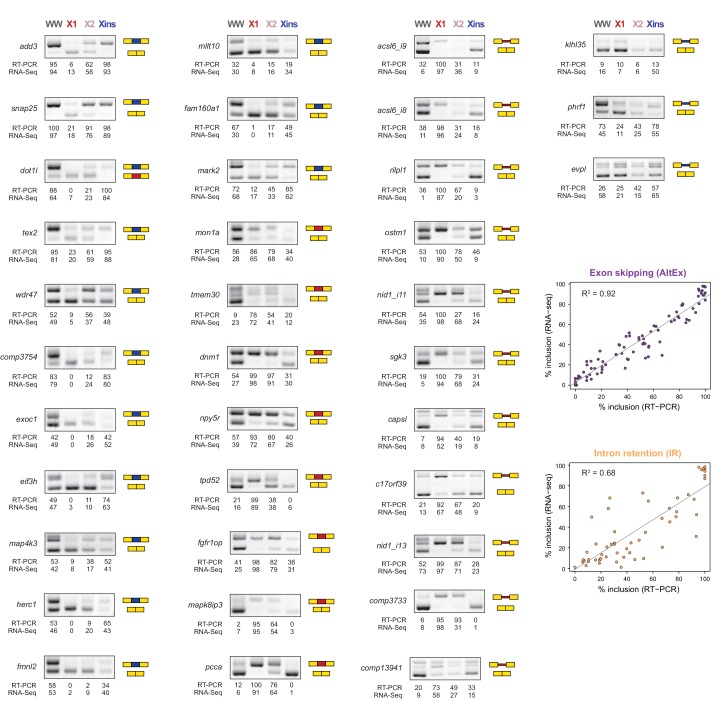
RT-PCR validation of neoblast-differential AS events. RT-PCR validation assays for 22 and 14 representative AltEx and IR events that are predicted to be differentially regulated between neoblasts and differentiated cells by RNA-Seq analyses. Red and blue exons/introns indicate those exons/introns with higher and lower inclusion in X1 compared to Xins fractions, respectively. Scatter plots show correspondence between inclusion level estimates by RNA-Seq and RT-PCR in whole worms and X1, X2 and Xins fractions (AltEx, R^2 ^= 0.92, n = 88; IR, R^2^ = 0.68, n = 56). **DOI:** http://dx.doi.org/10.7554/eLife.16797.008

**Figure 1—figure supplement 4.**
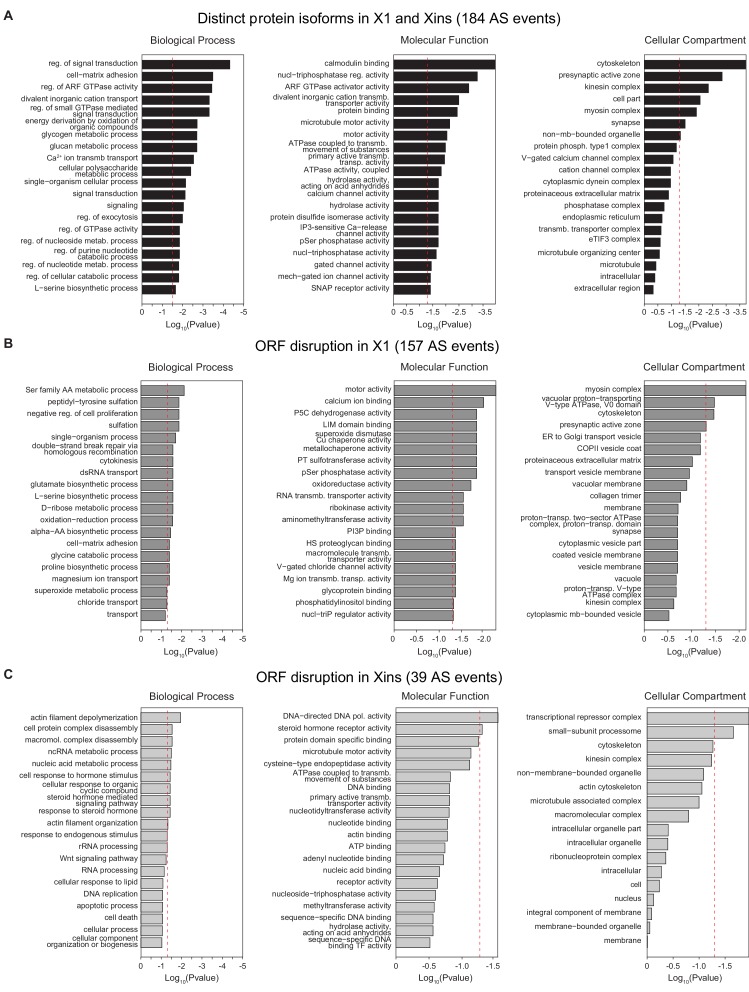
Gene Ontology analysis of X1-differential AS events. (**A-C**) Gene Ontology analysis of neoblast-differential AS events: Gene ontology enrichment analysis for 'Biological Process', 'Molecular Function' and 'Cellular Component' terms was performed for neoblast-differential events that are predicted to (I) generate distinct protein isoforms in X1 and Xins (black), (J) disrupt ORF in X1 (dark grey), and (K) disrupt ORF in Xins (light grey). **DOI:** http://dx.doi.org/10.7554/eLife.16797.009

**Figure 2.**
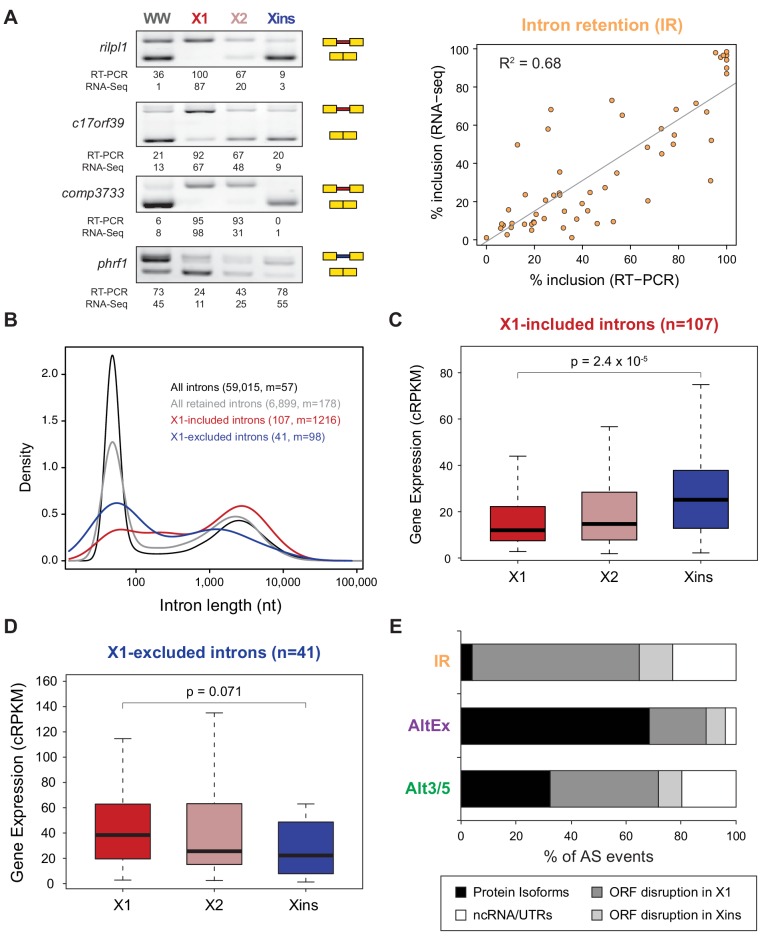
Abundant IR in planarian neoblasts. (**A**) Representative RT-PCR assays monitoring IR patterns in FACS isolated cell fractions. Red and blue introns indicate those introns with higher and lower inclusion in X1 compared to Xins fractions, respectively. Scatter plot shows correspondence between PSI estimates by RNA-Seq and RT-PCR in whole worms and X1, X2 and Xins fractions for 14 events (R^2 ^= 0.68, n = 56). (**B**) Intron length distributions for all introns (black), all retained introns (grey), X1-included introns (red) and X1-excluded introns (blue). Median length (m) is indicated for each set. (**C**–**D**) Gene expression measured using the cRPKM metric for genes containing X1-included (**C**) or excluded (**D**) introns in X1, X2 and Xins cell fractions. P-value corresponds to a Wilcoxon Sum Rank test between X1 and Xins expression values. (**E**) Percent of X1-differential AS events by type that are predicted to generate alternative ORF-preserving isoforms (black), disrupt the ORF in neoblasts or differentiated cells (dark/light grey), or overlap non-coding sequences (white). **DOI:** http://dx.doi.org/10.7554/eLife.16797.010

### Identification of a stem cell-specific AS program in planarians

By comparing neoblasts versus differentiated cells and whole worms depleted of neoblasts (methods), we identified 246 and 256 AS events with increased and decreased alternative sequence inclusion levels in neoblasts, respectively (X1-included and X1-excluded, together referred to as 'neoblast-differential'; Figure 1B and Figure 1—figure supplement 2B, Figure 1—source data 2). Most of these events had intermediate inclusion levels in X2 samples (which comprise a mixture of stem cells and their early differentiation progeny, Figure 1C), while inclusion levels in whole worm (WW) samples largely matched those of Xins samples. This latter correlation is expected since ~80% of the cells in adult planarians are differentiated (Baguñà and Romero, 1981). In contrast to the global AS pattern (Figure 1—figure supplement 2A), the majority of neoblast-differential AS events involved cassette exons (61.4%, Figure 1B). RT-PCRs using primers (Supplementary file 1) flanking alternative exon sequences confirmed all (22/22) tested neoblast-differential exons and showed a high correlation between RT-PCR and RNA-Seq inclusion level estimates (Figure 1D and Figure 1—figure supplement 3; R^2^ = 0.92, n = 88). Among these cassette exons, we detected 64 microexons that were differentially regulated between X1 and Xins fractions, the majority of which (82.8%) were more included in differentiated cells (Figure 1E). Consistent with this bias towards differentiated cells, vertebrate microexons have been recently shown to display enrichment in neural and muscle tissues compared to ESCs (Irimia et al., 2014).

The majority of neoblast-differential exons (68.5%) overlapped protein-coding regions and conserved the reading frame; therefore, they were predicted to generate distinct protein isoforms in neoblasts and differentiated cells. This set of AS events were significantly enriched in genes involved in cytoskeleton and cell signalling functions (Figure 1—figure supplement 4A), gene ontology categories that were also enriched among ESC-differential alternatively spliced genes in mammals (Han et al., 2013). Planarian genes with neoblast-differential exons were associated with a wide range of functions, and included cytoskeleton regulators (e.g. *add3*), membrane trafficking proteins (e.g. *tpd52*), metabolic enzymes (e.g. *pcca*), translation factors (e.g. *eif3h*) and protein kinases (e.g. *map4k3*), among others. Interestingly, neoblast-differential exons significantly more often overlapped disordered regions of proteins and avoided structured domains compared to general alternatively spliced and constitutive exons (Figure 1—figure supplement 2C,D; p ≤ 4.7 × 10^−5^ for all comparisons, 3-way Fisher test and proportion tests, respectively). A similar pattern was described for tissue-specific exons in mammals (Buljan et al., 2012; Ellis et al., 2012), suggesting that neoblast-differential exons may also contribute to modulate protein-protein interactions in planarian cells.

**Figure 3.**
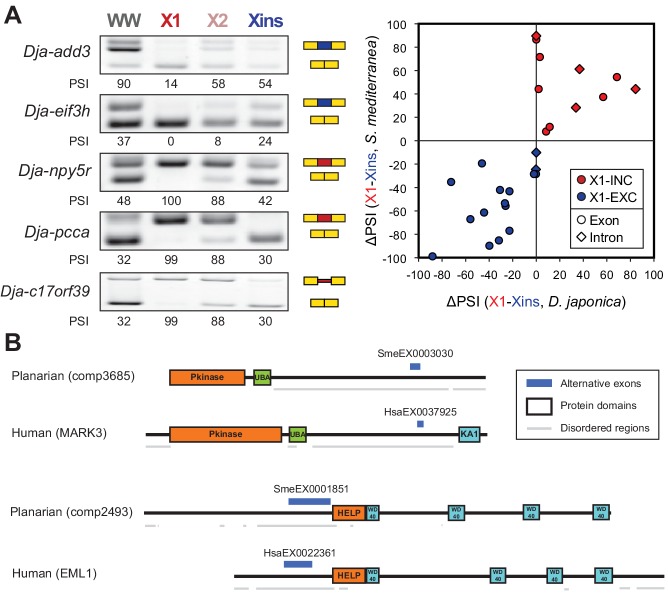
The neoblast-specific AS program is extensively conserved in *D. japonica*. (**A**) Left: representative RT-PCR assays monitoring AS patterns for five representative neoblast-differential AS events in FACS isolated cell fractions from *D. japonica*. Scatter plot shows correspondence between ΔPSI (X1-Xins) estimates by RT-PCR in *S. mediterranea* and *D. japonica* for 21 cassette exons (circles) and 6 retained introns (diamonds). Conservation of regulation is observed for both alternative sequences with higher ('X1-inc', red) and lower ('X1-exc', blue) inclusion in neoblasts. (**B**) Schematic examples of the occurrence of neoblast-differential AS (blue bars) with respect to protein domain organization in two pairs of gene homologues in human and planarian. The examples show that AS events fall in similar protein regions in both human and planarian orthologs. **DOI:** http://dx.doi.org/10.7554/eLife.16797.011 10.7554/eLife.16797.012Figure 3—source data 1.Orthologous gene groups with neoblast/ESC-differential exons in both planarian and humans.**DOI:** http://dx.doi.org/10.7554/eLife.16797.012 10.7554/eLife.16797.013Figure 3—source data 2.Conservation of stem cell-differential AS events.(**A**) Comparison between *S. mediterranea* and *D. japonica* AS. (**B**) Comparison between planarian and human stem cell regulated AS (Refers to Figure 3—source data 1)**DOI:** http://dx.doi.org/10.7554/eLife.16797.013

**Figure 4.**
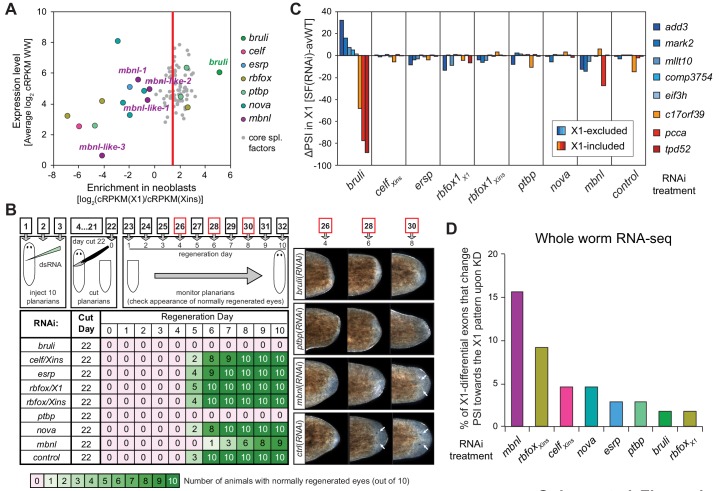
Identification of *bruli* and *mbnl* as major regulators of neoblast-specific AS. (**A**) Scattered plot highlighting differential gene expression for selected tissue-specific AS factors in planarians. X-axis: differential gene expression in X1 vs Xins cell fractions for selected AS factors (color dots) and core spliceosomal components (grey dots). The red line is the median enrichment value for the core spliceosomal components. An AS factor is thus considered to be enriched in X1 or Xins fractions if it is located to the right or to the left of this line, respectively. Y-axis: gene expression levels in whole worms (WW), using the cRPKM metric. (**B**) Test of regeneration speed after head ablation upon AS factor knockdown. Identification of normally looking eyespots was used as proxy for complete regeneration for 10 individuals per experimental condition. (**C**) ΔPSI estimates in X1 cell fractions by RT-PCR for two X1-included exons (red), one X1-included retained intron (*c17orf39*, orange) and five X1-excluded exons (blue) 10 days after RNAi treatment with dsRNA coding for AS factor combinations. ΔPSI values for each event and experiment are calculated respect to the average PSIs in three wild type samples. (**D**) Percent of neoblast-differential exons with sufficient read coverage that change their inclusion levels (ΔPSI ≥ 15) in whole worms towards the X1 pattern (as expected for a negative regulator of neoblast-differential AS) upon knockdown of each AS factor. **DOI:** http://dx.doi.org/10.7554/eLife.16797.014 10.7554/eLife.16797.015Figure 4—source data 1.Annotation of RBPs in planarians.**DOI:** http://dx.doi.org/10.7554/eLife.16797.015 10.7554/eLife.16797.016Figure 4—source data 2.Annotation of spliceosomal components in planarians.**DOI:** http://dx.doi.org/10.7554/eLife.16797.016 10.7554/eLife.16797.017Figure 4—source data 3.Single and multiple splicing factor knockdown RNAi groups.**DOI:** http://dx.doi.org/10.7554/eLife.16797.017

**Figure 4—figure supplement 1.**
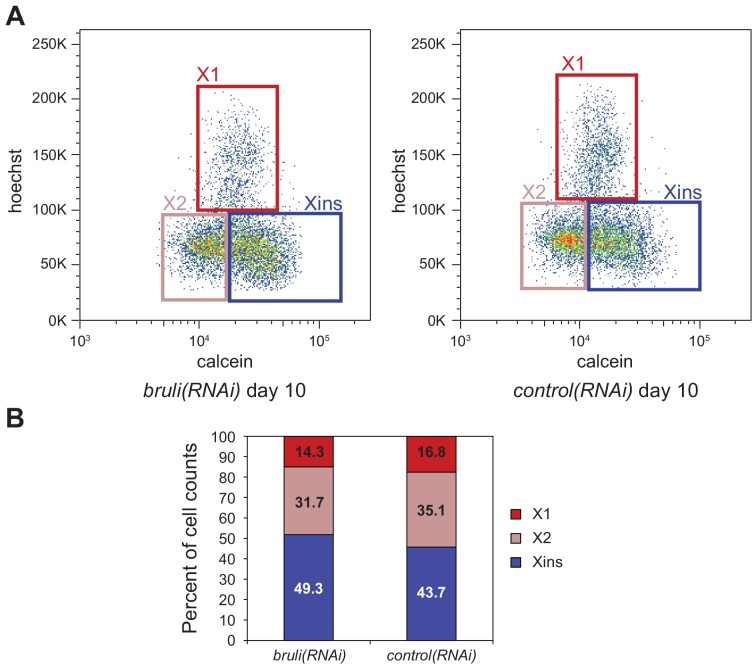
Identification of *bruli* and *mbnl* as major regulators of neoblast-specific AS. (**A**) FACS scatter plots for *bruli* and control RNAi treated animals 10 days after RNAi inyection. (**B**) Proportion of cells in X1, X2 and Xins fractions 10 days after *bruli* and control RNAi treatment. **DOI:** http://dx.doi.org/10.7554/eLife.16797.018

**Figure 4—figure supplement 2.**
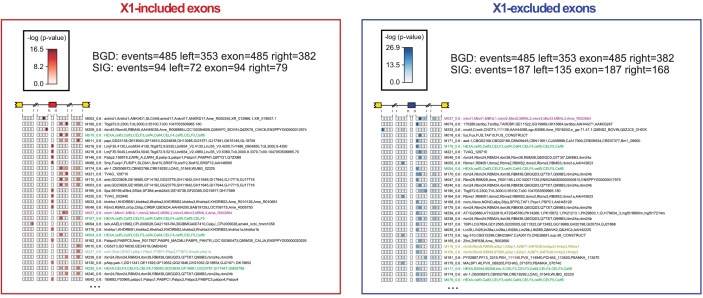
Enrichment of RBP binding motifs associated with neoblast-differential exons. Motif enrichment analyses for all RNAcompete-derived motifs (Ray et al., 2013) for neoblast-differential alternatively spliced exons with increased or decreased inclusion in X1 fraction. Each intronic box corresponds to a 20-nucleotide bin at the indicated location with respect to the AS exon. The whole exonic sequence was evaluated as a single bin. In each box, counts of the top 10% most strongly bound 7-mers were compared between the AS set of interest and a non-regulated background set. Colors encode significance of enrichment: log10 P-value Fisher's exact test. **DOI:** http://dx.doi.org/10.7554/eLife.16797.019

### Unexpected abundance of neoblast-specific retained introns

Intron retention (IR) consists in the selective retention of a given intron in the mature mRNA. Notably, 107 IR events were differentially enriched in X1 fractions compared to only 41 in Xins (Figure 1B). RT-PCRs confirmed all (11/11) tested X1-included introns compared to half (2/4) of X1-excluded (Figures 2A and Figure 1—figure supplement 3; R^2^ = 0.68, n = 56, for all neoblast-differential introns tested). X1-included introns were usually longer than other intron types (Figure 2B, P = 7.1 × 10^−10^, Wilcoxon Sum Rank test), and belonged to genes that were more highly expressed in differentiated cells than in neoblasts and their progeny (Figure 2C–D). Importantly, in contrast to cassette exon events, which were predicted to generate different protein isoforms in neoblast and differentiated cells, nearly all X1-included IR events were predicted to disrupt the reading frame specifically in neoblasts (Figure 2E; p<2.2 × 10^−16^, chi-squared test). Moreover, these introns preferentially affected genes that were significantly enriched in functions related to cell differentiation, negative regulation of proliferation and cell type-specific metabolic pathways (Figure 1—figure supplement 4B–C). Therefore, altogether these data suggest that neoblast-specific IR may be operating to ensure that a subset of early-transcribed differentiation genes is not active in neoblasts. These genes might then be selectively activated upon differentiation by splicing out the 'detained' intron, similar to recent reports in mammalian ESCs (Boutz et al., 2015; Braunschweig et al., 2014).

### Planarian neoblast-differential AS is evolutionary conserved

To investigate whether the neoblast-differential AS program of *S. mediterranea* has been conserved during evolution, we mapped our validated set of AS exons (Figure 1—figure supplement 3) to a transcriptome assembly of the planarian species *Dugesia japonica* (Nishimura et al., 2015), which has diverged from *S. mediterranea* approximately 85 million years ago (Lazaro et al., 2011), similar to the estimated time for the human-mouse divergence. We used this information to design *D. japonica*-specific primers (Supplementary file 1), and then performed RT-PCRs in FACS isolated populations from *D. japonica* and compared them to *S. mediterranea*. Strikingly, 20/21 (95.2%) of the probed cassette exons were also present and alternatively spliced in *D. japonica*, and 16/20 (80%) of these showed conserved differential regulation between X1 and Xins fractions in the two species (Figure 3A and Figure 3—source data 2). Moreover, half of the IR events that could be probed despite the lack of a reference genome sequence in *D. japonica* also displayed conserved neoblast-differential regulation (3/6; Figure 3A). This level of neoblast-differential conservation is even higher than that observed between ESC-differential exons in mammals (Han et al., 2013), and strongly argues for the functional relevance of this AS program in planarians.

We next asked whether neoblast-differential exons were conserved between neoblasts and human ESCs. We identified 15 orthologous gene groups with neoblast/ESC-differential exons in both planarian and humans (Figure 3—source data 1, Materials and methods). Remarkably, in ten of these orthologous groups, planarian and human stem cell regulated exons fall in similar regions of the protein, and in at least four of them (*add3, eml4*, *fmnl3* and *ppfibp1*) the intervening sequences are partly orthologous, despite extensive rearrangement of intron-exon structures (Figure 3B and Figure 3—source data 2). Therefore, although neoblast and ESC AS programs are largely lineage-specific, AS may impact some proteins in a similar manner in both species.

### CELF and MBNL factors are major regulators of planarian neoblast-differential AS

We next sought to identify *trans*-acting RBP factors that regulate neoblast-differential AS. Based on homology searches and presence of RNA binding domains, we identified over 300 putative RNA binding proteins in planarians (Figure 4—source data 1). Homologs of well-known mammalian tissue-specific AS factors were then selected as potential regulators of the planarian neoblast AS program (Figure 4A). To first assess their differential enrichment in neoblast or differentiated cell fractions, we compared their gene expression levels across our RNA-Seq panel with those of single-copy core spliceosomal components (genes associated with KEGG terms for spliceosomal complex A, B and C; Figure 4—source data 2). Strikingly, a member of the CELF family (*Smed-bruno-like, bruli*) of AS regulators showed the strongest differential expression enrichment in X1 fractions among the multiple probed AS factors (Figure 4A and Figure 4—source data 1), and had been previously reported to be needed for planarian stem cell self-renewal and regeneration (Guo et al., 2006). Most other investigated AS factors showed no differential enrichment in X1 fractions compared to the core spliceosome (e.g. *Smed-ptbp-1*, -2, *Smed-rbfox-1*), or were differentially enriched in Xins fractions (e.g. *Smed-mbnl-1, Smed-esrp-1,2*, etc.) (Figure 4A and Figure 4—source data 1).

To query the role of these factors in the regulation of the neoblast AS program and in regeneration, we performed RNAi of these genes separately or in combinations (for paralogs with similar enrichment in X1 or Xins fractions). A total of eight RNAi groups comprising two single RNAi and six multiple RNAi combinations (Figure 4—source data 3) were knocked down in parallel with a control RNAi. Tests of regeneration capability upon head ablation in these knockdowns showed diverse defects for several AS factor groups (Figure 4B). As previously reported, *bruli*(*RNAi*) showed a dramatic phenotype with no regeneration. A similar phenotype was also observed for the *ptbp*(*RNAi*) group. Combined knockdown of the three other CELF factors, enriched in Xins fractions, induced elongation and movement defects, but did not seem to affect regeneration time dynamics. Finally, a significant delay in regeneration was observed for the *mbnl* group.

To evaluate the transcriptomic impact of these factors in regulating neoblast-differential AS in stem cells, we FACS-sorted planarian X1 cell populations from these eight RNAi groups 10 days after RNAi (when the neoblast population was still not decreased upon *bruli* RNAi treatment, Figure 4—figure supplement 1), and performed semi-quantitative RT-PCR for eight representative neoblast-differential AS events (Figure 4C). Only *bruli*(*RNAi*) treatment induced dramatic changes in inclusion levels in X1 fractions compared to the control RNAi in the expected direction (i.e. towards the differentiated pattern; Figure 4C), suggesting that *bruli* may act as a positive regulator of the neoblast AS program. Next, to assess the importance of the AS factors that were enriched in differentiated cells, we performed RNA-Seq of whole worms from these eight RNAi groups. Knockdown of the *mbnl* group [a four-gene knockdown: *Smed-mbnl-1;Smed-mbnl-like-1, -2, -3*(*RNAi*), hereafter *mbnl*(*RNAi*)] (Figure 4—source data 3) showed the most widespread changes in the X1-differential AS program towards the neoblast pattern (Figure 4D), suggesting that MBNL proteins may act as negative regulators of the neoblast AS program. Remarkably, RNA sequence motif enrichment analyses using a library of RNAcompete-derived binding profiles for over 100 animal RBPs (Ray et al., 2013) showed that MBNL consensus motifs are also the most significantly enriched in the downstream introns of X1-excluded cassette exons (Figure 4—figure supplement 2). This result is consistent with planarian MBNL proteins enhancing X1-excluded exons via binding to their downstream introns, as described for mammalian MBNL proteins (Han et al., 2013; Wang et al., 2012). Based on these data, we decided to investigate the role of BRULI and MBNL factors as putative positive and negative regulators of the neoblast-differential AS program, respectively.

### CELF and MBNL factors are needed for planarian regeneration

We found four potential *mbnl* orthologs in the planarian transcriptome, comprising a canonical MBNL ortholog with two pairs of zinc finger domains (*Smed-mbnl-1*, hereafter *mbnl-1*), as well as three orthologs with only one pair (*Smed-mbnl-like-1,2,3*, hereafter *mbnl-like-1,2,3*) (Figure 5—figure supplement 1). All *mbnl* orthologs displayed expression enrichment in Xins fractions (Figure 4A). Whole mount *in situ* hybridizations showed that *mbnl-1* has a widespread expression pattern, while *mbnl-like-1* and *mbnl-like-2* are expressed mainly in gut tissue (Figure 5A; no expression was detected for *mbnl-like-3*). Analysis of recently published single-cell sequencing data further revealed expression of *mbnl-1, mbnl-like-1* and *mbnl-like-2* in epidermis, which is commonly lost in whole-mount *in situ* protocols, and confirmed the widespread expression of *mbnl-1* (Wurtzel et al., 2015). In contrast, as previously reported (Guo et al., 2006), *bruli* was specifically expressed in neoblasts, as shown both by *in situ* hybridization (Figure 5A) and single-cell sequencing data (Wurtzel et al., 2015).

**Figure 5.**
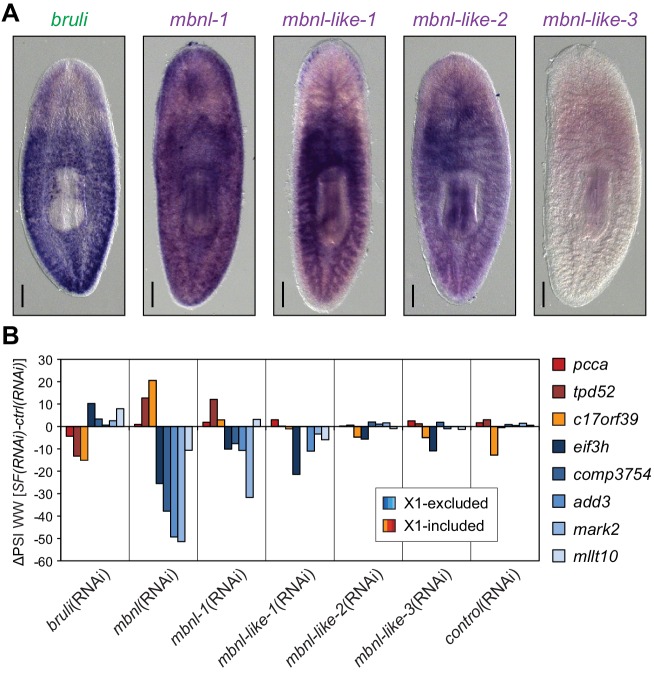
Combined *mbnl* knockdown has stronger effects than individual knockdown. (**A**) Whole worm *in situ* hybridization for *bruli, mbnl-1* and *mbnl-like1, 2* and *3*. Scale bar is 0.5 mm. (**B**) ΔPSI in whole worm estimates by RT-PCR for two X1-inc exons (red), one X1-inc retained intron (c17orf39, orange) and five X1-exc exons (blue) 10 days after RNAi treatment with dsRNA coding for *bruli*, mix of dsRNAs against the four *mbnl* genes [*mbnl*(*RNAi*)*], mbnl-1, mbnl-like-1, mbnl-like-2*, and *mbnl-like-3*. Two independent controls samples were included; ΔPSI values are relative to the first control sample. **DOI:** http://dx.doi.org/10.7554/eLife.16797.020

**Figure 5—figure supplement 1.**
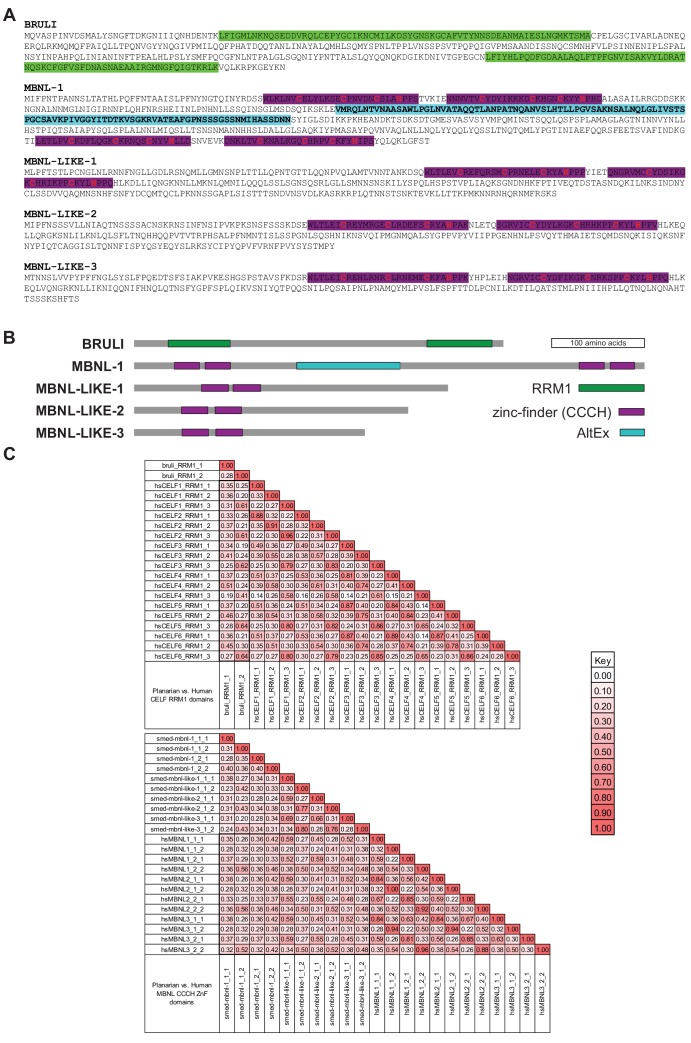
BRULI and MBNL factors domain architecture and effects on regeneration and alternative splicing. (**A-B**) Amino acid sequence (**A**) and schematization of protein domains (**B**) of BRULI, MBNL-1, MBNL-LIKE-1, MBNL-LIKE-2 and MBNL-LIKE-3. RRM1 domains are depicted in green and Zinc-finger domains in magenta, and their CCCH aminoacids indicated in red. The X1-inc alternative exon of *mbnl-1* is depicted in cyan. (**C**) Sequence identity matrix between planarian and human CELF RRM1 (top) and MBNL ZnF (bottom) domains. **DOI:** http://dx.doi.org/10.7554/eLife.16797.021

**Figure 5—figure supplement 2.**
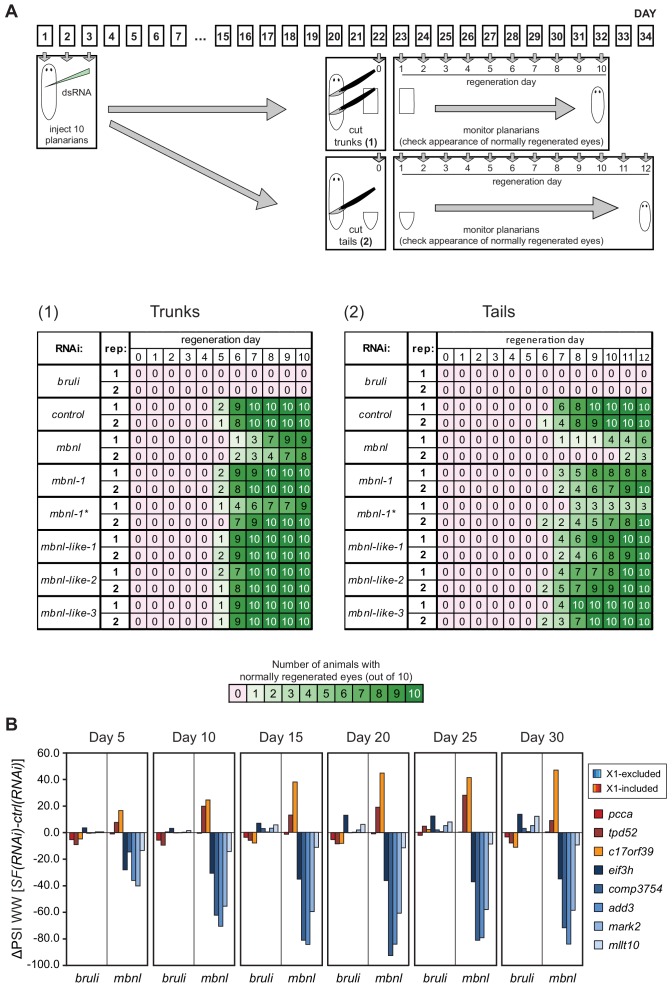
*bruli* and *mbnl* factors effects on regeneration and alternative splicing. (**A**) The effects of *bruli* and *mbnl* knockdown and *mbnl-1* single knock down are reproducible and dependent on the level of cut. Top: Workflow of the experiment: 10 animals per experimental group and time point were injected with dsRNA coding for *bruli, gfp* as a control and a mix of dsRNAs against the four *mbnl* genes and cut 22 days after RNAi; trunk and tail pieces were monitored independently. Two independent dsRNAs coding for different regions of *mbnl-1* were used (*mbnl-1* and mbnl-1*). The experiment was replicated twice independently. Bottom: Results of the scoring for trunk and tail regeneration experiments; color key is indicated below. (**B**) The effects of *bruli* and *mbnl* knockdown on AS events are detectable 5 days after RNAi and are permanent for at least 30 days: quantifications for two X1-inc exons (red), one X1-inc retained intron (c17orf39, orange) and five X1-exc exons (blue) 5, 10, 15, 20, 25 and 30 days after RNAi treatment with dsRNA coding for *bruli, gfp* as a control and a mix of dsRNAs against the four *mbnl* genes. **DOI:** http://dx.doi.org/10.7554/eLife.16797.022

To further investigate the role of CELF and MBNL factors in the regulation of the neoblast AS program and regeneration, we performed RNAi of these genes, separately or in combinations (in the case of the *mbnl* paralogs). In the case of *mbnl*, a significant delay in regeneration was observed for the combined knockdown of all four *mbnl* homologues. These regeneration defects were even stronger when regenerating tails were examined (Figure 5—figure supplement 2A). When knocked down individually, only *Smed-mbnl-1* had minor effects on regeneration (Figure 5—figure supplement 2A). These observations were mirrored at the transcriptomic level, as shown by RT-PCRs for several representative AS events in whole worms (Figure 5B). Importantly, while the regeneration phenotype was observed 22 days after the RNAi injection, effects on AS inclusion levels where observable as soon as five days after the initiation of the treatment, plateauing after day 10 post-injection (Figure 5—figure supplement 2B).

### Direct antagonistic regulation of planarian stem cell-specific AS by CELF and MBNL factors

In order to investigate the concerted transcriptomic-wide impact of CELF and MBNL factors in the regulation of neoblast-differential AS, we next FACS-sorted X1 and Xins populations from *bruli*(*RNAi*)*, mbnl*(*RNAi*) and *control*(*RNAi*) animals 10 days after RNAi in duplicates and subjected them to RNA-Seq. Consistent with our RT-PCR results (Figure 4C), *bruli* knockdown induced strong inclusion level changes in X1 fractions towards the differentiated pattern (Figure 6A; P = 1.4 × 10^−19^, binomial test). In particular, X1-included alternative sequences became less included after *bruli* knockdown (Figure 6A, red dots) while X1-excluded ones were more included (Figure 6A, blue dots). On the other hand, *mbnl* knockdown induced changes in the opposite direction in Xins fractions (Figure 6B; P = 2.1 × 10^−11^, binomial test). These changes in inclusion levels obtained by RNA-seq analyses were independently validated by RT-PCR assays (19/19 changes, 100%; R^2^ = 0.87, n = 225; Figure 6C and Figure 6—figure supplement 1). Remarkably, 33/87 (37.9%) *mbnl*-regulated AS events (14 cassette exons, 11 microexons, and 8 retained introns) were also affected by *bruli* knockdown in the opposite direction (Figure 6D; P = 2.2 × 10^−7^, binomial test; corresponding to 33/141 (23.4%) *bruli*-regulated AS events). As expected, the number of AS changes of *bruli* and *mbnl* knockdown in Xins and X1 fractions respectively was lower and was not significantly associated with neoblast-differential regulation (Figure 6—figure supplement 2A,B). Of note, 37/110 (33.6%) of X1-retained introns showed decreased retention upon *bruli* knockdown (ΔPSI ≥ 15), suggesting that BRULI regulates coordinated IR events in planarian stem cells. On the other hand, *mbnl* knockdown affected a large fraction of Xins-enriched microexons (20/54, 37%).

**Figure 6.**
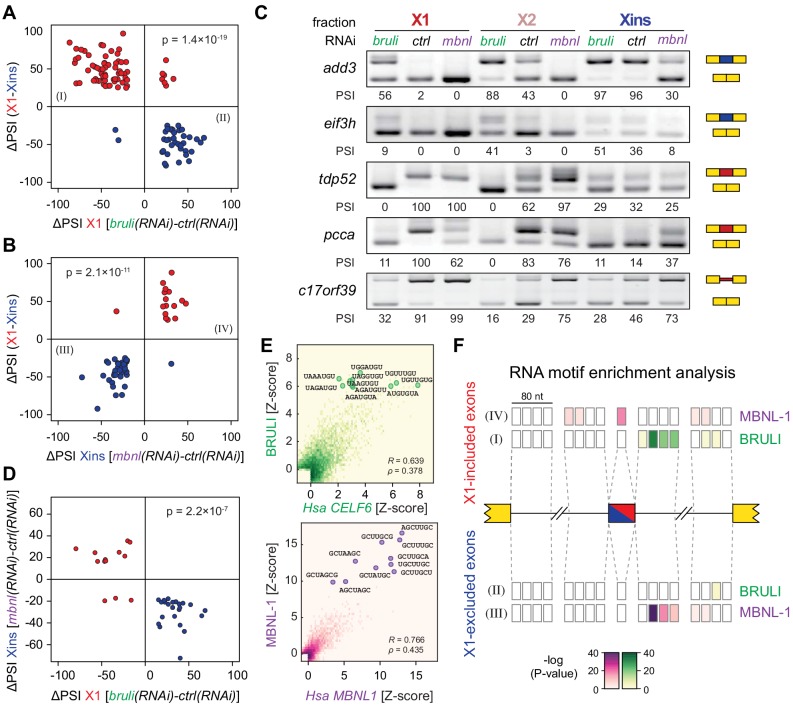
*bruli* and *mbnl* antagonistically regulate neoblast-specific AS. (**A**) High negative association (p<1.4 × 10^−19^, one-sided binomial test) between differences in inclusion levels (ΔPSI) of X1-differential AS events in X1 versus Xins fractions, and differences in *bruli* and control RNAi treated X1 fractions. Red/Blue dots correspond to X1-included/excluded AS events. (**B**) High positive association (p<2.1 × 10^−11^, one-sided binomial test) between differences in inclusion levels (ΔPSI) of X1-differential AS events in X1 versus Xins fractions, and differences in *mbnl* and control RNAi treated Xins fractions. Only AS events with sufficient read coverage in the control and KD samples and an absolute ΔPSI>15 are plotted. (**C**) RT-PCR assays monitoring AS patterns for 5 representative X1-differential AS events in FACS isolated cell fractions treated with *bruli*, control or *mbnl* RNAi. (**D**) Most X1-differential AS events that are affected by both *bruli* and *mbnl* knockdown are regulated in an antagonistic manner (p<2.2 × 10^−7^, one-sided binomial test). (**E**) 2-dimensional histogram of RNA-compete 7-mer Z-scores, comparing the sequence-specific binding of planarian and human proteins. Unspecific 7-mers with Z-score <0 for both RBPs were excluded. *ρ*, Spearman rank correlation; R, Pearson correlation. Top 10 planarian motifs are highlighted. (**F**) Motif-enrichment analysis. Each intronic box corresponds to a 20-nucleotide bin at the indicated location relative to the AS exon (middle box). Color encodes the significance of enrichment (Fisher's exact test, Bonferroni corrected for the number of tested bins) of high affinity 7-mers for BRULI or MBNL, comparing each differentially spliced exon set with an unaffected background set. Exon sets (I-IV) correspond to those in quadrants indicated in panels **B** and **C**. **DOI:** http://dx.doi.org/10.7554/eLife.16797.023

**Figure 6—figure supplement 1.**
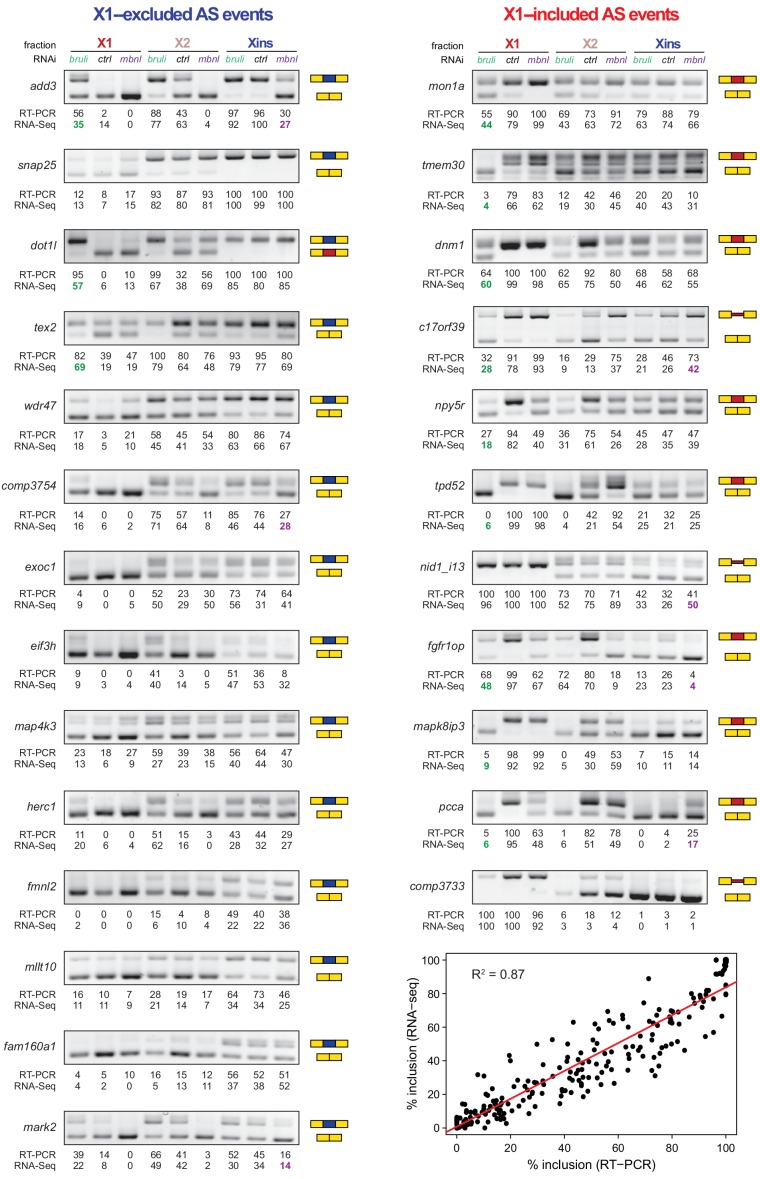
Examples of neoblast-differential AS events regulated by *bruli* and/or *mbnl.* RT-PCR assays for 25 representative neoblast-differential exons and retained introns in X1, X2 and Xins fractions of worms treated with *bruli*, control or *mbnl* RNAi. Red and blue exons/introns indicate those exons/introns with higher and lower inclusion in X1 compared to Xins fractions, respectively. Scatter plot shows correspondence between inclusion level estimates by RNA-Seq and RT-PCR (R^2 ^= 0.87, n = 225). **DOI:** http://dx.doi.org/10.7554/eLife.16797.024

**Figure 6—figure supplement 2.**
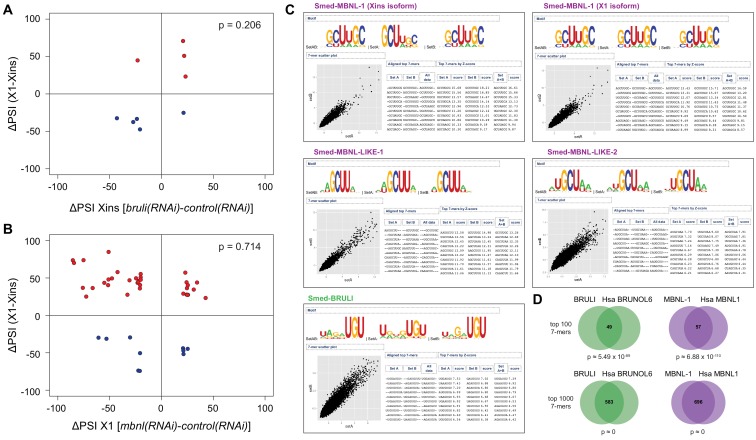
*bruli* and *mbnl* antagonistically regulate neoblast-specific AS. (**A-B**) *bruli* and *mbnl* have a minor impact on neoblast-differential AS events in Xins and X1, respectively: (**A**) Lack of association (p = 0.206, one-sided binomial test) between differences in inclusion levels (ΔPSI) of neoblast-differential AS events in X1 versus Xins fractions, and differences in *bruli* and control RNAi treated Xins fractions. (**B**) Lack of association (p = 0.714, one-sided binomial test) between differences in inclusion levels (ΔPSI) of neoblast-differential AS events in X1 versus Xins fractions, and differences in *mbnl* and control RNAi treated X1 fractions. (**C**) RNAcompete-derived motifs for BRULI and MBNL proteins. Top-scoring RNA-binding 7mers and corresponding logos identified by RNAcompete analysis are shown for MBNL-1 (excluding a neoblast-differential exon; Xins isoform), MBNL-1 (including a neoblast-differential exon; X1 isoform), MBNL-LIKE-1, MBNL-LIKE-2, and BRULI. Scatterplots show the correlation between 7-mers Z-scores derived from microarray data splits, SetA and SetB. Logos are created after aligning the top 10 highest scoring 7-mers. Both isoforms of MBNL-1 display similar binding preferences. RNAcompete retrieved simpler 4-mer or 3-mer containing GCU motifs for MBNL-LIKE-1 and MBNL-LIKE-2, which contain only one pair of zinc fingers. (**D**) Conserved binding specificities for planarian and human CELF and MBNL splicing factors: Venn diagrams showing the overlap of RNA-compete 7-mers, comparing the top 100 (top) and the top 1000 (bottom) 7-mers of planarian and human proteins. P-values correspond to hypergeometric tests. **DOI:** http://dx.doi.org/10.7554/eLife.16797.025

To investigate the mechanisms by which BRULI and MBNL regulate neoblast-differential AS, we performed RNAcompete assays (Ray et al., 2009; Ray et al., 2013) to identify their consensus RNA binding motifs. Purified GST-tagged RBPs were incubated with a 75-fold excess of an RNA pool and the binding preferences of the RBP elucidated by analysing bound RNAs by microarray analyses. The top scoring motifs (Figure 6E and Figure 6—figure supplement 2C) for BRULI and MBNL-1 contained the 3-mer UGU and 6-mer GCUUGC, respectively, consistent with previous reports for their mammalian homologs. Moreover, the binding specificities of the planarian and mammalian homologs strongly correlated (Figure 6E) and highly significantly overlapped (Figure 6—figure supplement 2D; p<5.5 × 10^−89^ for all pairwise homolog comparisons, hypergeometric test) across all measured 7-mers in RNAcompete assays. Thus, the planarian MBNL and CELF factors and its mammalian homologs have conserved binding specificities. Next, to investigate if planarian MBNL and CELF binding motifs were significantly associated with neoblast-differential alternative exons that show changes upon splicing factor knockdown (Figure 6A,B), we analysed the presence of these motifs in the regulated exons and their flanking introns compared to sets of control exons (see Materials and methods). Both BRULI and MBNL-1 motifs were highly significantly enriched in the downstream introns of exons downregulated upon the respective KD, whereas MBNL-1 motifs were also significantly enriched in exonic sequences of exons upregulated upon *mbnl* KD (Figure 6F). These locations are consistent with the enhancing or repressive functions, respectively, from RNA regulatory maps described for these factors in mammals (Han et al., 2013; Wang et al., 2012), and strongly suggest a direct regulatory role in AS regulation in planarians.

### CELF and MBNL factors have antagonistic effects on planarian stem cells

Next, to investigate how knockdown of *bruli* and *mbnl* impairs planarian regeneration at the cellular level, we sequenced mRNA extracted from whole worms at different time points after RNAi injections and evaluated the levels of cell type-specific markers (Figure 7A). It was previously described that *bruli* knockdown induces a conspicuous neoblast loss phenotype (Guo et al., 2006). 

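The time course held 9 libraries of whole worms, 1 for each of control(RNAi), bruli(RNAi) and mbnl(RNAi) at days 20, 25 and 30. The mbnl knockdown targeted the 4 mbnl genes together. The deposited table also holds 1 library each of Smed-H2B(RNAi) and Smedwi-2(RNAi) worms, for which no day is given. The study's own library table (Figure 1-source data 1) lists reads of 101 nt, 8880247 to 12021874 of them (median 9431295) for bruli, 8044875 to 11192923 (median 9769731) for control and 7529400 to 10154193 (median 8495859) for mbnl. Between 78.28% and 81.74% of the reads mapped uniquely to the transcriptome, and the depth of the Smed-H2B and Smedwi-2 libraries is unknown. The authors deposited TPM values for 26562 transcripts, a length-scaled share of each library that keeps no read count. From these values, log2(TPM+1) was computed and 15492 transcripts were kept whose mean over the 9 libraries was above 1.5. Each knockdown was compared with control, and bruli directly with mbnl, in limma with a mean-variance trend and the day as a block. P-values were adjusted by the Benjamini-Hochberg method over the 15492 transcripts and read at 0.05. The fit had 4 residual degrees of freedom and 5.26 prior ones. Fold changes are differences of log2(TPM+1), which understate changes of weakly expressed genes. The median change over all transcripts was 0.11 after mbnl knockdown, so a change of that size is the level of the whole transcriptome. The 3 days served as replicates, so that a change growing with time counts as spread and no single day has a p-value. Neither the text of the paper nor the labels say whether the days are separate cohorts of worms, so the p-values measure only the spread among these libraries.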

Consistently, we observed a strong downregulation of neoblast markers after *bruli* knockdown (Figure 7—figure supplement 1), which were not affected by *mbnl* knockdown. 

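bruli knockdown lowered each of 5 markers of neoblasts that Figure 7-figure supplement 1 lists, and mbnl knockdown moved none of them past the test. smedwi-1 (comp659_c0_seq1), a piwi gene of the neoblasts, stood at 204 ± 9.73 TPM (SD, n = 3) in control worms and at 17.5 ± 9.10 TPM (SD, n = 3) after bruli knockdown. Its log2 fold change was -3.59 (standard error 0.26, adjusted p = 0.000152 from limma), with -2.80 at day 20, -3.51 at day 25 and -4.47 at day 30. pcna (comp1920_c0_seq1), a gene of DNA replication, went from 56.1 ± 0.891 TPM (SD, n = 3) to 4.99 ± 1.36 TPM (SD, n = 3), a log2 fold change of -3.28 (standard error 0.13, adjusted p = 3.37e-06 from limma). The germ granule helicase vasa-1 fell by 1.14 on the log2 scale (standard error 0.08, adjusted p = 0.000152 from limma) and the piwi gene smedwi-2 by 1.09 (standard error 0.10, adjusted p = 0.000482 from limma). The study lists both as markers of neoblasts and the CNS. smedtud1, a Tudor gene of the same class, changed by -0.67 (adjusted p = 0.00452 from limma), but its adjusted p was 0.0958 without all libraries of day 25 and 0.0639 without all libraries of day 30. After mbnl knockdown smedwi-1 was at 225 ± 15.4 TPM (SD, n = 3) (log2 fold change 0.14, adjusted p = 0.783 from limma) and pcna at 62.7 ± 2.28 TPM (SD, n = 3) (log2 fold change 0.16, adjusted p = 0.504 from limma). Of the 5 markers, 1 had an unadjusted p under 0.05 after mbnl knockdown. In the direct comparison all 5 were lower after bruli than after mbnl knockdown, from -3.73 for smedwi-1 (adjusted p = 6.60e-05 from limma) to -0.94 for smedtud1 (adjusted p = 0.000740 from limma).
mRNA levels of 4 of the 5 targets of the injected dsRNAs were lower past the test, and that of mbnl-like-3 was not. bruli mRNA (comp2592_c0_seq1) fell from 83.6 ± 1.10 TPM (SD, n = 3) to 4.64 ± 1.53 TPM (SD, n = 3), a log2 fold change of -3.94 (standard error 0.16, adjusted p = 3.37e-06 from limma). Of the mbnl genes, mbnl-1 fell from 51.3 to 25.5 TPM (log2 fold change -0.99, adjusted p = 0.00113 from limma). mbnl-like-1 went from 18.3 to 4.01 TPM and mbnl-like-2 from 31.2 to 10.1 TPM, log2 fold changes of -1.96 and -1.56 (adjusted p = 0.000170 and 0.000558 from limma). mbnl-like-3 was weakly expressed in control worms, at 2.58 TPM, and stood at 2.4 TPM after mbnl knockdown (adjusted p = 0.834 from limma). bruli mRNA after mbnl knockdown, at 107 ± 8.59 TPM (SD, n = 3), did not differ from control past the test (adjusted p = 0.216 from limma).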

Strikingly, the progeny markers *prog-1* and *prog-2-1*, which are expressed in postmitotic epidermal progenitors (Eisenhoffer et al., 2008; van Wolfswinkel et al., 2014), changed their expression levels in opposing directions upon *bruli/mbnl* knockdown. 

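prog-1 (comp332_c0_seq1) and prog-2-1 (comp69_c0_seq1), markers of the early postmitotic progeny of neoblasts, fell after bruli knockdown and were higher after mbnl than after bruli knockdown. prog-1 stood at 346 ± 68.3 TPM (SD, n = 3) in control worms and at 84.2 ± 53.1 TPM (SD, n = 3) after bruli knockdown. Its log2 fold change was -2.21 (standard error 0.29, adjusted p = 0.00220 from limma), and it was lower than control at 3 of 3 days. prog-2-1 went from 1817 ± 150.5 TPM (SD, n = 3) to 786 ± 357 TPM (SD, n = 3), a log2 fold change of -1.32 (standard error 0.22, adjusted p = 0.00474 from limma); the adjusted p was 0.0650 without all libraries of day 25. After mbnl knockdown prog-1 was at 420.3 ± 84.7 TPM (SD, n = 3) and prog-2-1 at 2465 ± 220.4 TPM (SD, n = 3). Neither difference from control passed the test, with log2 fold changes of 0.28 (standard error 0.29, adjusted p = 0.60 from limma) and 0.44 (standard error 0.22, adjusted p = 0.249 from limma), and neither had an unadjusted p under 0.05. The spread in these tests came from all 9 libraries, so the fall that deepened with time after bruli knockdown counts in it. prog-2-1 was above control at 3 of 3 days after mbnl knockdown and prog-1 at 2 of 3. The difference between the knockdowns was tested directly, as a contrast in the same model, whose spread was estimated from all 9 libraries. prog-1 was lower after bruli than after mbnl knockdown by a log2 fold change of -2.49 (standard error 0.29, adjusted p = 0.000830 from limma), and prog-2-1 by -1.76 (standard error 0.22, adjusted p = 0.000961 from limma). Both direct differences passed the test whichever library or day was left out.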

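At day 20 prog-1 was already at 141 TPM after bruli knockdown against 391 TPM in control, and at day 30 it was at 36.6 against 381 TPM. prog-2-1 after bruli knockdown stood at 1139, 794 and 425 TPM at days 20, 25 and 30, with controls at 1985, 1695 and 1771 TPM. After mbnl knockdown prog-2-1 stood at 2501, 2665 and 2229 TPM on the same days. prog-1 stood at 481, 456 and 323 TPM after mbnl knockdown, above the control of days 20 and 25 and below that of day 30. Of the other 5 markers in Figure 7B, prog-1-1, prog-2-2, prog-2-3, prog-2-5 and pmp-3, all fell after bruli knockdown. prog-1-1 (comp478_c0_seq1) went from 408 ± 84.7 TPM (SD, n = 3) to 97.3 ± 61.5 TPM (SD, n = 3), a log2 fold change of -2.25 (standard error 0.29, adjusted p = 0.00190 from limma). The log2 fold changes of the other 4 lay between -1.62 (prog-2-5, adjusted p = 0.00507 from limma) and -1.29 (prog-2-2, adjusted p = 0.00778 from limma). Without the libraries of day 25, their adjusted p was 0.0602 for prog-2-5 and prog-2-2, 0.0695 for prog-2-3 and 0.0705 for pmp-3. After mbnl knockdown the 5 markers had log2 fold changes between 0.31 (prog-1-1, adjusted p = 0.548 from limma) and 0.40 (prog-2-5, adjusted p = 0.398 from limma), and 0 of the 7 markers of Figure 7B had an adjusted or an unadjusted p under 0.05 in limma. All 7 were lower after bruli than after mbnl knockdown in the direct comparison, prog-1-1 by -2.56 (standard error 0.29, adjusted p = 0.000690 from limma).

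**Figure D1:**
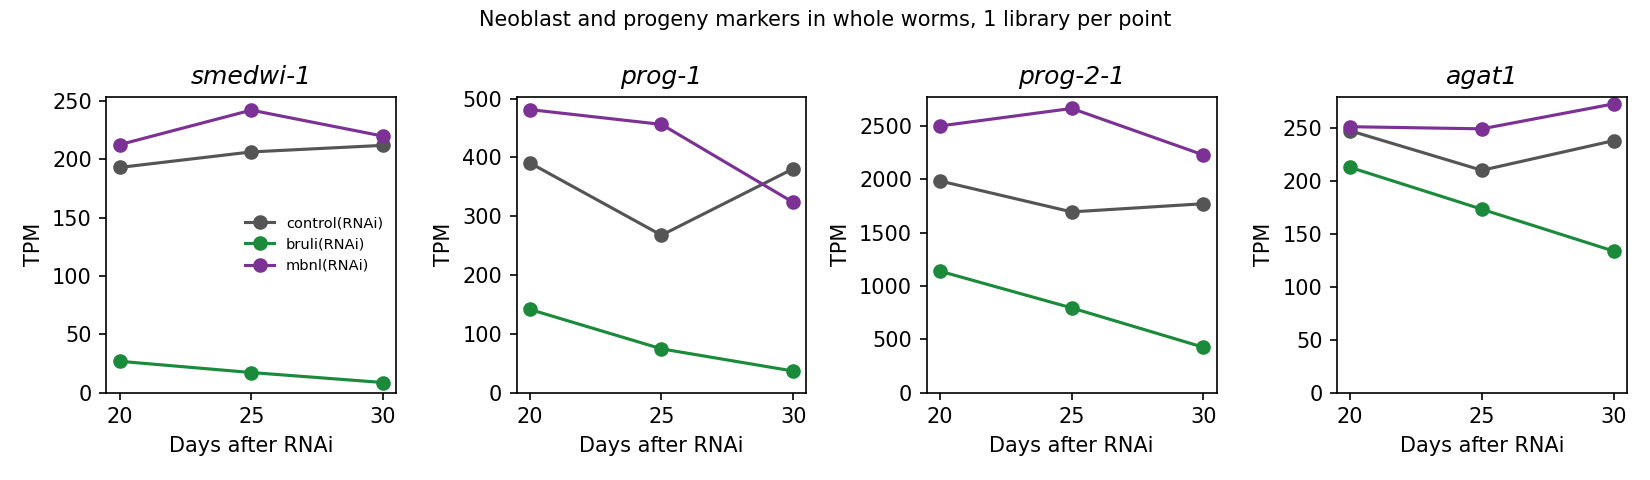
TPM of smedwi-1, prog-1, prog-2-1 and agat1 (vertical axes) against the day after RNAi (horizontal axes) in control, bruli and mbnl worms, 1 library per point. prog-1 after bruli knockdown lies below control at days 20, 25 and 30, and after mbnl knockdown above control at days 20 and 25 only.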

More precisely, *bruli* knockdown induced loss of these markers, whereas *mbnl* knockdown led to an increase in their expression (Figure 7B and Figure 7—figure supplement 1). 

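bruli knockdown lowered most markers of the zeta and sigma subclasses of neoblasts and 1 of 4 gamma markers, and no subclass marker passed the test after mbnl knockdown. Of 11 markers of zeta-neoblasts, the neoblasts fated to epidermis, 7 fell past the test (8 when adjusted over the list alone), and 10 of 11 were below control at each of the 3 days. p53 (comp5563_c0_seq1), the homologue of the tumour suppressor, went from 40.1 ± 1.51 TPM (SD, n = 3) to 20.4 ± 8.44 TPM (SD, n = 3), a log2 fold change of -1.02 (standard error 0.18, adjusted p = 0.00646 from limma); the adjusted p was 0.0926 without all libraries of day 25 and 0.0609 without all libraries of day 30. Of 9 markers of sigma-neoblasts, the broad class from which other neoblasts arise, 6 fell (6 when adjusted over the list alone). The SoxP-family factor soxP-2 (comp8483_c0_seq1) went from 12.0 ± 0.674 TPM (SD, n = 3) to 4.62 ± 0.372 TPM (SD, n = 3), a log2 fold change of -1.21 (standard error 0.12, adjusted p = 0.000915 from limma) that passed the test under every setting tried. lhx-2, pbx4 and soxB-1 were the sigma markers that did not pass. Of 4 markers of gamma-neoblasts, linked to the gut, only prox-1 fell (1 when adjusted over the list alone), with a log2 fold change of -0.58 (standard error 0.17, adjusted p = 0.0425 from limma). Among the 25 markers of epidermal progenitors all had a fold change below 0 and 7 fell past the test (13 when adjusted over the list alone). Of 6 markers of late progeny, agat1 and agat2 fell, by 0.44 (adjusted p = 0.0472 from limma) and 0.40 (adjusted p = 0.0370 from limma), with 3 when adjusted over the list alone. The 2 late progeny markers became 0 with no replicate block, with only the 2 groups compared and with no trend, and 1 with no filter. prox-1 did not pass with no filter or with only the 2 groups compared. The study shows these groups for the same libraries, so counts adjusted over a list alone are not independent evidence.
After mbnl knockdown no marker of zeta-, sigma- or gamma-neoblasts or epidermal progenitors passed limma's test. With only the 2 groups compared 1 epidermal progenitor marker was higher and 1 lower, and after median centring 1 gamma marker was lower. At an unadjusted p under 0.05, 3 zeta and 3 sigma markers were higher, 1 gamma marker was lower, and 3 epidermal progenitor markers were higher and 4 lower. lhx-2, a LIM homeobox gene of sigma-neoblasts, had a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.0588 from limma) and passed when adjusted over the list alone. The fold change was above 0 for 11 of 11 zeta, 9 of 9 sigma, 2 of 4 gamma and 16 of 25 epidermal progenitor markers. Once each library was centred on its median, these became 8 of 11, 9 of 9, 0 of 4 and 13 of 25. mcp, a late progeny marker, fell by 0.41 (standard error 0.08, adjusted p = 0.0273 from limma); it did not pass with only the 2 groups compared or with no trend. In the direct comparison 9 of 11 zeta, 7 of 9 sigma and 12 of 25 epidermal progenitor markers were lower after bruli than after mbnl knockdown, as were the gamma markers prox-1 and gata4/5/6 (0 of 4 gamma markers after median centring or quantile normalization of all libraries) and the late progeny markers agat1, agat2 and agat3. The gamma marker nkx2.2 and the late progeny marker mcp were higher after bruli than after mbnl knockdown, by log2 fold changes of 0.23 (adjusted p = 0.0341 from limma) and 0.41 (adjusted p = 0.00752 from limma). With no trend gata4/5/6, nkx2.2 and agat3 did not pass in the direct comparison, nor did prox-1 with no filter or agat3 after median centring.
Leaving out 1 library or 1 day moved these counts after bruli knockdown. The 7 zeta markers became 3 without bruli day 25 or 30, 4 without control day 30, 0 without all libraries of day 25 and 1 without all libraries of day 30, the 6 sigma markers 3 without bruli day 30 or control day 25 or 30, 1 without all libraries of day 25 and 2 without all libraries of day 30, and the 7 epidermal progenitor markers 17 without bruli day 20, 11 without control day 20, 16 without all libraries of day 20 and 1 without all libraries of day 25. prox-1 was not called without bruli day 25 or 30, control day 20, 25 or 30, mbnl day 20 or 25 or all libraries of day 25 or 30, agat1 not without bruli day 25 or 30, control day 20, 25 or 30, mbnl day 25 or all libraries of day 25 or 30, and agat2 not without bruli day 25 or 30, control day 25 or 30, mbnl day 25 or all libraries of day 25 or 30, with an adjusted p of up to 0.321, 0.204 and 0.180. The 2 late progeny calls became 4 without bruli day 20 or all libraries of day 20. After mbnl knockdown mcp was not called without bruli day 25, control day 25 or 30, mbnl day 20, 25 or 30 or all libraries of day 25 or 30 (adjusted p up to 0.260 from limma), and without bruli day 20 a further late progeny marker was lower. lhx-2 passed the test without bruli day 25 (adjusted p = 0.0434 from limma) and prog-1-3 without bruli day 30 (adjusted p = 0.0308 from limma). In the direct comparison the 9 zeta markers became 4 without all libraries of day 25, the 12 epidermal progenitor markers 19 without bruli day 20 and 7 without all libraries of day 25 or 30, the 2 lower gamma markers 1 without bruli day 20 or control day 25 and 0 without bruli day 25 or 30, mbnl day 25 or 30 or all libraries of day 25 or 30, and the 3 lower late progeny markers 1 without mbnl day 25 or 30 or all libraries of day 30 and 0 without all libraries of day 25. nkx2.2 was not called without bruli day 20, 25 or 30, control day 25, mbnl day 20, 25 or 30 or all libraries of day 20, 25 or 30 (adjusted p up to 0.230 from limma), and mcp not without all libraries of day 25 or 30 (adjusted p up to 0.0783 from limma).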

Similar results were found with recently described markers for lineage-committed subclasses of neoblasts (van Wolfswinkel et al., 2014) (Figure 7—figure supplement 1) and epidermal progenitors (Zhu et al., 2015) (Figure 7B, Figure 7—figure supplement 1), which were confirmed by qPCR for *prog-1, prog-2-1* and *prog-1-1* (Figure 7C). This concomitant decrease and increase in the expression of multiple progeny markers for *bruli* and *mbnl* knockdown, respectively, is likely due to the loss and accumulation of progenitors, respectively, rather than to specific changes in the expression levels of these markers in an invariant pool of progenitor cells.

**Figure 7.**
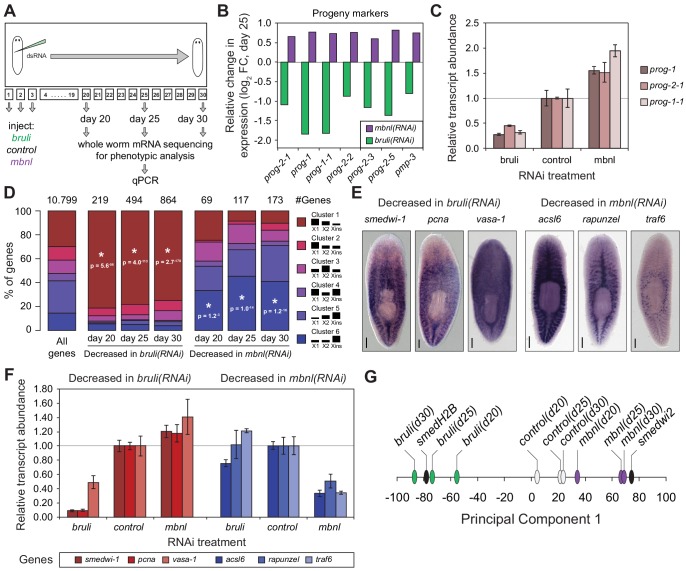
*bruli* and *mbnl* antagonistically regulate neoblast biology. (**A**) Schematic representation of phenotypic analysis experiments. (**B**) Gene expression changes estimated by RNA-Seq of several progeny markers 25 days after *bruli* (green) or *mbnl* (purple) RNAi treatment compared to controls. (**C**) Quantification of gene expression levels by qPCR of *prog-1, prog-2-1*, and *prog-1-1* in whole worms 25 days after treatment with *bruli, control* or *mbnl* RNAi. (**D**) Proportion of genes belonging to each of the 6 clusters defined in (Onal et al., 2012) based on their X1vs Xins enrichment that are decreased 20, 25 and 30 days after *bruli* and *mbnl* RNAi treatment. P-values correspond to hypergeometric tests for Clusters 1 (P = 5.6 × 10^−56^, P = 4.0 × 10^−113^, P = 2.7 × 10^−178^, for *bruli*(*RNAi*) days 20, 25 and 30, respectively) and 6 (P = 1.2 × 10^−3^, P = 1.0 × 10^−14^, P = 1.2 × 10^−16^, for *mbnl*(*RNAi*) days 20, 25 and 30, respectively). All other tests were not significant. Black histograms on the right side indicate schematically, for each cluster, the relative gene expression levels in each cell fraction. (**E**) *In situ* hybridization of three representative Cluster 1 (red bars) and Cluster 6 (blue bars) genes in whole worms. (**F**) qPCR-based gene expression estimates of three representative Cluster 1 (red bars) and Cluster 6 (blue bars) genes in whole worms 25 days after *bruli, control* or *mbnl* RNAi. (**G**) Principal Component 1 separates transcriptomes from *bruli* RNAi treated samples together with *Smed-H2B*(*RNAi*)(which affects neoblast self-maintenance) from *mbnl* RNAi treated samples together with *Smedwi-2*(*RNAi*)(which impairs neoblast differentiation). **DOI:** http://dx.doi.org/10.7554/eLife.16797.026

**Figure 7—figure supplement 1.**
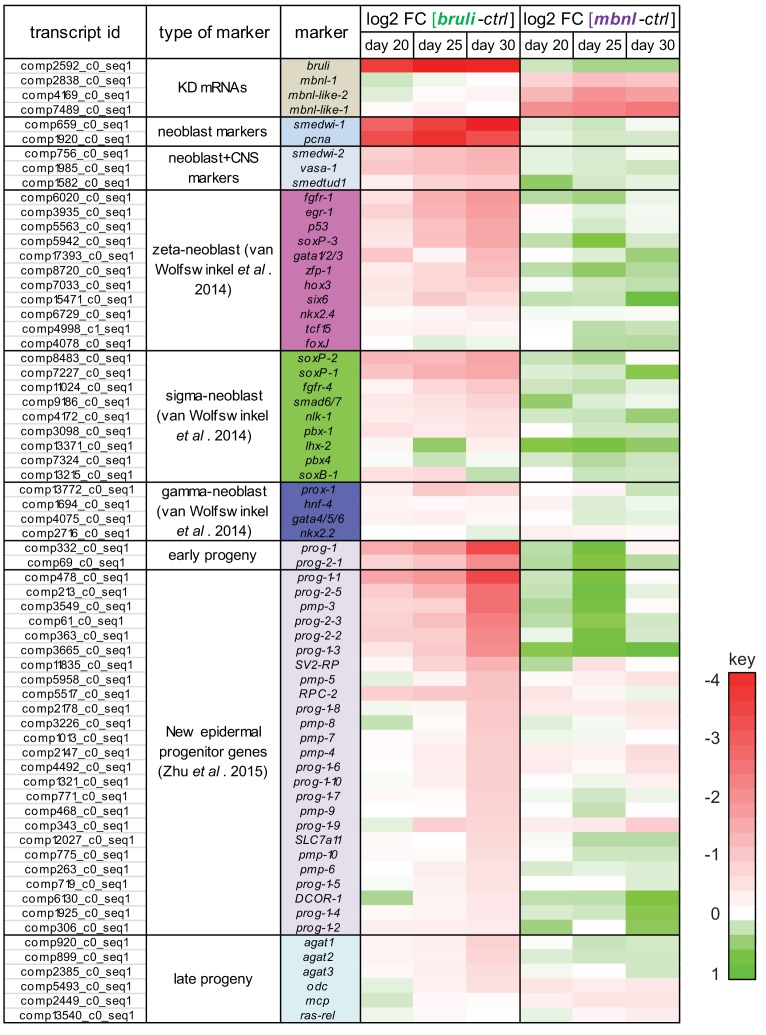
*bruli* and *mbnl* knockdown have contrasting effect of specific gene markers. Log2 fold change in gene expression of key markers 20, 25 and 30 days after *bruli* (left) or *mbnl* (right) treatment, measured from RNA-Seq. Red/Green intensities indicate different levels of down/up regulation. *bruli* and *mbnl* knockdown have distinct effects on different types of markers. In particular, they show antagonistic effects of 'Early progeny' markers. **DOI:** http://dx.doi.org/10.7554/eLife.16797.027

**Figure 7—figure supplement 2.**
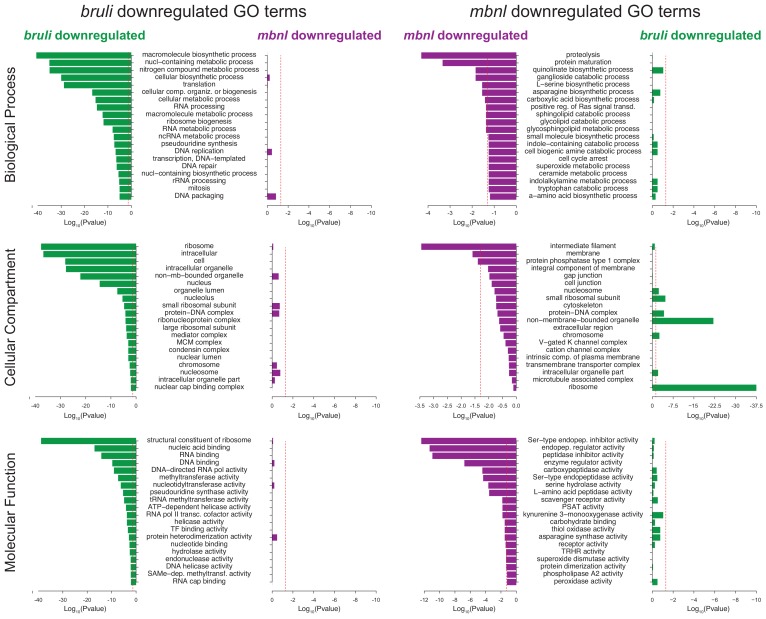
Gene Ontology analysis of genes downregulated upon *bruli* and *mbnl* knockdown. Gene ontology enrichment analysis for 'Biological Process', 'Molecular Function' and 'Cellular Component' terms of genes downregulated upon *bruli* and *mbnl* knockdown was performed for genes that were significantly downregulated after treatment with *bruli* (green) or *mbnl* (red) RNAi. **DOI:** http://dx.doi.org/10.7554/eLife.16797.028

Next, we compared the effect of *bruli* and *mbnl* knockdown on the levels of gene sets previously defined by clustering common patterns of expression in X1, X2 and Xins fractions (Onal et al., 2012). Cluster 1 comprises genes with strong differential expression enrichment in neoblasts, while Cluster six genes are conversely expressed mainly in differentiated tissues and excluded from the neoblast compartment. Consistent with a prominent neoblast loss (Guo et al., 2006), Cluster 1 genes were highly significantly decreased upon *bruli* knockdown (Figure 7D ; p<5.6 × 10^−56^ for the three time points, hypergeometric test). In contrast, *mbnl* knockdown impacted predominantly Cluster six genes (Figure 7D ; p<0.01 for the three time points, hypergeometric test). 

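The transcripts that decreased after bruli knockdown grew in number over the time course. At the study's threshold of a log2 fold change below -0.7 from the control of the day, with the controls quantile-normalized, 678 of 15492 transcripts were decreased at day 20, 766 at day 25 and 1378 at day 30. Of these, 263 were decreased on all 3 days. The assignment of transcripts to clusters is not in the sources used here, so neoblast genes were taken from RNA binding proteins (RBPs) that the study measured in sorted cells. Figure 4-source data 1 lists 17 RBP transcripts whose log2 cRPKM in X1, the neoblast fraction, exceeds that in Xins, the differentiated cells, by 3 or more. That list comes from other libraries, and it holds smedwi-1 and vasa-1, described above. Of the 15 that were tested, 14 were lower after bruli knockdown (14 when adjusted over the list alone), with a median log2 fold change of -0.87; without bruli itself it was 13 of 14. The list had an adjusted p of 7.63e-14 in limma's camera with a preset correlation of 0.01, but an adjusted p = 0.0942 with an estimated correlation. The 14 became 6 without all libraries of day 25 and 8 without all libraries of day 30. A piwi homologue (comp1258_c0_seq1, best human hit PIWIL1) went from 217 ± 7.90 TPM (SD, n = 3) to 91.0 ± 8.58 TPM (SD, n = 3), a log2 fold change of -1.25 (standard error 0.08, adjusted p = 9.51e-05 from limma). A DEAD-box helicase (comp2082_c0_seq1, best human hit DDX4, the vasa protein) went from 66.5 ± 0.937 TPM (SD, n = 3) to 38.3 ± 4.24 TPM (SD, n = 3), a log2 fold change of -0.78 (standard error 0.09, adjusted p = 0.00115 from limma). Across 285 RBP transcripts, the X1-Xins difference and the log2 fold change after bruli knockdown had a Spearman correlation of -0.83 (Pearson -0.66), and -0.69, -0.78 and -0.80 at days 20, 25 and 30. After mbnl knockdown the Spearman correlation was 0.04 (Pearson 0.05), and 0.05, 0.16 and -0.12 at days 20, 25 and 30. These are correlations across genes, which are not independent replicates, and no p was computed.

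**Figure D2:**
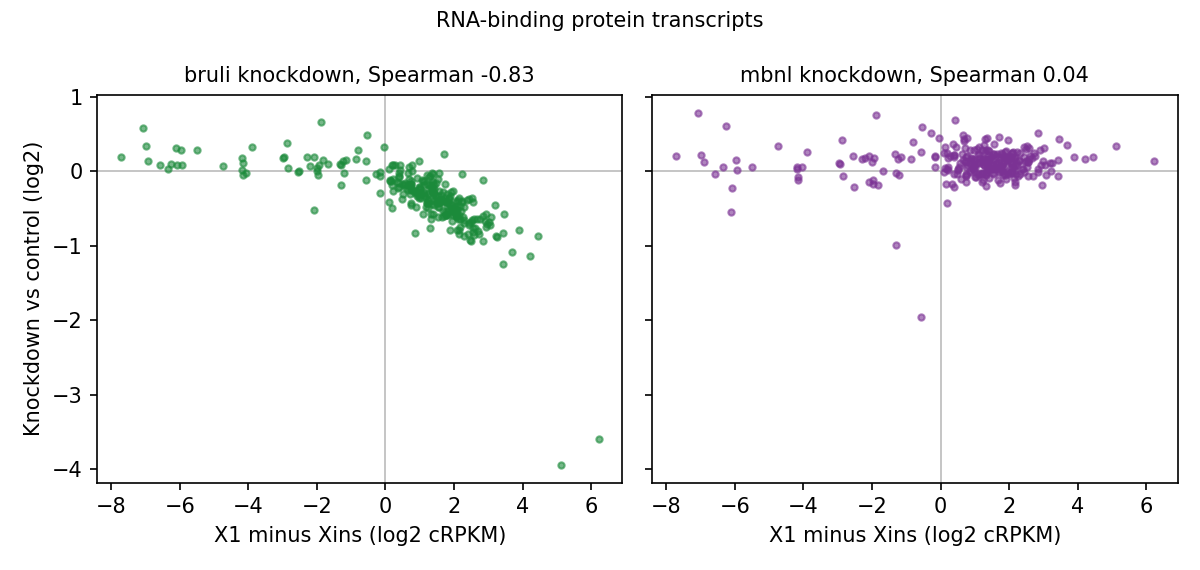
Log2 fold change after bruli or mbnl knockdown (vertical axes) against the X1-Xins difference in log2 cRPKM (horizontal axes), 1 point per RBP transcript, 285 in each panel. RBPs higher in X1 lie lower after bruli knockdown, and after mbnl knockdown the Spearman correlation is 0.04.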

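mbnl knockdown lowered fewer transcripts than bruli knockdown, and some of them deeply. Below a log2 fold change of -0.7 from the control of the day were 457 transcripts at day 20, 244 at day 25 and 356 at day 30, and 41 were there on all 3 days. Over the time course 261 transcripts fell past the test, 45 of them by more than 2-fold. The 261 were 140 with no replicate block, 95 with only the 2 groups compared, 53 with no trend and 442 after median centring. When a library or day was left out they were 23 (all libraries of day 25) to 342 (all libraries of day 20), with 41 and 57 without mbnl day 25 and 30. The largest fall was that of comp709_c0_seq1, an unnamed transcript that went from 463 ± 65.1 TPM (SD, n = 3) to 30.8 ± 30.9 TPM (SD, n = 3). Its log2 fold change was -4.52 (standard error 0.61, adjusted p = 0.00700 from limma), with -2.57 at day 20, -4.33 at day 25 and -6.67 at day 30; the adjusted p was 0.0980 without all libraries of day 25. After bruli knockdown it was at 536 ± 96.1 TPM (SD, n = 3) and its fold change of 0.21 did not pass (adjusted p = 0.854 from limma). comp10626_c0_seq1, also unnamed, went from 13.5 ± 1.04 TPM (SD, n = 3) to 0.806 ± 0.717 TPM (SD, n = 3), a log2 fold change of -3.10 (standard error 0.28, adjusted p = 0.00113 from limma), and had -0.05 after bruli knockdown (adjusted p = 0.932 from limma). Which of these belong to Cluster 6 is not known here.
The RBPs of differentiated cells gave no shift in 1 direction past the test as a group after mbnl knockdown. limma's fry, which sets a list against no change, gave an unadjusted p of 3.47e-07 for changes in either direction. The list holds the target mbnl-1. Figure 4-source data 1 lists 43 RBP transcripts lower in X1 than in Xins by a log2 difference of 1 or more, and of the 42 tested, 4 were higher after mbnl knockdown and 1, the target mbnl-1, was lower (4 and 1 when adjusted over the list alone). Their median log2 fold change was 0.08, and -0.02 once each library was centred on its median (adjusted p = 0.918 from limma's camera for the list). At day 25 their median, 0.0098, lay below the middle 95% of random lists of like expression (0.021 to 0.191). At days 20 and 30 it lay within that span, with 1 library per day and no test. An RBP of the RBPMS family (comp4296_c0_seq1) rose from 42.9 ± 3.76 TPM (SD, n = 3) to 66.0 ± 6.17 TPM (SD, n = 3), a log2 fold change of 0.61 (standard error 0.08, adjusted p = 0.00523 from limma); the adjusted p was 0.0980 without all libraries of day 25 and 0.0680 without all libraries of day 30. The other 3 were comp3575_c0_seq1, comp12329_c0_seq1 and comp7940_c0_seq1, with log2 fold changes of 0.79, 0.76 and 0.42. After bruli knockdown these 3 had 0.58, 0.67 and 0.38 against the same controls, and comp4296_c0_seq1 had 0.10. The count of 4 was 2 after quantile normalization of all libraries and with no trend, and 3 after median centring. It became 2 without control day 25 or 30 or mbnl day 20, 25 or 30 and 0 without all libraries of day 25 or 30. After bruli knockdown 5 of the 42 were higher and 1 was lower (4 and 1 when adjusted over the list alone), at a median of 0.10. The list had an adjusted p of 0.00316 from camera but an adjusted p = 0.223 with an estimated correlation. The 5 higher RBPs were 3 with no replicate block and with no trend, and 2 with only the 2 groups compared. They became 3 without bruli day 20 or mbnl day 25, 0 without bruli day 25 or all libraries of day 25 or 30, 2 without bruli day 30 and 1 without control day 25 or 30.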

The expression patterns of three decreased genes from Clusters 1 and the from Cluster 6 were confirmed by *in situ* hybridization (Figure 7E). The three Cluster 1 transcripts were observed in neoblasts as previously described; on the other hand, the three Cluster six genes impacted by *mbnl* knockdown were expressed only in differentiated cells (comprising gut and secretory-like cells). We then confirmed the depletion of these markers after *bruli* and *mbnl* RNAi by qPCR. (Figure 7F). The three Cluster 1 transcripts were strongly decreased after *bruli* knockdown, while the three Cluster six genes were decreased only after *mbnl* knockdown. These results are thus consistent with prominent neoblast loss after *bruli* RNAi, on the one hand, and progressive scarcity of differentiated cell types due to impaired neoblast differentiation after *mbnl* knockdown, on the other hand. These opposed effects of *bruli* and *mbnl* were also reflected in the gene functions altered upon knockdown, with stem cell function-related terms enriched in *bruli*(*RNAi*) decreased genes, compared to differentiated tissue function associated terms for *mbnl*(*RNAi*) (Figure 7—figure supplement 2). In addition, a Principal Component Analysis (PCA) showed that the first PC sharply separated *bruli* samples together with *Smed-H2B*(*RNAi*)(which affects neoblast self-maintenance [Solana et al., 2012]) from *mbnl* samples together with *Smedwi-2*(*RNAi*)(which impairs neoblast differentiation [Reddien et al., 2005]) (Figure 7G), further showing their opposing effects in stem cell properties. 

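RBPs of several functions fell after bruli knockdown, while after mbnl knockdown no functional list passed limma's camera, except the SR and hnRNP proteins in 1 setting. Of 77 transcripts of core spliceosome proteins (Figure 4-source data 2), 54 were lower after bruli knockdown (67 when adjusted over the list alone; median log2 fold change -0.45, adjusted p = 1.50e-25 from limma's camera, and 0.0942 with an estimated correlation). The U1 snRNP protein homologue comp2444_c0_seq1 (best human hit SNRPA), an RBP that this list does not hold, went from 29.2 ± 0.913 TPM (SD, n = 3) to 14.9 ± 2.69 TPM (SD, n = 3), a log2 fold change of -0.94 (standard error 0.12, adjusted p = 0.00219 from limma). All 7 RBPs of the Piwi pathway and germ granules were lower (7 when adjusted over the list alone; median log2 fold change -0.78, adjusted p = 3.39e-09 from limma's camera, and 0.0942 with an estimated correlation). Of 28 SR and hnRNP proteins, which bind pre-mRNA and guide splice site choice, 22 were lower (26 when adjusted over the list alone; median log2 fold change -0.47, adjusted p = 2.07e-16 from limma's camera, and 0.0942 with an estimated correlation). The hnRNP L homologue comp1327_c0_seq1 went from 143 ± 7.36 TPM (SD, n = 3) to 79.8 ± 11.9 TPM (SD, n = 3), a log2 fold change of -0.85 (standard error 0.09, adjusted p = 0.00100 from limma). Of 50 RNA helicases, 23 were lower and 4 higher (34 and 4 when adjusted over the list alone; median log2 fold change -0.33, adjusted p = 3.07e-09 from limma's camera, and 0.155 with an estimated correlation). Of 11 translation factors, 5 were lower (7 lower and 1 higher when adjusted over the list alone; median log2 fold change -0.23, adjusted p = 0.0110 from limma's camera, and 0.223 with an estimated correlation). None of 13 neural-type RBPs passed in limma, 1 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone (adjusted p = 0.183 from camera for the list). The 23 lower and 4 higher helicases were 12 and 2 with only the 2 groups compared, and the 5 translation factors were 3 with only the 2 groups compared and with no trend. With median centring 1 neural-type RBP was higher.
After mbnl knockdown the lowest adjusted p of the 8 lists tested was 0.689 from limma's camera, for the SR and hnRNP proteins. This list passed with no filter (adjusted p = 0.0430 from limma's camera, median log2 fold change 0.13), and had an adjusted p of 0.246 to 0.954 from camera in the other settings that keep all libraries. When a library or a day was left out, the adjusted p of this list was 0.0815 to 0.985 from camera. Among the helicases 4 were higher and none lower (4 and 0 when adjusted over the list alone, and 10 higher and 2 lower at an unadjusted p under 0.05); 1 was higher after quantile normalization of all libraries and with no trend, and 2 after median centring, with no replicate block and with only the 2 groups compared. One of the 4, a DDX3-type helicase (comp3817_c0_seq1, best human hit DDX3Y), rose from 47.0 ± 4.02 TPM (SD, n = 3) to 71.4 ± 7.05 TPM (SD, n = 3), a log2 fold change of 0.59 (standard error 0.07, adjusted p = 0.00536 from limma). Its adjusted p from limma was 0.128 without all libraries of day 25. All 4 also lay above the same controls after bruli knockdown. Their log2 fold changes there were 0.49 for comp3817_c0_seq1, 0.67 for comp12329_c0_seq1, 0.38 for comp7940_c0_seq1 and 0.28 for comp5357_c0_seq1. A single spliceosome transcript, comp1153_c0_seq1, was lower, by a log2 fold change of -0.35 (adjusted p = 0.0383 from limma; 0 when adjusted over the list alone, and 11 higher and 2 lower at an unadjusted p under 0.05). With no replicate block, with only the 2 groups compared and with no trend, 0 spliceosome transcripts were lower. The spliceosome median after mbnl knockdown at day 20, -0.0028, lay below the middle 95% of random lists of like expression (0.031 to 0.156). At days 25 and 30 it lay within that span. In the direct comparison 69 of 77 spliceosome, 7 of 7 Piwi pathway, 27 of 28 SR and hnRNP, 34 of 50 helicase and 6 of 11 translation factor transcripts were lower after bruli than after mbnl knockdown. The 34 lower helicases were 21 after quantile normalization of all libraries and 22 after median centring. The list medians at days 20, 25 and 30 after bruli knockdown were -0.36, -0.51 and -0.55 for the spliceosome. These falls were not particular to bruli knockdown. In the Smed-H2B library, without a test, the medians were -0.58 for the spliceosome, -0.87 for the Piwi pathway and -0.47 for SR and hnRNP proteins. For helicases and translation factors they were -0.39 and -0.34. Whether bruli acts on these transcripts or the neoblasts that express them were fewer was not tested. Gene Ontology terms of the transcripts are not in the sources used here.
Leaving out 1 library or 1 day moved some of these counts. After bruli knockdown the 54 spliceosome transcripts became 30 without bruli day 25, 35 without control day 30, 6 without all libraries of day 25 and 20 without all libraries of day 30. The 7 of the Piwi pathway became 4 without all libraries of day 25, and the 22 SR and hnRNP proteins 7 without all libraries of day 25 and 12 without all libraries of day 30. The 23 lower helicases became 8 without bruli day 25, 10 without bruli day 30 or control day 25, 9 without control day 30, 2 without all libraries of day 25 and 3 without all libraries of day 30, the 4 higher ones 1 without bruli day 25 or control day 25 or 30, 2 without bruli day 30 and 0 without all libraries of day 25 or 30, and the 5 translation factors 1 without bruli day 25 or 30 or control day 25, 3 without control day 20, 2 without control day 30 and 0 without all libraries of day 25 or 30. After mbnl knockdown the 4 higher helicases became 2 without bruli day 25, 1 without control day 25 or 30, mbnl day 20, 25 or 30 or all libraries of day 30 and 0 without all libraries of day 25. The lower spliceosome transcript was lost, with 0 without bruli day 25, control day 25 or 30, mbnl day 20, 25 or 30 or all libraries of day 25 or 30. Between the knockdowns the 69 spliceosome transcripts became 21 without all libraries of day 25 and 35 without all libraries of day 30, the 27 SR and hnRNP proteins 13 without all libraries of day 25, the 34 helicases 19 without bruli day 25, 16 without bruli day 30 or mbnl day 30, 17 without mbnl day 25, 6 without all libraries of day 25 and 10 without all libraries of day 30 and the 6 translation factors 3 without mbnl day 25 or all libraries of day 30 and 1 without all libraries of day 25.

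**Figure D3:**
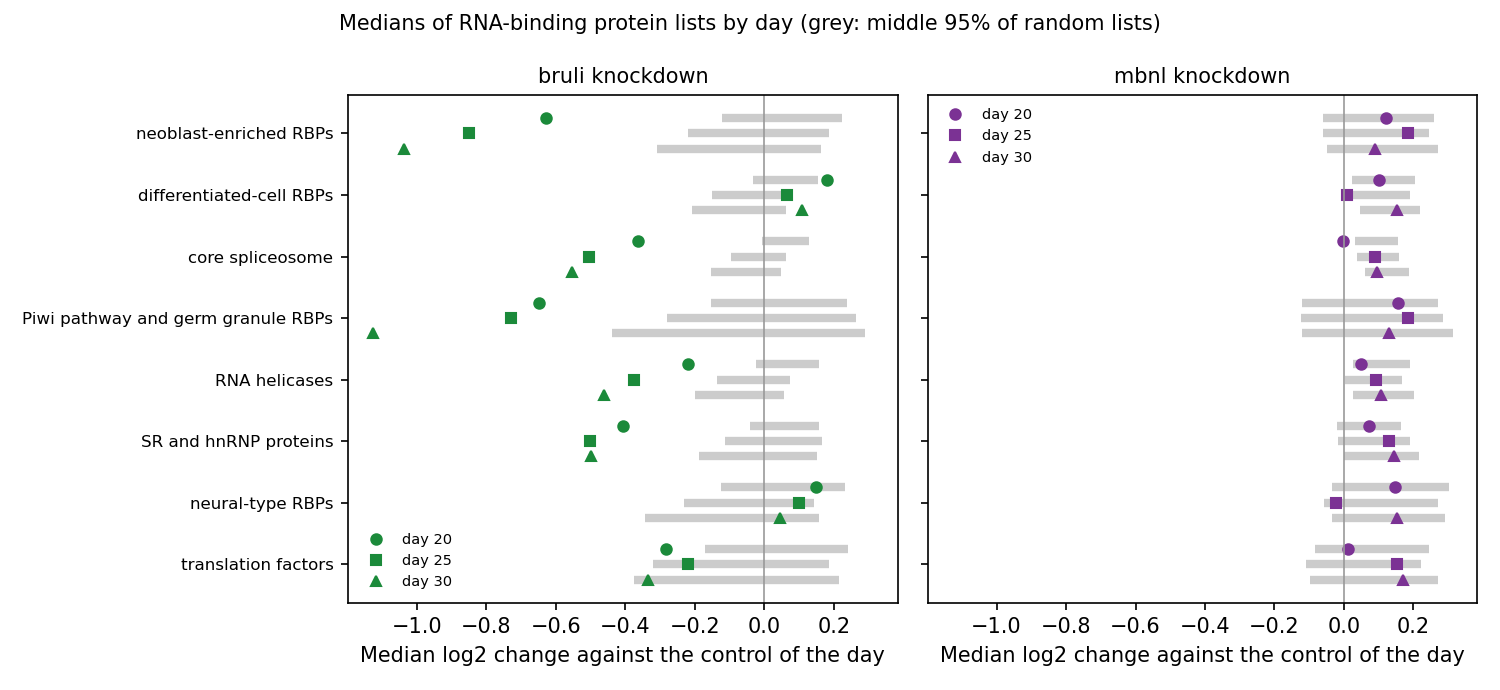
Median log2 fold change from the control of the day (horizontal axes) of 8 lists of RBPs (vertical axis) after bruli and mbnl knockdown. Marker shapes show days 20, 25 and 30, with 1 library per point. Grey spans the middle 95% of 10000 random lists of like expression. The spliceosome median after bruli knockdown lies to the left of the grey span at each day.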

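On PC1 the 3 bruli libraries lay on one side and the 3 mbnl libraries on the other, with control worms between them. Over the log2(TPM+1) values of 15492 transcripts in all 11 libraries, centred but not scaled, PC1 held 33.4% of the variance, PC2 18.1% and PC3 14.7%. The bruli libraries scored -20.8, -27.7 and -37.7 at days 20, 25 and 30, and the Smed-H2B library, whose knockdown affects neoblast self-maintenance, scored -27.0. The mbnl libraries scored 15.0, 23.9 and 23.6, and the Smedwi-2 library, whose knockdown impairs neoblast differentiation, scored 25.1. Controls scored 2.31, 11.5 and 11.8. The mean was -28.7 ± 8.48 (SD, n = 3) for bruli, 8.52 ± 5.38 (SD, n = 3) for control and 20.8 ± 5.04 (SD, n = 3) for mbnl. The gap between the nearest libraries of the bruli and Smed-H2B side and the mbnl and Smedwi-2 side was 35.8, which is 57.1% of the range of PC1. Without each library in turn this share lay between 52.1% and 70.3%. Every bruli library scored below every mbnl library and every control, and every mbnl library above every control. A two-sided exact permutation test gave p = 0.1 for each of these comparisons, the smallest p that 3 libraries against 3 allow. On PC2 the Smedwi-2 library lay apart from the mbnl libraries, at -41.0 against 8.47, -0.39 and -2.04 at days 20, 25 and 30. On PC3 the control library of day 20 lay apart from the controls of days 25 and 30, at -32.9 against 1.85 and -4.26.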

Taken together our results show that both CELF and MBNL factors are required for regeneration in planarians *in vivo*, and that they act by antagonizing each other in the control of neoblast self-renewal and differentiation.

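bruli knockdown changed more transcripts than mbnl knockdown and mostly downward. Of 15492 transcripts, 1045 rose and 1758 fell after bruli knockdown, in total 2803 in limma, and 34 rose and 231 fell by more than 2-fold. After mbnl knockdown 667 rose and 261 fell, in total 928, and 41 rose and 45 fell by more than 2-fold. The 928 were 351 with no replicate block, 301 with only the 2 groups compared and 153 with no trend, and the 2803 were 1559 with only the 2 groups compared. The 1045 risen after bruli knockdown were 562 with no trend and 475 with only the 2 groups compared, and the 1758 fallen were 1084 with only the 2 groups. When a library or day was left out, 23 to 1210 rose and 178 to 2271 fell after bruli knockdown. The split after mbnl knockdown depended on the level of the whole library. Once each library was centred on its median, 242 rose and 442 fell, and after quantile normalization of all libraries 259 rose and 376 fell. The direct comparison gave 3915 transcripts, of which 812 were higher and 3103 lower after bruli than after mbnl knockdown. With median centring this became 1608 higher and 2018 lower.
Both knockdowns are compared with the same 3 controls, and changes in a control alone would move both the same way. The log2 fold changes of bruli and mbnl had a Pearson correlation of 0.258 across transcripts, below the 0.500 that unchanged groups with shared controls gave on average in 100 simulations. Their covariance was 0.0262 against 0.0135 in the simulations. Of the called transcripts, 317 rose in both knockdowns, against 45.0 for independent lists (1045 × 667 / 15492), and 23 fell in both, against 29.6. The 317 were 213 with no filter, 93 with no replicate block, 91 with only the 2 groups compared and 56 with no trend, against 15.3, 9.92, 6.32 and 3.63, and 144 after median centring, against 19.3. When a library or day was left out they were 7 (all libraries of day 25) to 498 (control day 20). Opposite calls were fewer than independent lists give, with 15 lower after bruli and higher after mbnl knockdown, against 75.7, and 5 the other way, against 17.6. In a check chosen after these results were seen, the bruli change of a day and the mbnl change of the same day, which share a control library, had correlations between 0.30 and 0.46, and those of different days, which share none, between -0.01 and 0.11. The 3 controls cannot be divided into sets of at least 2, so part of the excess of 317 may come from the shared controls.
The counts fell most without the later days. Without control day 20 they rose to 2959 for bruli against control, 1103 for mbnl against control and 4547 for bruli against mbnl. For bruli against control they were 902 without bruli day 25, 1132 without bruli day 30, 1338 without control day 25, 1266 without control day 30, 201 without all libraries of day 25 and 484 without all libraries of day 30. For mbnl against control they were 404 without bruli day 25, 215 without control day 25, 260 without control day 30, 361 without mbnl day 20, 118 without mbnl day 25, 126 without mbnl day 30, 44 without all libraries of day 25 and 68 without all libraries of day 30. For bruli against mbnl they were 2003 without bruli day 25, 2109 without bruli day 30, 1957 without mbnl day 25, 2046 without mbnl day 30, 704 without all libraries of day 25 and 1439 without all libraries of day 30.
The paper reasons from the opposite changes of progenitor markers, from the clusters and gene functions decreased in each knockdown, and from the side of PC1 on which each falls. It also reasons from regeneration after amputation (Figure 4B, Figure 5-figure supplement 2), in situ hybridization and qPCR, none of which was analysed here. For the antagonism it further draws on opposite splicing changes in sorted cells and on the binding motifs of both factors (Figure 6), also not analysed here. It concludes that the CELF factor bruli and the MBNL factors are required for regeneration and antagonize each other in the self-renewal and differentiation of neoblasts.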

## Discussion

In this study we systematically characterized AS in planarian stem cells. We find widespread and strong differences in the pre-mRNA processing of genes expressed in both stem and differentiated cells. Most of these AS differences were evolutionarily conserved between two planarian species, strongly arguing for functional importance (Irimia et al., 2009). Furthermore, even several human genes undergo stem cell-specific AS in similar regions to those of their planarian orthologs. Moreover, we also found a large number of introns that are specifically retained in neoblast transcripts and that reduce the production of functional proteins in this cell type. Our results thus provide evidence that IR may play an important and distinct role in the regulation of stem cell gene expression.

Our results further indicate that BRULI and MBNL proteins functionally interplay to regulate planarian regeneration. *bruli* is highly expressed in stem cells and contributes to shape neoblast-specific transcriptomes at least in part through regulation of exon skipping and intron retention. Depletion of *bruli* results in neoblast loss and thus in a complete lack of regeneration. On the other hand, *mbnl* factors are more expressed in differentiated cells, where they contribute to establish differentiated gene expression. Therefore, loss of *mbnl* function is likely to affect neoblast differentiation, thereby reducing and/or slowing down regeneration. Our computational, biochemical and functional experiments indicate that CELF and MBNL proteins functionally antagonize by directly binding to their targets to control stem cell biology and regeneration in planarians (Figure 8). Thus, these two families of RBPs not only play antagonistic roles in the regulation of multiple mammalian differentiation systems (Kalsotra et al., 2008; Lin et al., 2006; Ward et al., 2010), but directly control stem cell-specific AS in an evolutionarily distant organism. Moreover, MBNL proteins have been shown to be major direct negative regulators of mammalian ESC-differential AS (Han et al., 2013; Venables et al., 2013), similarly to what we describe here for planarian neoblast AS. While MBNL targets are largely not shared between planarians and humans (only seven orthologous gene groups have MBNL-regulated, non-homologous, exons in both species), the upstream role of MBNL proteins as repressors of stem cell-differential AS appears equivalent in both species. This suggests that direct negative regulation of stem cell transcriptomes by MBNL proteins, and perhaps positively by CELF factors, is a deeply conserved ancestral feature of animal stem cells. Indeed, a recent study has shown that sponges – the most basal metazoan lineage –also differentially express a CELF homolog in their stem cells and an MBNL homolog in differentiated cells (Alié et al., 2015). However, since the true homology status of planarian, poriferan and human stem cells is unclear, it also possible that CELF and MBNL proteins form an ancestral developmental regulatory module that has been deployed to regulate pluripotent vs. differentiated transcriptomes multiple times across evolution. For instance, in *Drosophila melanogaster* a Bruno homolog (*aret*) is only highly expressed in the early pluripotent embryo stages (from 0 to 4 hr post fertilization) during development, while the embryonic expression of the single Mbnl ortholog (*mbl*) gradually increases from 6 hr post fertilization (Graveley et al., 2011). Furthermore, we have shown that not only the antagonistic expression but also the binding specificities of BRULI and MBNL proteins are very similar to those of their human counterparts, an observation that is in line with the high level of conservation of binding specificities and positional regulatory codes described for several other RBPs (Brooks et al., 2011; Irimia et al., 2011; Lareau and Brenner, 2015; Ray et al., 2013; Wang et al., 2012; Loria et al., 2003). The dual regulation by CELF and MBNL suggests that other interactions between factors in the control of AS might exist.

**Figure 8.**
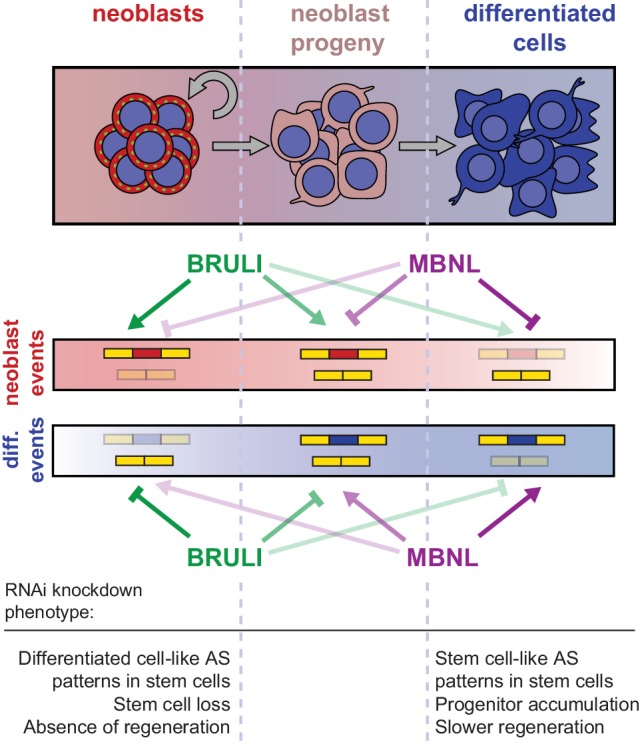
Model for BRULI and MBNL regulation of neoblast-specific AS. Schematic representation of BRULI and MBNL regulation of AS in different planarian cell fractions and respective RNAi mediated knockdown phenotypes. **DOI:** http://dx.doi.org/10.7554/eLife.16797.029

In summary, we have unveiled an ancient post-transcriptional antagonistic regulatory switch formed by CELF and MBNL factors that is associated with pluripotency in multiple animal systems. This evolutionary conservation contrasts with the apparent high turnaround of stem cell regulation at the transcription factor level, in which the core set of TFs that regulate mammalian ESCs is likely a lineage-specific innovation (Fernandez-Tresguerres et al., 2010). Future investigation of post-transcriptional regulation in other *in vivo* systems of stem biology and regeneration should further contribute to establishing ancestral mechanisms for the control of pluripotency in metazoans.

## Materials and methods

### Planarian genome annotation

We used the publically available assembly version 3.1 of the genome of the freshwater planarian *Schmidtea mediterranea*. Given the relatively fragmentary nature of this genome assembly, we used a recent *de novo* genome-independent transcriptome assembly based on multiple RNA-Seq data sources (Dresden transcriptome - http://planmine.mpi-cbg.de/) as transcript reference for the annotation. The 26,562 transcripts from this transcriptome were mapped to the genome using *blat* with the following parameters:–q = rna –fine (to search for initial and terminal exons in high quality transcripts). The output was then sorted using pslSort, and then filtered using pslCDnaFilter with the following parameters: -minCover = 0.75 -minId = 0.96 -globalNearBest = 0.005 –filterWeirdOverlapped. If multiple redundant mappings (i.e. of overlapping sequences in the query) of a single transcript fulfilled these conditions, only the hit with the best *blat* score was kept. If different regions of a transcript mapped to different scaffolds (936 transcripts), the transcript was split into two or more gene models, one in each scaffold (gene sub-models were designated with suffixes following '_2', '_3', etc.).

Next, a series of filters were applied to remove usual annotation errors. First, the strand of a gene model was flipped if there were more CT-AC than GT-AG introns (often occurring in gene chimeras in opposite orientations; 301 gene models). Second, extra multiple-mapping transcript regions within the same scaffold were filtered out (in 281 gene models). Third, exons separated by annotated introns shorter than 30 nucleotides (usually 1–5 nucleotides) were collapsed into single exons (these often reflected UTR polymorphisms or discrepancies between the transcriptome and genome assemblies; 7665 merged exons). This resulted in a GTF containing 23,161 single-transcript gene models. We next used TransDecoder (version 1) (Haas et al., 2013) with default parameters and compared against the Pfam A database to identify coding sequences (CDS). A total of 15,008 gene models had detected open reading frames (ORFs). For those cases in which TransDecoder detected more than one ORF in a given transcript (usually due to assembly errors that introduce PTCs), we generated multiple transcript identifiers (designated with suffixes following '_b', '_c', etc.). Custom perl scripts were then used to add start_codon and stop_codon lines to the GTF. Finally, to provide meaningful gene names, we performed tblastx (e-value 0.001, without low complexity filter) of the original planarian transcriptome against human mRNAs from Ensembl v71 and assign the gene symbols of best human hits (for 12,171 cases). This genome annotation was used as reference for our pipeline for alternative splicing (AS) identification, which includes multiple steps to identify non-annotated exons and splice sites (see below).

### Library preparation and RNA sequencing

Libraries for RNA sequencing generated in the present study were produced with poly-A selected RNA and according to the manufacturer’s directions. All sequences were generated using Illumina HiSeq2000 machines in high yield mode. Read lengths, number of reads and percentage of reads mapped to the genome, as well accession number and sources for public RNA-Seq data are provided in Figure 1—source data 1.

### Genome-wide identification and quantification of alternative splicing

Identification and quantification of major types of AS events, including exon skipping (comprising events with single or multiple cassette exons and microexons between 3–27 nucleotides), intron retention (IR), and alternative 3’ and 5’ splice sites (Alt3 and Alt5) were performed using *vast-tools*, a recently described multi-module pipeline that has been applied to human, mouse and chicken (Gueroussov et al., 2015; Irimia et al., 2014). Here, we provide a summary of its main features and the specific modifications related to the planarian annotation.

For exon skipping (AltEx), we used three complementary approaches, as described in (Irimia et al., 2014). First, a 'transcript-based' approach uses full transcript information from multiple sources to identify single or groups of multiple cassette exons (consecutive alternative internal exons flanked by constitutive exons). Given the limited availability of Expressed Sequence Tags (ESTs) and cDNAs for planarians, we used other published *de novo* transcriptome assemblies as ESTs (Adamidi et al., 2011; Blythe et al., 2010; Labbé et al., 2012; Onal et al., 2012; Resch et al., 2012; Rouhana et al., 2012). In addition, we also used RNA-Seq-based transcript annotations, derived from our multiple samples (Figure 1—source data 1) individually using STAR (Dobin et al., 2013) and cufflinks (Trapnell et al., 2010). Novel junctions obtained in the 'splice site-based' module (see below) were also incorporated. Finally, 215 additional cassette exons identified from previous transcriptomic assemblies (Labbé et al., 2012; Onal et al., 2012) were incorporated manually (indicated as 'CASSETTEd' in the Sme.EXSK.Template.*.txt files from *vast-tools*, see below). With this information, we identified individual or groups of neighbouring internal exons that are skipped in certain transcripts. Next, to quantify their inclusion levels, we mapped RNA-Seq reads to combinations of exon-exon junctions (EEJs) that define each splicing event. For the case of single exon skipping events, we generated EEJs for C1A, AC2 and C1C2 (A represents the alternative exon and C1 and C2 represent the neighboring constitutive exons), requiring a minimum of eight positions from each exon. For multi-exon events we generated all possible forward combinations from C1 to C2 exons. If multiple alternative 5’ and/or 3’ splice sites were associated with any alternative, C1 or C2 exons, they were also included in the combinations.

Second, a 'splice site-based' module utilizes the joining of all hypothetically-possible EEJ forward combinations from annotated and *de novo* splice sites (as described in (Han et al., 2013), where it was used to identify Embryonic Stem Cell [ESC]-differential exons). To identify splice sites *de novo*, for each annotated splice site donor/acceptor, we scanned two downstream/upstream introns for potential splice site acceptors/donors that would constitute a novel EEJ. Next, after subtracting the reads that map to the genome, we mapped our RNA-Seq data (Figure 1—source data 1) to this library of all potential EEJs, and considered 'novel splice sites' those supported by at least five reads mapped to multiple positions of the EEJ. Identification and quantification of cassette exons was done as described in (Han et al., 2013). Third, a 'microexon module' includes *de novo* searching of pairs of donor and acceptor splice sites in intronic sequence to detect novel, very short (i.e. 3–15 nt) microexons and subsequent quantification of inclusion levels using exon-microexon-exon junctions (EEEJ) (Irimia et al., 2014). The outputs from the three AltEx modules were combined to produce a non-redundant list of cassette exons and associated quantifications. For exons that are identified by more than one module, the representative with the highest overall read coverage is kept. In case of equal coverage, priority is given to events derived from the 'transcript-based' module, followed by those from the 'microexon' module. For intron retention (IR), we used the approach described in (Braunschweig et al., 2014). Finally, to detect and quantify Alt3 and Alt5 events, we used the output from mapping RNA-Seq reads to the EEJ library generated by the 'splice site-based module', which provides information on the usage of every hypothetical splice site donor and acceptor, as described in (Irimia et al., 2014). In all modules, quantification of alternative sequence inclusion in the transcripts is derived only from junction reads (either EEJs or EIJs). Raw RNA-seq reads were processed and EEJ/EIJ read counts corrected for mappability obtained as previously described (Irimia et al., 2014). These counts were used to derive alternative sequence inclusion levels using the ‘Percent Splice In’ metric (PSI; percent of transcripts from a given gene that include the alternative sequence).

The different modules to detect and quantify AS have been integrated into *vast-tools* (https://github.com/vastgroup/vast-tools; species key 'Sme'). Associated VASTDB files can be downloaded at http://vastdb.crg.eu/libs/vastdb.sme.31.1.15.tar.gz.

Finally, steady state mRNA levels for each gene were quantified using the metric 'corrected (for mappability) Reads Per Kilobase pair per Million mapped reads' (cRPKMs, [Labbé et al., 2012]) using the original *de novo* transcriptome employed for genome annotation (Dresden transcriptome -http://planmine.mpi-cbg.de/), and it is also implemented in *vast-tools* (option --expr in *vast-tools* align).

### Alternative splicing definition and minimum read coverage

For all types of events, we used the same definition for a given sequence to be considered alternatively spliced: 10 ≤ PSI/PSU/PIR ≤ 90 in at least 10% of the samples with sufficient read coverage and/or a range of PSI/PSU/PIRs ≥ 25 across all samples with sufficient read coverage. A given event was considered to have sufficient read coverage in a particular RNA-Seq sample according to the following criteria:

- For AltEx (except for those quantified using the microexon pipeline): (i) ≥10 actual reads (i.e. before mappability correction) mapping to the sum of exclusion EEJs, ***OR*** (ii) ≥10 actual reads mapping to one of the two inclusion EEJs, and ≥5 to the other inclusion EEJ.

- For microexons: (i) ≥10 actual reads mapping to the sum of exclusion EEJs, ***OR*** (ii) ≥10 actual reads mapping to the sum of inclusion EEEJs.

- For IR: (i) ≥10 actual reads mapping to the sum of skipping EEJs, ***OR*** (ii) ≥10 actual reads mapping to one of the two inclusion EIJs, and ≥5 to the other inclusion EIJ.

- For Alt3 and Alt5: ≥10 actual reads mapping to the sum of all EEJs involved in the specific event.

The total number of AS events by type identified using all the RNA-Seq data described above are depicted in Figure 1—figure supplement 2.

### Definition of neoblast-differential alternative splicing

To identify AS events that were differentially regulated between X1 and Xins cell fractions, we first required that any given AS event has sufficient read coverage (see above) in a minimum of 3 out of 6 X1 and 3 out of 8 differentiated samples (either Xins or neoblast-depleted whole worms; referred below as 'diff'). We implemented a set of non-mutually exclusive definitions to maximize the detection of different patterns of neoblast AS regulation, including both quantitative (i.e. with large PSI differences between the samples from the X1 and diff groups) and qualitative (i.e. in which one of the isoforms is present only in the set of X1 or differentiated cell samples, even if with relatively small PSI differences between both groups). The following definitions were employed:

1. absolute (Mean_X1_ - Mean_diff_) ≤ 25 ***AND***
  [Range_X1_ < absolute (Mean_X1_ - Mean_diff_)/2 ***OR***
  Range_diff_ < absolute (Mean_X1_-Mean_diff_)/2 ***OR***
  SD_X1_ < absolute (Mean_X1_ - Mean_diff_)/2 ***OR***
  SD_diff_ < absolute (MeanX1 - Mean_diff_)/**2]**
2. absolute (MeanX1 - Mean80_diff_) ≤ 20 **AND**
  [SD_X1_ < absolute (MeanX1 - Mean_diff_)/4 **OR**
  SD_diff_ < absolute (MeanX1 - Mean_diff_)/**4]**
3. Total_samples _diff_ ≥ 4 ***AND***
  Total_samples_X1_ ≥ 4 ***AND***
  [(Min_X1_ ≥ 98 ***AND*** Max_diff_ < 90) ***OR***
  (Max_X1_ ≤ 2 ***AND*** Min_diff_ > 10) ***OR***
  (Min_diff_ ≥ 98 ***AND*** Max_X1_ < 90) ***OR***
  (Max_diff_ ≤ 2 ***AND*** Min_X1_ > 10)]

where Total_samples_X1/diff_ is the number of X1/differentiated samples with enough read coverage; Mean_X1/diff_ is the mean PSI/PSU/PIR for all X1/differentiated samples; Mean80_diff_ are the mean PSI/PSU/PIR for the differentiated samples excluding the 20% of samples with the most distant PSI/PSU/PIRs from the X1 mean value (i.e. ninth to 10th deciles); Min_X1/diff_ is the minimum PSI/PSU/PIR value for X1/differentiated samples; Max_X1/diff_ is the maximum PSI/PSU/PIR value for X1/differentiated samples; Range_X1/diff_ is the difference between Max_X1/diff_ and Min_X1/diff_; and SD_X1/diff_ is the standard deviation of PSI/PSU/PIR values for X1/differentiated samples. In addition, we required bona fide neoblast-differential AS events to have a p<0.05 when comparing X1 and differentiated samples using the B-statistic, i.e. the empirical Bayes log-odds of differential PSI/PSU/PIRs (Smyth, 2004) (as implemented in 'ebayes', from the limma package in R). AS events not differentially regulated between X1 and differentiated cells ('AS_nonX1' events) were defined as those AS events (as defined in the section 'Alternative splicing definition and minimum read coverage') that had (i) enough read coverage in at least 3 X1 samples and 3 differentiated samples, (ii) |(Mean_X1_ - Mean_diff_)| < 10, and (iii) p ≥ 0.05 on the Bayesian test.

### Gene Ontology and KEGG enrichment analysis

GO terms were mapped and extracted from an InterProScan (Zdobnov and Apweiler, 2001) annotation. Enrichment was performed using the library GOstats (Falcon and Gentleman, 2007) (testDirection = 'over', conditional = TRUE). The background was defined as all expressed transcripts (log2(TPM+1)>1.5) in all samples any given experiment. For time course experiments the test set was defined as the union of downregulated transcripts in days 20, 25 and 30 (threshold log2 FC <−0.7). KEGG annotation was performed using the KEGG Automatic Annotation Server (Moriya et al., 2007) (KAAS) with single best hit and a custom set of species (*Homo sapiens* (hsa), *Mus musculus* (mmu), *Gallus gallus* (gga), *Xenopus laevis* (xla), *Danio rerio* (dre), *Strongylocentrotus purpuratus* (spu), *Drosophila melanogaster* (dme), *Caenorhabditis elegans* (cel), *Helobdella robusta* (hro), *Lottia gigantea* (lgi), *Schistosoma mansoni* (smm), *Nematostella vectensis* (nve), *Amphimedon queenslandica* (aqu), *Saccharomyces cerevisiae* (sce)). KEGG enrichment was assessed using the same subsets as in the cluster enrichment analyses and using the GOstats library (testDirection = 'over', conditional = TRUE).

### Comprehensive analysis of RNA-binding protein effects on AS

We annotated RNA binding proteins (RBPs) in our reference transcriptome. RBPs were identified using the InterProScan annotation by filtering PFAM (Finn et al., 2014) ids associated with known RNA binding domains [RRM (PF05172, PF08675, PF00076, PF04059, PF08777, PF13893, PF14259, PF03467, PF03468, PF10598, SM00360, PS50102); KH (PF00013, PF07650, SM00322); helicases (PF00270) and other domains (PF12171, PF05741, PF12251, PF14709, PF00035, PF02037, PF00806, PF01423, PF02171, PF12701, PF14438)] and top BLAST (Camacho et al., 2009) hits against complete proteomes (Uniprot [UniProt 2015]) of several species (Human, mouse, *C. elegans*, fruitfly, *S. mansoni, Dugesia japonica*, zebrafish, chicken and xenopus) filtered for relevant key terms (RNA-binding, RNA, binding). From this list, a shortlist of candidate AS factors known to regulate AS in other organisms were selected (Figure 4—source data 1) and those with the highest evidence were selected for RNAi studies (Figure 4—source data 1, colored). We grouped those in clusters of orthology using KEGG annotations. When the X1/Xins ratio of different orthologs of the same group differed greatly (indicating differential expression of the orthologs), the group was split into two groups to separate the orthologues highly specifically expressed in X1 from the highly specifically expressed in Xins (Figure 4—source data 3). Since in a previous version of the transcriptome (BIMSB [Adamidi et al., 2011]) the mbnl-1 locus had two different transcripts IDs (isotig19687 and isotig20952), one dsRNA was designed against both of them (noted as *mbnl-1* and mbnl-1*, Supplementary file 1).

Comparison to spliceosomal components was done to gain insight of housekeeping gene expression in stem cells vs. differentiated cells. We selected core spliceosomal components from Complexes A, B and C by searching the relevant KEGG terms in our KEGG annotation. When two or more paralogs with the same KEGG term were found those were removed since their expression patterns were frequently more divergent, indicating possible subfunctionalization of paralog genes. The final list of transcripts used and their expression values is in Figure 4—source data 3.

RNAi was done as described below. Regeneration tests were performed 22 days after RNAi treatment. RNAs from FACS samples and whole worm samples for sequencing were extracted 10 days after RNAi treatment as described below. Since only one replicate was performed or this experiment, we used a more stringent minimum read coverage:

- For AltEx (except for those quantified using the microexon pipeline): (i) ≥15 actual reads (i.e. before mappability correction) mapping to the sum of exclusion EEJs, OR (ii) ≥15 actual reads mapping to one of the two inclusion EEJs, and ≥10 to the other inclusion EEJ.

- For microexons: (i) ≥15 actual reads mapping to the sum of exclusion EEJs, OR (ii) ≥15 actual reads mapping to the sum of inclusion EEEJs.

For each AS factor group, we quantified the percent of X1-differential alternative exons with sufficient read coverage across the 8 RNAi treated samples (n = 173) that showed a ∆PSI ≥15 between the treated and the control samples towards the PSI in X1.

### Prediction of the impact of AS events on proteomes

Alternative sequences were first mapped to coding (CDS) or non-coding (UTRs) sequences based on our TransDecoder-based genome annotations. For those alternative sequences that are not present in our reference annotation, mapping was projected based on the information of the upstream exon. Then, sequences that contained in-frame stop codons (based on annotations and in-frame sequence translation from the upstream exon) or start codons (based on annotations) were flagged. Following a recent study (Irimia et al., 2014), AS events were predicted to generate alternative protein (ORF-preserving) isoforms upon both inclusion and exclusion when they fall in the CDS, do not disrupt the reading frame (i.e. they have lengths multiple of three nucleotides), and do not contain in-frame stop codons predicted to trigger non-sense mediated decay (NMD; those stop codons that fall further than 50 nucleotides away from a downstream EEJ). Furthermore, if an alternative sequence is predicted to introduce an in-frame stop codon that would not trigger NMD but would generate a protein >100 aminoacids shorter than the annotated isoform, it was also considered as an ORF-disrupting event. For multiexonic cassette events (arrays of more than one alternative exon), NMD/ORF-disruption was assessed for all exons as a group based on their inclusion patterns in neoblast and differentiated samples (e.g. if one frame-shifting exon is downregulated in neoblast samples and another upregulated, both the neoblast and differentiated isoforms can have intact reading frames). For ORF-disrupting AS events, two main categories were defined: ORF-disruption upon sequence inclusion or upon sequence exclusion. Therefore, depending on the neoblast inclusion pattern, we defined events that cause ORF disruption in neoblast samples, but not in other tissues ('ORF disruption in X1'), or the opposite, AS events that disrupt ORFs only in differentiated samples ('ORF disruption in Xins').

To investigate the overlap of alternative exons with disordered regions and protein domains we first mapped the alternative exons as well as the upstream (C1) and downstream (C2) exons to the proteome as annotated in our genome annotation (see above). Next, to include unannotated exons, we recreated novel protein isoforms by introducing the exonic sequence downstream of the upstream C1 exon. The final set of proteins was used to run *de novo* predictions using Disopred2 (for structural disorder, [Ward et al., 2004]), and Pfam (for protein domains, (Finn et al., 2014); only domains from the A module were used), both with default parameters. For both disorder and Pfam domains, the fraction of residues from alternative exons overlapping those features are reported. For consistency, for all exon classes, only exons that would generate protein isoforms both when included and skipped (i.e. internal exons with lengths multiple of three nucleotides without in-frame stop codons) were analyzed.

### Study of evolutionary conservation in *D. japonica*

With the aim of designing *D. japonica*-specific primers for all validated neoblast-differential AS events (Figure 1—figure supplement 4), we first blasted the *S. mediterranea* alternative sequences, as well as the neighbouring upstream and downstream exons against a recently published transcriptome assembly of *D. japonica*. If at least two of these sequences mapped against the same contig as the best hit, this was designated as the best ortholog and primers were designed in equivalent *D. japonica* sequences. Next, for those cases that we could not match using this strategy, we blasted the translated *S. mediterranea* full protein sequence again the *D. japonica* transcriptome using tblastn. The best *D. japonica* hit was considered as the potential ortholog, and further manual annotation through exon-specific alignments was performed to identify the region homologous to the *S. mediterranea* AS event. All primer *D. japonica* sequences are provided in Supplementary file 1.

### Conservation of neoblast-differential and human ESC-differential AS events

We used two approaches to assign orthology between planarian and human genes with neoblast-differential and ESC-differential, respectively. First, Inparanoid v8.0 (Ostlund et al., 2010) was run for one reference protein per gene in planarian and human using default parameters. If the planarian and human proteins were grouped in the same cluster, they were considered putative orthologs. Second, we blasted the planarian proteins against the human reference proteome and the first three hits were matched against the subset of genes with ESC-differential exons. From these two complementary approaches, orthology calls were manually verified and dubious mis-assignments were discarded. In total 15 orthologous groups comprising 17 planarian genes (with neoblast-differential 30 exons) and 20 human genes (harbouring 22 ESC-differential exons). Next, to assess orthology at the exonic level, we mapped intron positions into protein sequence alignments, as previously described (D'Aniello et al., 2008); in addition, conserved protein domains were used as milestones to define homologous protein regions (Figure 3—source data 2). With this information, we evaluated whether (i) the exons fall in equivalent protein regions (e.g. within two protein domains), (ii) the sequence was orthologous, and (iii) the exons were orthologous (based on the intron position alignments). The exons were defined to be in 'similar protein regions' (Figure 3—source data 1) if they fall in the same relative region of the protein (as per (i)) and the distance in the alignment is lower than 100 residues.

### RNAcompete and motif enrichment analyses

The Full-length version of *bruli, mbnl-1* (both the X1- and Xins-enriched isoforms), *mbnl-like-1* and *mbnl-like-2* were cloned into GST-tagged vector (pTH6838) using primers listed in Supplementary file 1. GST-tagged proteins were expressed and purified from *Escherichia coli* as previously described (Ray et al., 2009, 2013).The RNA pool generation, RNAcompete pull-down assays, and microarray hybridizations were performed as previously described (Ray et al., 2009, 2013). Briefly, GST-tagged RBPs (20 pmoles) and RNA pool (1.5 nmoles) were incubated in 1 mL of Binding Buffer (20 mM HEPES pH 7.8, 80 mM KCl, 20 mM NaCl, 10% glycerol, 2 mM DTT, 0.1 mg/mL BSA) containing 20 mL glutathione sepharose 4B (GE Healthcare) beads (pre-washed 3 times in Binding Buffer) for 30 min at 4°C, and subsequently washed four times for two minutes with Binding Buffer at 4°C. One-sided Z-scores were calculated for the motifs as described previously (Ray et al., 2013).

### Motif analysis

For the alternatively spliced exons from each of the test sets (I-IV in Figure 5) and corresponding background sets ('AS_nonX1' events [see above] that showed a ΔPSI < 5 between *bruli* or *mbnl* KD and control), the sequences of the flanking introns, as well as the alternative exons themselves, were fetched from the planarian genome. The sub-sequences corresponding to the first and last 80nt of each intron were further subdivided into 20-nt bins. Introns shorter than 160-nt were excluded from the analysis (see below). Next, all 7-mer occurrences within each bin were counted and summed for corresponding bins over all events in the signal and background sets. We then selected the top 10% 7-mers with the highest affinity for an RNA-binding protein, as measured by RNAcompete (z-score). For each bin, we computed the sum-total occurrences of the high affinity 7-mers in the signal and control events. If enrichment was observed, a P-value was calculated using Fisher's exact test. If significance was reached (p<0.01) the bin is represented as a filled rectangle, with the saturation of the color proportional to −log10(P-value). Non-significant bins are represented as empty rectangles. Similar results were obtained when 80 nucleotides upstream and downstream the exon were assayed, without discarding shorter introns.

To calculate enrichment of general RBPs in sequences associated with X1-included and X1-excluded exons (Figure 4—figure supplement 1), we used the entire CISBP-RNA database (Ray et al., 2013) and performed a similar analysis for each of the available RBP records, using all 'AS_nonX1' events as background. We sorted the RBPs by the strongest significance in any of the bins and employed a cutoff of p<10^−4^ to restrict the output to the most significant hits.

### Animals and RNAi treatments

All animals belonged to the Berlin-1 strain of asexual type *Schmidtea mediterranea*, recently generated from one single individual. For RNAi experiments, dsRNAs were synthesized as previously described (Solana, 2013). Animals were injected with dsRNA against the coding region of the gene of interest (*control*(*RNAi*) planarians were injected with dsRNA coding for GFP) for three consecutive days (days one, two and three after RNAi) and kept at 20°C, as previously described. dsRNAs were delivered at a concentration of 1 µg/µl. When multiple dsRNAs were used simultaneously, each dsRNA was injected at a concentration of 1 µg/µl in the same solution. Since in a previous version of the transcriptome (BIMSB) the *mbnl-1* locus had two different transcripts IDs (isotig19687 and isotig20952), one dsRNA was designed against both of them (Supplementary file 1). When appropriate, the concentration of negative control dsRNA coding for *gfp* was adjusted in the control samples to the maximum concentration of dsRNA injected in the experimental groups.

### FACS experiments

FACS experiments were performed as previously described (Hayashi et al., 2006; Onal et al., 2012). Essentially, planarians were cut into little pieces on ice and in the presence of trypsin to help cell dissociation. Cells were then sequentially filtered through 40 µm and 20 µm filters and stained with the cytoplasmic dye Calcein-AM (BD Biosciences, at a final concentration of 0.5 µg/ml) and the nuclear dye Hoechst 33,342 (Fluka Biochemika, at a final concentration of 20 µg/ml). Propidium Iodide was used to discard dead cells. Cells were then sorted with a BD FACSAria III directly into Trizol LS containing tubes. X1 gating is achieved by sorting the population of cells with double content of DNA. From the single content, those cells with low calcein staining were gated as X2 and those with high calcein staining were gated as Xins. Control extractions with irradiated planarians were used to assist correct gating. RNA was extracted using Trizol LS (Ambion) following manufacturer instructions. For *Dugesia japonica* experiments, minor adjustments in the nuclear staining and the FACS gating were applied since this species has a larger DNA content (Nishimura et al., 2015).

### RT-PCR, qPCR and *in situ* hybridization

For RT-PCR and qPCR analyses, RNA was extracted with self-made Trizol reagent (modified from [Chomczynski and Sacchi, 1987]) reverse transcribed with an oligodT primer using Maxima H Minus Reverse Transcriptase (Thermo Scientific, Waltham, MA). RT-PCRs were visualized in 2.5–3.3% agarose gels. Relative ratios between the two isoforms were then calculated based on the relative intensity of the PCR bands, measured using Image J. qPCR experiments were technically replicated twice, and performed with 2 biological replicates of each condition. Each sample was always loaded in triplicates. *In situ* hybridization was performed as previously described (King and Newmark, 2013) using an Intavis Vsi Pro robot. Probes were synthesized from PCR amplicons as previously described (Solana, 2013). All primers used in each experiment and provided in Supplementary file 1.

### Regeneration speed tests

For regeneration tests, 10 planarians per time point and condition were selected, cut at various time points, and observed and scored daily under the scope. At each scoring time point, identification of normally looking eyespots was used as proxy for complete regeneration. Trunk (amputated head and tail) and trunk/tail (only head was amputated) pieces were observed for 10 days, tail pieces were observed for 12 days as their regeneration time is slower. All control trunk/tail, trunk and tail pieces used in this study had visible eyespots by day 6, 7 and 10 respectively.

### Transcriptomic analysis of knockdown experiments

RNA-Seq reads were processed and filtered for low quality and 3' and 5' adapter removal using Flexbar v2.5 (Dodt et al., 2012). in-silico ribosomal depletion was performed with bowtie2 (Langmead and Salzberg, 2012) in local mode (bowtie2 –local –very-sensitive-local -x rRNA_INDEX -p 8 -U FASTQ --un FILTERED.fastq) against a pool of platyhelminthes rRNA index. Filtered reads were then mapped to the reference planarian transcriptome using bowtie2 default parameters. Transcript quantification was performed using htseq-count (Anders et al., 2015).

To assess differential expression we resorted to previously described clustering of genes by gene expression profiles in FACS sorted populations (Onal et al., 2012).Transcripts from the original source were first mapped to our reference transcriptome using BLAT (Kent, 2002) and pslReps with the options -minCover = 0.5 and -minAli = 0.1 -nearTop = 0.005 filtering parameters. The clusters were assigned by matching 1-to-many. In case of multiplicity, the following rules were applied: if a transcript was matched to cluster 1 and 2 or 5 and 6, cluster 2 and cluster 6 were assigned, respectively. Other combinations were considered ambiguous and discarded and the cluster left blank. Next, the control samples were normalized using quantile normalization with the function normalize.quantiles (R-base library - http://www.R-project.org) to reduce biases by rRNA contamination. The dataset was then filtered for reliably detected transcripts using a threshold of log2(TPM+1)>1.5 laying a total of 12,599 transcripts. 

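In the deposited values, 13587 transcripts were above 1.5 on the log2(TPM+1) scale in every one of the 11 libraries, 13747 in each of the 9 time course libraries and 14536 in each of the 3 controls. At least 1 time course library was above 1.5 for 18756 transcripts. The mean over the 9 time course libraries was above 1.5 for 15492 transcripts, the set tested here. The paper's reported number is 12599. The deposited control libraries do not share 1 distribution, so the file does not include the quantile normalization of the controls.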

Two conditional sets (*bruli* KD downregulated, *mbnl* KD downregulated) were defined as transcripts below a threshold of −0.7 log2 FC over the corresponding control sample. Differential enrichment of downregulated genes from specific clusters compared to the global transcriptome was assessed using hypergeometric test, using all expressed transcripts (12,599) as background and performing multiple testing Bonferroni correction on the p-value.

## Additional files

Supplementary file 1. List of primers for RT-PCR AS events, RNA compete, dsRNA and probes and qPCRs. **DOI:** http://dx.doi.org/10.7554/eLife.16797.030

### Major datasets

The following datasets were generated:

Solana J,Irimia M,Orejuela MR,Rajewsky N,2016,X1, X2 and Xins fractions and whole woms in wild type, control(RNAi), bruli(RNAi), mbnl(RNAi), and other splicing factors,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75594,Publicly available at NCBI Gene Expression Omnibus (accession no: GSE75594)

Solana J,Irimia M,Orejuela MR,Rajewsky N,2016,RNAcompete data,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75554,Publicly available at NCBI Gene Expression Omnibus (accession no: GSE75554)

Solana J,Irimia M,Ayoub S,Orejuela MR,Zywitza V,Jens M,Ray D,Morris QD,Hughes TR,Blencowe BJ,Rajewsky N,2016,Time course of whole worms for phenotypic study of bruli(RNAi) and mbnl(RNAi),http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75296,Publicly available at NCBI Gene Expression Omnibus (accession no: GSE75296)

The following previously published datasets were used:

Gene Expression Omnibus (GEO),2012,Stem Cells; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR496276,Publicly available at NCBI Sequence Read Archive (accession no: SRR496276)

Whitehead Institute,2015,X1 transcriptome assembly,http://www.ncbi.nlm.nih.gov/sra/SRR1302103,Publicly available at NCBI Sequence Read Archive (accession no: SRR1302103)

Gene Expression Omnibus (GEO),2012,Stem Cell Progeny; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR496278,Publicly available at NCBI Sequence Read Archive (accession no: SRR496278)

HHMI,2013,RNA sequencing for transcriptome assembly - Smed Sexual(S2F2) biotype,http://www.ncbi.nlm.nih.gov/sra/SRR955511,Publicly available at NCBI Sequence Read Archive (accession no: SRR955511)

HHMI,2013,RNA sequencing for transcriptome assembly - Smed Asexual(CIW4) biotype,http://www.ncbi.nlm.nih.gov/sra/SRR955099,Publicly available at NCBI Sequence Read Archive (accession no: SRR955099)

Gene Expression Omnibus (GEO),2013,control(RNAi) animals (unc22) 1; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR867386,Publicly available at NCBI Sequence Read Archive (accession no: SRR867386)

Gene Expression Omnibus (GEO),2012,GSM929780: Differentiated tissues; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR496280,Publicly available at NCBI Sequence Read Archive (accession no: SRR496280)

UNIVERSITY OF ILLINOIS,URBANA-CHAMPAIGN,2012,Schmidtea mediterranea Control1 (for PRMT5),http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR390350,Publicly available at NCBI Sequence Read Archive (accession no: SRR390350)

UNIVERSITY OF ILLINOIS,URBANA-CHAMPAIGN,2012,Schmidtea mediterranea PRMT5(RNAi)-1,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR390352,Publicly available at NCBI Sequence Read Archive (accession no: SRR390352)

Gene Expression Omnibus (GEO),2012,Stem Cells; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR496277,Publicly available at NCBI Sequence Read Archive (accession no: SRR496277)

Gene Expression Omnibus (GEO),2012,Stem Cell Progeny; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR496279,Publicly available at NCBI Sequence Read Archive (accession no: SRR496279)

Gene Expression Omnibus (GEO),2013,control(RNAi) animals (unc22) 1; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR867387,Publicly available at NCBI Sequence Read Archive (accession no: SRR867387)

Gene Expression Omnibus (GEO),2013,control(RNAi) animals (unc22) 1; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR867388,Publicly available at NCBI Sequence Read Archive (accession no: SRR867388)

Gene Expression Omnibus (GEO),2012,GSM929780: Differentiated tissues; Schmidtea mediterranea; RNA-Seq,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR496281,Publicly available at NCBI Sequence Read Archive (accession no: SRR496281)

UNIVERSITY OF ILLINOIS,URBANA-CHAMPAIGN,2012,Schmidtea mediterranea Control1 (for PRMT5),http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR390351,Publicly available at NCBI Sequence Read Archive (accession no: SRR390351)

UNIVERSITY OF ILLINOIS,URBANA-CHAMPAIGN,2012,Schmidtea mediterranea PRMT5(RNAi)-1,http://trace.ncbi.nlm.nih.gov/Traces/sra/?run=SRR390353,Publicly available at NCBI Sequence Read Archive (accession no: SRR390353)

# Supplementary material for: Conserved functional antagonism of CELF and MBNL proteins controls stem cell-specific alternative splicing in planarians
**Source:** eLife. 2016 Aug 9;5:e16797. doi: 10.7554/eLife.16797
**Supplement:** Figure 3—source data 2. — (A) Comparison between S. mediterranea and D. japonica AS. (B) Comparison between planarian and human stem cell regulated AS (Refers to Figure 3—source data 1) DOI: http://dx.doi.org/10.7554/eLife.16797.013

**Supplementary File 1: conservation of stem cell-differential AS events**

**A) Comparison between *S. mediterranea* and *D. japonica* AS**

**
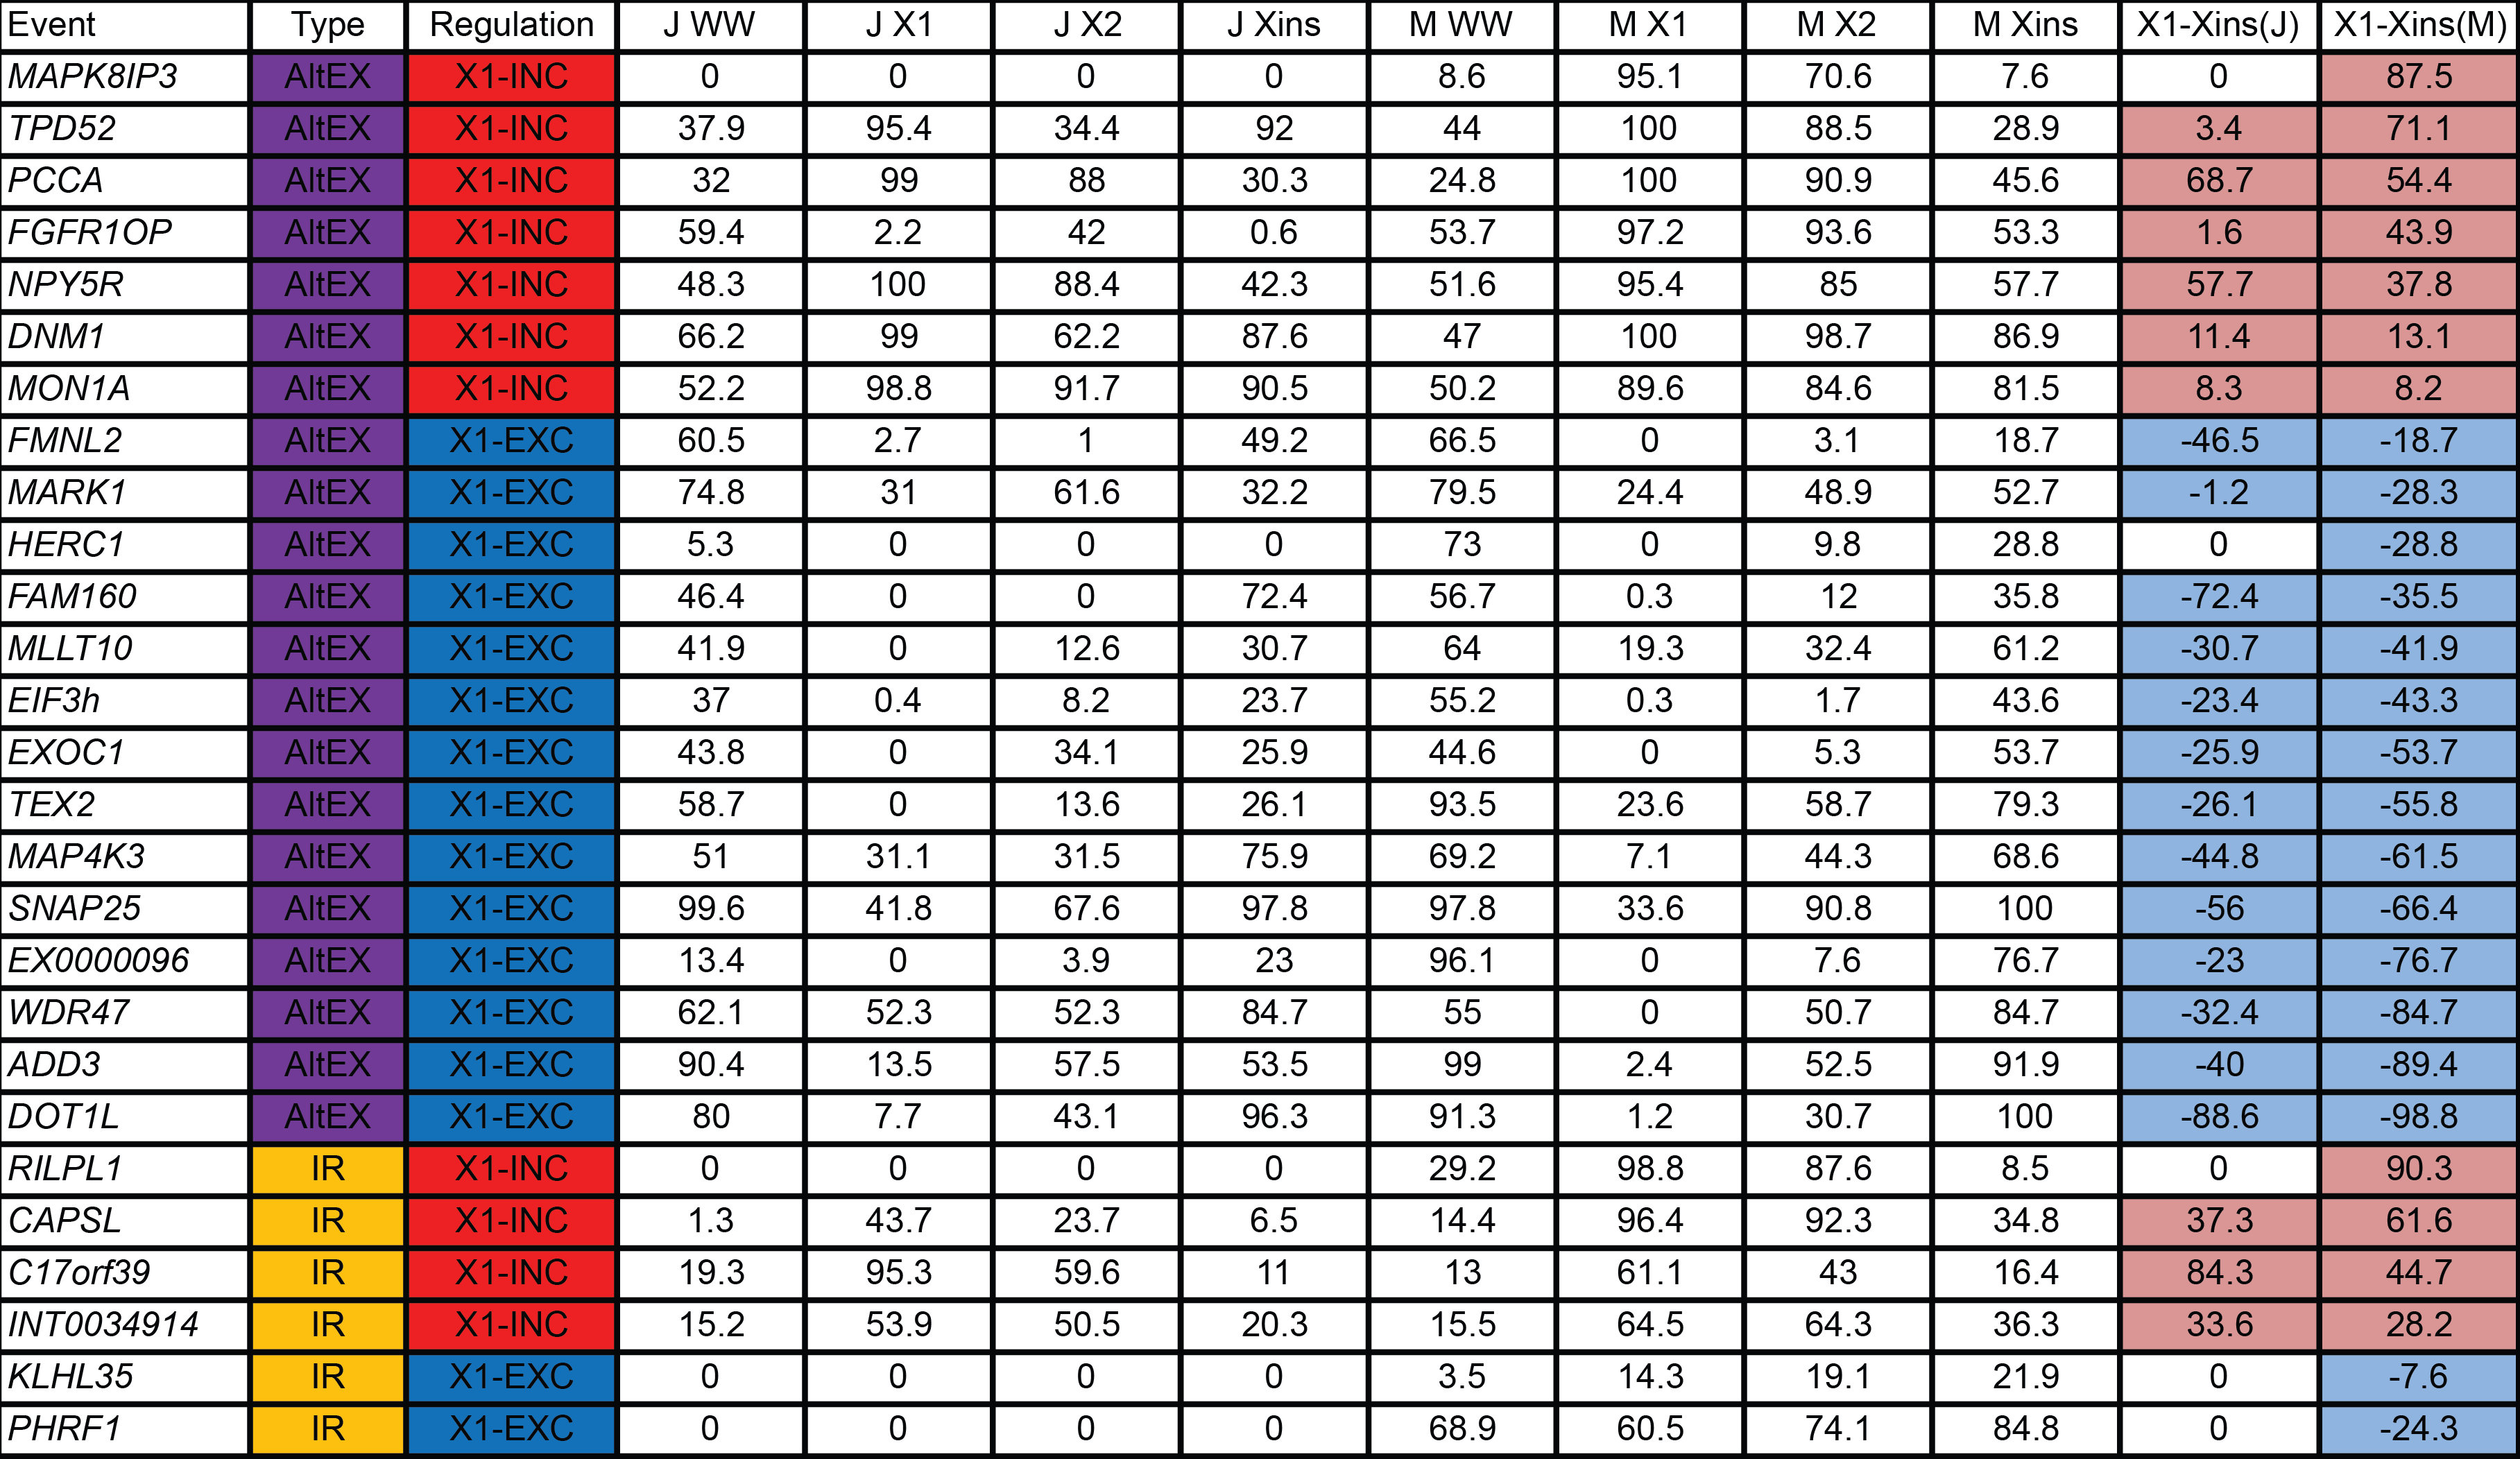
**

**Table 1 – Quantification by RT-PCR of inclusion levels for 27 neoblast-differential cassette exons (AltEX) and intron retention events (IR) in *S. mediterranea* (M) and *D. japonica* (J).**

**B) Comparison between planarian and human stem cell regulated AS (Refers to Figure 3-Source data 1)**

**General legend:**

- Sme/HsaEX#######: planarian or human exon Event_ID.

- A diagram with the position of relevant exons and predicted protein domains for all orthologous members is included at the beginning of each orthologous group. Exons are highlighted as red (neoblast-included) or blue (neoblast-excluded) bars above each protein. Domains are highlighted as colored blocks. Predictions of intrinsically disordered regions are shown as grey bars under each protein.

- For each group, protein sequences are also included in FASTA format. Protein domains are highlighted with specific font colors. Exons of interest correspond to regions with highlighted background.

- Protein headings include intron positions and phase.

e.g. >protein1 12.1 103.2

Intron in phase 1 in position 12 and in phase 2 in position 103.

- These intron positions are represented in the global intron/exon alignment, when necessary.

**ORTHOLOGOUS GROUP #1: *Adducin (ADD)***

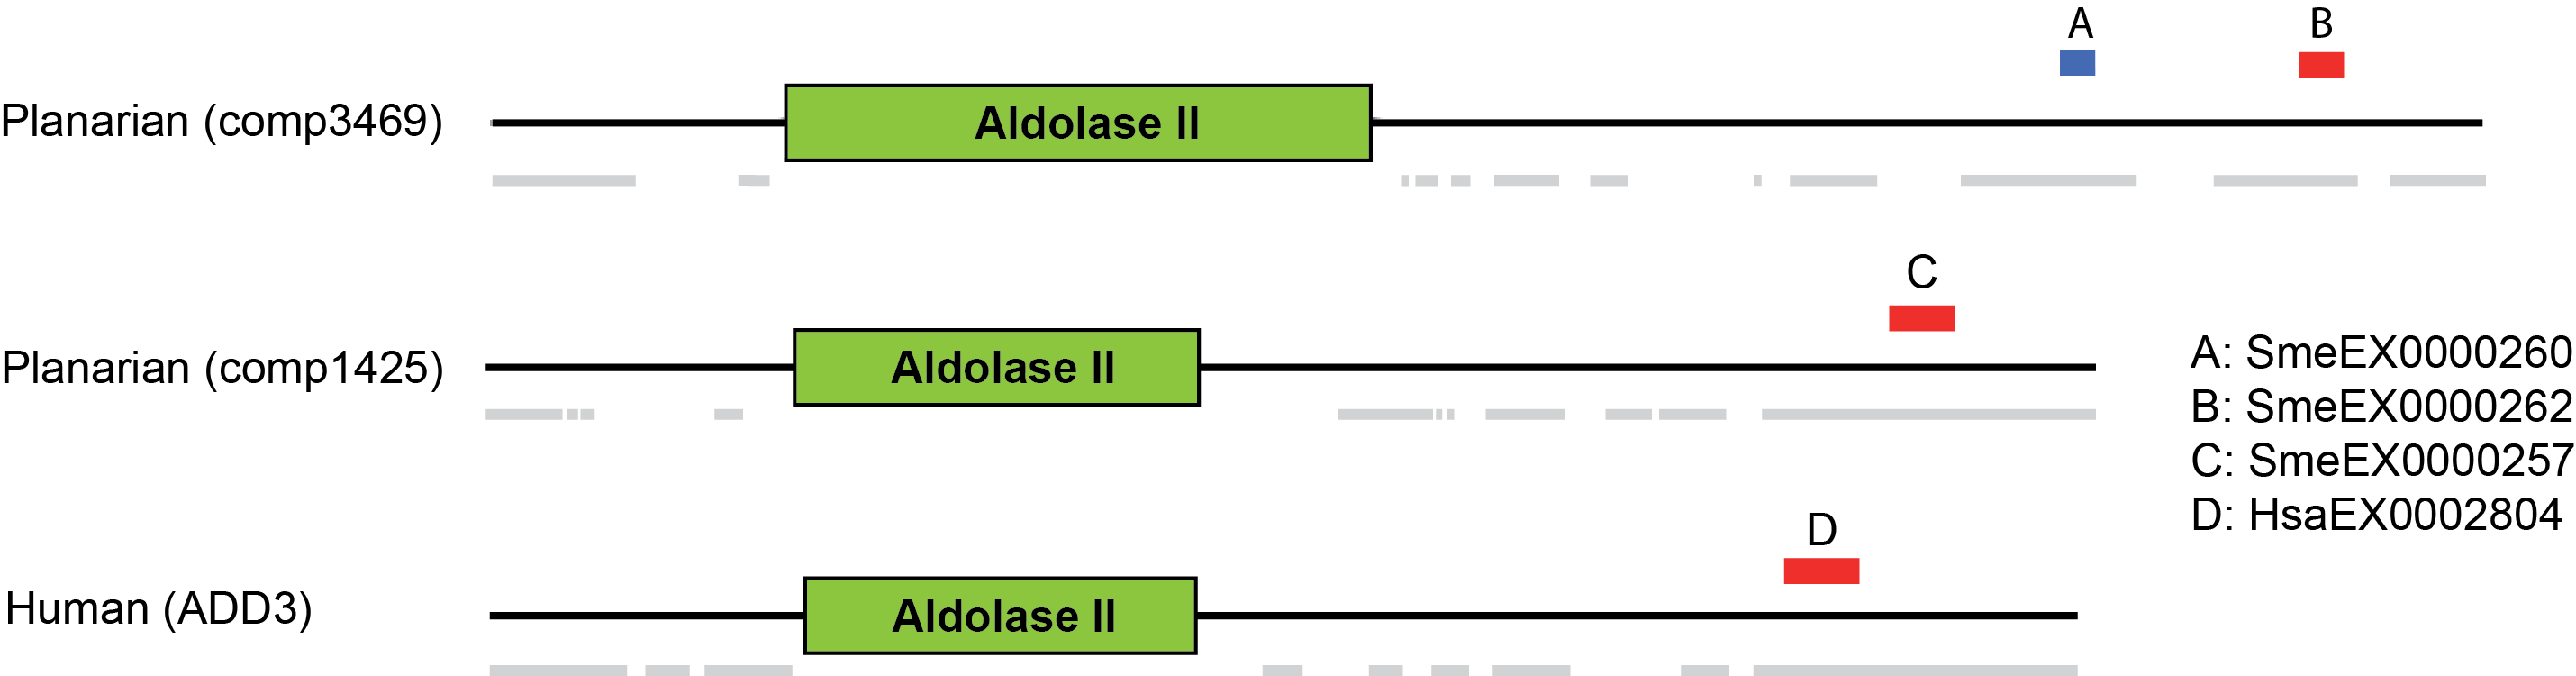

**- AS Exon key:**

SmeEX0000257

SmeEX0000262

SmeEX0000260

HsaEX0002804

HsaEX0002792

**- Protein Domain key:**

**Aldolase_II super family**

**- Planarian proteins:**

>comp3469_c0_seq1 555.0 625.0 702.1 711.1 806.1 824.1

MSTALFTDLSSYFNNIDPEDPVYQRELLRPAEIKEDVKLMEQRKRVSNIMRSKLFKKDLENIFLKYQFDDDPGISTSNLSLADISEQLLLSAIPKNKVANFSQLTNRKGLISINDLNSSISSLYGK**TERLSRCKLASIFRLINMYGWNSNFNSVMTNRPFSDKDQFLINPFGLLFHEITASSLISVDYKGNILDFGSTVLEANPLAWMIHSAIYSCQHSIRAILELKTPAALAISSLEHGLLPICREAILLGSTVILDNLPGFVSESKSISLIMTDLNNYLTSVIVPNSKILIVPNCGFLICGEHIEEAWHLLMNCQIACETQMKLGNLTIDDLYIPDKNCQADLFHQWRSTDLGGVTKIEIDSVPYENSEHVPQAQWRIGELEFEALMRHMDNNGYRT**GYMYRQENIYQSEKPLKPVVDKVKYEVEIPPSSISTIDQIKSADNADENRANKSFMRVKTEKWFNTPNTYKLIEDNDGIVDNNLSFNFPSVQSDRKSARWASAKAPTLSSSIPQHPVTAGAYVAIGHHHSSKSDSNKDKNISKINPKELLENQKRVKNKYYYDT*NTAGPISCLL*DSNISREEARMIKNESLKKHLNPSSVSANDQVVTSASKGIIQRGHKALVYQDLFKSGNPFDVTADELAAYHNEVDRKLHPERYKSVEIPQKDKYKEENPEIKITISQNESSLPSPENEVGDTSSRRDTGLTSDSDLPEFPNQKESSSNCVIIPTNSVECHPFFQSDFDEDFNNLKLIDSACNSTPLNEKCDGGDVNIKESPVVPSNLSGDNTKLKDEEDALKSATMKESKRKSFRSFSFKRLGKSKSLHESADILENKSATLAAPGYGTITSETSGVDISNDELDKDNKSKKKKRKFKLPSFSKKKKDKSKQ

>comp1425_c0_seq1 17.1 110.1 194.1 235.0 496.0 627.1 650.1 685.0

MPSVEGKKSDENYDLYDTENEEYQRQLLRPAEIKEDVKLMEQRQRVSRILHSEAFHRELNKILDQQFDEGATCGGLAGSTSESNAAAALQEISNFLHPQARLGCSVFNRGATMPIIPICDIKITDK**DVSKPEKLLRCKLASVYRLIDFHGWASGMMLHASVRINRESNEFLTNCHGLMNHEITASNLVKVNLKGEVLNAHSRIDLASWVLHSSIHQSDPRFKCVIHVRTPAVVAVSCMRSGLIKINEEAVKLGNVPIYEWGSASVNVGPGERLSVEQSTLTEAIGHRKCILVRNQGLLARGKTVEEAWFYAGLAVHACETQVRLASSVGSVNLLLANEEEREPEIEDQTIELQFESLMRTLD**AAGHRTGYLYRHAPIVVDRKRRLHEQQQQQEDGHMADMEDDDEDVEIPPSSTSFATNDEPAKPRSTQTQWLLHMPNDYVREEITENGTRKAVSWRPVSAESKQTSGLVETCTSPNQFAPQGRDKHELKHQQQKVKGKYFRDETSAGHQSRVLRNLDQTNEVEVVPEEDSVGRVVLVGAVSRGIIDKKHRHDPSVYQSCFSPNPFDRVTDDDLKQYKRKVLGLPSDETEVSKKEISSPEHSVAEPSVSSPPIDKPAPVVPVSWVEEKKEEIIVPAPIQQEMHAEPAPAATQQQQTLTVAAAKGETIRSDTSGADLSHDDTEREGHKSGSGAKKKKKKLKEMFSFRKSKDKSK

**- Human proteins:**

>ADD3_ENSP00000348381 66.0 112.1 163.0 190.0 240.0 288.0 321.0 382.0 468.0 508.0 537.0 578.1 610.1

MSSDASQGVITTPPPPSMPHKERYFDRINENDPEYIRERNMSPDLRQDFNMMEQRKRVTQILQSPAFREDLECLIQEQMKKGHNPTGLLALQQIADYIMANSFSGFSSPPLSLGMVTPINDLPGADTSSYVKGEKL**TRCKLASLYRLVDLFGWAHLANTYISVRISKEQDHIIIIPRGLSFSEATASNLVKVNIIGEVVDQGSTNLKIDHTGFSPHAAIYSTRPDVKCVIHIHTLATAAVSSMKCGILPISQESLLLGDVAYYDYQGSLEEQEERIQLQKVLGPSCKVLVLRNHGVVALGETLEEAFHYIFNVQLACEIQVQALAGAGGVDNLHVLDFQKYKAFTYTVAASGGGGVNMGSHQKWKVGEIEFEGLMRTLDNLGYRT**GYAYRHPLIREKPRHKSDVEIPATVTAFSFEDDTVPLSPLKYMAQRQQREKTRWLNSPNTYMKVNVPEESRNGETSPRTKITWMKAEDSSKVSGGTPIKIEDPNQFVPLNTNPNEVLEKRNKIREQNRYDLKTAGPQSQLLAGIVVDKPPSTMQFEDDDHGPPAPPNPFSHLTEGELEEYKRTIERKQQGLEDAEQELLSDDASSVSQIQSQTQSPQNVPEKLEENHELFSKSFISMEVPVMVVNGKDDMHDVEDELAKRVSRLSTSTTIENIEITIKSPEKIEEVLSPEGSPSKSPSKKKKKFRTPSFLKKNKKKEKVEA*

Sme1: comp3469_c0_seq1

Sme2: comp1425_c0_seq1

Hsa1: ADD3_ENSP00000348381

Sme1 ------------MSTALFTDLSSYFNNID * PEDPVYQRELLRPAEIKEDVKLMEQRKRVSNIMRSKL * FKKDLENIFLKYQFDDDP---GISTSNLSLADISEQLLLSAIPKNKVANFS * QLTNR- * --KGL Sme1

Sme2 ------------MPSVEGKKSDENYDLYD 1 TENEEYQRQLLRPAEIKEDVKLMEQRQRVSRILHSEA * FHRELN-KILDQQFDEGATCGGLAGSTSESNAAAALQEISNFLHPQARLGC * SVFNRG 1 ATMPI Sme2

Hsa1 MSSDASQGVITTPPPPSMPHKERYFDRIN * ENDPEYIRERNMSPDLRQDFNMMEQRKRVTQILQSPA 0 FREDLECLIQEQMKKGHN-----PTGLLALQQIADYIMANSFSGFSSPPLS 1 LGMVT- * ----- Hsa1

Sme1 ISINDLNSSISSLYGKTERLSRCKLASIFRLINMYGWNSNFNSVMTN * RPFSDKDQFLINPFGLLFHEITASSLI * SVDYKG * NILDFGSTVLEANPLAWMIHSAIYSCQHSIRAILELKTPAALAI * SSLE Sme1

Sme2 IPICDIKITDKDVS-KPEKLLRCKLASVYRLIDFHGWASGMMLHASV * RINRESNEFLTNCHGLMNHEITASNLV * KVNLKG 1 EVLNAHSRIDLAS---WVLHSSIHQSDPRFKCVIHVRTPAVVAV 0 SCMR Sme2

Hsa1 -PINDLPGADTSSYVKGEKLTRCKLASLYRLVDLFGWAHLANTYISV 0 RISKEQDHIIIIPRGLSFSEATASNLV 0 KVNIIG * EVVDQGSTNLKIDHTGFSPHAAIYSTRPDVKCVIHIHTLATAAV 0 SSMK Hsa1

Sme1 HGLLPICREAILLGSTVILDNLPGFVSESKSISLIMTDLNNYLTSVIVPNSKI * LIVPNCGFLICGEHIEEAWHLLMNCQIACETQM * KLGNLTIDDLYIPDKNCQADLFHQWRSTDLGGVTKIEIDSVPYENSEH Sme1

Sme2 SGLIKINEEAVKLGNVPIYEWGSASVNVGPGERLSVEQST---LTEAIGHRKC * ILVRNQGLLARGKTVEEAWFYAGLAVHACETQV * RLASSVG-----------------------------SVNLLLANEEER Sme2

Hsa1 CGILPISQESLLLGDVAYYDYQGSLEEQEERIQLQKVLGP---------SCKV 0 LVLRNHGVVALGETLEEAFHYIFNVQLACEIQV 0 QALAGAG-----------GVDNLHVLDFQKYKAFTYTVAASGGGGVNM Hsa1

Sme1 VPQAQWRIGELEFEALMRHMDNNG * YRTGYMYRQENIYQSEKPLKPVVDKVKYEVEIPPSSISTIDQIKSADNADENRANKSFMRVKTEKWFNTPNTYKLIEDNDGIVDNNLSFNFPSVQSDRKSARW * ASAKAPT Sme1

Sme2 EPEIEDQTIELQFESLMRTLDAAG * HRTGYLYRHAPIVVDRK-------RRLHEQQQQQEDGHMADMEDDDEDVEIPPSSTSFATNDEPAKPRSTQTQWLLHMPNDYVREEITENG-----TRKAVSW * RPVSAES Sme2

Hsa1 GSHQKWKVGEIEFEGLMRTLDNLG 0 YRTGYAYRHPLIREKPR--------HKSDVEIP-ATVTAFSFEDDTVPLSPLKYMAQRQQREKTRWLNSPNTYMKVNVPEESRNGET--------SPRTKITW 0 MKAEDSS Hsa1

Sme1 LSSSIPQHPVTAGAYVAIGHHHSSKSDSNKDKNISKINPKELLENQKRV 0 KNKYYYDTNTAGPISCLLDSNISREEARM * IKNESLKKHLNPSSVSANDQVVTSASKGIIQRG--HKALVYQD 0 LFKSGNPFDV Sme1

Sme2 KQTSGLVETCTS---------PNQFAPQGRDK-------HELKHQQQKV 0 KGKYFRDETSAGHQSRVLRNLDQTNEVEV * VPEE---------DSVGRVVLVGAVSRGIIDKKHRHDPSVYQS * CFSPNPFDRV Sme2

Hsa1 KVSGGTPIKIED---------PNQFVPLNTNP-------NEVLEKRNKI 0 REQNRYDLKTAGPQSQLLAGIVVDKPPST 0 MQFE---------------------------------DDDHGP * PAPPNPFSHL Hsa1

Sme1 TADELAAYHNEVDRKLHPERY * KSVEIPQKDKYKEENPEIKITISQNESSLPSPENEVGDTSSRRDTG 1 LTSDSDLPE 1 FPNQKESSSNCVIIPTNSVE * C * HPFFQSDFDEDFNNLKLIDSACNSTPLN Sme1

Sme2 TDDDLKQYK----RKVLGLPS * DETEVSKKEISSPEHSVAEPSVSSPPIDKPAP-------------- * --------- * ------------VVPVSWVE * E 1 K--------------------------- Sme2

Hsa1 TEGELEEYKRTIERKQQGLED 1 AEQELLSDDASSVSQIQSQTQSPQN--------------------- * --------- * -------------VPEKLEE 1 N * HELFSKSFIS------------------ Hsa1

Sme1 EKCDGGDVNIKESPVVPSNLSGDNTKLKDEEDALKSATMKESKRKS 1 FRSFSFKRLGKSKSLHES 1 AD * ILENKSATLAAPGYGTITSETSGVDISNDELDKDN * K-----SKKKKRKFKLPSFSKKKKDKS Sme1

Sme2 ----------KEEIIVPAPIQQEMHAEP------------------ * ----------------AP * AA 1 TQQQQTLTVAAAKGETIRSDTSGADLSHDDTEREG 0 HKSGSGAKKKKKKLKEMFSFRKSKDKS Sme2

Hsa1 ----------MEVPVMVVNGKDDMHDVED----------------- * ---------------ELA * KR * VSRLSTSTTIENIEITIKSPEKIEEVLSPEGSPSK * S-----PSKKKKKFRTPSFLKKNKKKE Hsa1

**ORTHOLOGOUS GROUP #2: *Echinoderm microtubule associated protein like(EML)***

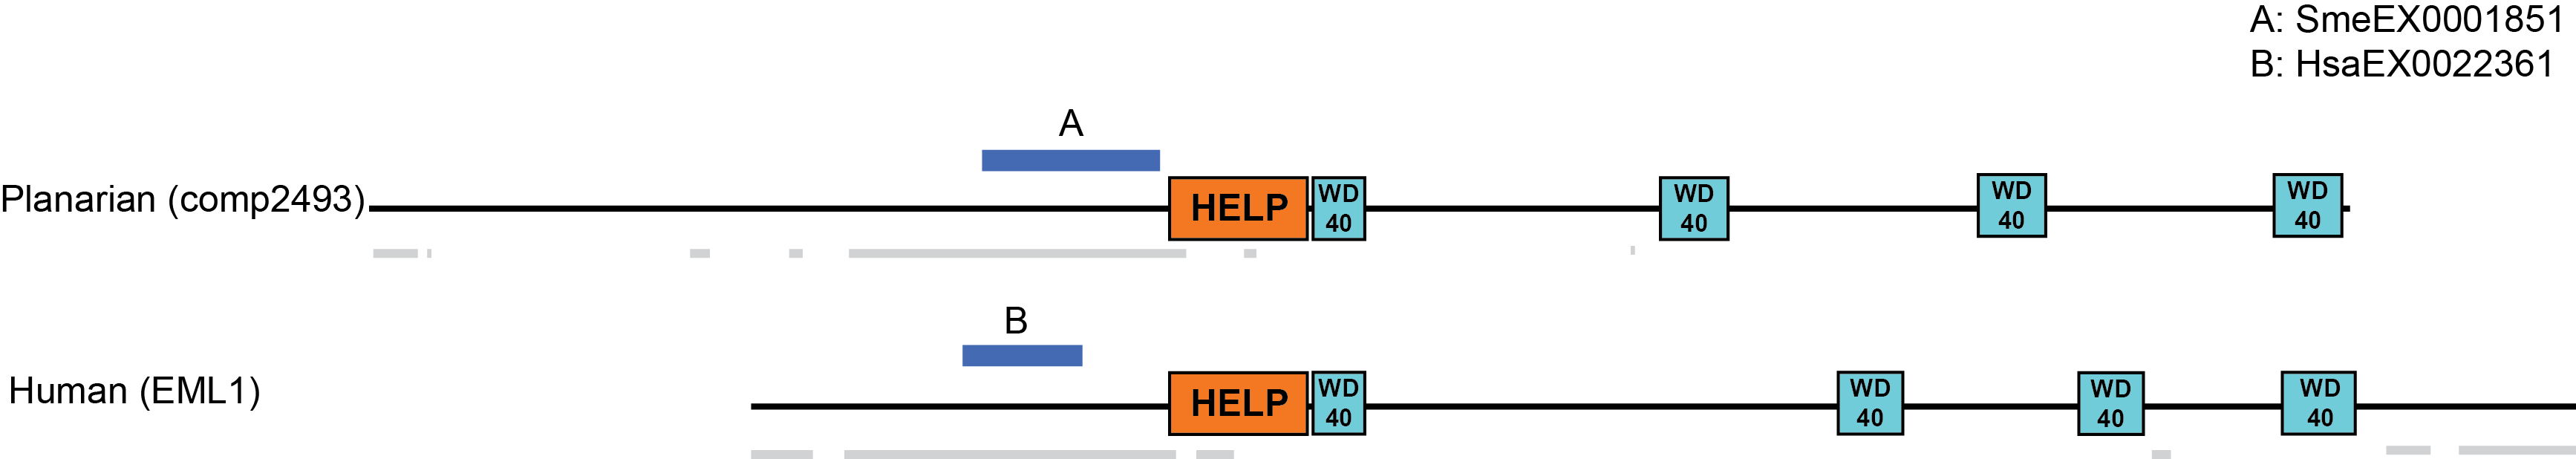

**- AS Exon key:**

SmeEX0001851

HsaEX0022361

Orthologous conserved constitutive exon

**- Protein Domain key:**

**TNG2 (broken in Sme; not detected in Hsa)**

**HELP**

**- Planarian proteins:**

>c2493_c0_seq1 160.1 264.1 332.2 421.2 430.1 472.2 522.2 547.0 581.0 613.0 658.0 691.1 774.0 887.1 957.0 1025.0

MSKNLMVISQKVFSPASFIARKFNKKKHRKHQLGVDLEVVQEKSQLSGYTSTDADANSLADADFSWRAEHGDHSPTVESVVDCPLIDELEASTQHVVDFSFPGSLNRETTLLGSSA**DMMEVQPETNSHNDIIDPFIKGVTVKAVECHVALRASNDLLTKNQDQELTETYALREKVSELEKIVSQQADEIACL*KSAMADNLRR*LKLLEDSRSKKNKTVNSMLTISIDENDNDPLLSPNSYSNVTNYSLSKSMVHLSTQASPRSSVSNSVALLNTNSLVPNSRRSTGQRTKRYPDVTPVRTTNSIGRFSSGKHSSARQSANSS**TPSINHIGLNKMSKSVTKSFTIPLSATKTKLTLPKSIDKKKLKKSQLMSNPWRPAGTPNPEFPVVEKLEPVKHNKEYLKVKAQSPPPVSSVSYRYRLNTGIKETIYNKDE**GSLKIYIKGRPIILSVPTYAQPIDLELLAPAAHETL*KLEWVYGYRG*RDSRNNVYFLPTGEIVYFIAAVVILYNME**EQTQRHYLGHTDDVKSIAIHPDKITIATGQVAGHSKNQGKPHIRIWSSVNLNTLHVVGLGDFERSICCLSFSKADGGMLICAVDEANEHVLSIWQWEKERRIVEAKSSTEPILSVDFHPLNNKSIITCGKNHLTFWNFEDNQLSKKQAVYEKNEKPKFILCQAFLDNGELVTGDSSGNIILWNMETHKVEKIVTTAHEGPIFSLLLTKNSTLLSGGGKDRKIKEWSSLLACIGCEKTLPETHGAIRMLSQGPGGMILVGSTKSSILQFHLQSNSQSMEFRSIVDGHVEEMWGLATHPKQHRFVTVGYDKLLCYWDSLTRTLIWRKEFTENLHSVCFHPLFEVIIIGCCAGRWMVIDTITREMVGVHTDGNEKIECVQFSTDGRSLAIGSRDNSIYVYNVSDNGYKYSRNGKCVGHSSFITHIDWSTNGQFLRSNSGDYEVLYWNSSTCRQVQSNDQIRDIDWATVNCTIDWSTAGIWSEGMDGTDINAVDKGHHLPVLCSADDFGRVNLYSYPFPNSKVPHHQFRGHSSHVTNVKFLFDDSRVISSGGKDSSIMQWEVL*

**- Human proteins:**

>EML4_ENSP00000320663 9.1 70.1 113.2 171.2 214.2 223.1 264.2 314.2 338.0 375.0 407.0 452.0 497.1 548.0 590.0 634.0 656.2 686.1 719.0 748.1 781.1 825.0

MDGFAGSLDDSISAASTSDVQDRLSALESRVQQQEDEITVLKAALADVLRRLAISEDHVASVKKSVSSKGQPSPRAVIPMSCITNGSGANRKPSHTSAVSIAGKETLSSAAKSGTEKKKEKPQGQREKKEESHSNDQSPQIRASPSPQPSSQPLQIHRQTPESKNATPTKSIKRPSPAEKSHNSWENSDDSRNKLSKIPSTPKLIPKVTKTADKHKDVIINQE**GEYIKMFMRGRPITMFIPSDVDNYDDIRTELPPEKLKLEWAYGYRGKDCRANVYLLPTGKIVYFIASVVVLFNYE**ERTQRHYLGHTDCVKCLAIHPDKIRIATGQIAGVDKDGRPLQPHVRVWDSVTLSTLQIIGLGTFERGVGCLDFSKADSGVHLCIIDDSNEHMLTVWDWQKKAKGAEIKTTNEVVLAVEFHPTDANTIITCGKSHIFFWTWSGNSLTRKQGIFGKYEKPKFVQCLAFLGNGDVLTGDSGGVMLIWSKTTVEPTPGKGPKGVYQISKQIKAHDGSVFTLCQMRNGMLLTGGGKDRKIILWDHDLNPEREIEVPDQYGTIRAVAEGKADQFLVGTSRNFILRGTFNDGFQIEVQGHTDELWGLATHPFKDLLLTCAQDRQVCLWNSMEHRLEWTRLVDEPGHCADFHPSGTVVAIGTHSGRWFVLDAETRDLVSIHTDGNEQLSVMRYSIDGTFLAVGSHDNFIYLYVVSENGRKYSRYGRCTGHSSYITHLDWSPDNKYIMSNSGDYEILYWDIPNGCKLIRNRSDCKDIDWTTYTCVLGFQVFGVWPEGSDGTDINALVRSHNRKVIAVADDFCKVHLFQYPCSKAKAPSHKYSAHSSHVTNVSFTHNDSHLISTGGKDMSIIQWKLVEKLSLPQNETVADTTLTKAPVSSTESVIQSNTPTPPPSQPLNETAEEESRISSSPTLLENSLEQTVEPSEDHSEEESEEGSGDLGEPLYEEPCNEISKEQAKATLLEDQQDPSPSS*

Sme1I: c2493_c0_seq1 (inclusion form)

Sme1E: c2493_c0_seq1 (exclusion form)

Hsa1I: EML4_ENSP00000320663 (inclusion form)

Hsa1E: EML4_ENSP00000385059 (exclusion form)

Sme1I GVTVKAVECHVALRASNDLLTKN 1 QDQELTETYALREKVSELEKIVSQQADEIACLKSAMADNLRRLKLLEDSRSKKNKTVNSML * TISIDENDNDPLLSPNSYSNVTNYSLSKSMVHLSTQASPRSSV 1 SNSV Sme1I

Sme1E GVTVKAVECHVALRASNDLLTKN 1 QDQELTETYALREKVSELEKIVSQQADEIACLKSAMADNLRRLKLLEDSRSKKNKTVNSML * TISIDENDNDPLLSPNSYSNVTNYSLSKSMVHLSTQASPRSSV 1 SNSV Sme1E

Hsa1I ----------------------- * -------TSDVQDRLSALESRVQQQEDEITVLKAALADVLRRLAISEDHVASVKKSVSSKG 1 QPSP------------------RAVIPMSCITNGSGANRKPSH * TSAV Hsa1I

Hsa1E ----------------------- * -------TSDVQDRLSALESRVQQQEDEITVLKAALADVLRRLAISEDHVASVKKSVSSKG 1 QPSP------------------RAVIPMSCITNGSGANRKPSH * TSAV Hsa1E

Sme1I ALLNTNSLVPNSRR * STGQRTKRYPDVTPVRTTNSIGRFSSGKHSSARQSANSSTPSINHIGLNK 2 MSKSVTKS * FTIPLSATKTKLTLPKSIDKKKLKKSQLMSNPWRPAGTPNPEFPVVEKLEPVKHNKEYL Sme1I

Sme1E ALLNTNSLVPNSRR * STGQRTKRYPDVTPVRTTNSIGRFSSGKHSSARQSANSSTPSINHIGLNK 2 MSKSVTKS * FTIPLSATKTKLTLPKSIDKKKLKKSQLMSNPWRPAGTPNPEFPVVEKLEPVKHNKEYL Sme1E

Hsa1I SIAGKETLSSAAKS 2 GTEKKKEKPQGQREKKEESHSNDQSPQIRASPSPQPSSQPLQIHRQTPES * KNATPTKS 2 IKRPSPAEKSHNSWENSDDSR-NKLSKIPSTP--------------------------- Hsa1I

Hsa1E SIAGKETLSSAAKS 2 -------------------------------------------------- * -------- * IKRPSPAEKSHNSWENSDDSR-NKLSKIPSTP--------------------------- Hsa1E

Sme1I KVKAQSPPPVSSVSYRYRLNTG 2 IKETIYNKD 1 **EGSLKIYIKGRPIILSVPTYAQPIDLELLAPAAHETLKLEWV 2 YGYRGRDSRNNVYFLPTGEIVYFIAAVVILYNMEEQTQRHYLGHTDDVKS 2 IA**  Sme1I

Sme1E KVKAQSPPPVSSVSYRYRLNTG 2 IKETIYNKD 1 **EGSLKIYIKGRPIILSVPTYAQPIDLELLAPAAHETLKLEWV 2 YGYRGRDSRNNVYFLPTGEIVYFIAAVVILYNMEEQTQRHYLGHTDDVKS 2 IA**  Sme1E

Hsa1I ----------KLIPKVTKTADK 2 HKDVIINQE 1 **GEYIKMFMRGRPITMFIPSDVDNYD-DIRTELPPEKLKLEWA 2 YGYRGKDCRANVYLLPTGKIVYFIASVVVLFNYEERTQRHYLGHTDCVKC 2 LA**  Hsa1I

Hsa1E ----------KLIPKVTKTADK 2 HKDVIINQE 1 **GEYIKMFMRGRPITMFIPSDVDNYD-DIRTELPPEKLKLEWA 2 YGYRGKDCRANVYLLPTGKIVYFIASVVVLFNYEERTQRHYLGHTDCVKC 2 LA**  Hsa1E

Sme1I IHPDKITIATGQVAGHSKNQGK * - * ------------------P 0 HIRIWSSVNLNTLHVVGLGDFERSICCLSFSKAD 0 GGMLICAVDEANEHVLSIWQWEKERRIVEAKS 0 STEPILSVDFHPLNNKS Sme1I

Sme1E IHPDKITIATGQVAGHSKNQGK * H 0 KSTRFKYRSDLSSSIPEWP 0 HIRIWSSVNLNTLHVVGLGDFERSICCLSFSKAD 0 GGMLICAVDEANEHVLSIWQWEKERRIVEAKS 0 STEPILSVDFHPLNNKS Sme1E

Hsa1I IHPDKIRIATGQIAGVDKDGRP 0 - * ----------------LQP * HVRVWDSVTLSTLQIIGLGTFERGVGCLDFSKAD 0 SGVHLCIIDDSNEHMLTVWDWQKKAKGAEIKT 0 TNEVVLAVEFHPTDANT Hsa1I

Hsa1E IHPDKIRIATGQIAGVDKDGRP 0 - * ----------------LQP * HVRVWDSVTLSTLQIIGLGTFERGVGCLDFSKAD 0 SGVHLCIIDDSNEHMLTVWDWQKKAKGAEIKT 0 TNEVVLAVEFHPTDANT Hsa1E

Sme1I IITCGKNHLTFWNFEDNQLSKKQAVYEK 0 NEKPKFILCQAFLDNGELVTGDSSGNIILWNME 1 THKVEK------ * -----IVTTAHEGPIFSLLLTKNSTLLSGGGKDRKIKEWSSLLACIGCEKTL * PET Sme1I

Sme1E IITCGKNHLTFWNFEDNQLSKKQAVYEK 0 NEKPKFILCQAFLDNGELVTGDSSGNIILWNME 1 THKVEK------ * -----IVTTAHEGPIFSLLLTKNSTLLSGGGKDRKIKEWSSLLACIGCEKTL * PET Sme1E

Hsa1I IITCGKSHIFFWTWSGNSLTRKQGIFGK 0 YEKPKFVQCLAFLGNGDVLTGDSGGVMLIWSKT * TVEPTPGKGPKG 1 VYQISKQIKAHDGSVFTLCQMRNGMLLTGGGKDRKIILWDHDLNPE-REIEV 0 PDQ Hsa1I

Hsa1E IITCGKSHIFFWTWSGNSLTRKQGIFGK 0 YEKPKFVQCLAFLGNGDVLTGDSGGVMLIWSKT * TVEPTPGKGPKG 1 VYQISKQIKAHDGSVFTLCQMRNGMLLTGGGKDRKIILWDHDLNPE-REIEV 0 PDQ Hsa1E

Sme1I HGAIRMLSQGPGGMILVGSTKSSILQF 0 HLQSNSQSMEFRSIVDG * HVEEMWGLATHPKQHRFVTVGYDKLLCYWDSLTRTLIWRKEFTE * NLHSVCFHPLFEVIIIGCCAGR * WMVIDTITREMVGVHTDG Sme1I

Sme1E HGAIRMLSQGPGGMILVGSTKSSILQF 0 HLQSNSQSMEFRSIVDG * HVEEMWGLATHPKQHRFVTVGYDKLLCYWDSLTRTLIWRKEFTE * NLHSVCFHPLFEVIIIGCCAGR * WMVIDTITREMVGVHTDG Sme1E

Hsa1I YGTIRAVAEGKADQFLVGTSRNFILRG * TFNDG-----FQIEVQG 0 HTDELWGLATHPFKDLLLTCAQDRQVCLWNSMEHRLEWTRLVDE 0 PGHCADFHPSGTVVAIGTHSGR 2 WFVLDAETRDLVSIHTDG Hsa1I

Hsa1E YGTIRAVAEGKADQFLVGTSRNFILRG * TFNDG-----FQIEVQG 0 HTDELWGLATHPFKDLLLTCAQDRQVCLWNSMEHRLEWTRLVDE 0 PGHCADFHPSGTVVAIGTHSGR 2 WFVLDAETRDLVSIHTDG Hsa1E

Sme1I NEKIECVQFSTD 1 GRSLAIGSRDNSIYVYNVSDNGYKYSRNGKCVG * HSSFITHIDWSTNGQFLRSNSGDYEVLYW * NSST-CRQV 0 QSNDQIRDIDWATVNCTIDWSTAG * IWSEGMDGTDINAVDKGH Sme1I

Sme1E NEKIECVQFSTD 1 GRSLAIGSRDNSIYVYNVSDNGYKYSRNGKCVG * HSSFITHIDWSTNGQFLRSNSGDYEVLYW * NSST-CRQV 0 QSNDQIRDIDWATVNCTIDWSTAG * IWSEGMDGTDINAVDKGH Sme1E

Hsa1I NEQLSVMRYSID 1 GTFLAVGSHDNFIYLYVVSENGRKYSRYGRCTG 0 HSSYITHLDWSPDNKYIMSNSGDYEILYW 1 DIPNGCKLI * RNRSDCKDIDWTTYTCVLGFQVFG 1 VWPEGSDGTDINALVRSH Hsa1I

Hsa1E NEQLSVMRYSID 1 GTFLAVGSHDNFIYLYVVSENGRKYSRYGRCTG 0 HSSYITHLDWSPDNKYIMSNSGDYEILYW 1 DIPNGCKLI * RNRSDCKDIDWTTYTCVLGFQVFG 1 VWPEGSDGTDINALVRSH Hsa1E

Sme1I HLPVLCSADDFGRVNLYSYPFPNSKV 0 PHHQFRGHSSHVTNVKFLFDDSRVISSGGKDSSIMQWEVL----------------------------------------------------------------------- Sme1I

Sme1E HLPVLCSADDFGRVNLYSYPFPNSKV 0 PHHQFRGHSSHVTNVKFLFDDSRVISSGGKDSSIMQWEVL----------------------------------------------------------------------- Sme1E

Hsa1I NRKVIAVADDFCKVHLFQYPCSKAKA 0 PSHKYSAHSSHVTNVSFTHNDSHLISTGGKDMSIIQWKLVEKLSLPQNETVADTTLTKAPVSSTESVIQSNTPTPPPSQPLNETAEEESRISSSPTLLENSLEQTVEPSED Hsa1I

Hsa1E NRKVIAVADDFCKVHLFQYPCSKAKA 0 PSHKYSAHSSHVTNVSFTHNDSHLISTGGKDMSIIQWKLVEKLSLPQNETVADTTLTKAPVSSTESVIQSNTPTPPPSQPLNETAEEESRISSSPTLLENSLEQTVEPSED Hsa1E

**ORTHOLOGOUS GROUP #3: *Exocyst complex component (EXOC)***

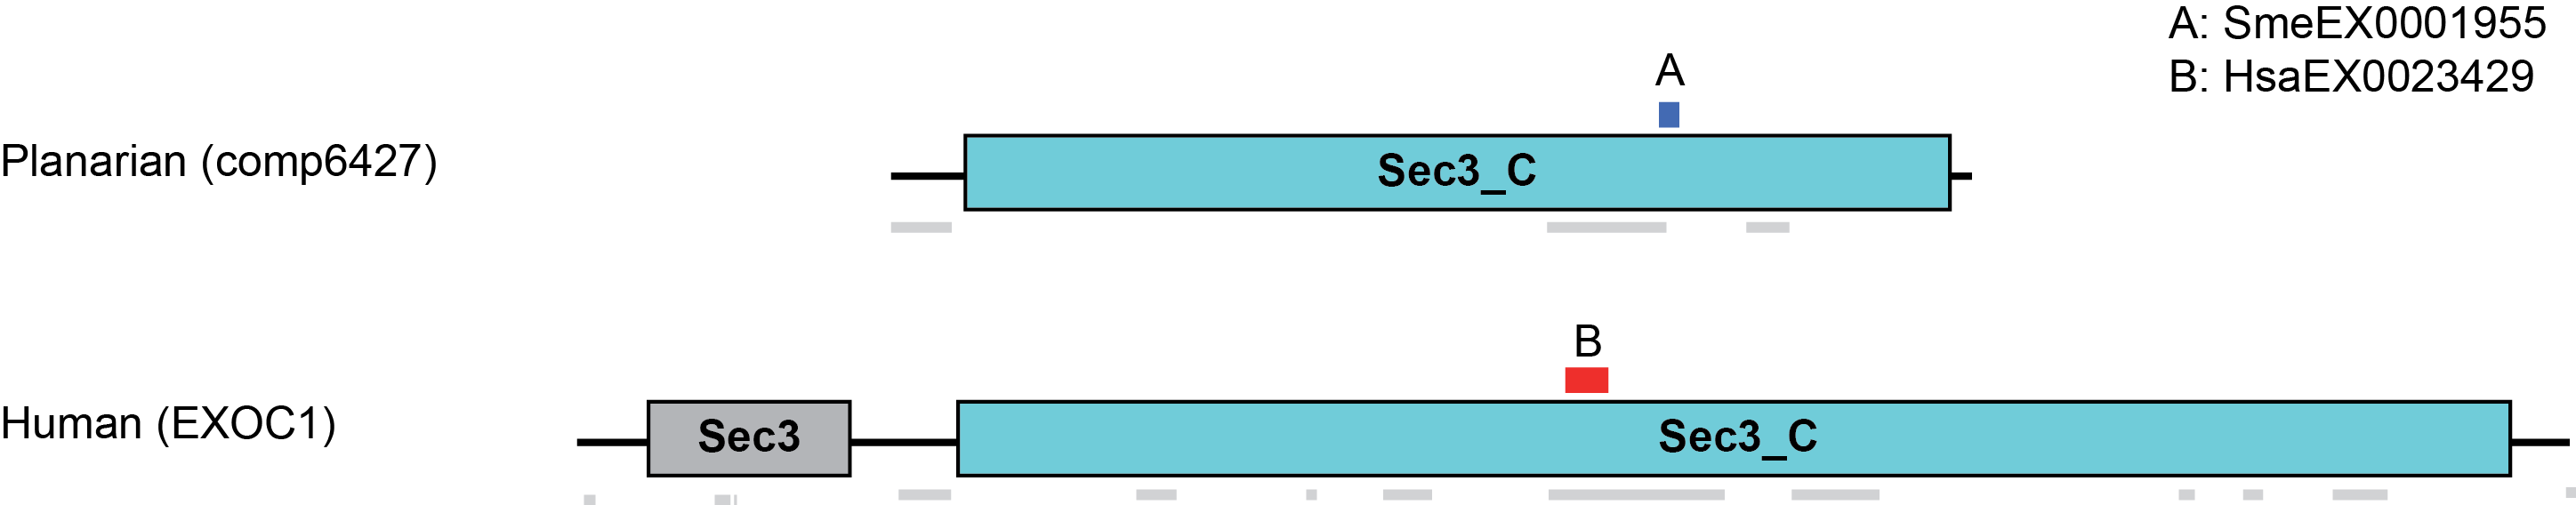

**- AS Exon key:**

SmeEX0001955

HsaEX0023429

**- Protein Domain key:**

**Sec3_C**

**Sme C1 exon**

**- Planarian proteins:**

>comp6427_c0_seq1 105.0 269.0 300.1 347.0 353.0 386.0

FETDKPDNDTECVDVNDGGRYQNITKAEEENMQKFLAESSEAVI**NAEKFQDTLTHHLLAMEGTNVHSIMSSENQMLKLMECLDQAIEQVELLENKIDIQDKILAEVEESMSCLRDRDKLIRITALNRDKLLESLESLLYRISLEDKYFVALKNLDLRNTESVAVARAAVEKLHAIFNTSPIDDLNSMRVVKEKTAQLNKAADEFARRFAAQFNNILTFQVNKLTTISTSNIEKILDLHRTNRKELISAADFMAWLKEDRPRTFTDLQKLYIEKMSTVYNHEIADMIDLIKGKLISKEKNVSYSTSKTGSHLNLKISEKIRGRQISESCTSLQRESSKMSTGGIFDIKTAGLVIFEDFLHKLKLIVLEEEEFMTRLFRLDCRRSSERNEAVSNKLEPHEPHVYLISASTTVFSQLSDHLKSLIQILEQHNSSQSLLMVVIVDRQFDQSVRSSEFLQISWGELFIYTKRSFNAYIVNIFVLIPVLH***

**- Human proteins:**

>EXOC1_ENSP00000370695 42.1 86.0 139.1 202.0 278.0 322.1 359.0 409.0 444.1 459.1 514.0 550.0 575.2 652.0 713.1 780.0 845.0

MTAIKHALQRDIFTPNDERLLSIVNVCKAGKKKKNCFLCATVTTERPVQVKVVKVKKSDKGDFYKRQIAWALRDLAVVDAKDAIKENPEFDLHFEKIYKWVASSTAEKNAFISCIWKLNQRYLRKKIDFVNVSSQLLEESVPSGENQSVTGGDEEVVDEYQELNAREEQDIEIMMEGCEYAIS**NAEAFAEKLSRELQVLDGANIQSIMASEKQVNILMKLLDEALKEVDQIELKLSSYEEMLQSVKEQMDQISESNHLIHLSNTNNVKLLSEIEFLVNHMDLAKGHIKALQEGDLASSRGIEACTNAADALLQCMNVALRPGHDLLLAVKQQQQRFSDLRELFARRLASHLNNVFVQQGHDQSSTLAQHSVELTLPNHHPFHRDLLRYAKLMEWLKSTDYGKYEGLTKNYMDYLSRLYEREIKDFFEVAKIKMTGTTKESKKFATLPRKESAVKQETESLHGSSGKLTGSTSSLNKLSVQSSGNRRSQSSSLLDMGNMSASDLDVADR*TKFDKI*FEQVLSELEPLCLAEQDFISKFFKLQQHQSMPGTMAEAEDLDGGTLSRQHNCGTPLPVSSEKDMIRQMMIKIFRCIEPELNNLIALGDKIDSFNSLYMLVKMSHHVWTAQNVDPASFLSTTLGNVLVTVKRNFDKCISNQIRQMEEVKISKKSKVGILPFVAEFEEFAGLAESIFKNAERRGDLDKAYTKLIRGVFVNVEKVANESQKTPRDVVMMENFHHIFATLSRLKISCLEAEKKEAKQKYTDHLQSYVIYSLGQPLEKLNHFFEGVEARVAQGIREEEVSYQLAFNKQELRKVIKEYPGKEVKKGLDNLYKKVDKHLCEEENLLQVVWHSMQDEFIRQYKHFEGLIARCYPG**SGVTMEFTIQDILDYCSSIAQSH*

Hsa1I: ENSP00000370695 (inclusion form)

Hsa1E: ENSP00000334431 (exclusion form)

Sme1: comp6427_c0_seq1

Hsa1I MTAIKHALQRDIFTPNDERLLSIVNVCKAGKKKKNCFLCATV 1 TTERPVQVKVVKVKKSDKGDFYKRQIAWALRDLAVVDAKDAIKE 0 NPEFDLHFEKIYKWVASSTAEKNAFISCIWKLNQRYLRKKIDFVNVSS Hsa1I

Hsa1E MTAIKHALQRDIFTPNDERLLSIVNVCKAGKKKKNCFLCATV 1 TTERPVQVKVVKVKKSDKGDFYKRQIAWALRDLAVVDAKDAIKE 0 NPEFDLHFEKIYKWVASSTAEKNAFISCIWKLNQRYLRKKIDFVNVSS Hsa1E

Sme1 ------------------------------------------ * -------------------------------------------- * ------------------------------------------------ Sme1

Hsa1I QLLEE 1 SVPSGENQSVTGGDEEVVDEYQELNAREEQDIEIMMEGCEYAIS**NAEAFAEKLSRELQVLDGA 0 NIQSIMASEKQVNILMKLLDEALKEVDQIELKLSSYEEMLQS * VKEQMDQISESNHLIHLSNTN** Hsa1I

Hsa1E QLLEE 1 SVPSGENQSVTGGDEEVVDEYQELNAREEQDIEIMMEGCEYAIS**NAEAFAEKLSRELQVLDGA 0 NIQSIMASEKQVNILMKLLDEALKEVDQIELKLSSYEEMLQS * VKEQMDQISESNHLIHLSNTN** Hsa1E

Sme1 --FET * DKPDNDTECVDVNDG---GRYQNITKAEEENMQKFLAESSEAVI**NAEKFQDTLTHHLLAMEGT * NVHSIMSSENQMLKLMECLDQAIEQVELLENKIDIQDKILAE 0 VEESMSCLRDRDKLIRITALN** Sme1

Hsa1I **NVKLLSEIEFLVN 0 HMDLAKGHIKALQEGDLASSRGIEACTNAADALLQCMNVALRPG 1 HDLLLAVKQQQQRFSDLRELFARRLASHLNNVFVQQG 0 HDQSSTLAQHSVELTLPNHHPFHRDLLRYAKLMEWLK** Hsa1I

Hsa1E **NVKLLSEIEFLVN 0 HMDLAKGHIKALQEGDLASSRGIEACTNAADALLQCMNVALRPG 1 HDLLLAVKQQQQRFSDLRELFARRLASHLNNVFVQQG 0 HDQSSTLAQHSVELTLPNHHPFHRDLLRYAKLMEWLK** Hsa1E

Sme1 **RDKLLESLESLLY * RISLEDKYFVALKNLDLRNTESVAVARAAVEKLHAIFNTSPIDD * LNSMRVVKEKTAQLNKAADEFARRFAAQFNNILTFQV * N-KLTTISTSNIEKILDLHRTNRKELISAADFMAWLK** Sme1

Hsa1I **STDYGKYEGLTKN 0 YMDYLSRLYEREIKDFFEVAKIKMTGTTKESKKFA 1 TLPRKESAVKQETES 1 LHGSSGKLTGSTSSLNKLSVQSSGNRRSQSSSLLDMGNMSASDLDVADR * TKFDKI 0 FEQV** Hsa1I

Hsa1E **STDYGKYEGLTKN 0 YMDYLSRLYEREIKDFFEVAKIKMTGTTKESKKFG 1 --------------- * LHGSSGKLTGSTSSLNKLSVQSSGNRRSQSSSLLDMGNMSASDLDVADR * TKFDKI 0 FEQV** Hsa1E

Sme1 **EDRPRTFTDLQKL 0 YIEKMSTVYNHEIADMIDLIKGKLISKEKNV---- 1 --------------- * --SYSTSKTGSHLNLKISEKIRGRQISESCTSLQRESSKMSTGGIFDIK 0 TAGLVI 0 FEDF** Sme1

Hsa1I **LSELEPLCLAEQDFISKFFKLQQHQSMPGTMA 0 EAEDLDGGTLSR * QHNCGTPLPVSSE 2 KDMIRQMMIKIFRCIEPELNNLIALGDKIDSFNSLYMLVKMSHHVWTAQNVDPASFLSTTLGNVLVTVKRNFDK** Hsa1I

Hsa1E **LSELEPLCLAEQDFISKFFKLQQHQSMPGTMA 0 EAEDLDGGTLSR * QHNCGTPLPVSSE 2 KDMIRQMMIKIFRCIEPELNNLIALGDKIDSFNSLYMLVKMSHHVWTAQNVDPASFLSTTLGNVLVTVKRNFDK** Hsa1E

Sme1 **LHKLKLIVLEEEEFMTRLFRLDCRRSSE---- * -----------R 0 NEAVSNKLEPHEP * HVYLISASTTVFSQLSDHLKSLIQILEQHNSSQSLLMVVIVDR--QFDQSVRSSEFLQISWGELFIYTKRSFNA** Sme1

Hsa1I **CIS 0 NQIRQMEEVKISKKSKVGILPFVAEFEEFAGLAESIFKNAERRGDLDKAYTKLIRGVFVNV 1 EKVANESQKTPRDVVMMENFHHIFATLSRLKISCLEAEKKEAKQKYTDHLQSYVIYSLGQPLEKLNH 0** Hsa1I

Hsa1E **CIS 0 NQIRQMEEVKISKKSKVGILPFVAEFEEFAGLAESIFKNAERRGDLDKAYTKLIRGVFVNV 1 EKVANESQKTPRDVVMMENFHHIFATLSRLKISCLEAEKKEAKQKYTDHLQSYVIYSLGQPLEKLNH 0** Hsa1E

Sme1 **YIV * NIFVLIPVLH--------------------------------------------------- * ------------------------------------------------------------------- *** Sme1

Hsa1I **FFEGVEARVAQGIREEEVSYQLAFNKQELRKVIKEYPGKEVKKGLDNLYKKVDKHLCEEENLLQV 0 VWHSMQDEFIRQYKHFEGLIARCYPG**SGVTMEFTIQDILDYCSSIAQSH Hsa1I

Hsa1E **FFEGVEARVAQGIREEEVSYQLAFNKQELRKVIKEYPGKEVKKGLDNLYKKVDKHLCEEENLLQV 0 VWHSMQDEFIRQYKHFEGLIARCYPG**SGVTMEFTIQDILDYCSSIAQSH Hsa1E

Sme1 ----------------------------------------------------------------- * ------------------------------------------------- Sme1

**ORTHOLOGOUS GROUP #4: *Formin-like (FMNL)***

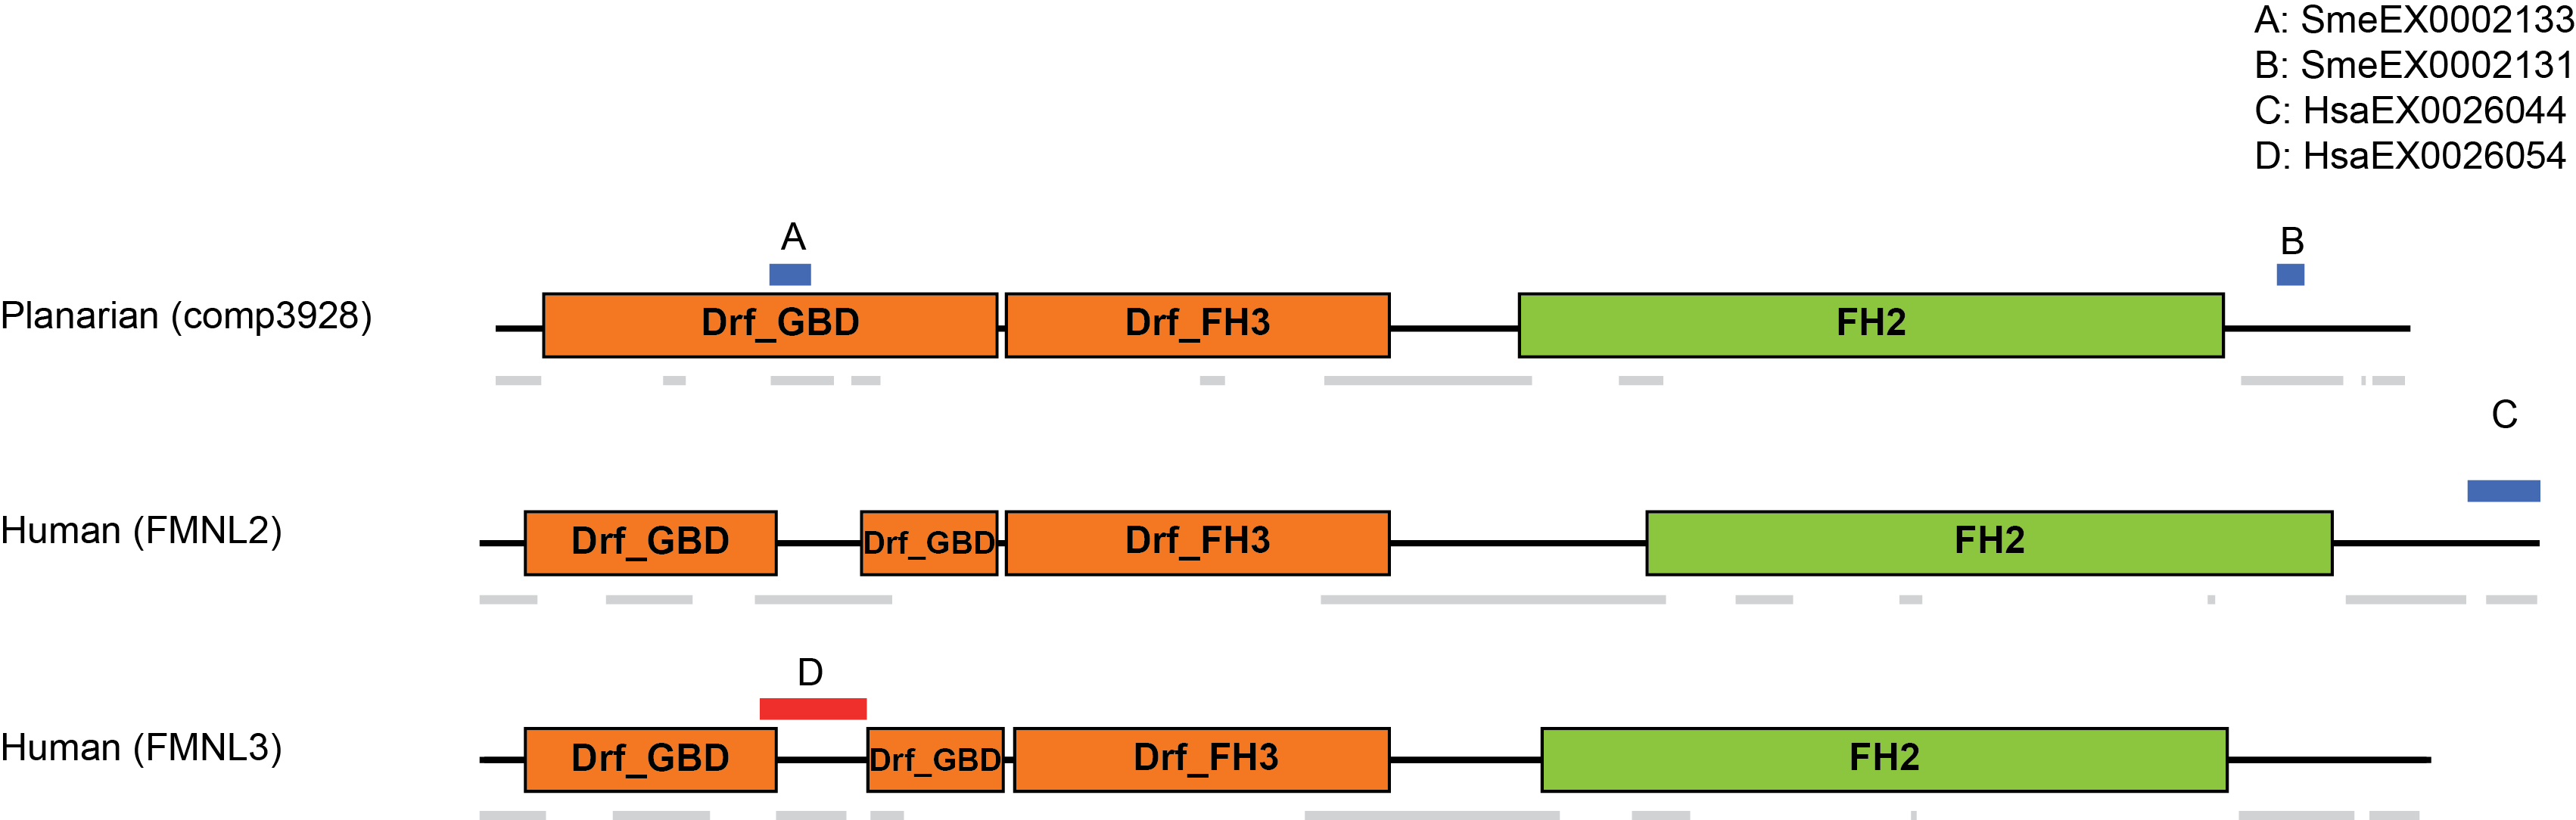

**- AS Exon key:**

SmeEX0002131

SmeEX0002133

HsaEX0026044

HsaEX0026054

**- Protein Domain key:**

**Rho GTPase-binding/formin homology 3 (GBD/FH3)**

**Formin homology-2 (FH2)**

**- Planarian proteins:**

>comp3928_c0_seq1 68.0 121.2 148.2 162.2 227.0 252.2 315.0 352.0 429.0 538.1 629.2 781.0 824.1 914.0 945.0 954.0 986.1

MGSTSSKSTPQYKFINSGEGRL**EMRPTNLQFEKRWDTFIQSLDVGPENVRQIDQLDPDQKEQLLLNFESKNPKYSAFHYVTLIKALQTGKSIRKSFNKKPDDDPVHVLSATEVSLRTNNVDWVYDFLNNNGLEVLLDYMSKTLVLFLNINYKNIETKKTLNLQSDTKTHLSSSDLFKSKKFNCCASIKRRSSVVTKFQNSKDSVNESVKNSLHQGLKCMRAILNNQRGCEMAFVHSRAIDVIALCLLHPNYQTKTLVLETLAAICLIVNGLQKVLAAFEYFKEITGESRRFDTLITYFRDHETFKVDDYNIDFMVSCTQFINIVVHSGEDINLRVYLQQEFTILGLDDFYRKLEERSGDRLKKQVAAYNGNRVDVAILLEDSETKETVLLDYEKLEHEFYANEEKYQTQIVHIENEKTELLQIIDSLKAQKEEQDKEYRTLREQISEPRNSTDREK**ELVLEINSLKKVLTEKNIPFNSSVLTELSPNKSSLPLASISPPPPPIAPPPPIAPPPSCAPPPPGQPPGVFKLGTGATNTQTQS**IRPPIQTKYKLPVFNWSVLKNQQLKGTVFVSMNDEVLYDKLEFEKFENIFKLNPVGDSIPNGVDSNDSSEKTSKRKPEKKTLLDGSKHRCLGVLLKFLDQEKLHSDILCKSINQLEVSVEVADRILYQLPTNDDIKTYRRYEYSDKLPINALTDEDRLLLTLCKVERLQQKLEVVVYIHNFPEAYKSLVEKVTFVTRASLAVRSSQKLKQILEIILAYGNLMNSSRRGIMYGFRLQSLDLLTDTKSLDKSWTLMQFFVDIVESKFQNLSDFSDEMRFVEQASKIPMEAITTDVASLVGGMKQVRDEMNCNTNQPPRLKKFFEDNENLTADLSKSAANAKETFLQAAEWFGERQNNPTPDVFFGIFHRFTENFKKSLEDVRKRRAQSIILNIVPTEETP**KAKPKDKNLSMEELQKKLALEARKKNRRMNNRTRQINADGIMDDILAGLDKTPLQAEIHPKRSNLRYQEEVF

**- Human proteins:**

>FMNL2_ENSP00000288670 40.0 68.0 95.0 120.2 148.2 199.2 236.0 261.2 293.0 318.0 355.0 405.0 439.0 543.1 613.1 655.0 722.2 801.0 824.0 851.0 894.1 949.0 983.0 1016.0 1057.1

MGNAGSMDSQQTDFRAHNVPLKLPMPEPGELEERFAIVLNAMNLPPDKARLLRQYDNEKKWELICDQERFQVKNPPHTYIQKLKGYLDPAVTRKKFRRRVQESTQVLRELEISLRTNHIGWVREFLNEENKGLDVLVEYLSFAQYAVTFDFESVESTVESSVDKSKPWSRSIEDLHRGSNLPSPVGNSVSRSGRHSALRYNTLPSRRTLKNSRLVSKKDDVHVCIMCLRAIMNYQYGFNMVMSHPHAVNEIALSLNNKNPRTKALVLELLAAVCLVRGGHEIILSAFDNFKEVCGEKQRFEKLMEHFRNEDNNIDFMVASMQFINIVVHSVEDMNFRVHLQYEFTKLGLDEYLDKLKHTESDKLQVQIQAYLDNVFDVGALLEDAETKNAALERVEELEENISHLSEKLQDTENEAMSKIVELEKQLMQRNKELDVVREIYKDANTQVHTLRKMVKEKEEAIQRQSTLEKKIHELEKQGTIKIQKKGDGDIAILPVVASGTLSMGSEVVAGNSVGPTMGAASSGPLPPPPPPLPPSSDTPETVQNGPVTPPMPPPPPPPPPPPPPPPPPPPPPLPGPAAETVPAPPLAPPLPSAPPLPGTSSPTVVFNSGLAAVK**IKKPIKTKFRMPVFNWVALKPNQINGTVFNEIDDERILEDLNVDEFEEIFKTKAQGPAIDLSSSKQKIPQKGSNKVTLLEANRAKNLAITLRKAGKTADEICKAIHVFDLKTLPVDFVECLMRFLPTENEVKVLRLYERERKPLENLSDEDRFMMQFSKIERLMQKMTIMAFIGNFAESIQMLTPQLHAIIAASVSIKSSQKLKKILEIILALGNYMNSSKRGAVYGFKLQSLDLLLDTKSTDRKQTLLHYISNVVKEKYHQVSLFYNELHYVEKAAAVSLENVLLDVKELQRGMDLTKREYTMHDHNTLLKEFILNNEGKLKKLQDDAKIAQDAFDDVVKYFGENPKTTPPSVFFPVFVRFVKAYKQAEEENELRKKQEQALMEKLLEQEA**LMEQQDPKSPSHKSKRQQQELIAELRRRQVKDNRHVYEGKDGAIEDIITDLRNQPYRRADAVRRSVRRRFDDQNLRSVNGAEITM

>FMNL2_ENSP00000288670f10936A 40.0 68.0 95.0 120.2 148.2 199.2 236.0 261.2 293.0 318.0 355.0 405.0 439.0 543.1 613.1 655.0 722.2 801.0 824.0 851.0 894.1 949.0 983.0 1016.0 1057.1 1088.2

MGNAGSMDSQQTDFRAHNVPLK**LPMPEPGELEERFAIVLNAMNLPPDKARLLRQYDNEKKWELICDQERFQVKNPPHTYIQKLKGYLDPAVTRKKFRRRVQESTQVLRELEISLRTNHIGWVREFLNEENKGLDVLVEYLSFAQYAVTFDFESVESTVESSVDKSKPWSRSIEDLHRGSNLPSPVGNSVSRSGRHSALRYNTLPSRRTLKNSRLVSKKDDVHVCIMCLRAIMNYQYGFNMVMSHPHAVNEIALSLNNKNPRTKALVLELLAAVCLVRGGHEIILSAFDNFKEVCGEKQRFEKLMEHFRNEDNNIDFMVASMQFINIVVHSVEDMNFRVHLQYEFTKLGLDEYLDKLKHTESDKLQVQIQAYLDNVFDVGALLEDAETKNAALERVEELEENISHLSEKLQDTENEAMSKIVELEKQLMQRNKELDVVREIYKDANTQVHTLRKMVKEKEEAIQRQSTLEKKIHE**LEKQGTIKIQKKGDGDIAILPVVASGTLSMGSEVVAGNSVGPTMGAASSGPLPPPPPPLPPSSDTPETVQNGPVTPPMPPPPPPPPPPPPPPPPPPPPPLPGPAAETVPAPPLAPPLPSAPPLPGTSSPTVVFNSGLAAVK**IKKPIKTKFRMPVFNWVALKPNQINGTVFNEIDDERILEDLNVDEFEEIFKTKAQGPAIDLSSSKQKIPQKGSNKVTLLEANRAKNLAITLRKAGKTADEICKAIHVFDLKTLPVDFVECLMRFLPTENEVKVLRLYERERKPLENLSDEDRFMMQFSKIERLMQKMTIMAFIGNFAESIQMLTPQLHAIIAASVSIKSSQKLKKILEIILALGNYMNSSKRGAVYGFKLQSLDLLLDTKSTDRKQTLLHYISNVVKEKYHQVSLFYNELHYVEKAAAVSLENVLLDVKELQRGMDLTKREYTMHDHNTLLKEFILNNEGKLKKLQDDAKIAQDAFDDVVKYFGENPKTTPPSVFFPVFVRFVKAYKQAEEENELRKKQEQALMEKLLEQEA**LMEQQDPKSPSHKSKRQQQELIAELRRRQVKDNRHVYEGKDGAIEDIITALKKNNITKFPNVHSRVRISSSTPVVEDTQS

>FMNL3_ENSP00000335655 43.0 71.0 98.0 123.2 151.2 202.2 239.0 264.2 296.0 321.0 358.0 408.0 442.0 535.1 558.1 600.0 667.2 746.0 769.0 796.0 839.1 893.0 927.0 958.0 999.1

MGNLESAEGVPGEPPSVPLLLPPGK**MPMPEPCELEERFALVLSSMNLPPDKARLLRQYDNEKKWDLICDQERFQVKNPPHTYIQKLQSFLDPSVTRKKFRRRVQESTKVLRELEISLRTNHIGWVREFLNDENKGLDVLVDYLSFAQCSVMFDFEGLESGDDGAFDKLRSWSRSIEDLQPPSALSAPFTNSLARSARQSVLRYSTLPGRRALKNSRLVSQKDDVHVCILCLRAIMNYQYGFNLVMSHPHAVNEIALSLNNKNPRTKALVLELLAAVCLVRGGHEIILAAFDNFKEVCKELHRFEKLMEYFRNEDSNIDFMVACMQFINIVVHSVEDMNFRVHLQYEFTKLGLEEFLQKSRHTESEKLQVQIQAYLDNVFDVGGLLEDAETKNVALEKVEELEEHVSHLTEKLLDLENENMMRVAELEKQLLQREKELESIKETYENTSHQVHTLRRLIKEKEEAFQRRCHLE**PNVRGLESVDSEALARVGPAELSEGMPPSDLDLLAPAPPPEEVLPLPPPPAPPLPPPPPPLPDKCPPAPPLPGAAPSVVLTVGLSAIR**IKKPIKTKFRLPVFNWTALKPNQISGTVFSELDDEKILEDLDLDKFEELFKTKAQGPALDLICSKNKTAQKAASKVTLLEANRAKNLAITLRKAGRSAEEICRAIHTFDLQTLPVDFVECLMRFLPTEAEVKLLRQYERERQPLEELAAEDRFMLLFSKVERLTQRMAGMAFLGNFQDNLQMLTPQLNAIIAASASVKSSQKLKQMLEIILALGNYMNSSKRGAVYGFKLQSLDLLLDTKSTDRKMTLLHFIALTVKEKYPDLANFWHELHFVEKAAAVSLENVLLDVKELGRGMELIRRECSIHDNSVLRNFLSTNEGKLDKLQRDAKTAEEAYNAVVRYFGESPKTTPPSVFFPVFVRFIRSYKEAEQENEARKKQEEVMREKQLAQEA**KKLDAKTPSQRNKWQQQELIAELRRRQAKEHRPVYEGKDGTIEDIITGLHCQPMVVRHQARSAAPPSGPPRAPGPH

Hsa1E: FMNL2_ENSP00000288670 (exclusion form)

Hsa1I: FMNL2_ENSP00000288670f10936A (inclusion form)

Hsa2: FMNL3_ENSP00000335655

Sme1: comp3928_c0_seq1

Hsa1E MGNAGSMD---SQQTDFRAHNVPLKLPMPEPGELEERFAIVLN 0 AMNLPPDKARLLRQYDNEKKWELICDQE 0 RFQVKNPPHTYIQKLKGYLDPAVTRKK 0 FRRRVQES-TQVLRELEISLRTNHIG 2 WVRE Hsa1E

Hsa1I MGNAGSMD---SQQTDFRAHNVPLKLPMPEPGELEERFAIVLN 0 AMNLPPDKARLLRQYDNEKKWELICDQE 0 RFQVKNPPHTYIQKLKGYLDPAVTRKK 0 FRRRVQES-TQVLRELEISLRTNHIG 2 WVRE Hsa1I

Hsa2 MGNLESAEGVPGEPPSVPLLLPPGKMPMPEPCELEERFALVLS 0 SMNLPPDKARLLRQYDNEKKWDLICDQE 0 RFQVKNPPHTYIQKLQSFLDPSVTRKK 0 FRRRVQES-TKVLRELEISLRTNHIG 2 WVRE Hsa2

Sme1 MGSTSSKS---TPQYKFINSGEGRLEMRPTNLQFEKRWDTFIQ * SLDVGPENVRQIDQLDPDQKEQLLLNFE 0 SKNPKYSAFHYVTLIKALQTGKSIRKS * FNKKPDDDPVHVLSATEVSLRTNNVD 2 WVYD Sme1

Hsa1E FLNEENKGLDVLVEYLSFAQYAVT 2 - * FDFESVESTVESSV * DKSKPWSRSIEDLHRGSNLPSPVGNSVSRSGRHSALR 2 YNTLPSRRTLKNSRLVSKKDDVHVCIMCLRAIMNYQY 0 GFNMVMSHPHAV Hsa1E

Hsa1I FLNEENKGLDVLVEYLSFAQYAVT 2 - * FDFESVESTVESSV * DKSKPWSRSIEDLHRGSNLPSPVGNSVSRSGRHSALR 2 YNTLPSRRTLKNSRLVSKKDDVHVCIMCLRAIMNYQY 0 GFNMVMSHPHAV Hsa1I

Hsa2 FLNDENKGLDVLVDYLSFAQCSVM 2 - * FDFEGLESGDDGAF * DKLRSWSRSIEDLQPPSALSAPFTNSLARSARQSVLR 2 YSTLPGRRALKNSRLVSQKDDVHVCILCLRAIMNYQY 0 GFNLVMSHPHAV Hsa2

Sme1 FLN--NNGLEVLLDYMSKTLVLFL * N 2 INYKNIETKKTLNL 2 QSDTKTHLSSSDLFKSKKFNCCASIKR---------R * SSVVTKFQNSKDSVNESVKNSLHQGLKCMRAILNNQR 0 GCEMAFVHSRAI Sme1

Hsa1E NEIALSLNNKNPR 2 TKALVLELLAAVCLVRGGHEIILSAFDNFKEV 0 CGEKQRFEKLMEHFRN------EDNNIDFMV 0 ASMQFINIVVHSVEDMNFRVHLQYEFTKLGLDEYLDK 0 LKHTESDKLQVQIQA Hsa1E

Hsa1I NEIALSLNNKNPR 2 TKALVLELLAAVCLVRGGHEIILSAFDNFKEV 0 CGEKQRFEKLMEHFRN------EDNNIDFMV 0 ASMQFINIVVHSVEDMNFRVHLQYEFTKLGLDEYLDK 0 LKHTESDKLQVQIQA Hsa1I

Hsa2 NEIALSLNNKNPR 2 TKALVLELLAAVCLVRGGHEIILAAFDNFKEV 0 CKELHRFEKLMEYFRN------EDSNIDFMV 0 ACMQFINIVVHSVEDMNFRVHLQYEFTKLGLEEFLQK 0 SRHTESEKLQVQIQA Hsa2

Sme1 DVIALCLLHPNYQ 2 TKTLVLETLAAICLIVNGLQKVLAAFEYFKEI * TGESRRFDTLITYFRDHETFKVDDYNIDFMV 0 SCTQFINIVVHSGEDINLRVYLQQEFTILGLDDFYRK 0 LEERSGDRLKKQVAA Sme1

Hsa1E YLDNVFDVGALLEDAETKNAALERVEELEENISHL 0 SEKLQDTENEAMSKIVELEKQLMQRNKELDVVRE 0 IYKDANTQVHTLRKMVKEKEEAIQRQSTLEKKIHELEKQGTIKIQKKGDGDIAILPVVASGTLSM Hsa1E

Hsa1I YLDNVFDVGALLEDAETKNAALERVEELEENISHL 0 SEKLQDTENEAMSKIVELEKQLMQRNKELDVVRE 0 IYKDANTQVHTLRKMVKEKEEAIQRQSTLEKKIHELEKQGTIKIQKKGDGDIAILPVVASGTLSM Hsa1I

Hsa2 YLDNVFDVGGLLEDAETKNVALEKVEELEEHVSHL 0 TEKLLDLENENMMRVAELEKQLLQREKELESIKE 0 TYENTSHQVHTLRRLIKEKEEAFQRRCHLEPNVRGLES--------------------------V Hsa2

Sme1 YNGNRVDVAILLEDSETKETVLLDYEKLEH----- * --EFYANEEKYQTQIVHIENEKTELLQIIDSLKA 0 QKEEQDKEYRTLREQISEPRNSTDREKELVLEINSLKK--------------------------- Sme1

Hsa1E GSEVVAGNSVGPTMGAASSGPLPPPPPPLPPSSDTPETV 1 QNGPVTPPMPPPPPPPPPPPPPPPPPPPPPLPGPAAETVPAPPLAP * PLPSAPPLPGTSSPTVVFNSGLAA 1 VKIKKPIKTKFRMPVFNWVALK Hsa1E

Hsa1I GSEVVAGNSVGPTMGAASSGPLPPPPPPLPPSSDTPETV 1 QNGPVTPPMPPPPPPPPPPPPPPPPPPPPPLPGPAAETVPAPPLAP * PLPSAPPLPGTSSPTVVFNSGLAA 1 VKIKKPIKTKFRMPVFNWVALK Hsa1I

Hsa2 DSEALAR--VGP---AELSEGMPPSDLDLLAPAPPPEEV * L-------------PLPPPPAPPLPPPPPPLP-------------D 1 KCPPAPPLPG-AAPSVVLTVGLSA 1 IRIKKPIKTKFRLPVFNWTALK Hsa2

Sme1 -----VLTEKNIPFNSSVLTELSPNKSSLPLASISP--- * ---------------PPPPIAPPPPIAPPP---------------S * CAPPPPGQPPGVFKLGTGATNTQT 1 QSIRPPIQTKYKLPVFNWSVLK Sme1

Hsa1E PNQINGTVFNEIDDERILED 0 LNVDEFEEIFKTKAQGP----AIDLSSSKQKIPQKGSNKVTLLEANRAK * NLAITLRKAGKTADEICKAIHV 2 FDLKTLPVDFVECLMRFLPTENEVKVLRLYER-ERKPLEN Hsa1E

Hsa1I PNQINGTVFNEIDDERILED 0 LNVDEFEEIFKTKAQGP----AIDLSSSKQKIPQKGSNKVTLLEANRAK * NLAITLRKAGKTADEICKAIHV 2 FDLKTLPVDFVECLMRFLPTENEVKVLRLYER-ERKPLEN Hsa1I

Hsa2 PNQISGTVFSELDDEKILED 0 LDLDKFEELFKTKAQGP----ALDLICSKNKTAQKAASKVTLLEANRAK * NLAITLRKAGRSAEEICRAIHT 2 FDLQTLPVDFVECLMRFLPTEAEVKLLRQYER-ERQPLEE Hsa2

Sme1 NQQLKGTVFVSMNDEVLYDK * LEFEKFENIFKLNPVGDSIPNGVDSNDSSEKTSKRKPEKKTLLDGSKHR 2 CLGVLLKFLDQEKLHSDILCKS * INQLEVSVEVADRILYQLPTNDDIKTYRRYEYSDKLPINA Sme1

Hsa1E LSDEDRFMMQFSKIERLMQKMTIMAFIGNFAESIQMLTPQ 0 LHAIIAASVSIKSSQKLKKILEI 0 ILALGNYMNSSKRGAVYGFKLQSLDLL 0 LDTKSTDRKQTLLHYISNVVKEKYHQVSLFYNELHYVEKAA Hsa1E

Hsa1I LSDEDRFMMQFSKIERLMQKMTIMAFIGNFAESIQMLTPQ 0 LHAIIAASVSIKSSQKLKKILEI 0 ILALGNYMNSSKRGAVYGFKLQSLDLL 0 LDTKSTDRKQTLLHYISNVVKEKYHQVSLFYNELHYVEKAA Hsa1I

Hsa2 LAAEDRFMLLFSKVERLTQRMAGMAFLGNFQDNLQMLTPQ 0 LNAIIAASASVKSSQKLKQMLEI 0 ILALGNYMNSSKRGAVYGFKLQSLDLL 0 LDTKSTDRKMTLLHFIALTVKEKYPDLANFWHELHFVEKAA Hsa2

Sme1 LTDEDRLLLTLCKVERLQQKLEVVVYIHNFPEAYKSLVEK * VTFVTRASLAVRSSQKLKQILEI * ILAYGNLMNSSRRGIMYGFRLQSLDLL 0 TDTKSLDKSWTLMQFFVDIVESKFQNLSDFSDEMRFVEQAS Sme1

Hsa1E AV 1 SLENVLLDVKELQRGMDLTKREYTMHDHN-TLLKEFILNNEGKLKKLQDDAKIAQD 0 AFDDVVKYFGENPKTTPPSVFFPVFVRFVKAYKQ 0 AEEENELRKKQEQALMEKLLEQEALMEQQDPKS 0 PSH Hsa1E

Hsa1I AV 1 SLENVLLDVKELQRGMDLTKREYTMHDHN-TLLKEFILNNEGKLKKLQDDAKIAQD 0 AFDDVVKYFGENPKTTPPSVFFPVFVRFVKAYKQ 0 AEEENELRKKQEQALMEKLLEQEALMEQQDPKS 0 PSH Hsa1I

Hsa2 AV 1 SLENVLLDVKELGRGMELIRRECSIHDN--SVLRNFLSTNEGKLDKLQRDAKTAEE 0 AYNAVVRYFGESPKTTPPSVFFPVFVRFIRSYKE 0 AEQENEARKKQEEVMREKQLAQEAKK--LDAKT 0 PSQ Hsa2

Sme1 KI 1 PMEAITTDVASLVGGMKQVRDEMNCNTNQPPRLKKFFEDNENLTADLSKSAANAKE * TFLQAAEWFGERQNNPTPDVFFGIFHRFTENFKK 0 SLED--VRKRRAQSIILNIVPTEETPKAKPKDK 0 NLS Sme1

Hsa1E KSKRQQ * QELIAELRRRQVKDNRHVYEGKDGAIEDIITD 1 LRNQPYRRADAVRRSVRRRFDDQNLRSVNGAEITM Hsa1E

Hsa1I KSKRQQ * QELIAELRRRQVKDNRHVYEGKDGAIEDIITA 1 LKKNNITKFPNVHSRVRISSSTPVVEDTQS----- Hsa1I

Hsa2 RNKWQQ * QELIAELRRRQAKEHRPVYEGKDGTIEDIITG 1 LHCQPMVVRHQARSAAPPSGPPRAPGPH------- Hsa2

Sme1 MEELQK 0 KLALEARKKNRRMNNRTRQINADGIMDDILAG 1 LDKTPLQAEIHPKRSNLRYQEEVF----------- Sme1

**ORTHOLOGOUS GROUP #5: *MAP/microtubule affinity-regulating kinase (MARK)***

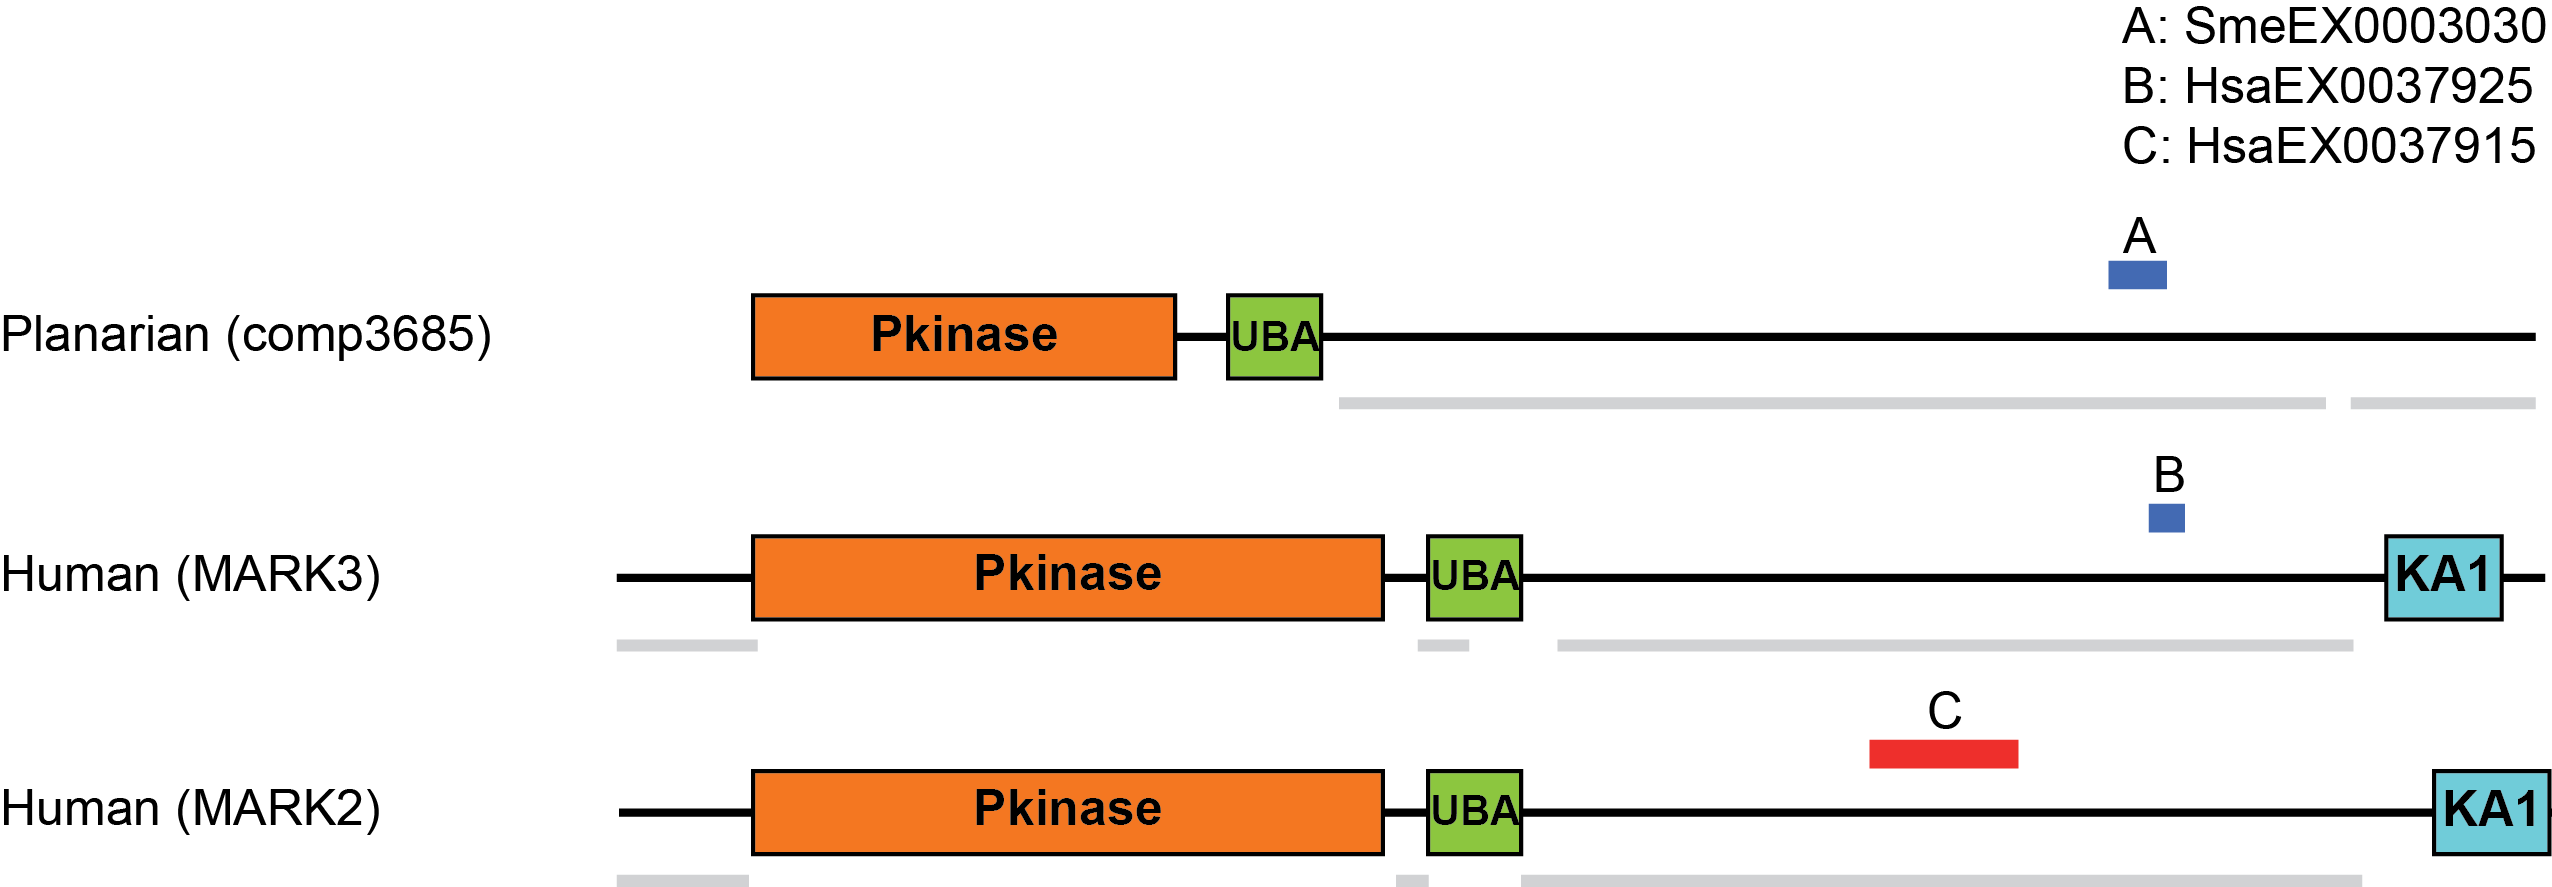

**- AS Exon key:**

SmeEX0003030

HsaEX0037925

HsaEX0037915

**- Protein Domain key:**

**PROTEIN_KINASE_DOM**

**Ubiquitin-associated domain (UBA)**

**- Planarian proteins:**

>comp3685_c0_seq1_2 89.0 163.0 246.2 334.1 450.2 544.2 561.2 642.2

**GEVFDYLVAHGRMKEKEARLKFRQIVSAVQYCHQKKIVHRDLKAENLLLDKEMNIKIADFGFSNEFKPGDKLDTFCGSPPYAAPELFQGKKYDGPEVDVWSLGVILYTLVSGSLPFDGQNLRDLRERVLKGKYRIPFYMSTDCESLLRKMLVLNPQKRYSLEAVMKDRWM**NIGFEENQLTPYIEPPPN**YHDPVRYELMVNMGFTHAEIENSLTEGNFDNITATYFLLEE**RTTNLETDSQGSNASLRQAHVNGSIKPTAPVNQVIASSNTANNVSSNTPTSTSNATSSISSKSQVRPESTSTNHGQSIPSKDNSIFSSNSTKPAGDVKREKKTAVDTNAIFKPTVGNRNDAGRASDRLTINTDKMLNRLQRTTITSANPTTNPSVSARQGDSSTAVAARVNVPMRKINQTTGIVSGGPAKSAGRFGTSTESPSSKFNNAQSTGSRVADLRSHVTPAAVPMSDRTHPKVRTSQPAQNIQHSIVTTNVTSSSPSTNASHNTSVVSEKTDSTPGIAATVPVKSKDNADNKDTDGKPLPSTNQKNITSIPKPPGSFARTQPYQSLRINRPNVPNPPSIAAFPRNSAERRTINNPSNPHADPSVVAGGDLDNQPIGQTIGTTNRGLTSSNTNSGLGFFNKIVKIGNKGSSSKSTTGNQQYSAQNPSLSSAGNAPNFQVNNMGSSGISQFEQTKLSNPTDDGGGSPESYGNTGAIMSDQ

**- Human proteins:**

>MARK3_ENSP00000411397 18.0 82.0 100.0 116.1 138.1 162.0 181.0 260.0 300.0 333.1 371.0 422.1 495.0 529.2 615.2 624.2 639.2

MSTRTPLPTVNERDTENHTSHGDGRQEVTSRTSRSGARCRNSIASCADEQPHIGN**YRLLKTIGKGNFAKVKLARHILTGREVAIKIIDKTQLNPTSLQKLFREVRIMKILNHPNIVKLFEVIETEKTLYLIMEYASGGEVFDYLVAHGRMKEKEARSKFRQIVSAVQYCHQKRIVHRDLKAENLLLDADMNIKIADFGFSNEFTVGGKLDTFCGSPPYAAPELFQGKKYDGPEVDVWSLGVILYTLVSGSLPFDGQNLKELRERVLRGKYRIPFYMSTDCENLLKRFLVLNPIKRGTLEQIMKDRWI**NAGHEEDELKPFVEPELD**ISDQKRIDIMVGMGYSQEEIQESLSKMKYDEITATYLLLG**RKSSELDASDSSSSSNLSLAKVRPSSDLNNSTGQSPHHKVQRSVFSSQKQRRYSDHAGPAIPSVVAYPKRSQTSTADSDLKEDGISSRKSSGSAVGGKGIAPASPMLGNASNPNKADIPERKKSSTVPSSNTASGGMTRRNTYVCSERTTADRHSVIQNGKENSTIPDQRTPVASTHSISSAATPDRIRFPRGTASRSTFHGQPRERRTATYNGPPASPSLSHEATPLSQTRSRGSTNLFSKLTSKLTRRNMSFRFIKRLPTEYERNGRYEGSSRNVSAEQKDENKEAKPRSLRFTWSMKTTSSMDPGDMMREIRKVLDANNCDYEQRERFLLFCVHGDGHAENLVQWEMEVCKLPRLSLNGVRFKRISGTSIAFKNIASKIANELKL

>MARK2_ENSP00000367040 19.0 79.0 97.0 113.1 135.1 159.0 178.0 257.0 297.0 330.1 368.0 412.1 473.0 505.2 559.2 645.2 654.2

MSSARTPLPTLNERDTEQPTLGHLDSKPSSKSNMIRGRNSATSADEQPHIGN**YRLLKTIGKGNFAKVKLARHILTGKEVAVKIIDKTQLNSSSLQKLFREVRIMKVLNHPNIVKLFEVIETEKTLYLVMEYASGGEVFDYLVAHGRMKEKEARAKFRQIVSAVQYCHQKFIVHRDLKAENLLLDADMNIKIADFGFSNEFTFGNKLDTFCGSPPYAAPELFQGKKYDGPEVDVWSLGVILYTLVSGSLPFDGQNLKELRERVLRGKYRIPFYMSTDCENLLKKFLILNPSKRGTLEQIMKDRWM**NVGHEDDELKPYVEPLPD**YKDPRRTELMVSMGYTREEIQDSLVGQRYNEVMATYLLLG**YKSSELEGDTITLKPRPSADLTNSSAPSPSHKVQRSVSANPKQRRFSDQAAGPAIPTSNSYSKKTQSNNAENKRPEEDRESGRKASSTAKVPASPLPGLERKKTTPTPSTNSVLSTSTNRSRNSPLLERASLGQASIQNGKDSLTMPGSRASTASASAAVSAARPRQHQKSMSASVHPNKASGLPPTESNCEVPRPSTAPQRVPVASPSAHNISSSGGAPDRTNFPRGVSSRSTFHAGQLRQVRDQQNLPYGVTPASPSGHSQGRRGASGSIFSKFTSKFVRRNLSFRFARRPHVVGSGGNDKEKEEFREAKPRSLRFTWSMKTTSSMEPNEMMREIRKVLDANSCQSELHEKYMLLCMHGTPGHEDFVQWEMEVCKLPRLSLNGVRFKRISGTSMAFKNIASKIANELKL

Hsa1: MARK2_ENSP00000367040

Hsa2: MARK3_ENSP00000411397

Sme1: comp3685_c0_seq1_2

Hsa1 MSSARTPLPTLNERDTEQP 0 T---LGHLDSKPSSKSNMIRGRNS-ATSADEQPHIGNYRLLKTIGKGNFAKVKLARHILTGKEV 0 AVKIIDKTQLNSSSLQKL 0 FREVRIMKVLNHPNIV 1 KLFEVIETEKT Hsa1

Hsa2 -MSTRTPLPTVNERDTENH 0 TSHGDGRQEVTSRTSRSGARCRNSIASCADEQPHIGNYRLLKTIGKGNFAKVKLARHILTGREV 0 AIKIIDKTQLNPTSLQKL 0 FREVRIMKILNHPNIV 1 KLFEVIETEKT Hsa2

Sme1 ------------------- * ---------------------------------------------------------------- * ------------------ * ---------------- * ----------- Sme1

uuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuu * uuuuuuuuuuu

Hsa1 LYLVMEYASGG 1 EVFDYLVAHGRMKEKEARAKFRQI 0 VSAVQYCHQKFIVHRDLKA 0 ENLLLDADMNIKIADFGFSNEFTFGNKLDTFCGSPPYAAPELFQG * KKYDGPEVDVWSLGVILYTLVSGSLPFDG Hsa1

Hsa2 LYLIMEYASGG 1 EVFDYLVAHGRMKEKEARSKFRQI 0 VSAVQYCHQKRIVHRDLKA 0 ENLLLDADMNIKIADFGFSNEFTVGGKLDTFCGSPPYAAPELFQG * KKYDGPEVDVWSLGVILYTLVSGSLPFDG Hsa2

Sme1 ----------G * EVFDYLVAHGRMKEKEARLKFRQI * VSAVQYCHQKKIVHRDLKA * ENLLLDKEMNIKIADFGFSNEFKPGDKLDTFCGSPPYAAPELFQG 0 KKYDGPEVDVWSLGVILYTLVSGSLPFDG Sme1

uuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuu

Hsa1 QNLKE 0 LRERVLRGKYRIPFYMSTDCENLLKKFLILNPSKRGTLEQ 0 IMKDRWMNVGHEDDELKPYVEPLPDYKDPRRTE 1 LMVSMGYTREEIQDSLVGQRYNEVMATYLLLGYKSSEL 0 EGD--------- Hsa1

Hsa2 QNLKE 0 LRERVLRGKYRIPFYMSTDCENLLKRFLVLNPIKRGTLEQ 0 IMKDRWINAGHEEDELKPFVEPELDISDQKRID 1 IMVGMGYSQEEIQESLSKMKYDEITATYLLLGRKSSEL 0 DAS--------- Hsa2

Sme1 QNLRD * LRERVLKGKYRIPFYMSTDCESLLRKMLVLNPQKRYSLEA 0 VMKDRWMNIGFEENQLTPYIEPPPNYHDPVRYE * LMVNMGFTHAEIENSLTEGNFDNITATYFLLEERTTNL * ETDSQGSNASLR Sme1

uuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 0 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuu

Hsa1 * --------TIT-------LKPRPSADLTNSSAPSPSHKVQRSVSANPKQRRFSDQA 1 AGPAIPT------------SNSYSKKTQSNNA * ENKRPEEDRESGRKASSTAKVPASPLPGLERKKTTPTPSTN 0 Hsa1

Hsa2 * --------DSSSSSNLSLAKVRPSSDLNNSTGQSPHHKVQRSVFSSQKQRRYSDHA 1 G-PAIPS------------VVAYPKRSQTSTA * DS-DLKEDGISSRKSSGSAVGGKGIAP------------AS * Hsa2

Sme1 2 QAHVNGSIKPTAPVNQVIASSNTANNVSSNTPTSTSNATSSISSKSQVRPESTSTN * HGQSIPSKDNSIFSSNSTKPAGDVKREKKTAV 1 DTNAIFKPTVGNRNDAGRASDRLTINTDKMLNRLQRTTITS * Sme1

* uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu *

Hsa1 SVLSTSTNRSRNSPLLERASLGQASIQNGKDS 2 LTMPGSRASTASAS * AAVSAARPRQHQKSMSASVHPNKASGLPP * TESNC * EVPR------------PS 2 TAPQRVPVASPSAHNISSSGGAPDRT Hsa1

Hsa2 PMLGNASNPNK------------ADIPERKKS * STVP--------SS 0 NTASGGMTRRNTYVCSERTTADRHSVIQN * GKENS 2 TIP--------------- * --DQRTPVAS--THSISS-AATPDRI Hsa2

Sme1 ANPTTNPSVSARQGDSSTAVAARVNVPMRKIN * QTTGIVSGGPAKSA * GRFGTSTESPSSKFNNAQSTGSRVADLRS 2 HVTPA * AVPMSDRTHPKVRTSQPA * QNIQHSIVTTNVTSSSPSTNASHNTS Sme1

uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuu * uuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuu

Hsa1 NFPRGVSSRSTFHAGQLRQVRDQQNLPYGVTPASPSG------HS * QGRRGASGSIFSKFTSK * FVRR 2 NLS-----FRFARR 2 P--------HVVGSG * GND--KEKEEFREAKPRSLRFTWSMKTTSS Hsa1

Hsa2 RFPRGTASRSTFHG----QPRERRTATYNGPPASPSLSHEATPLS * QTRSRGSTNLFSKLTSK * LTRR 2 NMS-----FRFIKR 2 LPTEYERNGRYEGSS 2 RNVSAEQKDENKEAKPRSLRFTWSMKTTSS Hsa2

Sme1 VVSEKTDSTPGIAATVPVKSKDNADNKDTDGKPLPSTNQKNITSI 2 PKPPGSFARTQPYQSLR 2 INRP * NVPNPPSIAAFPRN * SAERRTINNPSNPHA * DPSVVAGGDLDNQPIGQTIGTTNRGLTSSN Sme1

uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuu * uuuu * uuuuuuuuuuuuuu * uuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuu

Hsa1 MEP-----NEMMREIRKV * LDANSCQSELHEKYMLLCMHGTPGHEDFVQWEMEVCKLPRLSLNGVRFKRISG--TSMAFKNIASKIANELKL Hsa1

Hsa2 MDP-----GDMMREIRKV * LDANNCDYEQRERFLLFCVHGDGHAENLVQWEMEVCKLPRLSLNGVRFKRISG--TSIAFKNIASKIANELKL Hsa2

Sme1 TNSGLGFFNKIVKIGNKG 2 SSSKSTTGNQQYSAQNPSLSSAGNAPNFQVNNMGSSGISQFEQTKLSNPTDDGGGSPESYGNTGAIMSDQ--- Sme1

**ORTHOLOGOUS GROUP #6: *phosphorylase kinase, alpha (PKHA)***

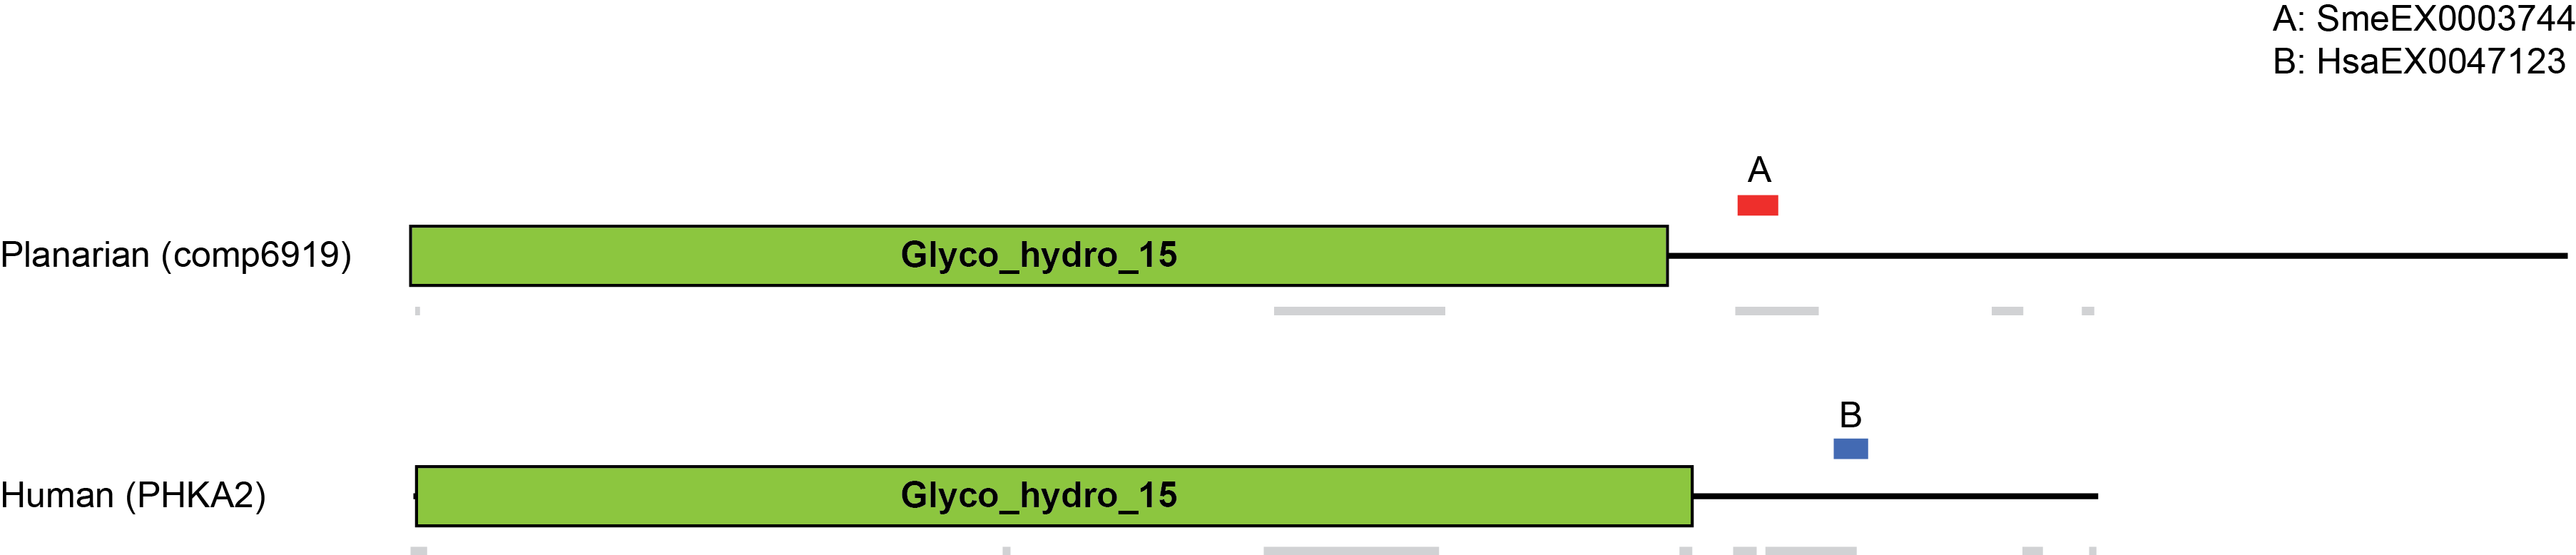

**- AS Exon key:**

SmeEX0003744

HsaEX0047123

**- Protein Domain key:**

**Glyco_hydro_15 super family (split into 2)**

**Planarian C1**

**- Planarian proteins:**

>comp6919_c0_seq1f962A 22.0 75.0 147.1 175.0 202.0 285.2 426.0 485.1 522.0 595.2 621.1 678.1 702.1 794.0 877.0 953.1 971.1 982.0 1061.0

MSKSKLQNFYDYI**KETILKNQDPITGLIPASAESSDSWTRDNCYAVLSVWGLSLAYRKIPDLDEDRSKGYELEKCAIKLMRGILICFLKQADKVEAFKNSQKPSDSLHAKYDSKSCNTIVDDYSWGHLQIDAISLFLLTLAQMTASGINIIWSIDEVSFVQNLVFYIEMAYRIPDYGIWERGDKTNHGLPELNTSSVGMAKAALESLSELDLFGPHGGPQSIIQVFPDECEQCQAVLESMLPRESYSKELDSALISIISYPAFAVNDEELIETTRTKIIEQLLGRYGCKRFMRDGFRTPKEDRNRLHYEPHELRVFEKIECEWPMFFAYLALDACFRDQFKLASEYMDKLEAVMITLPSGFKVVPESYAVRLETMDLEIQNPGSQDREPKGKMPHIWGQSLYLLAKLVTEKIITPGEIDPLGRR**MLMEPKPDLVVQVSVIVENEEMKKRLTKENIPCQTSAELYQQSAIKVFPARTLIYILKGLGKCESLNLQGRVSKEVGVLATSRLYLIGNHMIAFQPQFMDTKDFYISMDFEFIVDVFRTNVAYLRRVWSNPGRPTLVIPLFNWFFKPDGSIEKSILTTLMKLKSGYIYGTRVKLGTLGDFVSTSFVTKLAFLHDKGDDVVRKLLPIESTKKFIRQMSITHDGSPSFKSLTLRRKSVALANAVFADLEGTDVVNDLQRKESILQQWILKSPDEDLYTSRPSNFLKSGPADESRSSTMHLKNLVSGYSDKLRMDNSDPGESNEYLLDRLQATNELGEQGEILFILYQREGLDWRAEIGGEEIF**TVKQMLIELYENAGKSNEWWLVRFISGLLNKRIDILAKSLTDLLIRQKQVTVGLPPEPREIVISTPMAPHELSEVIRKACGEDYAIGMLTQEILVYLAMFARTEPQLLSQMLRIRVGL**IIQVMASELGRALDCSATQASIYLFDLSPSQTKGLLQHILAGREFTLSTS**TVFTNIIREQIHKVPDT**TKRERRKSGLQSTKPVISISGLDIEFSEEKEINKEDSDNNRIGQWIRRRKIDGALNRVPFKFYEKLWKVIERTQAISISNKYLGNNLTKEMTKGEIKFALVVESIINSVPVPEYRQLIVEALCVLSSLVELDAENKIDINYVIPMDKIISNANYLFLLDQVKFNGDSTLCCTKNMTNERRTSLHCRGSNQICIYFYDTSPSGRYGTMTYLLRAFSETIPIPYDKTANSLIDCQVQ

>comp6919_c0_seq1 22.0 75.0 147.1 175.0 202.0 285.2 426.0 485.1 522.0 595.2 621.1 678.1 702.1 794.0 877.0 953.1 964.0 1043.0

MSKSKLQNFYDYI**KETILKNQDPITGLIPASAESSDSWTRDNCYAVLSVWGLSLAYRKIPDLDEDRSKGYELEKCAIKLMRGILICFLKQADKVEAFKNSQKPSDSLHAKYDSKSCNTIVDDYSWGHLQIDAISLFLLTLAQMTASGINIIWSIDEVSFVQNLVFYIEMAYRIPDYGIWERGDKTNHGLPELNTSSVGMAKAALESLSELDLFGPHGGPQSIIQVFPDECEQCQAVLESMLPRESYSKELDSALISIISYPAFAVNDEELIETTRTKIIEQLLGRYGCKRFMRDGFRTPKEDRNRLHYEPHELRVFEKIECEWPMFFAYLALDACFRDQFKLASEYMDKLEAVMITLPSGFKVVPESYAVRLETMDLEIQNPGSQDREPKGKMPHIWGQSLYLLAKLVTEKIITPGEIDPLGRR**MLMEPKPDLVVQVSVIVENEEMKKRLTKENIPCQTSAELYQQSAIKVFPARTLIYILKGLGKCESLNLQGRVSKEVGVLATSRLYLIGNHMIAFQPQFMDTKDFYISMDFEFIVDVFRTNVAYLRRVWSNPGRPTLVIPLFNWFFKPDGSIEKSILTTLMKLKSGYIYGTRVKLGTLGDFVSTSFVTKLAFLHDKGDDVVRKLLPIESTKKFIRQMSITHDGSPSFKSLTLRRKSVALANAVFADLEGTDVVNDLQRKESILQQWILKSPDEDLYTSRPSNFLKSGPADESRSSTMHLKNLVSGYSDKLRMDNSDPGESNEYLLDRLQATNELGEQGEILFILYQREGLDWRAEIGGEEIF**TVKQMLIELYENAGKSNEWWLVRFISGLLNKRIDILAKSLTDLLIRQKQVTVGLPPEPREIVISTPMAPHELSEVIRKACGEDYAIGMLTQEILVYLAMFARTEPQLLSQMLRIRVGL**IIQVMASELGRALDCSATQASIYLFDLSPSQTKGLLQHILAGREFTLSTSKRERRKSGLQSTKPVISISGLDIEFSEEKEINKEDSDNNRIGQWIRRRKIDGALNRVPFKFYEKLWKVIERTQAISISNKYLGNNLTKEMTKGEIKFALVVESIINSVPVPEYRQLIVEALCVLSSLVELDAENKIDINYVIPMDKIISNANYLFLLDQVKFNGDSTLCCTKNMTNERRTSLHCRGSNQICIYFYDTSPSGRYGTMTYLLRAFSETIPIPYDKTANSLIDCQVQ

**- Human proteins:**

>PKHA2_ENSP00000369274 27.0 80.0 96.0 152.1 180.0 207.0 240.0 289.0 307.0 348.0 380.0 416.0 442.1 487.1 524.0 572.1 598.2 655.1 713.1 743.0 787.2 840.0 866.2 893.0 936.1 970.1 1010.0 1020.0 1038.0 1095.0 1113.0 1180.0

MRSRSNS**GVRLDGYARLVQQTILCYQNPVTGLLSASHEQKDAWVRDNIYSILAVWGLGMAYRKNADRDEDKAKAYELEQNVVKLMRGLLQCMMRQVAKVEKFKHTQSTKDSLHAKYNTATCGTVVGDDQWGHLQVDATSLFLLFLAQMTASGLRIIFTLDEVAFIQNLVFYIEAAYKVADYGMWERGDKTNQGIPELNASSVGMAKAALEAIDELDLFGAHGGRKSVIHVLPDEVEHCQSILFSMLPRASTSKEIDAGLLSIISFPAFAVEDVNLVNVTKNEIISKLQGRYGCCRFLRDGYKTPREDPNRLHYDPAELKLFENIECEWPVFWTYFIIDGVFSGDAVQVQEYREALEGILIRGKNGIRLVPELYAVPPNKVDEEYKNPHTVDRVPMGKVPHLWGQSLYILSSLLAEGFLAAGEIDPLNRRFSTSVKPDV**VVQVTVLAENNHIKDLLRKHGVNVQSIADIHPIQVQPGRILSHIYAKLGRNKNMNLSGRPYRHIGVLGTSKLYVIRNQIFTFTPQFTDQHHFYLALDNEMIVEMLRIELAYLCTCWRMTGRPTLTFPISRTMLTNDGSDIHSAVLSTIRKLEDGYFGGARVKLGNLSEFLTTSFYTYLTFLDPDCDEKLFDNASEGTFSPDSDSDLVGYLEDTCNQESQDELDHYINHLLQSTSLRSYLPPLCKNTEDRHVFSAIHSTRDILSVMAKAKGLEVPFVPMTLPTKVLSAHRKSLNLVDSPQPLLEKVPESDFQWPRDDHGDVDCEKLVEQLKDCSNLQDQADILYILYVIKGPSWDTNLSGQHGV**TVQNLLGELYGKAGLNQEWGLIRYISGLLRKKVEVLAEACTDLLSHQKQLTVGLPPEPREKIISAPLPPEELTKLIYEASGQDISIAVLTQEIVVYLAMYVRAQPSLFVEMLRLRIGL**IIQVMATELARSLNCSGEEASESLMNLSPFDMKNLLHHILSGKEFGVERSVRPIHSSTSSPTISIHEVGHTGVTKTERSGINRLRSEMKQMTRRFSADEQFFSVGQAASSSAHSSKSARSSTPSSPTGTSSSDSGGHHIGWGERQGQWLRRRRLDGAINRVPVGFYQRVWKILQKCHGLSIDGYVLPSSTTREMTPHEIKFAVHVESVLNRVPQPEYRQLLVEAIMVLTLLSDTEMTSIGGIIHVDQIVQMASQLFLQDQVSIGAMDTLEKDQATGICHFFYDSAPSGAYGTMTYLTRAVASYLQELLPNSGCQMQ

Sme1E: comp6919_c0_seq1 (exclusion form)

Sme1I: comp6919_c0_seq1f962A (inclusion form)

Hsa1: PKHA2_ENSP00000369274

Sme1E -MSKS----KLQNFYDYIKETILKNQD 0 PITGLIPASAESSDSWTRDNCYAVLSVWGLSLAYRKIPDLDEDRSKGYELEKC 0 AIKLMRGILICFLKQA * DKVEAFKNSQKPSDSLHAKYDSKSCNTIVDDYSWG Sme1E

Sme1I -MSKS----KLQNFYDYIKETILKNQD 0 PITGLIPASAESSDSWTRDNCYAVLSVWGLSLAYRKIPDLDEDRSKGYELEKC 0 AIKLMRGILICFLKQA * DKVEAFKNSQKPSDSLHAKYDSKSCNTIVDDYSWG Sme1I

Hsa1 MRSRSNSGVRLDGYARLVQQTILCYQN 0 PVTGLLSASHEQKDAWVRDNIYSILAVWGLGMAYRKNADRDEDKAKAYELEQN 0 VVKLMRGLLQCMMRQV 0 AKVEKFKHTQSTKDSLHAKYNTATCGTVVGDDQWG Hsa1

Sme1E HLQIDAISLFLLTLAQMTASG 1 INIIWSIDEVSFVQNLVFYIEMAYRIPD 0 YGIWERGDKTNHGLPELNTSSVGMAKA 0 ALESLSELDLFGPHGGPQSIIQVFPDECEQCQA * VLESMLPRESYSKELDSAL Sme1E

Sme1I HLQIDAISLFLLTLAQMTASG 1 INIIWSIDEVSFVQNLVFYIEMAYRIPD 0 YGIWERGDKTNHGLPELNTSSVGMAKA 0 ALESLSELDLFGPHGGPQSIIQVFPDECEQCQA * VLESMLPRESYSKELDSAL Sme1I

Hsa1 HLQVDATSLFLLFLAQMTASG 1 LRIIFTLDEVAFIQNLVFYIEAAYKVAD 0 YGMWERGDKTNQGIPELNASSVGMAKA 0 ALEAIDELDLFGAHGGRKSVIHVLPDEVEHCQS 0 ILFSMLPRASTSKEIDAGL Hsa1

Sme1E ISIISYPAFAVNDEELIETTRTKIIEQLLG * R 2 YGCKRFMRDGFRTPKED * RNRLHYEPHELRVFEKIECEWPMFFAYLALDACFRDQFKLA * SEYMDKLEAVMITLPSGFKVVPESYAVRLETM * DLEI Sme1E

Sme1I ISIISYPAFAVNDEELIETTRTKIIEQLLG * R 2 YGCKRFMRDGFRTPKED * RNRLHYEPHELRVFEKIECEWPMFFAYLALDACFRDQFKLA * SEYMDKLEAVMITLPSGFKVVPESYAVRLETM * DLEI Sme1I

Hsa1 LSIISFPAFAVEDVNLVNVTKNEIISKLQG 0 R * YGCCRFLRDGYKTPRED 0 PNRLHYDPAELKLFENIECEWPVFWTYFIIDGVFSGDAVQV 0 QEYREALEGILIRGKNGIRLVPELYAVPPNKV 0 DEEY Hsa1

Sme1E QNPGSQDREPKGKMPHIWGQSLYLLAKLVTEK * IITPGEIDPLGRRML 0 MEPKPDLVVQV * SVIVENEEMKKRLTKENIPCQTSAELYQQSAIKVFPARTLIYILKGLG 1 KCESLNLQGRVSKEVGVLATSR Sme1E

Sme1I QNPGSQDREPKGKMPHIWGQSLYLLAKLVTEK * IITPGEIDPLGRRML 0 MEPKPDLVVQV * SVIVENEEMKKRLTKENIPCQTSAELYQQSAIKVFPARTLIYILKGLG 1 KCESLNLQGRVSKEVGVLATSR Sme1I

Hsa1 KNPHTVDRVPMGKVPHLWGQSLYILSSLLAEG 0 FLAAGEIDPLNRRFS * TSVKPDVVVQV 1 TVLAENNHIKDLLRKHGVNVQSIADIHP---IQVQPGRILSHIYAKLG 1 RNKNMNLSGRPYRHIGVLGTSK Hsa1

Sme1E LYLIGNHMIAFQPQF 0 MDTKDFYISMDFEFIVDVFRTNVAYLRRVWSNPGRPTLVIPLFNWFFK * PDGS-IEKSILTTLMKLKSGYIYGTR 2 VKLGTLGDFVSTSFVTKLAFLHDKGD 1 D-----VVRKLLP Sme1E

Sme1I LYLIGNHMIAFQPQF 0 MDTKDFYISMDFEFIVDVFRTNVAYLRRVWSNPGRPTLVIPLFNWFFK * PDGS-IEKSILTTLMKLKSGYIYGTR 2 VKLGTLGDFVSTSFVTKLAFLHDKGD 1 D-----VVRKLLP Sme1I

Hsa1 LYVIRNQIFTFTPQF 0 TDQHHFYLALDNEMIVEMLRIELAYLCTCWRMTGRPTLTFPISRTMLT 1 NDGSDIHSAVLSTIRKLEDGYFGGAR 2 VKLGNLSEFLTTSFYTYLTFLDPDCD * EKLFDNASEGTFS Hsa1

Sme1E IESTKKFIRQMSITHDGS * PS------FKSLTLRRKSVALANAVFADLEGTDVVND 1 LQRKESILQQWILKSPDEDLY * T--SR 1 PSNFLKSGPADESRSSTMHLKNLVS * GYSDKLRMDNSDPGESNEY Sme1E

Sme1I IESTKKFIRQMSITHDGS * PS------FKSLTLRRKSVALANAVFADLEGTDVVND 1 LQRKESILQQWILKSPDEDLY * T--SR 1 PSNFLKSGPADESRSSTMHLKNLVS * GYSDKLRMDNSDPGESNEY Sme1I

Hsa1 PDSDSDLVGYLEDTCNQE 1 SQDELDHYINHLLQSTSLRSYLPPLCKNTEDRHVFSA * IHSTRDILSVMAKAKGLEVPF 1 VPMTL * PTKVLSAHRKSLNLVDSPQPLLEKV 0 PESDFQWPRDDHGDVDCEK Hsa1

Sme1E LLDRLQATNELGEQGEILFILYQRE * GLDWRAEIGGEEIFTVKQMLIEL 0 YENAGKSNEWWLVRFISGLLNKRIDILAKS * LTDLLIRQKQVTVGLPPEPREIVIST * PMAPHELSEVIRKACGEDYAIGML Sme1E

Sme1I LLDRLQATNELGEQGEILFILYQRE * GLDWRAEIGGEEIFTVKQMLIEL 0 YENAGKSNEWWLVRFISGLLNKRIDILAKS * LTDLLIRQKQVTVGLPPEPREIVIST * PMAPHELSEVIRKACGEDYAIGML Sme1I

Hsa1 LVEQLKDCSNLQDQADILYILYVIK 2 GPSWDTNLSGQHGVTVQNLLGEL * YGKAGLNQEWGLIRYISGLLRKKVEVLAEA 0 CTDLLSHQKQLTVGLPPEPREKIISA 2 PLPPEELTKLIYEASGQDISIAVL Hsa1

Sme1E TQE 0 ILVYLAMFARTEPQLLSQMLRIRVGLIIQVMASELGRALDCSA * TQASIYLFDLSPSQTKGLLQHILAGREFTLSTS 1 - * --------------------- 1 KRERRKSGLQ--------- * -- Sme1E

Sme1I TQE 0 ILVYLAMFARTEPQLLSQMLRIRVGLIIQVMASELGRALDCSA * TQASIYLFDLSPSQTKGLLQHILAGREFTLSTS 1 T * ----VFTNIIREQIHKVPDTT 1 KRERRKSGLQ--------- * -- Sme1I

Hsa1 TQE 0 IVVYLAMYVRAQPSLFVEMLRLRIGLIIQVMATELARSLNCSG 1 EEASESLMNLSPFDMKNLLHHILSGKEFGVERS * V 1 *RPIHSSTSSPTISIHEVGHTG * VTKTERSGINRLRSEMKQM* 0 TR Hsa1

Sme1E -------- * -------S 0 TKPVISISGL * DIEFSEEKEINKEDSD------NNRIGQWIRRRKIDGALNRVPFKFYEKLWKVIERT * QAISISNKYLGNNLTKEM 0 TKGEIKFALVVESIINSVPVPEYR Sme1E

Sme1I -------- * -------S 0 TKPVISISGL * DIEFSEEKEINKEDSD------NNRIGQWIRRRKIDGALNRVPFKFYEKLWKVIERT * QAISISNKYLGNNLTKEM 0 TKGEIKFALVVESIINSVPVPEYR Sme1I

Hsa1 RFSADEQF 0 FSVGQAAS * SSAHSSKSAR 0 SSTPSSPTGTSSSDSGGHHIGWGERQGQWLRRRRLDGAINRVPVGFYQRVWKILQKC 0 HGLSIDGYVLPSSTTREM 0 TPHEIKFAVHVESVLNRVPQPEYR Hsa1

Sme1E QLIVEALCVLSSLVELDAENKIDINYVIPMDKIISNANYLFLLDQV * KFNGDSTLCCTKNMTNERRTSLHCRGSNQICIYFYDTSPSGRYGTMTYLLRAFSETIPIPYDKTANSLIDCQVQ Sme1E

Sme1I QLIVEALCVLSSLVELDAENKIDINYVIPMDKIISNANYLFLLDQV * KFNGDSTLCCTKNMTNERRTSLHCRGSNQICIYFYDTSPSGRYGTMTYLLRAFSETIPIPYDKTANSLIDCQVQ Sme1I

Hsa1 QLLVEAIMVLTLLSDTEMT---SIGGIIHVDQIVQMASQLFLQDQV 0 SIGAMDTLEKDQ--------------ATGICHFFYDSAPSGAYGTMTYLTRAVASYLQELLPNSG-----CQMQ Hsa1

**ORTHOLOGOUS GROUP #7: *Procollagen-lysine, 2-oxoglutarate 5-dioxygenase (PLOD)***

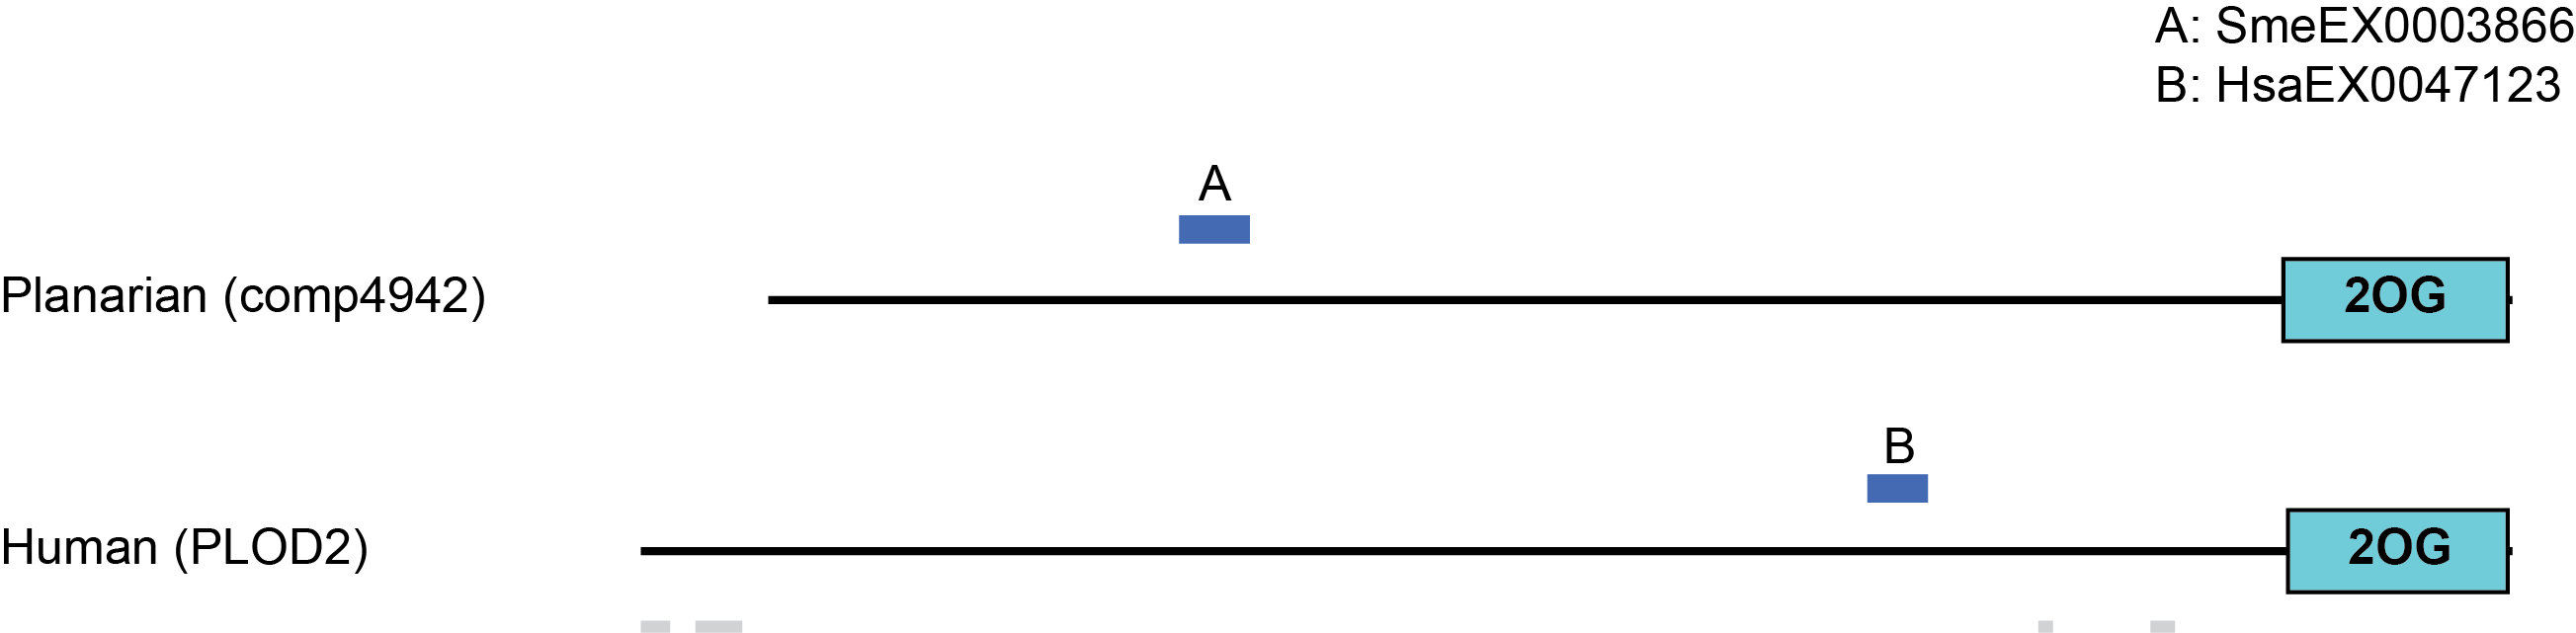

**- AS Exon key:**

SmeEX0003866

HsaEX0047123

**- Protein Domain key:**

**P4Hc Prolyl 4-hydroxylase alpha subunit homologues; Mammalian enzymes catalyse hydroxylation**

**Human C1**

**- Planarian proteins:**

>comp4942_c0_seq1 29.0 74.2 113.0 168.0 189.1 222.0 256.0 300.0 340.2 416.2 464.0 502.0 611.2 654.0

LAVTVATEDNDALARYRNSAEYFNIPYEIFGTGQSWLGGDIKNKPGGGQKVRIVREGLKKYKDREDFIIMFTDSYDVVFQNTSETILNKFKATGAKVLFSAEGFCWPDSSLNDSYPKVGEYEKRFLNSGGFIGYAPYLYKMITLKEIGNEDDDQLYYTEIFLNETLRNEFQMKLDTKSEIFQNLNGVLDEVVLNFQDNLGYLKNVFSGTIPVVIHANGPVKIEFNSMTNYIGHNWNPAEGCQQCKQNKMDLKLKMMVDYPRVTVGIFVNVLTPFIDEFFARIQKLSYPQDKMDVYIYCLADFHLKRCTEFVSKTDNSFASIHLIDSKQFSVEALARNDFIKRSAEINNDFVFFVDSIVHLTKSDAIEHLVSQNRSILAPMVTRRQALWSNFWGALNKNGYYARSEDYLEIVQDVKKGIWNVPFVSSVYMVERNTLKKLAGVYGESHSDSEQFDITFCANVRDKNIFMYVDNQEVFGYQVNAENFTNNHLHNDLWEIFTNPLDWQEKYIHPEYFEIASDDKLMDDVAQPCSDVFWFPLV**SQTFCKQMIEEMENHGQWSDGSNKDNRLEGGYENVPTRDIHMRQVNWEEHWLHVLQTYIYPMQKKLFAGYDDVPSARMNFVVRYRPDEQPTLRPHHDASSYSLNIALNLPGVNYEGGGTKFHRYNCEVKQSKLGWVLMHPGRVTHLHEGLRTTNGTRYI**FVTFVNP

**- Human proteins:**

>PLOD2_ENSP00000282903 37.1 68.0 113.2 168.1 206.0 227.1 260.0 294.0 336.0 376.2 411.2 453.2 501.0 522.0 560.0 582.0 617.0 666.0 708.0

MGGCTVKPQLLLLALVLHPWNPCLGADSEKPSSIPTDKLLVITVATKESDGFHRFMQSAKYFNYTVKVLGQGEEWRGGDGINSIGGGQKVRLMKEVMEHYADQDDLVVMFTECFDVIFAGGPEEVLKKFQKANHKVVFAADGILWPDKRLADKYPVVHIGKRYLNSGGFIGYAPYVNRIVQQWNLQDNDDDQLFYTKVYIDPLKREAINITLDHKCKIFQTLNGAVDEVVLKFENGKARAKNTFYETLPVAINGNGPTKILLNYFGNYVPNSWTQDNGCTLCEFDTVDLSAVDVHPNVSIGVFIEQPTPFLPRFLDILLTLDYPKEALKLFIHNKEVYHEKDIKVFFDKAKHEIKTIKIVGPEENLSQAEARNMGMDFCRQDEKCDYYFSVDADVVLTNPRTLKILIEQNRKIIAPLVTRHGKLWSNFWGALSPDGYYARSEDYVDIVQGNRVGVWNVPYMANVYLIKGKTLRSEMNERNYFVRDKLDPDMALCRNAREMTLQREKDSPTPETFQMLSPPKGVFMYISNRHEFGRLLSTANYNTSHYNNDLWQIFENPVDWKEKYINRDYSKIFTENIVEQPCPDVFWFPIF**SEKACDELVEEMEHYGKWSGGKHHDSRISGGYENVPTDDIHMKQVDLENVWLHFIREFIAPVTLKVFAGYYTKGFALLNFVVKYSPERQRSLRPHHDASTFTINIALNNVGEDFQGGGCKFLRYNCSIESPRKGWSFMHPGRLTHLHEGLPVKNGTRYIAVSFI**DP

Hsa1E: PLOD2_ENSP00000353170 (exclusion form)

Hsa1I: PLOD2_ENSP00000282903 (inclusion form)

Sme1: comp4942_c0_seq1

Hsa1E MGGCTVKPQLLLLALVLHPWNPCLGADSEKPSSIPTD 1 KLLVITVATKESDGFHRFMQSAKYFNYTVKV 0 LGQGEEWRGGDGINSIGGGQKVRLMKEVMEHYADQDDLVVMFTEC 2 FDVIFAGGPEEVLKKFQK Hsa1E

Hsa1I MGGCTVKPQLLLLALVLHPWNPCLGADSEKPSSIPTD 1 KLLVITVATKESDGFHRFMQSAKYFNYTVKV 0 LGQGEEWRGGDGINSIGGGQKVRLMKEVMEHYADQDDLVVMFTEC 2 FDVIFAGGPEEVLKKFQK Hsa1I

Sme1 ------------------------------------- * --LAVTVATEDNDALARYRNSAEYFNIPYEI 0 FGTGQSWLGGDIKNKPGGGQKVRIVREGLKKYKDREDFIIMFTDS 2 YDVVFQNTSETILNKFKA Sme1

uuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 0 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 2 uuuuuuuuuuuuuuuuuu

Hsa1E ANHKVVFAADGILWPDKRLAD * KYPVV-HIGKRYLNSGG 1 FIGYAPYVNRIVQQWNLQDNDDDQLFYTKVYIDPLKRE 0 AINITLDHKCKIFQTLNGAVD 1 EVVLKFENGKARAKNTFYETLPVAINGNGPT Hsa1E

Hsa1I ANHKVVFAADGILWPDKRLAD * KYPVV-HIGKRYLNSGG 1 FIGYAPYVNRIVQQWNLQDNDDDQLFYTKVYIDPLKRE 0 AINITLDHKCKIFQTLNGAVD 1 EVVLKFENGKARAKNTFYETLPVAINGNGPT Hsa1I

Sme1 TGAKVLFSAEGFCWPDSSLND 0 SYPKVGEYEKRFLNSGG * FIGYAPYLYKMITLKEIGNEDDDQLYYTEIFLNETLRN 0 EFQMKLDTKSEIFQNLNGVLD 1 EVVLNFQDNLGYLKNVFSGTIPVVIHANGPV Sme1

uuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 0 uuuuuuuuuuuuuuuuuuuuu 1 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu

Hsa1E KI 0 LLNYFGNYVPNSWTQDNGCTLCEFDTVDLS--AV * DV 0 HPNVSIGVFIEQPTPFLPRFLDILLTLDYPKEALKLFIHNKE 0 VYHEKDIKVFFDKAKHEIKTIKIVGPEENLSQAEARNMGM 2 DFCRQ Hsa1E

Hsa1I KI 0 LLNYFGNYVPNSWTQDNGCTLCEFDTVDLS--AV * DV 0 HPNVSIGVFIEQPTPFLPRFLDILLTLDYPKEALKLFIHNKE 0 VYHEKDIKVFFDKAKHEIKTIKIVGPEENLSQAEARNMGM 2 DFCRQ Hsa1I

Sme1 KI 0 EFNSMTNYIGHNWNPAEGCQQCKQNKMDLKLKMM 0 VD * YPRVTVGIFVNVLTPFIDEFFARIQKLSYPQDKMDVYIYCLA 0 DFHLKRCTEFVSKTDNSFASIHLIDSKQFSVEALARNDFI 2 KRS-A Sme1

uu 0 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 0 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 2 uuuuu

Hsa1E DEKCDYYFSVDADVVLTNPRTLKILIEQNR 2 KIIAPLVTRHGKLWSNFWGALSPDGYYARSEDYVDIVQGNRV 2 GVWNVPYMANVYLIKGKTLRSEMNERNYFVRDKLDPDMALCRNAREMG 0 ----------- Hsa1E

Hsa1I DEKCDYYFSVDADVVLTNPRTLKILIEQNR 2 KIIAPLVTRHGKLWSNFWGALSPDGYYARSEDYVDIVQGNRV 2 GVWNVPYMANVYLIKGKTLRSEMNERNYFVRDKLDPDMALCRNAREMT 0 LQREKDSPTPE Hsa1I

Sme1 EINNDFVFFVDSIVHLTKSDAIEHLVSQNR * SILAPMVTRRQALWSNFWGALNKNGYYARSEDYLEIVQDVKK 2 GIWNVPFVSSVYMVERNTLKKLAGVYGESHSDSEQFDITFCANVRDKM 0 ----------- Sme1

uuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 2 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuu

Hsa1E ---------- 0 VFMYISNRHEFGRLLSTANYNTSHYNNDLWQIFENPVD 0 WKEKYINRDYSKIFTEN----IVEQP 0 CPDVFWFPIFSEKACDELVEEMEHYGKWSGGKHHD 0 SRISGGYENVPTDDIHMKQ Hsa1E

Hsa1I TFQMLSPPKG 0 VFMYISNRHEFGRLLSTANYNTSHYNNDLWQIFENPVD 0 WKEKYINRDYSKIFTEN----IVEQP 0 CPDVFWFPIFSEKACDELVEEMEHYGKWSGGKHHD 0 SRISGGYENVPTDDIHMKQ Hsa1I

Sme1 ---------- 0 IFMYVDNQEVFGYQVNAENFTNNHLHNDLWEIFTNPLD 0 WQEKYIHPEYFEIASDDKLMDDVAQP * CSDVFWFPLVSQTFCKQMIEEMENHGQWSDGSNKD * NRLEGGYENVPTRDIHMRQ Sme1

uuuuuuuuuu 0 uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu 0 uuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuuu * uuuuuuuuuuuuuuuuuuu

Hsa1E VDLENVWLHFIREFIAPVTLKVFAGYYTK * G 0 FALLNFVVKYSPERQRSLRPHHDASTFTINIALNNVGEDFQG 0 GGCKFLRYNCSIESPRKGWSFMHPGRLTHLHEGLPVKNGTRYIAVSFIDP Hsa1E

Hsa1I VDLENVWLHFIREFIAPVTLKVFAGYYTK * G 0 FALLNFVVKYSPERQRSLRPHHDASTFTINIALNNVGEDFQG 0 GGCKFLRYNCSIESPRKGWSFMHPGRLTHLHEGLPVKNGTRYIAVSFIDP Hsa1I

Sme1 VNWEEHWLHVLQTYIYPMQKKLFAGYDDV 2 P * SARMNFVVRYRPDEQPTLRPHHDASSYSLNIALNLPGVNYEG 0 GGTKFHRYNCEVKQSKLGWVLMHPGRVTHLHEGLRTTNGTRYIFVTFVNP Sme1

**ORTHOLOGOUS GROUP #8: *Cytoplasmic linker associated protein (CLASP)***

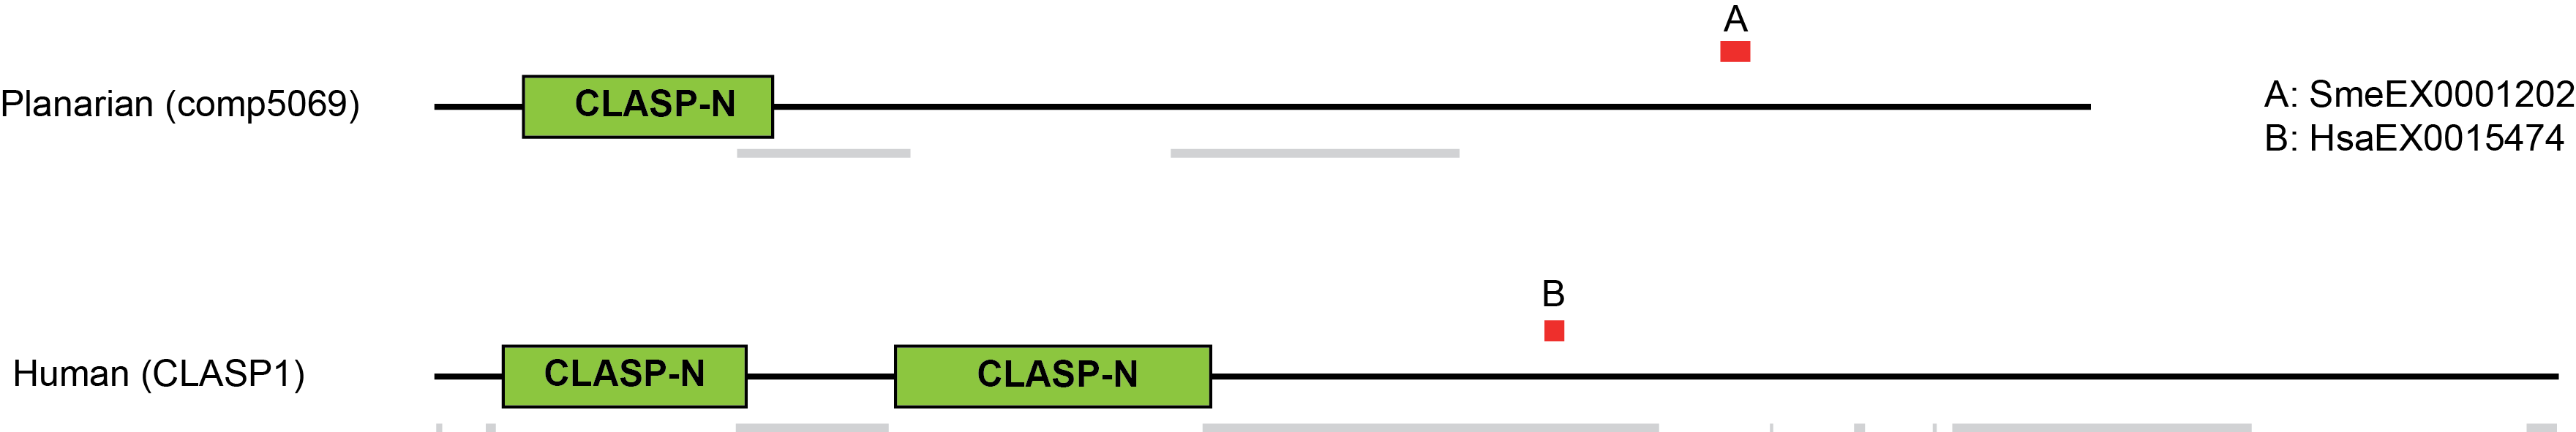

**- AS Exon key:**

SmeEX0001202

HsaEX0015474

**- Protein Domain key:**

**CLASP N terminal**

**- Planarian proteins:**

>comp5069_c0_seq1 730.2 784.0 876.0 892.1 912.1 932.1 975.2 984.0 1097.0 1135.0

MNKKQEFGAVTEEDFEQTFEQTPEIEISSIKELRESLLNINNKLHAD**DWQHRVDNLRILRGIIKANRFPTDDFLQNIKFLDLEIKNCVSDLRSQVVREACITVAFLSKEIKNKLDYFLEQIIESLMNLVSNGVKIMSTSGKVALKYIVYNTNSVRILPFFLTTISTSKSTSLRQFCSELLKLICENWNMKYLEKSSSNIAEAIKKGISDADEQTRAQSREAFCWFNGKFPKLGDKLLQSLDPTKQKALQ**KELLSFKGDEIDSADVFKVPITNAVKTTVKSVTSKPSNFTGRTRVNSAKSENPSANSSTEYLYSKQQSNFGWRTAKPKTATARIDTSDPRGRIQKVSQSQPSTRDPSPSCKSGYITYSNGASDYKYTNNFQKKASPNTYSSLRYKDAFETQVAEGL*KKSRRNSHD*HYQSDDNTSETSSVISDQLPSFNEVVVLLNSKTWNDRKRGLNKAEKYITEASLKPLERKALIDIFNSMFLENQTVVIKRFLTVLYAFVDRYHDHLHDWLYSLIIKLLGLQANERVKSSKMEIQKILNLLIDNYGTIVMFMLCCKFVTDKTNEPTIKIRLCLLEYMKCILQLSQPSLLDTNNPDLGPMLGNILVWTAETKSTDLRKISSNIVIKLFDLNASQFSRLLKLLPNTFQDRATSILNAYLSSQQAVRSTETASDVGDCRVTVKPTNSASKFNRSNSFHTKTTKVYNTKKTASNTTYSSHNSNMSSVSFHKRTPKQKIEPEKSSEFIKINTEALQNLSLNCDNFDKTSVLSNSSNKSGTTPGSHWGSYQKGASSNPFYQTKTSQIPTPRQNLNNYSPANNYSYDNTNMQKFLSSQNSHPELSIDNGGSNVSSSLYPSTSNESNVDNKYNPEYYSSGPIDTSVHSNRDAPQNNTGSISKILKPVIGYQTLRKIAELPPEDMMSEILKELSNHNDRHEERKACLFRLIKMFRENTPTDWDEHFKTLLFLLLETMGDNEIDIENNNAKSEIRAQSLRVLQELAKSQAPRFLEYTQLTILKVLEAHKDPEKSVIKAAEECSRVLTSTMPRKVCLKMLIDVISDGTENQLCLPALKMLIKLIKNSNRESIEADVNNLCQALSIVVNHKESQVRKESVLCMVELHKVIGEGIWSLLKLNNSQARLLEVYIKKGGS

**- Human proteins:**

> CLASP1_ENSP00000386442 66.0 92.1 127.0 157.2 183.0 215.2 238.1 289.1 314.0 345.0 393.2 439.0 462.2 482.2 508.2 564.2 581.1 638.1 673.1 682.1 738.1 773.0 781.0 862.2 884.0 885.0 939.2 966.0 1014.0 1062.0 1097.2 1148.0 1229.1 1293.0 1336.0 1405.0 1444.0

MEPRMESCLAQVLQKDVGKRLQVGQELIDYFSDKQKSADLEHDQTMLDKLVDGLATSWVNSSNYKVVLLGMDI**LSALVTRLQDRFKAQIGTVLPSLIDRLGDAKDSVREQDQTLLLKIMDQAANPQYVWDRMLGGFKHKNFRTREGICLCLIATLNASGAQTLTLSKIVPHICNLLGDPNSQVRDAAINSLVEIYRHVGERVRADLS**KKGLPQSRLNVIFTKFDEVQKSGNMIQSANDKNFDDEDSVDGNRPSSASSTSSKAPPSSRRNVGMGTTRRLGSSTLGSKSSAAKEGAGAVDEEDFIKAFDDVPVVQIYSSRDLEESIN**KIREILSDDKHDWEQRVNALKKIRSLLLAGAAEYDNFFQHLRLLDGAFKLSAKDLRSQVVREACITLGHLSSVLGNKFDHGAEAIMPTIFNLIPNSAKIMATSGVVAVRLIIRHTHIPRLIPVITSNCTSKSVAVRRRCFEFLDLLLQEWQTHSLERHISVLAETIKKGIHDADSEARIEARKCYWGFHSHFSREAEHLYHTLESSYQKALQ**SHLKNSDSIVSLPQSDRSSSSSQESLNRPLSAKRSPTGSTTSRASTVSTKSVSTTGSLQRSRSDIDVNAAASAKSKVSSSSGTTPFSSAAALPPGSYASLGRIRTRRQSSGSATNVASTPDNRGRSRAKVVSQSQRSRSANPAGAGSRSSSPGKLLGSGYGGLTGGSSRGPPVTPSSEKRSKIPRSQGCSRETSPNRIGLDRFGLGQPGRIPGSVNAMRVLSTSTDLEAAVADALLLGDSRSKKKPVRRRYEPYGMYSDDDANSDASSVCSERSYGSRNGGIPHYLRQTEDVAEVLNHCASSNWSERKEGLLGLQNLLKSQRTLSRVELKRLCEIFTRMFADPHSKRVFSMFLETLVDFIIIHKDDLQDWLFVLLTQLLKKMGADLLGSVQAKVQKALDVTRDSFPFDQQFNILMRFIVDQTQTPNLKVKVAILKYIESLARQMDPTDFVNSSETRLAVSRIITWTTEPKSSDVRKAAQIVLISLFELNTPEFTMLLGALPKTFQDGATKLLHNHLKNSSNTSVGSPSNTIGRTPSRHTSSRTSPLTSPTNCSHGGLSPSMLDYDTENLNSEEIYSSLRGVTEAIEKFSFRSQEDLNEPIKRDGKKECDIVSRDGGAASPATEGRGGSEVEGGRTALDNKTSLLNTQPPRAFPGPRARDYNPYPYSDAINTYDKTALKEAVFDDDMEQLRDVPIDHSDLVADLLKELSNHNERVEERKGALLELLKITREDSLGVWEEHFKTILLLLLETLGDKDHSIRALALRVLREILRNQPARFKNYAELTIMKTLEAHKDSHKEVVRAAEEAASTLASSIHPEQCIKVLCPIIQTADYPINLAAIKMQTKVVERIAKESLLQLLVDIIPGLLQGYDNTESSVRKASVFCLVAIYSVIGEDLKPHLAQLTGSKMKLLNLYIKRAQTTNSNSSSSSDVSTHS

Sme1: comp5069_c0_seq1_full

Hsa1: CLASP1_ENSP00000386442

Sme1 ------------------------------------------------------------------ * -------------------------- * ----------------------------------- * ---- Sme1

Hsa1 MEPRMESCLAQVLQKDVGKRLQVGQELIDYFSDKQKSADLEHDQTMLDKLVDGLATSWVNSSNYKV 0 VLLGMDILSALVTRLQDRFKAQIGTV 1 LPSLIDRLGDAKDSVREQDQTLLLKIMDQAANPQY 0 VWDR Hsa1

Sme1 -------------------------- * -------------------------- * -------------------------------- * ----------------------- * --------------------- Sme1

Hsa1 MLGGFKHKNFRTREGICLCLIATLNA 2 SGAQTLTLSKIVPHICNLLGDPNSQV 0 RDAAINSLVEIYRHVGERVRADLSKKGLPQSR 2 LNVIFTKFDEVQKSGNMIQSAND 1 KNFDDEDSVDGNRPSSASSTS Hsa1

Sme1 ----------------------------MN * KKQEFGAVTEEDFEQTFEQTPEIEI * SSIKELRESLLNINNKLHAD--DWQHRVDNL * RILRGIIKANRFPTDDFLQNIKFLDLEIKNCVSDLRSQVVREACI Sme1

Hsa1 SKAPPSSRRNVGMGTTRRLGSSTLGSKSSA 1 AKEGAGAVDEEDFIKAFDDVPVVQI 0 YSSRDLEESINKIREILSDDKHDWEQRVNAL 0 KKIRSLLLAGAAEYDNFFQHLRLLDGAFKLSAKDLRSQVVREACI Hsa1

Sme1 TVA * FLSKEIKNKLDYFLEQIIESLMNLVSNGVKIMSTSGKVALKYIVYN * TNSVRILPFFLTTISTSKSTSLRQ * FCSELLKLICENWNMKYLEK * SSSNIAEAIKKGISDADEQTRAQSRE * AFCWFN Sme1

Hsa1 TLG 2 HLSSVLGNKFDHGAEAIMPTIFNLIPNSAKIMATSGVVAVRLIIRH 0 THIPRLIP-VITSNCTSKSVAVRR 2 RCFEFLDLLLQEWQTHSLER 2 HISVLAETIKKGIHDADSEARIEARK 2 CYWGFH Hsa1

Sme1 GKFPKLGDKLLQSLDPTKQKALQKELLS---------------------- * ----------------- * --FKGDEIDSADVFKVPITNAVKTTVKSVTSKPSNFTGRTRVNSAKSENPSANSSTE * YLYSKQQ Sme1

Hsa1 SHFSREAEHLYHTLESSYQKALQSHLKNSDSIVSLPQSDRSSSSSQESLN 2 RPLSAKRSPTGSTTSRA 1 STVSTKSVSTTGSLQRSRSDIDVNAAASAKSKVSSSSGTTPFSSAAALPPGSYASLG 1 RIRTRRQ Hsa1

Sme1 S-----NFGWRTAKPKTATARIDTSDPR * GRIQKVSQS * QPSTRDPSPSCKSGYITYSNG-------------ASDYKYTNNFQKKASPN----- * ---------------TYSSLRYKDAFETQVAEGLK * Sme1

Hsa1 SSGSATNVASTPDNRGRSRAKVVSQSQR 1 SRSANPAGA 1 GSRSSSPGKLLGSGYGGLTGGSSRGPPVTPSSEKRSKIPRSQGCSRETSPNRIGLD 1 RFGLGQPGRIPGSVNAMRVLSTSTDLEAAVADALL 0 Hsa1

Sme1 KS------ * -----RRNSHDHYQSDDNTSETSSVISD---------------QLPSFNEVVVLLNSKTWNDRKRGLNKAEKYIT-EASLK * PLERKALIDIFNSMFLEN-QTV * V * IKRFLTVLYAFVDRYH Sme1

Hsa1 LGDSRSKK 0 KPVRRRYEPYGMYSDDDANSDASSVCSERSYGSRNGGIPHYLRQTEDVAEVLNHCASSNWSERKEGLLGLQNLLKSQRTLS 2 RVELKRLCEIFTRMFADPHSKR 0 V 0 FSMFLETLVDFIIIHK Hsa1

Sme1 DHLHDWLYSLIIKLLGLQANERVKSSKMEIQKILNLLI * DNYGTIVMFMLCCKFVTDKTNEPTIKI * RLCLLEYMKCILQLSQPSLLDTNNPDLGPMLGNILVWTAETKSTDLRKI * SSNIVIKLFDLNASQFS Sme1

Hsa1 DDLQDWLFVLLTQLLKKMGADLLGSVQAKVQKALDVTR 2 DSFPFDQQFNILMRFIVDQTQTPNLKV 0 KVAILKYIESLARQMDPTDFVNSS-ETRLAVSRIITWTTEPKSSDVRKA 0 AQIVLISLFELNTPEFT Hsa1

Sme1 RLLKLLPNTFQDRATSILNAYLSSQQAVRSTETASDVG * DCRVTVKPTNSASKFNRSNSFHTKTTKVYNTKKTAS * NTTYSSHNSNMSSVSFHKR 2 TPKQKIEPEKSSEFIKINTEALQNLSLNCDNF * DKT Sme1

Hsa1 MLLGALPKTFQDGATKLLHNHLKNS-------SNTSVG 0 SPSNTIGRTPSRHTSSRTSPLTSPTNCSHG-GLSPS 2 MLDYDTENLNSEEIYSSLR * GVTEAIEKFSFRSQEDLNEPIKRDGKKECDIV 0 SRD Hsa1

Sme1 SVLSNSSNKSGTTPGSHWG 0 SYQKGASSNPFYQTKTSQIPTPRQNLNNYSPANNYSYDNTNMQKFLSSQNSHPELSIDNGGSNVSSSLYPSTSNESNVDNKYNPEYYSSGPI 0 DTSVHSNRDA * PQNNTG 1 S Sme1

Hsa1 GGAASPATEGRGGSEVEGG * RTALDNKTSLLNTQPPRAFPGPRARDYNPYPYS-------------------------------------------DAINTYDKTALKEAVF * DDDMEQLRDV 1 PIDHS- * - Hsa1

Sme1 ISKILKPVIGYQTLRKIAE 1 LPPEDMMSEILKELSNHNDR 1 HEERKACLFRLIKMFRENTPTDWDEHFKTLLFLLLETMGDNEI 2 DIENNNAKS 0 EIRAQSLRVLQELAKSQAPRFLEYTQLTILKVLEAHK Sme1

Hsa1 ------------------- * ----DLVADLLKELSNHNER * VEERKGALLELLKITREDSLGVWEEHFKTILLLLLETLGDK-- * -------DH 0 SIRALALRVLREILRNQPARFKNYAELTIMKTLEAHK Hsa1

Sme1 DPEKSV * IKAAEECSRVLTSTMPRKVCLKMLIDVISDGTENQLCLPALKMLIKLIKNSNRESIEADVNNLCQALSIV 0 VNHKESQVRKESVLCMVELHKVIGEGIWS-LLKLNNSQA 0 RLLEVYIKKGGS---- Sme1

Hsa1 DSHKEV 0 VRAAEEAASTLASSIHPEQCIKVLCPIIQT-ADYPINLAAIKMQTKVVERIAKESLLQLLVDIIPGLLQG 0 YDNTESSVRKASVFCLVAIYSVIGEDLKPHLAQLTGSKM 0 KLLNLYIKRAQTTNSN Hsa1

**ORTHOLOGOUS GROUP #9: *Cytoplasmic linker associated protein (MBNL)***

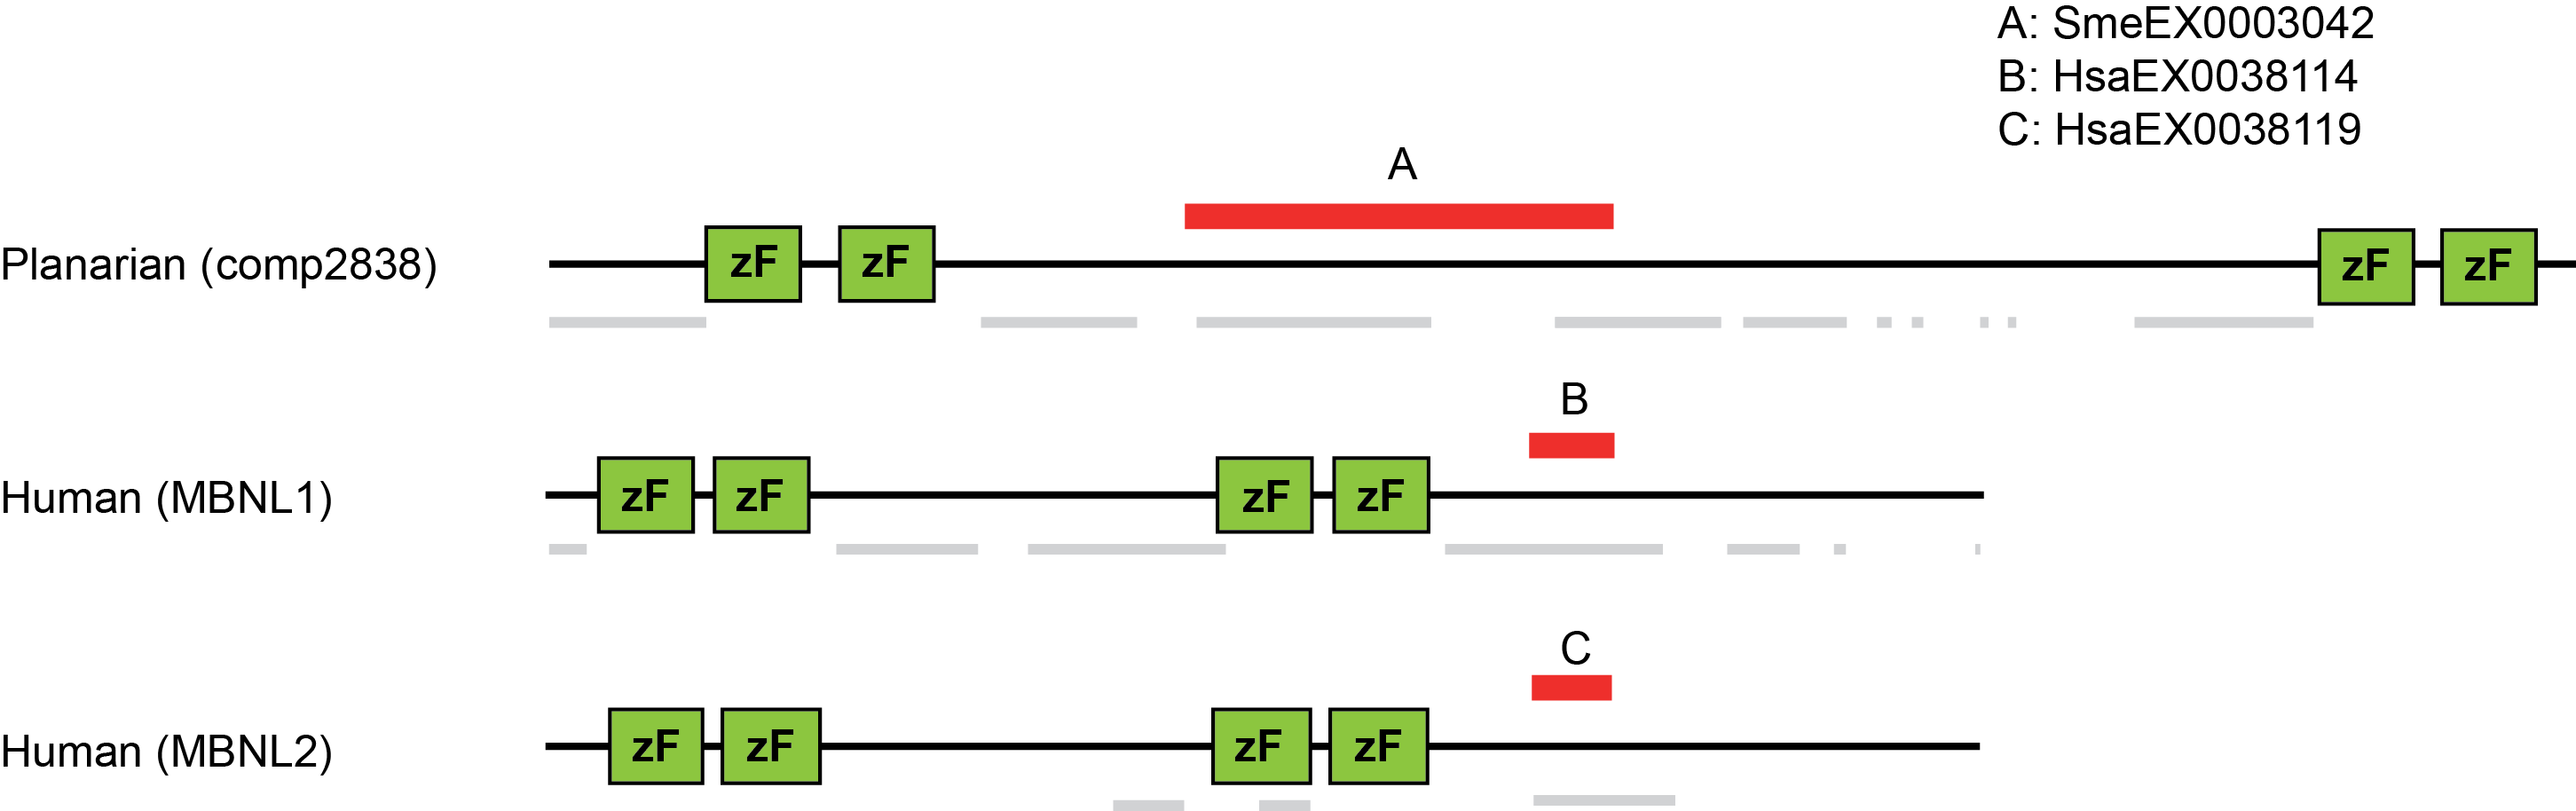

**- AS Exon key:**

SmeEX0003042

HsaEX0038114

HsaEX0038119

**- Protein Domain key:**

**Zn finger**

**- Planarian proteins:**

>comp2838_c0_seq1 2.2 89.0 122.0 176.0 287.0 450.1 478.0 507.1

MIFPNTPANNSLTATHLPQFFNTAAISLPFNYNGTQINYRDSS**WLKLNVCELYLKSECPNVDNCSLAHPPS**TVKIE**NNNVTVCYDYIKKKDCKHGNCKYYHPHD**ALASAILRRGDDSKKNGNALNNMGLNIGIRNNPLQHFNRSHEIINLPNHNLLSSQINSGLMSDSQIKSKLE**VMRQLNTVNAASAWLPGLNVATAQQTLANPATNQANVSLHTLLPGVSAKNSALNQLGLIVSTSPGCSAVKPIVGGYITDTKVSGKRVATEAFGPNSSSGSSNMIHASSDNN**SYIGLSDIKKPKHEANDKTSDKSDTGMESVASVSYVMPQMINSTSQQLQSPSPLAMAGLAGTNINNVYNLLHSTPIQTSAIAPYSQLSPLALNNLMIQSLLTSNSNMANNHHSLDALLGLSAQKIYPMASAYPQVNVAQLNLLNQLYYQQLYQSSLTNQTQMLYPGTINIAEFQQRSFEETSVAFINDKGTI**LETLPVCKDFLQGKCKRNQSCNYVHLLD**SNVEVK**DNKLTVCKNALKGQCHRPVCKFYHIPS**YQLQKLGFST

**- Human proteins:**

>MBNL1 59.0 116.0 184.0 270.0 288.0 339.1 371.0

MAVSVTPIRDTK**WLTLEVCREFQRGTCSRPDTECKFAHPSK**SCQVE**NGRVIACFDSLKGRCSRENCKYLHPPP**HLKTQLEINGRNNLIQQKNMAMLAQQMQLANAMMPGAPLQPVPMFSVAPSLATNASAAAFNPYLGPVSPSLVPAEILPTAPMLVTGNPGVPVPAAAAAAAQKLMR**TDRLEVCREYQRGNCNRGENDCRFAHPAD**STMIDTN**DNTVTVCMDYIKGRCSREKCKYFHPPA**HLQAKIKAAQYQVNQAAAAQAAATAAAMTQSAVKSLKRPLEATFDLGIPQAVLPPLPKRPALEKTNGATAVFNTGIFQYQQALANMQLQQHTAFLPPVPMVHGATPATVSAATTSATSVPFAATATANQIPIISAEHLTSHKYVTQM

>MBNL2

MALNVAPVRDTK**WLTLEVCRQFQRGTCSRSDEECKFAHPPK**SCQVE**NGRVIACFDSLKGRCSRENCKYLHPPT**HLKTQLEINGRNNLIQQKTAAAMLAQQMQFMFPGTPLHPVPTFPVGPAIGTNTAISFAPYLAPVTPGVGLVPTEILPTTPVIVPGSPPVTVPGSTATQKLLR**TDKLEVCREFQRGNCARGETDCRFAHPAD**STMIDTS**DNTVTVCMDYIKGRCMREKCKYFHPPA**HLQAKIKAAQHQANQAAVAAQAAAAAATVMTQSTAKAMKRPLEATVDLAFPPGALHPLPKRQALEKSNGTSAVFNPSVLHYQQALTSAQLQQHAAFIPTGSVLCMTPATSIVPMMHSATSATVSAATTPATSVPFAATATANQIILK

**Intron alignment not needed (different protein regions)**

**ORTHOLOGOUS GROUP #10: *Dynamin (DNM)***

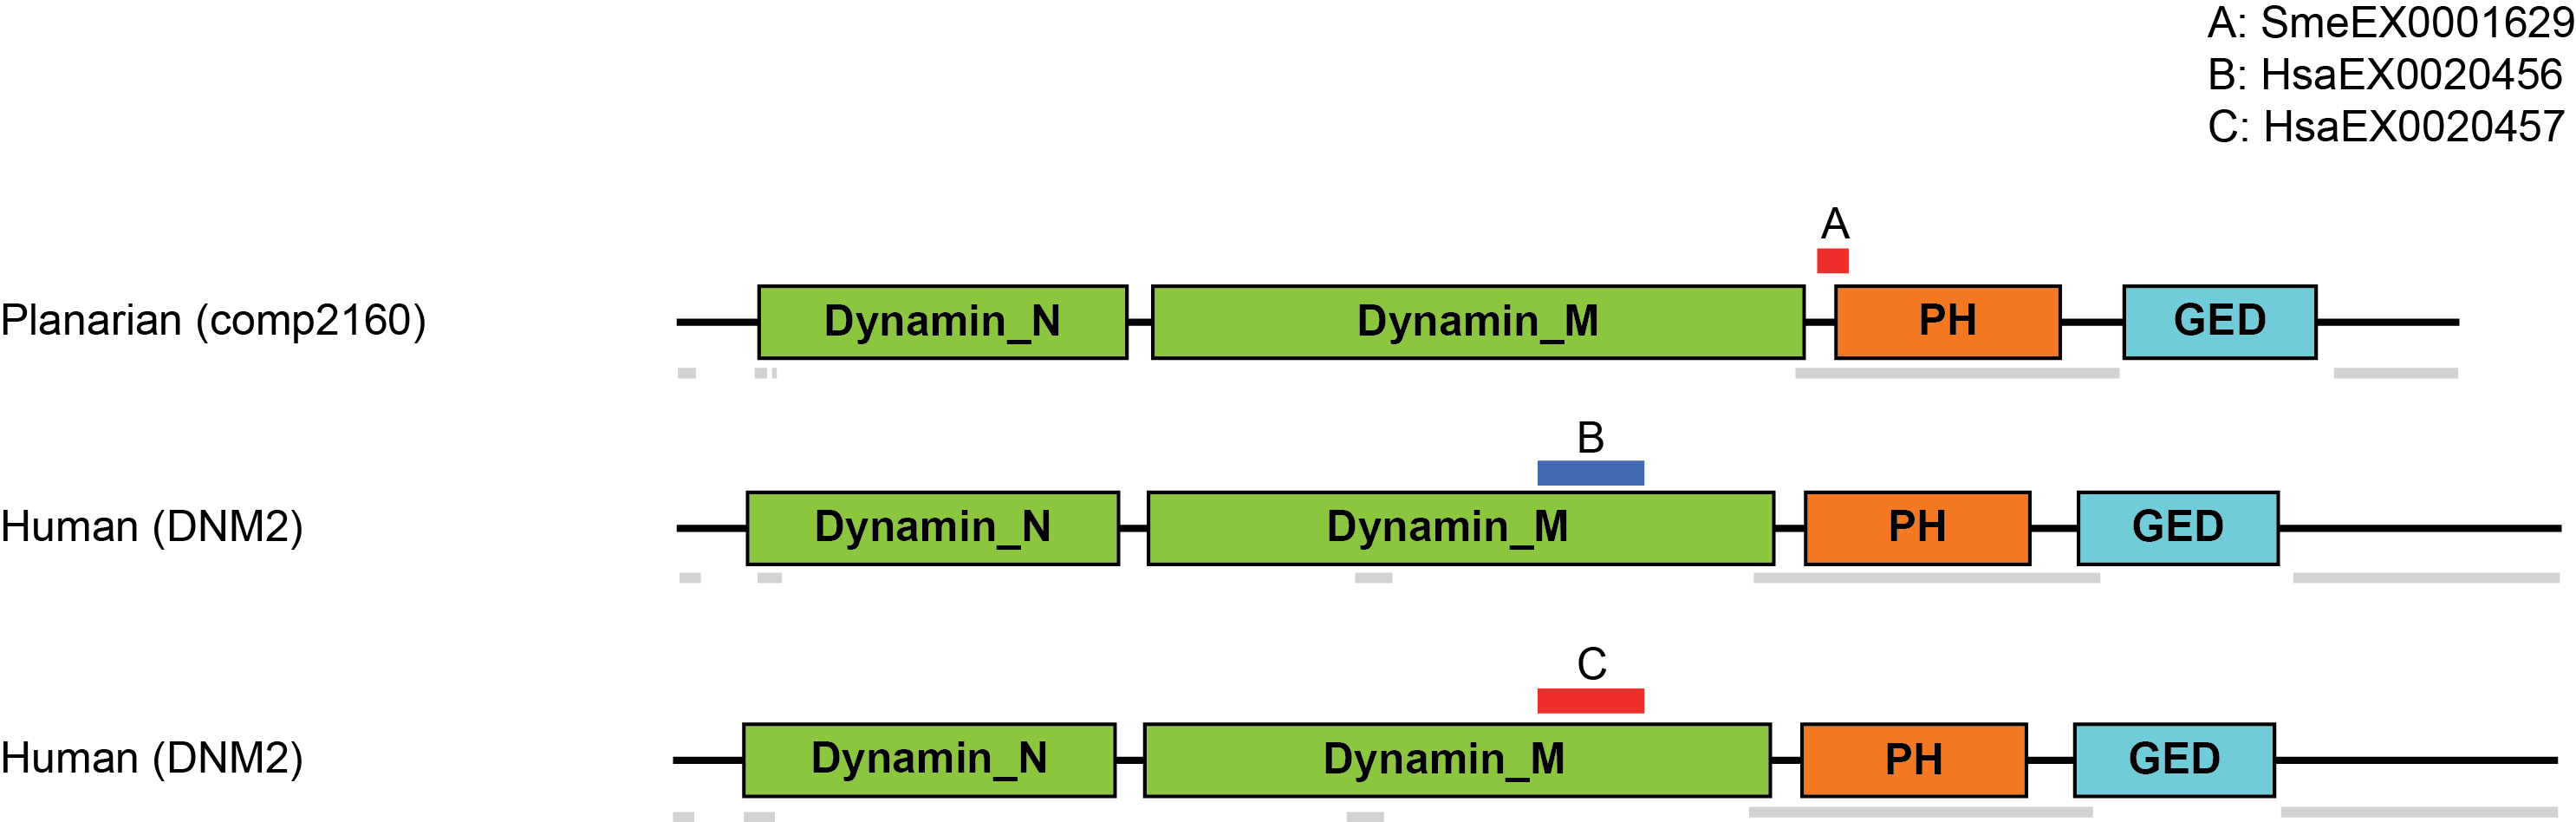

**- AS Exon key:**

SmeEX0001629

HsaEX0020456

HsaEX0020457

(mutually exclusive exons)

**- Protein Domain key:**

**Dynamin-type guanine nucleotide-binding (G) domain**

**PH domain**

**GED domain**

**- Planarian proteins:**

>comp2160_c0_seq1 55.2 80.1 130.1 230.2 332.2 378.0 390.0 412.2 459.0 511.2 528.0 535.0 573.0 652.0 768.0 811.2

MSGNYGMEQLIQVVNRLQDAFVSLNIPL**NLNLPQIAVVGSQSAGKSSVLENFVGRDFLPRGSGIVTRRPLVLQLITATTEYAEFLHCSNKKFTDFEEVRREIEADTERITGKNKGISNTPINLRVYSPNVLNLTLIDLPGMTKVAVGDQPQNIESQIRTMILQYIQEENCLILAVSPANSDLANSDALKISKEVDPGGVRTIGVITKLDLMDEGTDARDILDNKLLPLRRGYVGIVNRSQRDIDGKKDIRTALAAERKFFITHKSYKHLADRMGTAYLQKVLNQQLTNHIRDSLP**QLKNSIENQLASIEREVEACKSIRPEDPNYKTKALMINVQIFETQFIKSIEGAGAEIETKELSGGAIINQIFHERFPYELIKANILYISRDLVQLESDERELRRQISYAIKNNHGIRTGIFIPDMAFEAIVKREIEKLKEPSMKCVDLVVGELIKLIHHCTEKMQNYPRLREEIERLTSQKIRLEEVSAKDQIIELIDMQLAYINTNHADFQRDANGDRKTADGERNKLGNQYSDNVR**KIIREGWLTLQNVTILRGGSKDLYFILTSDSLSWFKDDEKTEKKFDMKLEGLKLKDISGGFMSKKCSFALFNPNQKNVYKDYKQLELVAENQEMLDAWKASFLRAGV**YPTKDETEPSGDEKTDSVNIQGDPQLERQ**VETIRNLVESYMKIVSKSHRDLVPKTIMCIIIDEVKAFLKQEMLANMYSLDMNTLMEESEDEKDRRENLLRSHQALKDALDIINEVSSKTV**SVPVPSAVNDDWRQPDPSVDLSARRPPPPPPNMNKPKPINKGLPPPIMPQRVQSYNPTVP

**- Human proteins:**

>DNM2_ENSP00000468734 54.2 79.1 129.1 197.1 230.1 284.0 331.2 377.0 399.2 446.0 475.0 498.2 516.0 520.0 558.0 594.2 632.0 687.0 764.2 848.2

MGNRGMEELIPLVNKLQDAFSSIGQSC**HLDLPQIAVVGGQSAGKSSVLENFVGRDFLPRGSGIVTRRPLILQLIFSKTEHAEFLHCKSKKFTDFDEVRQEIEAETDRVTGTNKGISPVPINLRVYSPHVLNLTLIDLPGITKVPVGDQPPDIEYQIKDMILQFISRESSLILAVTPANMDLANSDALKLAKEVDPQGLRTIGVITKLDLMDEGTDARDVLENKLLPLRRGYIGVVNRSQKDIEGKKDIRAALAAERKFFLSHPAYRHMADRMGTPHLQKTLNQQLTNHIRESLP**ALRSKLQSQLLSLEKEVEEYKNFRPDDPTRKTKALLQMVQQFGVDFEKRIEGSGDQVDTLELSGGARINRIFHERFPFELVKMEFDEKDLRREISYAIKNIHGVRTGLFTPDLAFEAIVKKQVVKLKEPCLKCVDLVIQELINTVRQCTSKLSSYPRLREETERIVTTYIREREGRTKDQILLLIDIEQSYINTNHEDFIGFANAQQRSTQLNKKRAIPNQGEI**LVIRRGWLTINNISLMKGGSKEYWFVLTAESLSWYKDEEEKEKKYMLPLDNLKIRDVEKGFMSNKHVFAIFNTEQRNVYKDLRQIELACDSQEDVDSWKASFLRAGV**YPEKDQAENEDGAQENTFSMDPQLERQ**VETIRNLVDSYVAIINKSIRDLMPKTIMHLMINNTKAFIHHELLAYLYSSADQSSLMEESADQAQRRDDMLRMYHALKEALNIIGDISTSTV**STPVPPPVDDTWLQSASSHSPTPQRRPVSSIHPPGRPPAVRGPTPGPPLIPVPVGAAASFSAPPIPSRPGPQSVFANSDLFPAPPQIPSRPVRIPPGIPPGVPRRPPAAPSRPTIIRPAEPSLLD

Hsa1A: DNM2_ENSP00000468734

Hsa1B: DNM2_ENSP00000313164

Sme1: comp2160_c0_seq1

Hsa1A -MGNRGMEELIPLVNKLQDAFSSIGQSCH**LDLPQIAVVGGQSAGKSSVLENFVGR 2 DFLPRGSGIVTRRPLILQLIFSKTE 1 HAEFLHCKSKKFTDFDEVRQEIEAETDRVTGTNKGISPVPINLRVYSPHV 1 L** Hsa1A

Hsa1B -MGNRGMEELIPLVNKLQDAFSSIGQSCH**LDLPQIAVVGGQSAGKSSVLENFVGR 2 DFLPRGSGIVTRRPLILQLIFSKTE 1 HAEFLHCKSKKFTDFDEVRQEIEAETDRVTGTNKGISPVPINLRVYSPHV 1 L** Hsa1B

Sme1 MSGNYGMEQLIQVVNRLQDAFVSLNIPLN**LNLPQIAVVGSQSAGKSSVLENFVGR 2 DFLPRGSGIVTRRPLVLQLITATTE 1 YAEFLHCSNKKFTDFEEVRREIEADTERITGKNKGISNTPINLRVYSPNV 1 L** Sme1

Hsa1A **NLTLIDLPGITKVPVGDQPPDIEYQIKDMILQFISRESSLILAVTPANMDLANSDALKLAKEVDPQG 1 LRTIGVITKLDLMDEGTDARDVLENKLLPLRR * G 1 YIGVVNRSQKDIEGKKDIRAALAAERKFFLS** Hsa1A

Hsa1B **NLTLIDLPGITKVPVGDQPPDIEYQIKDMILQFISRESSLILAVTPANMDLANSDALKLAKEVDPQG 1 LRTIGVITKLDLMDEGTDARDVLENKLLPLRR * G 1 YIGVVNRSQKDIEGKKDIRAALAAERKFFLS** Hsa1B

Sme1 **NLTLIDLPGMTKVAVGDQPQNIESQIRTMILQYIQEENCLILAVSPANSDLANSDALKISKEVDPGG * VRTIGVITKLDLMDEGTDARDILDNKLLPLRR 2 G * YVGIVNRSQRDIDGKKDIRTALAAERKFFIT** Sme1

Hsa1A **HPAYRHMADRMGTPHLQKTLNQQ 0 LTNHIRESLP**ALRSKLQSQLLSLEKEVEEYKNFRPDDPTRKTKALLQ 2 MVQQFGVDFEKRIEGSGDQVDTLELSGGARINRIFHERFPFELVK- * -----------M 0 Hsa1A

Hsa1B **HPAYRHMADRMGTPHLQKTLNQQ 0 LTNHIRESLP**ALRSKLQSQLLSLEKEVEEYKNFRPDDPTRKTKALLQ 2 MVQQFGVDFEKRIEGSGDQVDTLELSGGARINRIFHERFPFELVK- * -----------M 0 Hsa1B

Sme1 **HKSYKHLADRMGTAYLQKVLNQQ * LTNHIRDSLP**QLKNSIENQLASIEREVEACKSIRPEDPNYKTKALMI 2 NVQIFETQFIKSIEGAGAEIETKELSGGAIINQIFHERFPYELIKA 0 NILYISRDLVQL 0 Sme1

Hsa1A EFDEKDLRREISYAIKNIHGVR 2 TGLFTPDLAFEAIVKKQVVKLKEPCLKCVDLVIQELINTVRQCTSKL 0 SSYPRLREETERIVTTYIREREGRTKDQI 0 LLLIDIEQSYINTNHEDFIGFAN 2 AQQRST- Hsa1A

Hsa1B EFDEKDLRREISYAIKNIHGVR 2 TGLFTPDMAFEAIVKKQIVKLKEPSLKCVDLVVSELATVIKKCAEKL 0 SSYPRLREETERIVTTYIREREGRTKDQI 0 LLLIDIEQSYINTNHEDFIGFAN 2 AQQRST- Hsa1B

Sme1 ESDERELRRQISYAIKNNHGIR 2 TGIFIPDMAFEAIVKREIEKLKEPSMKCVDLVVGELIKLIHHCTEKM 0 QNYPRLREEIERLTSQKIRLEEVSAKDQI * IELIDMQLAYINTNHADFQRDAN 2 GDRKTAD Sme1

Hsa1A -QLNKKRAIP * NQG 0 EILV 0 **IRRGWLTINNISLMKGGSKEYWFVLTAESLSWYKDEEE 0 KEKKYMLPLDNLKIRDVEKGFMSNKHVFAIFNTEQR 2 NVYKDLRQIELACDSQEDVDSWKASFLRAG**VYPE Hsa1A

Hsa1B -QLNKKRAIP * NQP 0 ETLV 0 **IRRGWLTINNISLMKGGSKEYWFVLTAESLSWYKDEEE 0 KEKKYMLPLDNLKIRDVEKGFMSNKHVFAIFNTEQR 2 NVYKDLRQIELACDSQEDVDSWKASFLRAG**VYPE Hsa1B

Sme1 GERNKLGNQY 0 SDN * VRKI 0 **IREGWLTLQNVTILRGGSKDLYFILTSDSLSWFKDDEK 0 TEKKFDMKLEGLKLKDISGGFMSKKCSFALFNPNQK * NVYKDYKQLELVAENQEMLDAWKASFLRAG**VYPT Sme1

Hsa1A KDQA 0 ENEDG * AQENTFSM--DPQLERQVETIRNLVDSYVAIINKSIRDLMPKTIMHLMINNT 0 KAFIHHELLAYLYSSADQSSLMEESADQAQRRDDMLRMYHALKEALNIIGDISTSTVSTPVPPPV * DD Hsa1A

Hsa1B KDQA 0 ENEDG * AQENTFSM--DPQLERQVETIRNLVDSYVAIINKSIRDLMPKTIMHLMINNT 0 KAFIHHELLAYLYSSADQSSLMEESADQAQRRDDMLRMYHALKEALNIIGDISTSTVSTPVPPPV * DD Hsa1B

Sme1 KDET * EPSGD 0 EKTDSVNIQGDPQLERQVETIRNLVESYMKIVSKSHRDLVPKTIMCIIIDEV * KAFLKQEMLANMYS-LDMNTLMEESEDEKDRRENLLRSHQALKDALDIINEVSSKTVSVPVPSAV 0 ND Sme1

Hsa1A TWLQSASSHS 2 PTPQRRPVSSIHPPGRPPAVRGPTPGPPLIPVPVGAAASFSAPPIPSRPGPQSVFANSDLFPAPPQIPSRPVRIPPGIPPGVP- * R 2 RPPAAPSR * PTIIRPAEPSLLD Hsa1A

Hsa1B TWLQSASSHS 2 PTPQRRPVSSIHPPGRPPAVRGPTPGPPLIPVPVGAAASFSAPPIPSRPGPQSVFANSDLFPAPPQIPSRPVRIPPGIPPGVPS 2 R * RPPAAPSR * PTIIRPAEPSLLD Hsa1B

Sme1 DWRQPDPSVD * LSARR-------PPPPPPNMNKPKP------------------------------------------------INKGLP----- * - * -PPIMPQR 2 VQSYNPTVP---- Sme1

**ORTHOLOGOUS GROUP #11: *PTPRF interacting protein, binding protein (PPFIBP)***

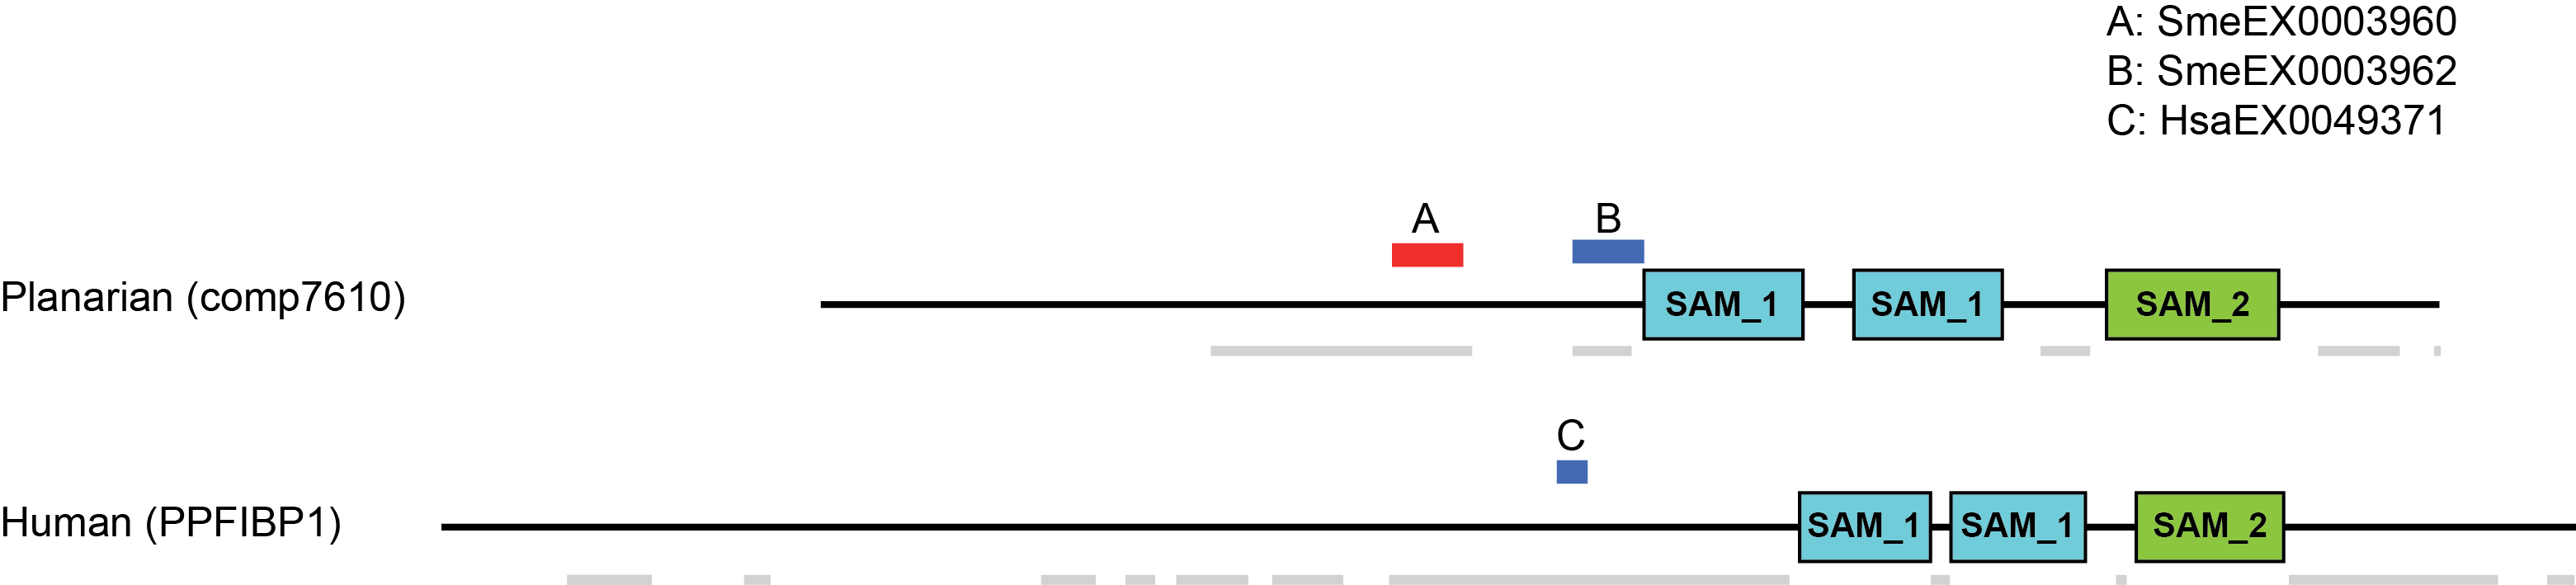

**- AS Exon key:**

SmeEX0003960

SmeEX0003962

HsaEX0049371

**- Protein Domain key:**

**SAM_1 domain**

**SAM_2 domain**

**- Planarian proteins:**

>comp7610_c0_seq1 ... 313.2 329.2 384.2 408.2 455.0 532.0 632.0 695.0

*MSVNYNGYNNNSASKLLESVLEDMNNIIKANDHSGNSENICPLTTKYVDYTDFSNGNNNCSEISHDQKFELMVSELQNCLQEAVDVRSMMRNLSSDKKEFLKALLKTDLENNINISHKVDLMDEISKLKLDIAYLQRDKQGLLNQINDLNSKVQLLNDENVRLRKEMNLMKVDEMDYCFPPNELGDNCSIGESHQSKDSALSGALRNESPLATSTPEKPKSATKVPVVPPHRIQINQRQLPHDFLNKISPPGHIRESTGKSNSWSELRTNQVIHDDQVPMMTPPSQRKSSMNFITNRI*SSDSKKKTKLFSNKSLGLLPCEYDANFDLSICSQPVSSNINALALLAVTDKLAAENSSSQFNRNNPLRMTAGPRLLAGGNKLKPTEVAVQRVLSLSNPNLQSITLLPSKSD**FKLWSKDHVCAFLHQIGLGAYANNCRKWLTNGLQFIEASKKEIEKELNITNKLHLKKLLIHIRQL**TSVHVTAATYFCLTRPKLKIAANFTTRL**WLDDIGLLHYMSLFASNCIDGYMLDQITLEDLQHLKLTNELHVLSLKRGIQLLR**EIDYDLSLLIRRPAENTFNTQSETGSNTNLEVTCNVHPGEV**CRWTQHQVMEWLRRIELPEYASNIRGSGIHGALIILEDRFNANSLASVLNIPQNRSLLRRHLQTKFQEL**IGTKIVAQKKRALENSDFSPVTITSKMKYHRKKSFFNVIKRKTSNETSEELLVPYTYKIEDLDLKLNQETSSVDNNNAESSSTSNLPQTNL

**- Human proteins:**

>PPFIBP1_ENSP00000228425 22.1 91.0 120.0 158.0 202.0 233.0 271.1 282.1 303.0 331.1 383.0 421.2 440.2 461.0 471.0 528.1 539.1 589.2 632.2 683.0 720.1 750.0 791.0 833.0 896.0 956.0 978.0

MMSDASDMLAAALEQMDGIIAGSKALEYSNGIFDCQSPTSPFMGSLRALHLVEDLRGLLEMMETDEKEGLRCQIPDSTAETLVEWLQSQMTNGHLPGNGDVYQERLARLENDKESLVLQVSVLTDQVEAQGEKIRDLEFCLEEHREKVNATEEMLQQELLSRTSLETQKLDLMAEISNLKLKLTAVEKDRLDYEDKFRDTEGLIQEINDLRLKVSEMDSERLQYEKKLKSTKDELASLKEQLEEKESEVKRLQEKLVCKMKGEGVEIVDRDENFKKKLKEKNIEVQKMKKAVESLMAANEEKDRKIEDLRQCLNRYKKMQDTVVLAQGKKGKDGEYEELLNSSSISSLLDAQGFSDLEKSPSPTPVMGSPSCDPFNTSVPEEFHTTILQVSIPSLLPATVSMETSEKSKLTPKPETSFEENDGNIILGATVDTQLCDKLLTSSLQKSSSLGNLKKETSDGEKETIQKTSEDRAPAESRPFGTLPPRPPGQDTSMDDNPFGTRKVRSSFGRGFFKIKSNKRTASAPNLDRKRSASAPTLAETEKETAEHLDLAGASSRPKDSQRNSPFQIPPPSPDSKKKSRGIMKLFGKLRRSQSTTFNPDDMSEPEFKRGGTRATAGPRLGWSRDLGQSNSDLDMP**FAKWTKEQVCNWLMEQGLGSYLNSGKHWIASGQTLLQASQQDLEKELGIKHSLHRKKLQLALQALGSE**EETNHGK**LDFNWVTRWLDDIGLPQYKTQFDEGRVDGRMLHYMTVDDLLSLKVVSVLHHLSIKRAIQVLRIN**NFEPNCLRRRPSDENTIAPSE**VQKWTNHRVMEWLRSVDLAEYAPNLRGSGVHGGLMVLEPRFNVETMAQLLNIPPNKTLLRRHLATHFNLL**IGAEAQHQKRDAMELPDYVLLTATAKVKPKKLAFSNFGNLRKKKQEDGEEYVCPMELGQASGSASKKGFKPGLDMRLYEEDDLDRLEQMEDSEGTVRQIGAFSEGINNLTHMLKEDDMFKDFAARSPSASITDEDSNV

Sme1: comp7610f_c0_seq1

Hsa1: PPFIBP1_ENSP00000228425

Sme1 ---------------------- * -MSVNYNG--YNNNSASKLLES------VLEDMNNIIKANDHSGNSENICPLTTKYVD------YTDFS * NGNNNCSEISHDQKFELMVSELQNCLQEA * VDVRSMMRNLS Sme1

Hsa1 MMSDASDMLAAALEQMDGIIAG 1 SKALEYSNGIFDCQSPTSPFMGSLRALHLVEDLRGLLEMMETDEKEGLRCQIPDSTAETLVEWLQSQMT 0 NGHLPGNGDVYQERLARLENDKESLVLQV 0 SVLTDQVEAQG Hsa1

Sme1 S-------------DKKEFLKALLKTD * LENNINIS-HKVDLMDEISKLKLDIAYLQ----------RDKQG * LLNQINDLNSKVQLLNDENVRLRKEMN---- * ----------------------------- Sme1

Hsa1 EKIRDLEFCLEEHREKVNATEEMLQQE 0 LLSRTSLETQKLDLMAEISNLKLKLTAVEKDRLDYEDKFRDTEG 0 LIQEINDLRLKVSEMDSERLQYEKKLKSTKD 0 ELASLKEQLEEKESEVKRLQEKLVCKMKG Hsa1

Sme1 --------- * ----------- * --------------------L * MKVDEMDYCFP-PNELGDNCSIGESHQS * KDSALSGALRNESP----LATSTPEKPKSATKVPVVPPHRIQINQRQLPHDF * LNKI Sme1

Hsa1 EGVEIVDRD 1 ENFKKKLKEKN 1 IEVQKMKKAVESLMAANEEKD 0 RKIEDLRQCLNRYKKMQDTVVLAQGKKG 1 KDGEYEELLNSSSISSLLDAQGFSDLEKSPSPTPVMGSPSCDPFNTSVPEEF 0 HTTI Hsa1

Sme1 SPP--------------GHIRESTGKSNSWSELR * TNQVIHDDQVP------MM * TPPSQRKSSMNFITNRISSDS * KKKTKLFS-- * -----NKS 2 LGLLP---------------------------- Sme1

Hsa1 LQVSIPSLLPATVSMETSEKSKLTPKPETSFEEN 2 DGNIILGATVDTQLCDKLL 2 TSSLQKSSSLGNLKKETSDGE 0 KETIQKTSED 0 RAPAESRP * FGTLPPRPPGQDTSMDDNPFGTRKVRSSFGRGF Hsa1

Sme1 --------CEYDANFD * LSI 2 CSQPVSSN * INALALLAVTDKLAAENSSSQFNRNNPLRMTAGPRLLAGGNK * LKPTE 2 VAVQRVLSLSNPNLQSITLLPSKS--------------------- 2 Sme1

Hsa1 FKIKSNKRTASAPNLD 1 RKR * SASAPTLA 1 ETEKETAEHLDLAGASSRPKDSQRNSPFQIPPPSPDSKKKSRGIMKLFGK 2 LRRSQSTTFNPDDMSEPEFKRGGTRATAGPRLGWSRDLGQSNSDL 2 Hsa1

Sme1 ---**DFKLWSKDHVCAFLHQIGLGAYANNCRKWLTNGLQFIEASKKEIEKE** 0 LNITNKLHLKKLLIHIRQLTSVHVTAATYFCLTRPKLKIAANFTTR * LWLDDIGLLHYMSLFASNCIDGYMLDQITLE 0 DL Sme1

Hsa1 **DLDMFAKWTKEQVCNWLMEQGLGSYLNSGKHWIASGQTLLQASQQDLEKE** 0 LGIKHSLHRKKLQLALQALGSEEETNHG---------KLDFNWVTR 1 -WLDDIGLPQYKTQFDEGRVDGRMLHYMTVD 0 DL Hsa1

Sme1 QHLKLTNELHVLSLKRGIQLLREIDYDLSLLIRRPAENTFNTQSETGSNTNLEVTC * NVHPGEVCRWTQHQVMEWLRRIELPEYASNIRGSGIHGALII 0 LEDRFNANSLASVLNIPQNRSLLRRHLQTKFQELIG Sme1

Hsa1 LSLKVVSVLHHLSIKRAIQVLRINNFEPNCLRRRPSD-----------------EN 0 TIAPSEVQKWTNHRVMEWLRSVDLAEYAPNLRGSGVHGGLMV 0 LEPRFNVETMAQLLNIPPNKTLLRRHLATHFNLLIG Hsa1

Sme1 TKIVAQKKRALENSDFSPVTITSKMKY 0 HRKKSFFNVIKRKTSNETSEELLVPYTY-------------------------------- * ---------------KIEDLDL * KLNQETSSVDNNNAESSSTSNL Sme1

Hsa1 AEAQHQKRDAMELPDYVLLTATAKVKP 0 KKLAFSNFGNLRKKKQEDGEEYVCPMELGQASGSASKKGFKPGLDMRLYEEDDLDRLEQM 0 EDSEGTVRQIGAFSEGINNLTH 0 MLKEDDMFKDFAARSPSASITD Hsa1

Sme1 PQTNL Sme1

Hsa1 EDSNV Hsa1

**ORTHOLOGOUS GROUP #12: *RAB11 family interacting protein, class II (RAB11FIP)***

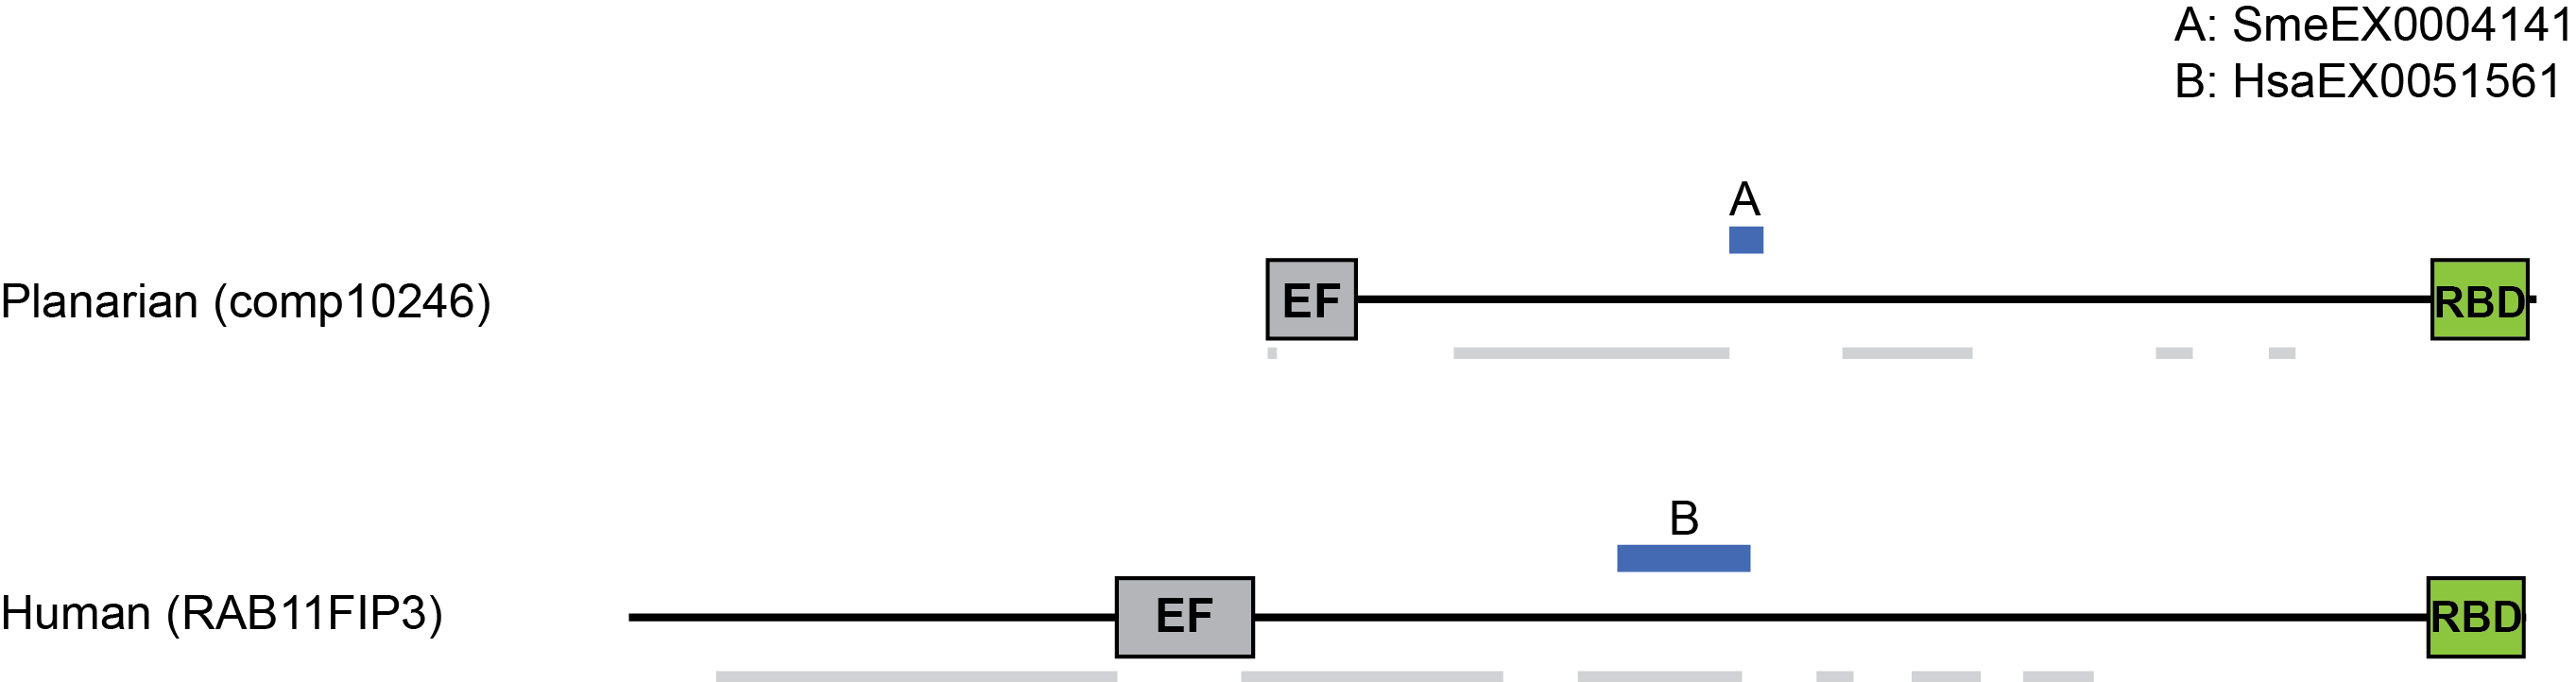

**- AS Exon key:**

SmeEX0004141

HsaEX0051561

**- Protein Domain key:**

**EF-hand, calcium binding motif**

**RBD-FIP domain / RILP (Rab binding domain)**

**FIP domain**

**- Planarian proteins:**

>comp10246_c0_seq1f23A 50.0 81.1 118.0 145.2 189.2 206.2 211.2 260.0 327.0 343.2 371.0 417.0 499.0

**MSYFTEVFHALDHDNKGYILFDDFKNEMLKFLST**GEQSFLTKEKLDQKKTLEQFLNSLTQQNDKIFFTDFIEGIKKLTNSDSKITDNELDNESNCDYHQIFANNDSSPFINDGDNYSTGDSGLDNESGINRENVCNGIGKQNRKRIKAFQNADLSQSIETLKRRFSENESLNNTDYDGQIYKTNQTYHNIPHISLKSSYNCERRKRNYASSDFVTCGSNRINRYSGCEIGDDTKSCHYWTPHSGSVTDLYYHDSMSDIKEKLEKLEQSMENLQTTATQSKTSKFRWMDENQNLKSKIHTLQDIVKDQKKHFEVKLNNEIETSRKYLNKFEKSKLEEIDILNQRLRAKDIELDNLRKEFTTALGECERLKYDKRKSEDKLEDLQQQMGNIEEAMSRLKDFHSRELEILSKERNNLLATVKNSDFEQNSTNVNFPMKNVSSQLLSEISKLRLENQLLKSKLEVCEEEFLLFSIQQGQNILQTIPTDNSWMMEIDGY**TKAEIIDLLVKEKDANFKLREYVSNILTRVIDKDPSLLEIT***

**- Human proteins:**

>RAB11FIP3_ENSP00000398730 239.0 270.1 302.0 372.2 422.2 467.2 479.2 511.0 545.2 592.2 620.0 666.0 718.0 765.0

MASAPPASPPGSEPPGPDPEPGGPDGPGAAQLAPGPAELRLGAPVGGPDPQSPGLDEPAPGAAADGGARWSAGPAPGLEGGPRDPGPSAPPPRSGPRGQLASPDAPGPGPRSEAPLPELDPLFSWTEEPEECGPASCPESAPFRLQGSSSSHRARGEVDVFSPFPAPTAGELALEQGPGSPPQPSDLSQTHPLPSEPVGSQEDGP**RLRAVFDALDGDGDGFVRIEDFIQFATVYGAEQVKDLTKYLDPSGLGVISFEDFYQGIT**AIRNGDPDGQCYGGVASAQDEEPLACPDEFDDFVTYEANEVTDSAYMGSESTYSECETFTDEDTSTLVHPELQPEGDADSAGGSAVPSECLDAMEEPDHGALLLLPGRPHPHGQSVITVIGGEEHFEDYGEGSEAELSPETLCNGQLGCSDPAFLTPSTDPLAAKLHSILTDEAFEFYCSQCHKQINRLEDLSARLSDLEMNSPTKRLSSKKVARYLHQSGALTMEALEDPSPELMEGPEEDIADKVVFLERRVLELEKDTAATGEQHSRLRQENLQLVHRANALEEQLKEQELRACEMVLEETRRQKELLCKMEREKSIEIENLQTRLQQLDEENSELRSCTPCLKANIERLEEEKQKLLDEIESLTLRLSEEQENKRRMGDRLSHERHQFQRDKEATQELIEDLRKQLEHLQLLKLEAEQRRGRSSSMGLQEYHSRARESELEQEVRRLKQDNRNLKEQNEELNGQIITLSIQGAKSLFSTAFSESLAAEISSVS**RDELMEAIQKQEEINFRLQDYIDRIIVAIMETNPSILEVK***

Hsa1I: RAB11FIP3_ENSP00000398730 (inclusion form)

Hsa1E: RAB11FIP3_ENSP00000262305 (exclusion form)

Sme1E: comp10246_c0_seq1 (exclusion form)

Sme1I: comp10246_c0_seq1f23A (inclusion form)

Hsa1I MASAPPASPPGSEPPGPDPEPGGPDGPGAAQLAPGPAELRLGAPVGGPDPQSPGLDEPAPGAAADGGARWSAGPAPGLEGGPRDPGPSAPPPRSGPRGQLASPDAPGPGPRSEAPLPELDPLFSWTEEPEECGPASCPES Hsa1I

Hsa1E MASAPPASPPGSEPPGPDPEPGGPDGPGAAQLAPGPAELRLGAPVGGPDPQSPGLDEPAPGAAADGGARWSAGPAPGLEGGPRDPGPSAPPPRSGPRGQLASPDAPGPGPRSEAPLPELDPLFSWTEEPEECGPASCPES Hsa1E

Sme1E -------------------------------------------------------------------------------------------------------------------------------------------- Sme1E

Sme1I -------------------------------------------------------------------------------------------------------------------------------------------- Sme1I

Hsa1I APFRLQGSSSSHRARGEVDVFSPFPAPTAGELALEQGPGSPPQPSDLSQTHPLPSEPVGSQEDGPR * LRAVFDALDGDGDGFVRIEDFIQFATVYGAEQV 0 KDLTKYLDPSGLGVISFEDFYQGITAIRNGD 1 P Hsa1I

Hsa1E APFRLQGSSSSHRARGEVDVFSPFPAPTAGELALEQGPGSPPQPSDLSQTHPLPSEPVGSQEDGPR * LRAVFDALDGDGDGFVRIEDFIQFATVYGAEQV 0 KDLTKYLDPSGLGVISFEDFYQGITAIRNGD 1 P Hsa1E

Sme1E -------------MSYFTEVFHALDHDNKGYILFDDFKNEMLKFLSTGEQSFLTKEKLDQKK---T 0 LEQFLNSLTQQND-------------------- * -------------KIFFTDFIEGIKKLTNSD 1 - Sme1E

Sme1I -------------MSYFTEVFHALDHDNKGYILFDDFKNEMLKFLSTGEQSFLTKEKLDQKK---T 0 LEQFLNSLTQQND-------------------- * -------------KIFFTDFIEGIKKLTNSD 1 - Sme1I

Hsa1I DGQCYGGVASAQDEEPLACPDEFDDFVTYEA 0 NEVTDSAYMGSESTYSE * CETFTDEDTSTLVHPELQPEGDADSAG * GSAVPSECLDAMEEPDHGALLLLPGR 2 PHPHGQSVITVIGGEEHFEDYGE * G Hsa1I

Hsa1E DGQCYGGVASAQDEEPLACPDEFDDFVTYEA 0 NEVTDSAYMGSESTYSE * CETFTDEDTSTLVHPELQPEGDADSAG * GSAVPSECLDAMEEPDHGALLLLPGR 2 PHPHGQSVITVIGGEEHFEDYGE * G Hsa1E

Sme1E ---------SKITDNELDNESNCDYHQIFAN * NDS--SPFINDGDNYST 0 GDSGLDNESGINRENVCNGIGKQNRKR 2 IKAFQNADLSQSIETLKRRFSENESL * NNTDYDGQIYKTN-----QTYHN 2 I Sme1E

Sme1I ---------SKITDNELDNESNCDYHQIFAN * NDS--SPFINDGDNYST 0 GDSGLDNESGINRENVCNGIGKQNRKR 2 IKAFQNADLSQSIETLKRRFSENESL * NNTDYDGQIYKTN-----QTYHN 2 I Sme1I

Hsa1I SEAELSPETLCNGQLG * -CSDP * AFLTPS 2 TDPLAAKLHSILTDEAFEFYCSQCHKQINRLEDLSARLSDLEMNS 2 PTKRLSSKKVAR 2 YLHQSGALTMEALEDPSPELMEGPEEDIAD * KV 0 VFL Hsa1I

Hsa1E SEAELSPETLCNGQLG * -CSDP * AFLTPS * --------------------------------------------- 2 PTKRLSSKKVAR 2 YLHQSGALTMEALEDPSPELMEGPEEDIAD * KV 0 VFL Hsa1E

Sme1E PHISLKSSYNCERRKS * ----- 2 DFVTCG * S-------------------------------------------N * RINRYSGCEIGD * DTKSCHYWTPHSG-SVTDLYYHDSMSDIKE 0 KL * EKL Sme1E

Sme1I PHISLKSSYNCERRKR 2 NYASS 2 DFVTCG * S-------------------------------------------N * RINRYSGCEIGD * DTKSCHYWTPHSG-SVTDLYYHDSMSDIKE 0 KL * EKL Sme1I

Hsa1I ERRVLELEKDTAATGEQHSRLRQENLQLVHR 2 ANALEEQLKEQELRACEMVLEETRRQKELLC * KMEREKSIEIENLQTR 2 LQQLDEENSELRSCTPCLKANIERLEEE 0 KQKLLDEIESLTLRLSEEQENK Hsa1I

Hsa1E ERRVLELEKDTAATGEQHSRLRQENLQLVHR 2 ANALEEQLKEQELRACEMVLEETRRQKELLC * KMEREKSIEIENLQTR 2 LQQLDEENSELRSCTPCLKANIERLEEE 0 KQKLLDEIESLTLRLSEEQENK Hsa1E

Sme1E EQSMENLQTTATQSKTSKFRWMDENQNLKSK * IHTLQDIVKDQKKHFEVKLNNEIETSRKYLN 0 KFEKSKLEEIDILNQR 2 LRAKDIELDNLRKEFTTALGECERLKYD 0 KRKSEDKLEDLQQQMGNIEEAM Sme1E

Sme1I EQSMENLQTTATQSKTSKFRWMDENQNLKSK * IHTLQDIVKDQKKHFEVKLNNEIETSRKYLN 0 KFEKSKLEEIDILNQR 2 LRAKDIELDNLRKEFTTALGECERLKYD 0 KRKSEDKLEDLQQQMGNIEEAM Sme1I

Hsa1I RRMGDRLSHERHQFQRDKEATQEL 0 IED * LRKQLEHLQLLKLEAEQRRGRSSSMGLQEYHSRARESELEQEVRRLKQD 0 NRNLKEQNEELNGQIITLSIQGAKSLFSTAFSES-LAAEISSVSRDEL 0 MEAI Hsa1I

Hsa1E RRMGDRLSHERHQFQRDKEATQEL 0 IED * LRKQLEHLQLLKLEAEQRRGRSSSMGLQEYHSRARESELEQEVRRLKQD 0 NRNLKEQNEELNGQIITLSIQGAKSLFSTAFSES-LAAEISSVSRDEL 0 MEAI Hsa1E

Sme1E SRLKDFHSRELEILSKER---NNL * LAT 0 VKNS---------DFEQNSTNVN------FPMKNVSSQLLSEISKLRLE * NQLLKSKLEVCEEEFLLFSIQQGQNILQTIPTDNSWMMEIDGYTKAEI 0 IDLL Sme1E

Sme1I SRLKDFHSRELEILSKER---NNL * LAT 0 VKNS---------DFEQNSTNVN------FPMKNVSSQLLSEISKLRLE * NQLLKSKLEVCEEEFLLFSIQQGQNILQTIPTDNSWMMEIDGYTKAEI 0 IDLL Sme1I

Hsa1I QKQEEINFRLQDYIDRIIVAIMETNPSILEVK Hsa1I

Hsa1E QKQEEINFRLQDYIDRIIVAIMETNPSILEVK Hsa1I

Sme1E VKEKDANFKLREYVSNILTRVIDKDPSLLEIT Sme1I

Sme1I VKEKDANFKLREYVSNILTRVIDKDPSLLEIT Sme1I

**ORTHOLOGOUS GROUP #13: *SET binding factor (SFB)***

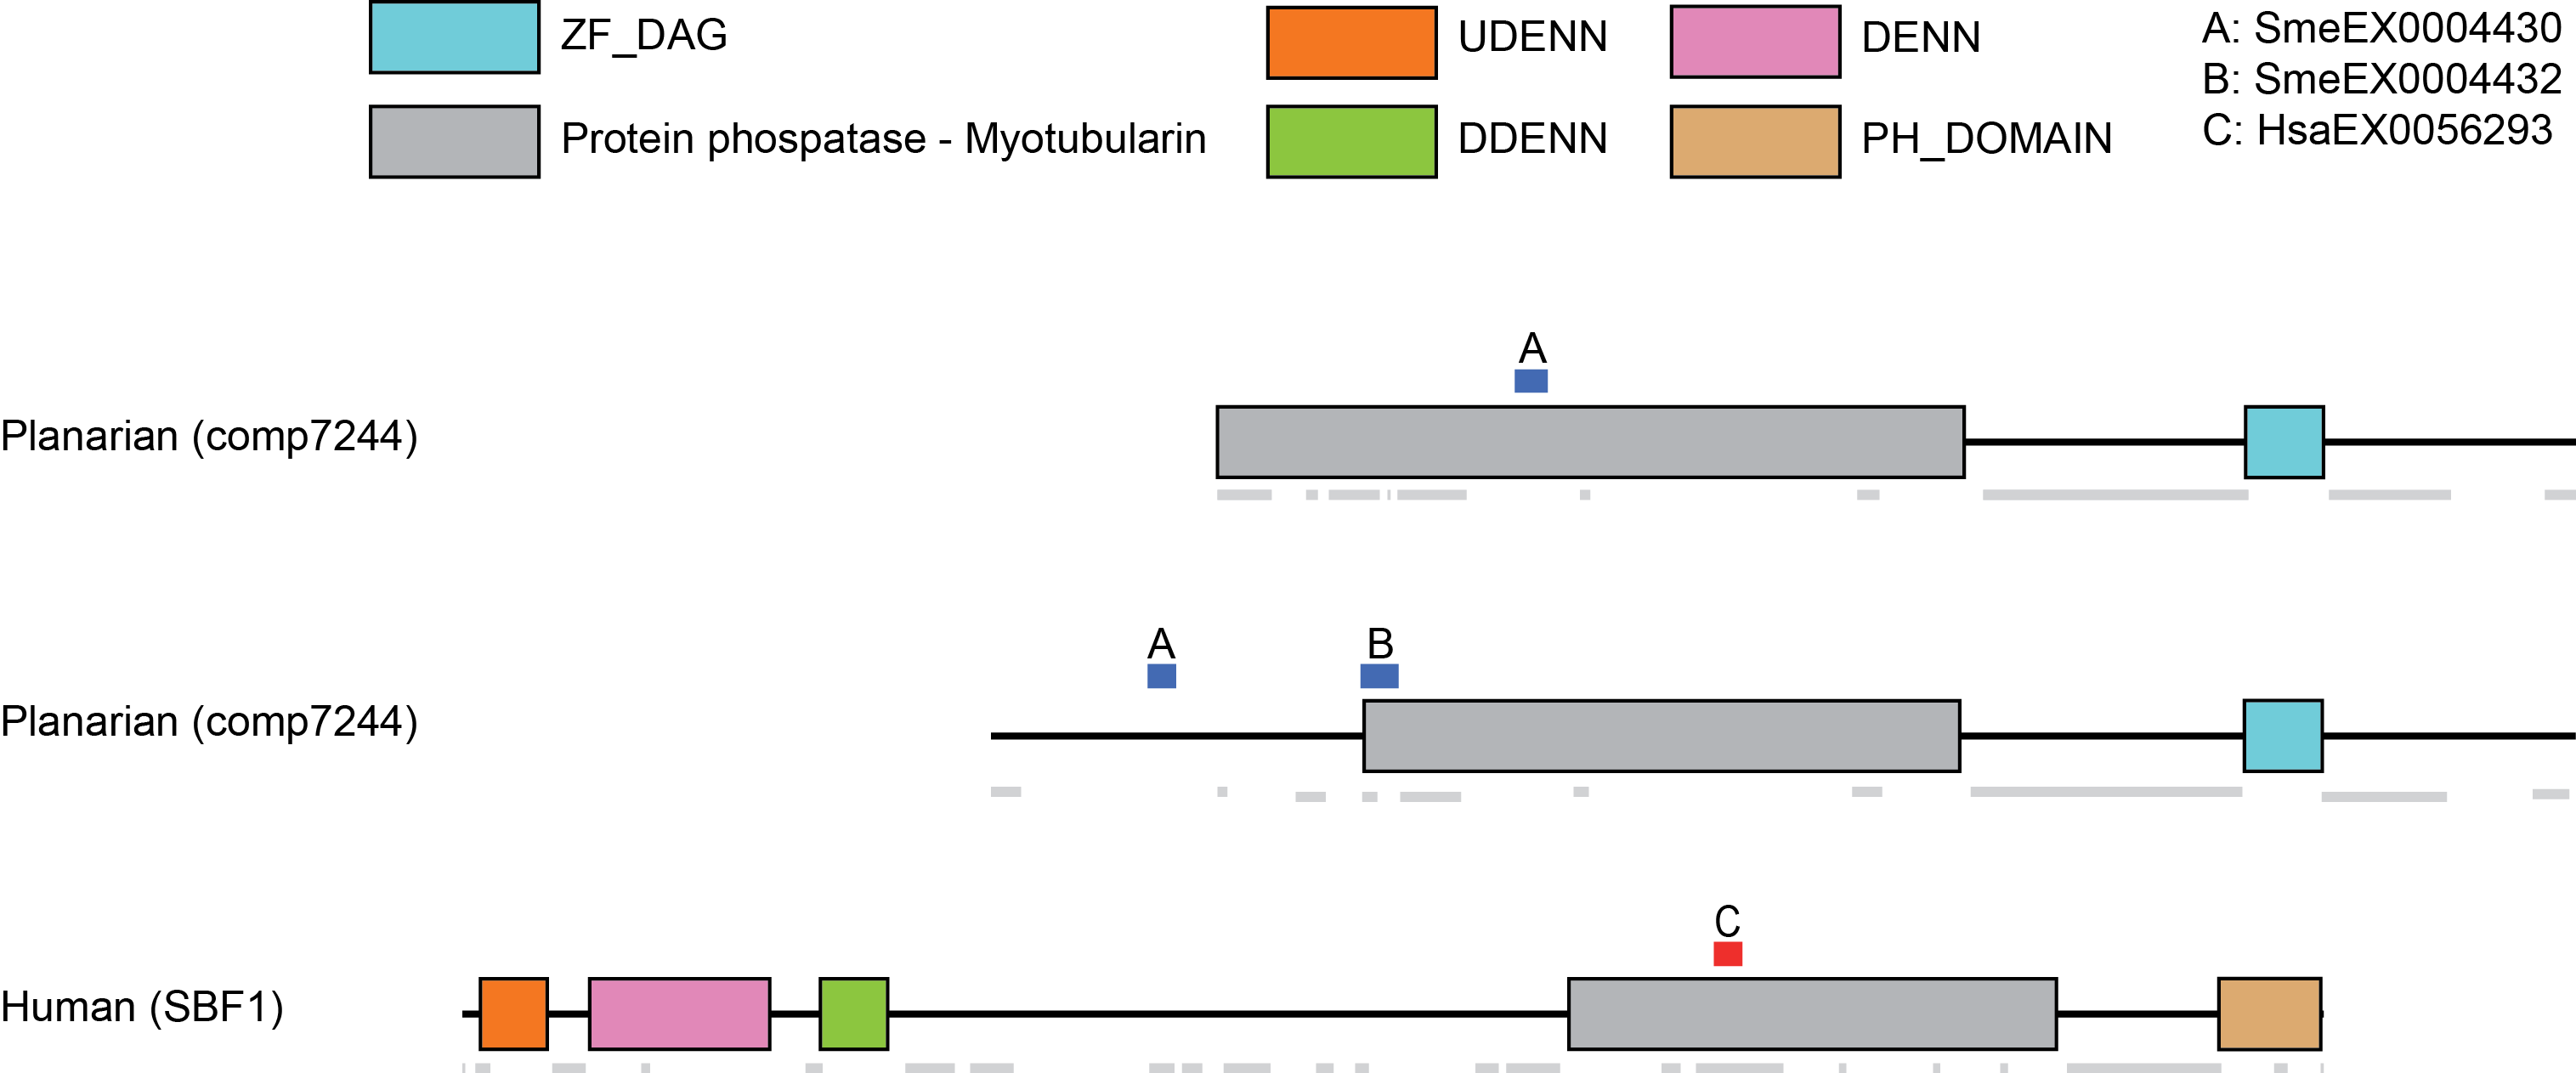

**- AS Exon key:**

SmeEX0004430

SmeEX0004432

HsaEX0056293

**- Protein Domain key:**

**Protein tyrosine phosphatases (PTP)**

**UDENN domain**

**DENN domain**

**DDENN domain**

**Zinc finger, DAG-binding domain**

**Pleckstrin-homology domain (PH)**

**- Planarian proteins:**

>transcript_comp7244_c0_seq1 (genome assembly is incorrect)

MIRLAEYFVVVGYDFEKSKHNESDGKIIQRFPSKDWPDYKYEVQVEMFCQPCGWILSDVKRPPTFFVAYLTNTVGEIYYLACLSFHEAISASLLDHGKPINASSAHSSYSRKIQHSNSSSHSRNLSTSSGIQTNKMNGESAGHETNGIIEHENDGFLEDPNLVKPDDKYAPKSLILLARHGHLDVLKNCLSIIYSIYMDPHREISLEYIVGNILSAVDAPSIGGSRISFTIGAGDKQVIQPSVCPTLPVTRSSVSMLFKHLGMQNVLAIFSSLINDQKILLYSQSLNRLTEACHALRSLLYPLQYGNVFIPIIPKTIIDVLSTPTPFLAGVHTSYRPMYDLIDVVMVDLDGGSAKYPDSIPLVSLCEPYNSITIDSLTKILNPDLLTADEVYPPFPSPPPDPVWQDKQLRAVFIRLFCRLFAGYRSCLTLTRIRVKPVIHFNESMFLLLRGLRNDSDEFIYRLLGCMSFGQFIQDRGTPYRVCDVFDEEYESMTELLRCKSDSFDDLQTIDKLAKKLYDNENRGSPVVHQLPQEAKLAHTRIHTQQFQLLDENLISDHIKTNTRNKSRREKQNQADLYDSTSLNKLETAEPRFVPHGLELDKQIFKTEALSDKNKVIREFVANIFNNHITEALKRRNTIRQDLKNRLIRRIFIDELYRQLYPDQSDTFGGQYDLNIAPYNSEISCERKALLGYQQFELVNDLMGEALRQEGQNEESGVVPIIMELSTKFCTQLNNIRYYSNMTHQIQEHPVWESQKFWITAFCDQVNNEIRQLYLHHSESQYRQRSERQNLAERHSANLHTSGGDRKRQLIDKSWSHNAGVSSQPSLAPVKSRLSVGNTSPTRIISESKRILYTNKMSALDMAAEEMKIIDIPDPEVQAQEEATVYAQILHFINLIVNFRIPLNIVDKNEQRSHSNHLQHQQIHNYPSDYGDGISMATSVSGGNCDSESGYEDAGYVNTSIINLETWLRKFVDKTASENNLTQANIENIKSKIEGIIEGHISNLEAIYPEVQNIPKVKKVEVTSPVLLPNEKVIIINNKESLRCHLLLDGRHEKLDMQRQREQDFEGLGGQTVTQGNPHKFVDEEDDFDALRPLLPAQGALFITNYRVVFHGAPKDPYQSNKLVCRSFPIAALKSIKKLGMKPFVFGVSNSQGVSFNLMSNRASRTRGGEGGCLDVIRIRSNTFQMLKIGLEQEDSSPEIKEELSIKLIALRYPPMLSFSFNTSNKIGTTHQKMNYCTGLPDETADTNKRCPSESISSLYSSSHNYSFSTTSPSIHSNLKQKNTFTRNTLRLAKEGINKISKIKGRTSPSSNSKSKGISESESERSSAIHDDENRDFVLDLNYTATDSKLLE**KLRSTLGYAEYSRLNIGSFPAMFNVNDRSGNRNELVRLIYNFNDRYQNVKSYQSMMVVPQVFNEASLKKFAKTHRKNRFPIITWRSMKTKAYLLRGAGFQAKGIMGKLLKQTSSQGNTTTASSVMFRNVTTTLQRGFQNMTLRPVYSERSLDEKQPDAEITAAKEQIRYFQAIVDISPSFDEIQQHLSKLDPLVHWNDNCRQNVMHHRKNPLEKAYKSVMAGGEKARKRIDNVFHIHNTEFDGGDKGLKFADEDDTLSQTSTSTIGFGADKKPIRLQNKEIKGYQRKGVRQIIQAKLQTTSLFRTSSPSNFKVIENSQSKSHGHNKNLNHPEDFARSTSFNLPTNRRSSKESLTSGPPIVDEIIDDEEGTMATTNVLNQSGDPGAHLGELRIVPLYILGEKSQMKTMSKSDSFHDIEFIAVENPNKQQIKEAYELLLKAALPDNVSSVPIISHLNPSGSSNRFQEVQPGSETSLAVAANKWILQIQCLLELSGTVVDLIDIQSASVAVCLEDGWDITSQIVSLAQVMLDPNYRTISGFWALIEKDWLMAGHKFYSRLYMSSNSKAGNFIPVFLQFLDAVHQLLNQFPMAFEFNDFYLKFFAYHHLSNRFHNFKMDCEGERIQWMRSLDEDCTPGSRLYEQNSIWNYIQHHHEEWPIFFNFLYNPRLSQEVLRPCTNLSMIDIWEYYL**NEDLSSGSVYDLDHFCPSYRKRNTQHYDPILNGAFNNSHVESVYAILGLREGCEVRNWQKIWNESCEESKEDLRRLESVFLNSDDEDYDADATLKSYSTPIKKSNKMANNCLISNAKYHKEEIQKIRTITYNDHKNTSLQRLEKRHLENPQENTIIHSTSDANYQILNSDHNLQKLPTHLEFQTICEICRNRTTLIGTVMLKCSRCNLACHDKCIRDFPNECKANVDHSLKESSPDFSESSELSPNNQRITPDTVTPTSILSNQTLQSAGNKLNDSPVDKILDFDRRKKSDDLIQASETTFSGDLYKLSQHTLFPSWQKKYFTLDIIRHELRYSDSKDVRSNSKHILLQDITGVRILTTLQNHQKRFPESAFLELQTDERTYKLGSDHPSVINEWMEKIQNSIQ

>comp7244_c0_seq1f631A 19.1 93.1 111.1 289.0 403.0 553.0 611.0 740.0 830.0 858.2

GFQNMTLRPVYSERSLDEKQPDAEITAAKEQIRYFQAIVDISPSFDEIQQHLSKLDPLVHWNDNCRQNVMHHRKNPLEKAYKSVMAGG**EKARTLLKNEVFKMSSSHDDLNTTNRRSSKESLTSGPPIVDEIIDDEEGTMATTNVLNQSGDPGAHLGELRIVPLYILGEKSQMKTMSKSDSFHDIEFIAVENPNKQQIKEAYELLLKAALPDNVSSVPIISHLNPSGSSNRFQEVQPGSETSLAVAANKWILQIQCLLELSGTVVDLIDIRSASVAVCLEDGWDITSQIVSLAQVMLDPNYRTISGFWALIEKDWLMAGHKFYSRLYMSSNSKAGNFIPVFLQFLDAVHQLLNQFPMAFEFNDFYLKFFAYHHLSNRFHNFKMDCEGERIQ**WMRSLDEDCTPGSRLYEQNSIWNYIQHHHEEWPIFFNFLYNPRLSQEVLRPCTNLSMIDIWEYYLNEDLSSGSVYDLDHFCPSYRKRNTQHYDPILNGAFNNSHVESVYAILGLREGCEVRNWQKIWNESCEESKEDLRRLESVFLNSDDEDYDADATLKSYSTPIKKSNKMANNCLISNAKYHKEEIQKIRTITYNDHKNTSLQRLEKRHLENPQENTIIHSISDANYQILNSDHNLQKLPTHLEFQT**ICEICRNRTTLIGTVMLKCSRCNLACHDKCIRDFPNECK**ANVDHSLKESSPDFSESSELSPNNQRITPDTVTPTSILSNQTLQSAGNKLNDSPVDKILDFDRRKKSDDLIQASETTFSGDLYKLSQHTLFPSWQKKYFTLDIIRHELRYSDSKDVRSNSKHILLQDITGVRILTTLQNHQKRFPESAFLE

>comp7244_c0_seq1f631A2

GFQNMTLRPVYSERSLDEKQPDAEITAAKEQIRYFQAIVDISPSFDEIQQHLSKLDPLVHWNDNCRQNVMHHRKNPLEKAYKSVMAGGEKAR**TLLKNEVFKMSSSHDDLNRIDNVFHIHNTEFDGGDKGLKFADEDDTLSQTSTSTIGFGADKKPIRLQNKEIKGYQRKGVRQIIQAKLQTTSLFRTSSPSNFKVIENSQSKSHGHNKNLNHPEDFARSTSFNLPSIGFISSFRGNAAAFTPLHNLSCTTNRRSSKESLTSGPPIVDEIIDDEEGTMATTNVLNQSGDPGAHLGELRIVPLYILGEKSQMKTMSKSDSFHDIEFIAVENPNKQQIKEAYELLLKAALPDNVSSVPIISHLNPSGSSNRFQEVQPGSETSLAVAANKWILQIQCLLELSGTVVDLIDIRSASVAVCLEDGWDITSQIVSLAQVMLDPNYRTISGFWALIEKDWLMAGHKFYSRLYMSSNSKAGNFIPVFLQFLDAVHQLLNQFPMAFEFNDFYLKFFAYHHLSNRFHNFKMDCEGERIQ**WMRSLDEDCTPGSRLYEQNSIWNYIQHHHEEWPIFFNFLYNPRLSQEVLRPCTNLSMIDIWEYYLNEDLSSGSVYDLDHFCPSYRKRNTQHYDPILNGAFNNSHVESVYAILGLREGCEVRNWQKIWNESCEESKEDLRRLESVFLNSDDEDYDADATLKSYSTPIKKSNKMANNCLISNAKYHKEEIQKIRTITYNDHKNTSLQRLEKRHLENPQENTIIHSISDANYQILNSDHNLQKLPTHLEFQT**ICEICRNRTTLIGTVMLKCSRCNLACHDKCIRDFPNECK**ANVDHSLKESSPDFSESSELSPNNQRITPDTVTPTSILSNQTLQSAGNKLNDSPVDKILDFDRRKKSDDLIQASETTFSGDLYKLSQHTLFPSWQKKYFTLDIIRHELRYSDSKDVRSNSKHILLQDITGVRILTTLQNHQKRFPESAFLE

**- Human proteins:**

>SBF1_ENSP00000370196 19.1 48.0 94.0 147.0 184.0 219.1 263.2 300.0 338.0 364.0 402.0 445.0 478.0 546.1 584.0 634.0 657.0 710.0 799.2 857.1 882.0 947.1 990.0 1049.2 1095.1 1164.2 1230.1 1276.1 1302.1 1363.0 1423.0 1457.0 1519.0 1561.1 1605.0 1682.0 1718.0 1788.2 1818.0 1862.0

**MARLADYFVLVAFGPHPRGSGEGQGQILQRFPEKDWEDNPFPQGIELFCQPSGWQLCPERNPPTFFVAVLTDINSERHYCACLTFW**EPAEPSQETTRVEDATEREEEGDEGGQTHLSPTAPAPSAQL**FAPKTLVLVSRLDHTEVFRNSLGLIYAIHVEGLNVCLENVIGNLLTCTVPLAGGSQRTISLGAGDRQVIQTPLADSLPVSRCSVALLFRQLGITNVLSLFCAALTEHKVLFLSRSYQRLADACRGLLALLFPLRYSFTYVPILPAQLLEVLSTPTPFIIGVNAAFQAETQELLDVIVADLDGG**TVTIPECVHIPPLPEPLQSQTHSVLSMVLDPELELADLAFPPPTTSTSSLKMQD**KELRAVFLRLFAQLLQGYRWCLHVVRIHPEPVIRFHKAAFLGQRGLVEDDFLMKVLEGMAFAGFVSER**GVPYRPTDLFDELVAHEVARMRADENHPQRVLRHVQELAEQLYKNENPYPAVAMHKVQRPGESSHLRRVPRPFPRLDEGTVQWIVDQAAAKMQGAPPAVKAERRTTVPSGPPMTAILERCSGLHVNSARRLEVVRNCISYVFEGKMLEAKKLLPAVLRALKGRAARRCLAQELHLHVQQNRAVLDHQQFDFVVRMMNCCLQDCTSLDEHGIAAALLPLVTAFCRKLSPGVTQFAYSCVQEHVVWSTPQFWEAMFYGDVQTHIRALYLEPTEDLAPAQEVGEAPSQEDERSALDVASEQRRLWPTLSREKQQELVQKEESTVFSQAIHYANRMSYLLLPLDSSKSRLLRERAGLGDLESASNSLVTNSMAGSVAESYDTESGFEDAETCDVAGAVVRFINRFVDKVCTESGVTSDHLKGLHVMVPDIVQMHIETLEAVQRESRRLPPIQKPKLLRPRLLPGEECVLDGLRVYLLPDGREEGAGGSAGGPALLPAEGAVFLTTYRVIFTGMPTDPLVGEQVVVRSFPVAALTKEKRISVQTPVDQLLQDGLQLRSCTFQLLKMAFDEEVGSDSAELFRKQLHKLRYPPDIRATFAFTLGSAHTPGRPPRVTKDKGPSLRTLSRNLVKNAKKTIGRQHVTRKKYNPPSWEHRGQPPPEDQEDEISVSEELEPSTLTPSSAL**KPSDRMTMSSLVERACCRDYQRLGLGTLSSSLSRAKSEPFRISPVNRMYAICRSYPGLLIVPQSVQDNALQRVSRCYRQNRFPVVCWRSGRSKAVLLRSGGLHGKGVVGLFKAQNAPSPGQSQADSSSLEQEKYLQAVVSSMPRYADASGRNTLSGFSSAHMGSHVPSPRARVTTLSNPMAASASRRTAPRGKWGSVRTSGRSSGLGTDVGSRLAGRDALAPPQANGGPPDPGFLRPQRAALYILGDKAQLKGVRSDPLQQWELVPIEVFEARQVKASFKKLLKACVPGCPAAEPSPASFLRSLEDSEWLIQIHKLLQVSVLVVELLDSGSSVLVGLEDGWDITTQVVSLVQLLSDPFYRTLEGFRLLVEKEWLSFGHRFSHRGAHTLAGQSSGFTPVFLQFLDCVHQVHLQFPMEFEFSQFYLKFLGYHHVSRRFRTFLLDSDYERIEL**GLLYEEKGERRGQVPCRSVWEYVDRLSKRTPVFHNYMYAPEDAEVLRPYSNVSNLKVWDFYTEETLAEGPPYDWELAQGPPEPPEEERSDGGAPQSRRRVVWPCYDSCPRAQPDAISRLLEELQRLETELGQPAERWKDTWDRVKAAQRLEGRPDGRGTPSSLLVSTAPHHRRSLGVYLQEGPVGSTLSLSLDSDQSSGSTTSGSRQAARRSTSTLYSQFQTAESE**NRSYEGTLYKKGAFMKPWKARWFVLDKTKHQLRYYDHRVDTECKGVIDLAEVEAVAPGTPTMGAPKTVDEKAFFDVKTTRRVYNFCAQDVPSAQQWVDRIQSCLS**DA

**Intron alignment inconclusive**

**ORTHOLOGOUS GROUP #14: *Erythrocyte membrane protein band 4.1-like (EPB41L)***

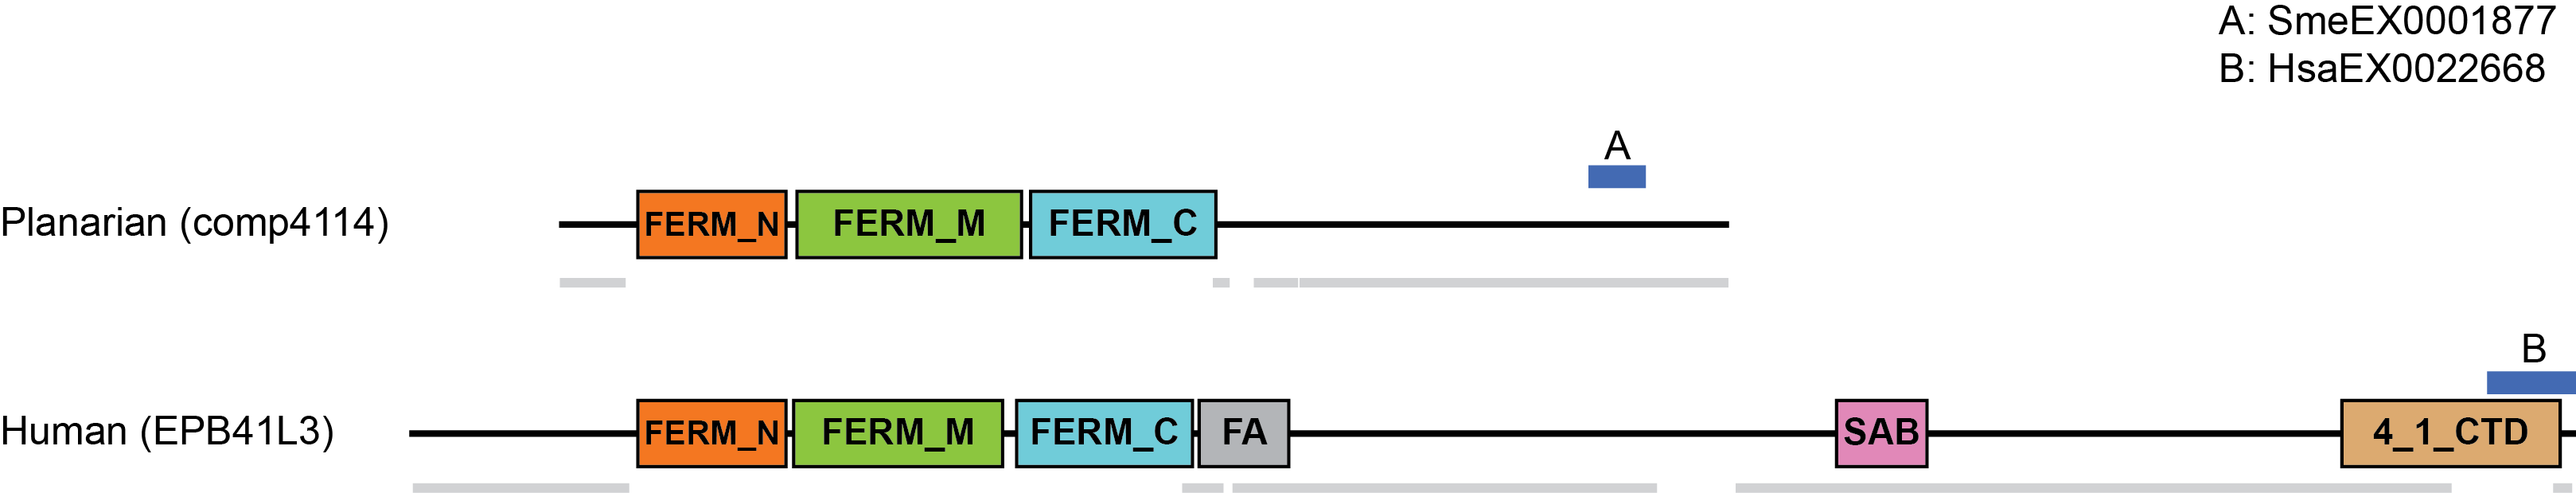

**- AS Exon key:**

SmeEX0001877

HsaEX0022668

**- Protein Domain key:**

**FERM_C_NBL4_NBL5**

**SAB domain**

**4_1_CTD**

**- Planarian proteins:**

>comp4114_c0_seq1 51.0 87.0 101.1 162.1 204.2 236.0 265.2 290.0 429.2 506.0 520.2 541.2 553.0 583.0

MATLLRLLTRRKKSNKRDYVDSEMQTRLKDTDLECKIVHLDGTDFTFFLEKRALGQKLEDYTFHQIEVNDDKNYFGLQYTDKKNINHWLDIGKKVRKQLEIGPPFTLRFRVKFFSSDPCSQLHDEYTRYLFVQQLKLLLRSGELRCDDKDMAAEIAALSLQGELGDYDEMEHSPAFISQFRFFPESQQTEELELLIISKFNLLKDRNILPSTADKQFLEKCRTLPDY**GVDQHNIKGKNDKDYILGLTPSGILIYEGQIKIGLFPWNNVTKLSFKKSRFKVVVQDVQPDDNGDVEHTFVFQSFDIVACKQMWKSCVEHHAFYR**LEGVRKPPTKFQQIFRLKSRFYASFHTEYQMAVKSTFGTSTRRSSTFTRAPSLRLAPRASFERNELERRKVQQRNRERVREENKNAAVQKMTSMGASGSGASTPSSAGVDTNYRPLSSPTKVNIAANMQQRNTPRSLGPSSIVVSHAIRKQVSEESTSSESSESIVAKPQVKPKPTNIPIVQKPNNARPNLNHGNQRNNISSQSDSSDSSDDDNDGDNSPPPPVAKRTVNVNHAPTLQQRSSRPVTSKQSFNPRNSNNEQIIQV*

**- Human proteins:**

>EPB41L3_ENSP00000343158 62.0 128.0 163.0 177.1 202.2 275.2 305.0 356.0 388.2 447.1 503.0 690.0 708.0 720.0 784.0 825.0 948.0 992.0 1025.0 1052.0

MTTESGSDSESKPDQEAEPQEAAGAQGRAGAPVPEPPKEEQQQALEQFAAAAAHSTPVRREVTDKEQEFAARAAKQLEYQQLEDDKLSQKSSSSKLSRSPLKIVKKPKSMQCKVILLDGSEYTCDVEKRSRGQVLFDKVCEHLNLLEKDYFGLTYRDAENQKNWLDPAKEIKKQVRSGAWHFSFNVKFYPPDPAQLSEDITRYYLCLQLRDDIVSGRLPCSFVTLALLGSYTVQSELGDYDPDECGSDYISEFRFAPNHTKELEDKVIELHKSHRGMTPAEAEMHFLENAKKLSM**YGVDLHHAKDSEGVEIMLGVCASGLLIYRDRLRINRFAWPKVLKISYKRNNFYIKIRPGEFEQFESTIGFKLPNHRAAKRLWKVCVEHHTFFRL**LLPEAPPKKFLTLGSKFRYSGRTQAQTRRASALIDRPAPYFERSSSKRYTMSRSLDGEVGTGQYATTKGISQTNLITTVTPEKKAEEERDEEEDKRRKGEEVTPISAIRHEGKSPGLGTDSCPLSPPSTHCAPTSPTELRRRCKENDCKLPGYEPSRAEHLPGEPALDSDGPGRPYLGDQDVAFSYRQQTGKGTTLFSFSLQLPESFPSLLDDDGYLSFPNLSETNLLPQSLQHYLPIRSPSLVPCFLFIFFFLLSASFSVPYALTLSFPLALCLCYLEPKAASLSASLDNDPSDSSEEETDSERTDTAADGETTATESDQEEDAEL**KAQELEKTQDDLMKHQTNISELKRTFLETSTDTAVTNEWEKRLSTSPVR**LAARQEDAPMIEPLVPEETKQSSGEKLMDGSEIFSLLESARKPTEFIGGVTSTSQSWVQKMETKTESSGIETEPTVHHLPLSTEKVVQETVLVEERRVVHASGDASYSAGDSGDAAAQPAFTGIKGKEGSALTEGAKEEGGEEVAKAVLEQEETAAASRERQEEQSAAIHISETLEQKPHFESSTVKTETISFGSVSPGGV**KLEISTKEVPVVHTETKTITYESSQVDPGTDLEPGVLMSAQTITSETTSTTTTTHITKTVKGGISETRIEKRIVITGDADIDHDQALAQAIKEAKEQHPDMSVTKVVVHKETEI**TPEDGED*

**Intron alignment not needed (different protein regions)**

**ORTHOLOGOUS GROUP #15: *Ankyrin (ANK)***

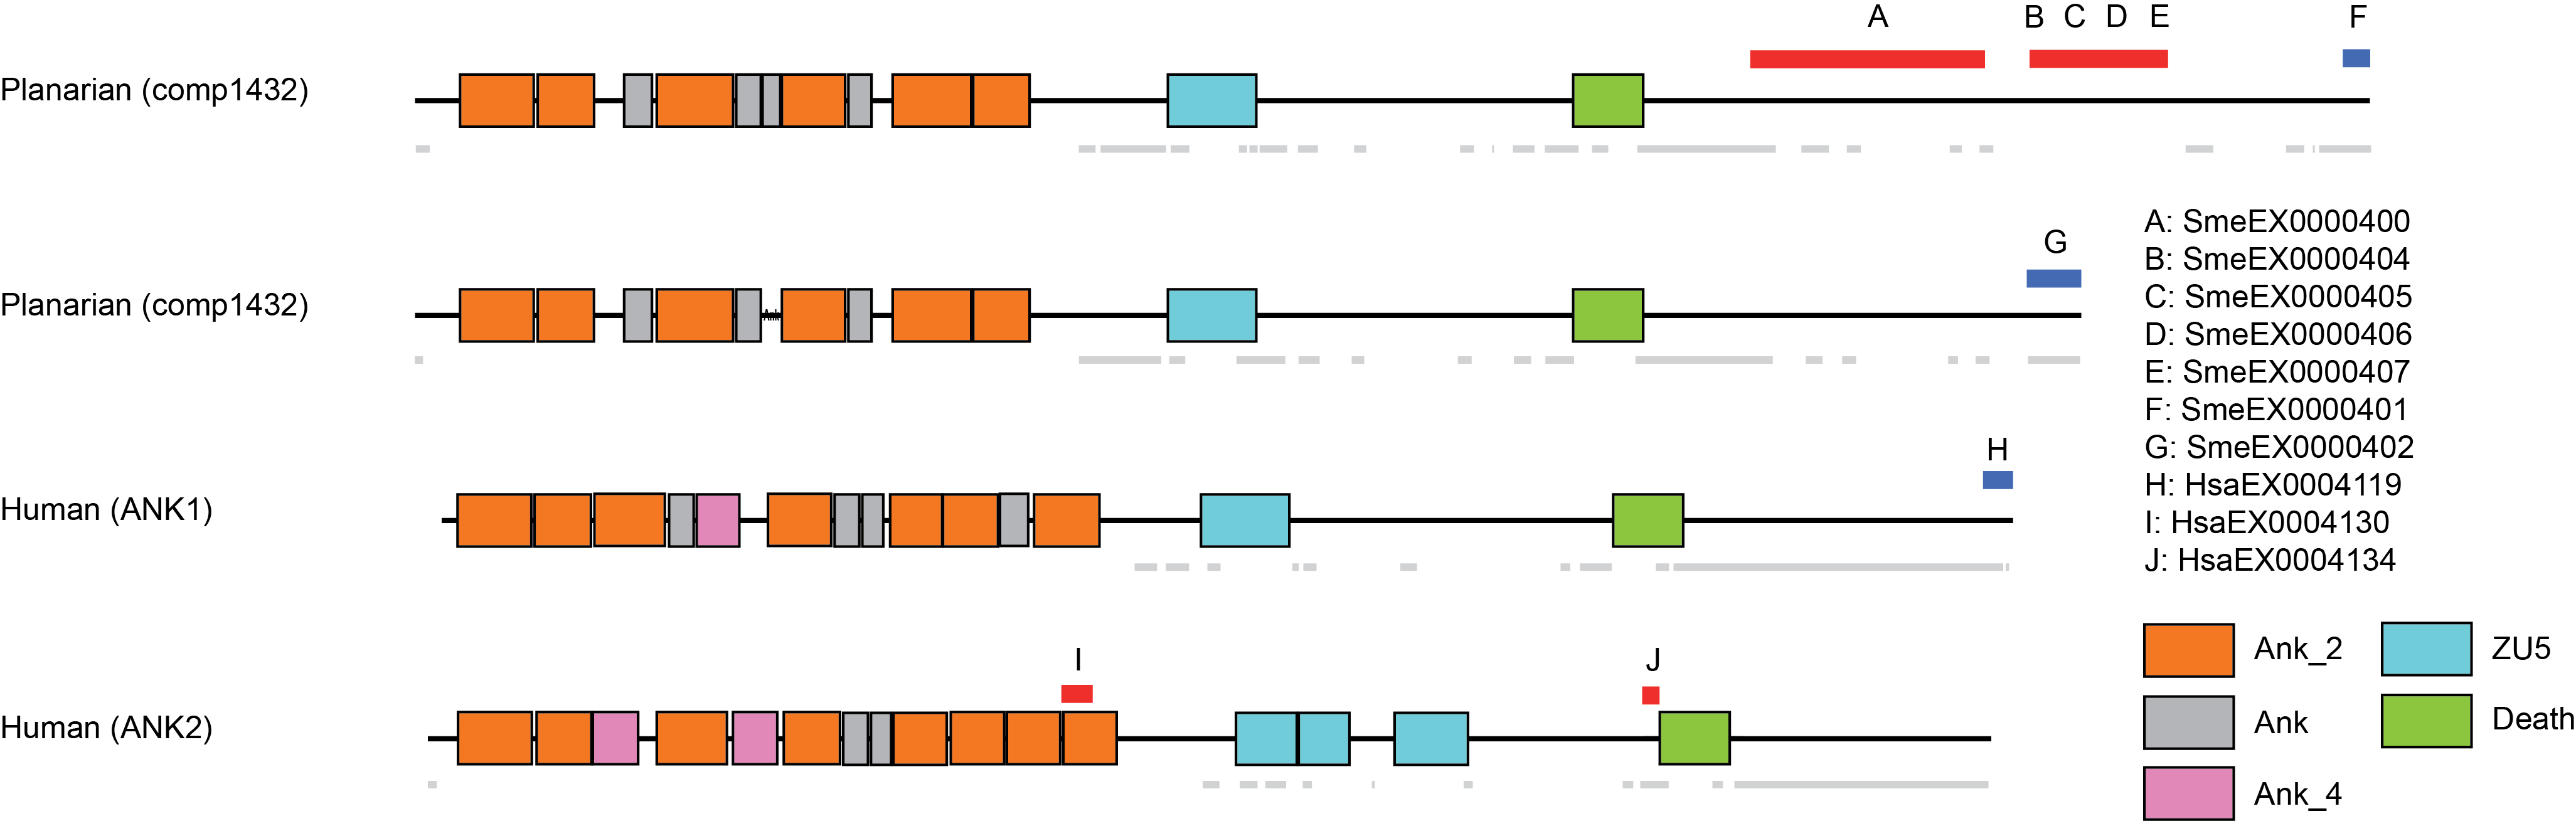

**- AS Exon key:**

SmeEX0000401 => Last exon

SmeEX0000402 => PTC (C1 in red font)

All after the death_Ank dom:

SmeEX0000400

SmeEX0000404

SmeEX0000405

SmeEX0000406

SmeEX0000407

...

HsaEX0004119 => PTC

HsaEX0004134 => between death and ZU5 domains

HsaEX0004130 => Exactly the last ANK domain

**- Protein Domain key:**

**Death_ank1**

**ZU5 domain**

**- Planarian proteins:**

>comp1432_c0_seq1 43.0 77.0 143.0 176.0 249.0 282.0 348.0 382.0 415.0 448.0 514.0 740.0 803.1 827.1 857.0 902.2 964.2 1029.1 1101.0 1196.2 1273.0 1380.1 1552.1 1604.1 1879.1 1939.1 1993.1 2017.1 2057.1 2099.1 2141.1 2183.1 2320.1

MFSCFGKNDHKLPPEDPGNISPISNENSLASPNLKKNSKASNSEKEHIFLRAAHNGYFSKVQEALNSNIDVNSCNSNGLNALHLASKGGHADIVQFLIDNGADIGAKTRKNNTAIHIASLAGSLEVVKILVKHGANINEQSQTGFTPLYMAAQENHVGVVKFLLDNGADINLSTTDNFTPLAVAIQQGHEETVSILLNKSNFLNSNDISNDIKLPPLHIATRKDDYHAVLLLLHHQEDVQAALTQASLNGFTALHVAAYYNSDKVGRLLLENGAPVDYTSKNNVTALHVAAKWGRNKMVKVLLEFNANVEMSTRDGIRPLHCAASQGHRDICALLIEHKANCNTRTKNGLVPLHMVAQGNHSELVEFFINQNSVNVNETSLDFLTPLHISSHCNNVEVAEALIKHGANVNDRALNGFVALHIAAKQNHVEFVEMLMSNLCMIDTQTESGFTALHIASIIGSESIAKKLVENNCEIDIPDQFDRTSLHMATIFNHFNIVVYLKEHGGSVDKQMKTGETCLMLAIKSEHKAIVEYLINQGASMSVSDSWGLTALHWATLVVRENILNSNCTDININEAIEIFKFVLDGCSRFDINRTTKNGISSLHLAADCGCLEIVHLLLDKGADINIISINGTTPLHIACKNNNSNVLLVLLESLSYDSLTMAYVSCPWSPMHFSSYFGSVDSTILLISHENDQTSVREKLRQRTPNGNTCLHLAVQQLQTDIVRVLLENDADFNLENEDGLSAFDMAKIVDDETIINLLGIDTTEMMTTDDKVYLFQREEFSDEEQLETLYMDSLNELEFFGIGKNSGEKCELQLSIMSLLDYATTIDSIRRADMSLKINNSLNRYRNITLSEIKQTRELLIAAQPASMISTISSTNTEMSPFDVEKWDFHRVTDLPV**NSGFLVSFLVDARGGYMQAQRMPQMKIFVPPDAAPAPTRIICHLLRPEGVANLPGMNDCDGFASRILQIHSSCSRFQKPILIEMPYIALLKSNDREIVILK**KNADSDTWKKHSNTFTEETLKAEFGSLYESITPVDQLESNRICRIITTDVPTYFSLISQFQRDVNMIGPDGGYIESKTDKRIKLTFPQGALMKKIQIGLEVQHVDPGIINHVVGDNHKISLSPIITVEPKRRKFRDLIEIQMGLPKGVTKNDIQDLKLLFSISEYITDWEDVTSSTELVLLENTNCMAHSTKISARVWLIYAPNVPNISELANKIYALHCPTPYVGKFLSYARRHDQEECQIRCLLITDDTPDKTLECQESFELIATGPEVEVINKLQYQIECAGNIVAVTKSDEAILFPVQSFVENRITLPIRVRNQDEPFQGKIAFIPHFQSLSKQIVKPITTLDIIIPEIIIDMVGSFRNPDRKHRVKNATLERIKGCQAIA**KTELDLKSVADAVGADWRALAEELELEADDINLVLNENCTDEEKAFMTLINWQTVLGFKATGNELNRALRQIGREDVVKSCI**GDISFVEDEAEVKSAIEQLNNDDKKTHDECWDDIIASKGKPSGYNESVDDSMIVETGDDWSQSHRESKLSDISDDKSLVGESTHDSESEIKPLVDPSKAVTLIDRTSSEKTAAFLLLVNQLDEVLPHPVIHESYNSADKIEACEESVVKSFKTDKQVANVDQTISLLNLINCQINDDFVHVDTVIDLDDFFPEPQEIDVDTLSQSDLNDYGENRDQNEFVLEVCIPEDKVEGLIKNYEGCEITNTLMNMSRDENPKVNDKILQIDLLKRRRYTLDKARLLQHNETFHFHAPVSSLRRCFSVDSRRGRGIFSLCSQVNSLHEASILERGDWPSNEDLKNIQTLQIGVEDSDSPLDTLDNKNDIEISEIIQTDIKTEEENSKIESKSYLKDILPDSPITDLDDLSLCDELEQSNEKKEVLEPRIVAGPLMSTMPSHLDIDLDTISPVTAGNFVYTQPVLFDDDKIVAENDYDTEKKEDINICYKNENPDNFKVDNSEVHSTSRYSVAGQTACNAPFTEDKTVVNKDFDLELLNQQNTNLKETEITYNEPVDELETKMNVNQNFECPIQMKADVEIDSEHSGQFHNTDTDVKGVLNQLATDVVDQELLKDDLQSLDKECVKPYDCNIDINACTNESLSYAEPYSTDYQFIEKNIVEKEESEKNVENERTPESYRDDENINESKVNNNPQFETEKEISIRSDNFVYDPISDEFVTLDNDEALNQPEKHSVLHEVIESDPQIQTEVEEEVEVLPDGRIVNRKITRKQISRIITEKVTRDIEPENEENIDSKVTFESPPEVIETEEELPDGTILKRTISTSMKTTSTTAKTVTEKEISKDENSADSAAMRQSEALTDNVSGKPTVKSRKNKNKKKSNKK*

>comp1432_c0_seq1f1063A 43.0 77.0 143.0 176.0 249.0 282.0 348.0 382.0 415.0 448.0 514.0 740.0 803.1 827.1 857.0 902.2 964.2 1029.1 1101.0 1196.2 1273.0 1380.1 1552.1 1604.1 1879.1 1939.1

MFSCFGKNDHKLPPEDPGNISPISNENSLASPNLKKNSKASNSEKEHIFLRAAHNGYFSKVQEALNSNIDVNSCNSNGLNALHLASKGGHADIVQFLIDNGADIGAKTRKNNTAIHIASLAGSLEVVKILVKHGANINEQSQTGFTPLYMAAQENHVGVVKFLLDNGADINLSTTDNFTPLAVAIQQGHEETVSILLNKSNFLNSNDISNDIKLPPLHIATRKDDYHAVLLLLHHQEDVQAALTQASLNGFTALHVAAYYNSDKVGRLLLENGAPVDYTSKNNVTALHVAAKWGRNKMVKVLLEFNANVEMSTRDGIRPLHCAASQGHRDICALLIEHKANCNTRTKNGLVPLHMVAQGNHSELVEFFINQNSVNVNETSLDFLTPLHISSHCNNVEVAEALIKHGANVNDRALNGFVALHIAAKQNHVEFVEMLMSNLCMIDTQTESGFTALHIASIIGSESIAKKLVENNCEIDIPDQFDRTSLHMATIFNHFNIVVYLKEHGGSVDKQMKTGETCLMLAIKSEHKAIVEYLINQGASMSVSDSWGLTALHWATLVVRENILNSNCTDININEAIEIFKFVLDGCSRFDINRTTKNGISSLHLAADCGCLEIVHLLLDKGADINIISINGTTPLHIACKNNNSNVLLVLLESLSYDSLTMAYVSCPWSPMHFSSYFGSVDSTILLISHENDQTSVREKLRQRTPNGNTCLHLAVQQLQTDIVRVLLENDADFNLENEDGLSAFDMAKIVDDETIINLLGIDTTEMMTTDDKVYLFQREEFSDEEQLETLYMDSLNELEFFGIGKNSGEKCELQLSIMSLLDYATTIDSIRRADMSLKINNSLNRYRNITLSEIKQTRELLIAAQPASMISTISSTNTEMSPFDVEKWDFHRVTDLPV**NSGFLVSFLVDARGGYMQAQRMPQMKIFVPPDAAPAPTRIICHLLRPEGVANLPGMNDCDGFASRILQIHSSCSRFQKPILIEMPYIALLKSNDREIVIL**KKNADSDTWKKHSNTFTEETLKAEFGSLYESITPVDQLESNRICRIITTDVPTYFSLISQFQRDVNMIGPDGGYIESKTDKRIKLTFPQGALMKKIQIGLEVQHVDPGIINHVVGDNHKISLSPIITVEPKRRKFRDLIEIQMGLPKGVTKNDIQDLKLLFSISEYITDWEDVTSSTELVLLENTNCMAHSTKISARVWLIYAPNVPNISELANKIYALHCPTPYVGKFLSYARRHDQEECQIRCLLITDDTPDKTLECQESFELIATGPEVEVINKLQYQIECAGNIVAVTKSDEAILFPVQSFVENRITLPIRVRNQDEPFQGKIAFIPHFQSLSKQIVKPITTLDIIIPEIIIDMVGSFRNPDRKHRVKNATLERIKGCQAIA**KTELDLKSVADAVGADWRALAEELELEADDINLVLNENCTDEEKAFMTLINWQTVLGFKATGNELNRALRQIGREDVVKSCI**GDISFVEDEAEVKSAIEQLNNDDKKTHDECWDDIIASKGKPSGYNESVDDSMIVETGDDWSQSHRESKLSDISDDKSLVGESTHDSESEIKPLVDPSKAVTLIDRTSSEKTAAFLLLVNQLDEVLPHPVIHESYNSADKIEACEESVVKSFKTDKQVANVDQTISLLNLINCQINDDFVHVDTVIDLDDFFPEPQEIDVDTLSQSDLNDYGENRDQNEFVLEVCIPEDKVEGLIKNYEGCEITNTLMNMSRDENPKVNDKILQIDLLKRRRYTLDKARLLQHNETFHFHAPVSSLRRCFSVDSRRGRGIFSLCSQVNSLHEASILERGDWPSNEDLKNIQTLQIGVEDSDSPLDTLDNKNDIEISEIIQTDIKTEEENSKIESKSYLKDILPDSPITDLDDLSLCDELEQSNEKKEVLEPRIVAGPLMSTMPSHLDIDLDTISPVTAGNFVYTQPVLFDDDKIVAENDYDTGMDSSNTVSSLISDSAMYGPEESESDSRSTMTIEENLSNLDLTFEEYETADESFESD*

>comp3277_c0_seq1 15.2 49.0 83.0 116.0 149.0 182.0 214.0 243.0 271.0 300.0 322.0 352.0 382.0 415.0 450.0 483.0 513.2

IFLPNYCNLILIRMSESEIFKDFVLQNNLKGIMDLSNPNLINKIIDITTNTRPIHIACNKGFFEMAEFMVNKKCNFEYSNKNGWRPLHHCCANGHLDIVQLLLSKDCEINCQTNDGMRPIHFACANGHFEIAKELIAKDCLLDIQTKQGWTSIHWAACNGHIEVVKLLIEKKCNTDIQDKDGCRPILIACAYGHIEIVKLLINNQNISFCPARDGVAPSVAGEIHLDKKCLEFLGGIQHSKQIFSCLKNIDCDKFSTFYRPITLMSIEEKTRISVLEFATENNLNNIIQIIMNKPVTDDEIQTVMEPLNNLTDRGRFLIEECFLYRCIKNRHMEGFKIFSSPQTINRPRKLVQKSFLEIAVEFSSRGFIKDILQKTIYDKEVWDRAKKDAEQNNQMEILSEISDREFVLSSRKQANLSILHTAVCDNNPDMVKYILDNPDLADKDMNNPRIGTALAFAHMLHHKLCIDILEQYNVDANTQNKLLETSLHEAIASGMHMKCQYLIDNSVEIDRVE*

**- Human proteins:**

>ANK1_ENSP00000289734 10.0 44.0 77.0 110.0 143.0 205.0 238.0 271.0 304.0 370.0 403.0 436.0 469.0 535.0 568.0 601.0 667.0 700.0 733.0 766.0 797.0 821.1 853.2 880.0 912.2 987.2 1039.1 1110.0 1178.1 1210.2 1287.0 1329.0 1369.0 1395.1 1420.1 1464.1 1513.1 1699.2 1799.0 1827.0 1849.0

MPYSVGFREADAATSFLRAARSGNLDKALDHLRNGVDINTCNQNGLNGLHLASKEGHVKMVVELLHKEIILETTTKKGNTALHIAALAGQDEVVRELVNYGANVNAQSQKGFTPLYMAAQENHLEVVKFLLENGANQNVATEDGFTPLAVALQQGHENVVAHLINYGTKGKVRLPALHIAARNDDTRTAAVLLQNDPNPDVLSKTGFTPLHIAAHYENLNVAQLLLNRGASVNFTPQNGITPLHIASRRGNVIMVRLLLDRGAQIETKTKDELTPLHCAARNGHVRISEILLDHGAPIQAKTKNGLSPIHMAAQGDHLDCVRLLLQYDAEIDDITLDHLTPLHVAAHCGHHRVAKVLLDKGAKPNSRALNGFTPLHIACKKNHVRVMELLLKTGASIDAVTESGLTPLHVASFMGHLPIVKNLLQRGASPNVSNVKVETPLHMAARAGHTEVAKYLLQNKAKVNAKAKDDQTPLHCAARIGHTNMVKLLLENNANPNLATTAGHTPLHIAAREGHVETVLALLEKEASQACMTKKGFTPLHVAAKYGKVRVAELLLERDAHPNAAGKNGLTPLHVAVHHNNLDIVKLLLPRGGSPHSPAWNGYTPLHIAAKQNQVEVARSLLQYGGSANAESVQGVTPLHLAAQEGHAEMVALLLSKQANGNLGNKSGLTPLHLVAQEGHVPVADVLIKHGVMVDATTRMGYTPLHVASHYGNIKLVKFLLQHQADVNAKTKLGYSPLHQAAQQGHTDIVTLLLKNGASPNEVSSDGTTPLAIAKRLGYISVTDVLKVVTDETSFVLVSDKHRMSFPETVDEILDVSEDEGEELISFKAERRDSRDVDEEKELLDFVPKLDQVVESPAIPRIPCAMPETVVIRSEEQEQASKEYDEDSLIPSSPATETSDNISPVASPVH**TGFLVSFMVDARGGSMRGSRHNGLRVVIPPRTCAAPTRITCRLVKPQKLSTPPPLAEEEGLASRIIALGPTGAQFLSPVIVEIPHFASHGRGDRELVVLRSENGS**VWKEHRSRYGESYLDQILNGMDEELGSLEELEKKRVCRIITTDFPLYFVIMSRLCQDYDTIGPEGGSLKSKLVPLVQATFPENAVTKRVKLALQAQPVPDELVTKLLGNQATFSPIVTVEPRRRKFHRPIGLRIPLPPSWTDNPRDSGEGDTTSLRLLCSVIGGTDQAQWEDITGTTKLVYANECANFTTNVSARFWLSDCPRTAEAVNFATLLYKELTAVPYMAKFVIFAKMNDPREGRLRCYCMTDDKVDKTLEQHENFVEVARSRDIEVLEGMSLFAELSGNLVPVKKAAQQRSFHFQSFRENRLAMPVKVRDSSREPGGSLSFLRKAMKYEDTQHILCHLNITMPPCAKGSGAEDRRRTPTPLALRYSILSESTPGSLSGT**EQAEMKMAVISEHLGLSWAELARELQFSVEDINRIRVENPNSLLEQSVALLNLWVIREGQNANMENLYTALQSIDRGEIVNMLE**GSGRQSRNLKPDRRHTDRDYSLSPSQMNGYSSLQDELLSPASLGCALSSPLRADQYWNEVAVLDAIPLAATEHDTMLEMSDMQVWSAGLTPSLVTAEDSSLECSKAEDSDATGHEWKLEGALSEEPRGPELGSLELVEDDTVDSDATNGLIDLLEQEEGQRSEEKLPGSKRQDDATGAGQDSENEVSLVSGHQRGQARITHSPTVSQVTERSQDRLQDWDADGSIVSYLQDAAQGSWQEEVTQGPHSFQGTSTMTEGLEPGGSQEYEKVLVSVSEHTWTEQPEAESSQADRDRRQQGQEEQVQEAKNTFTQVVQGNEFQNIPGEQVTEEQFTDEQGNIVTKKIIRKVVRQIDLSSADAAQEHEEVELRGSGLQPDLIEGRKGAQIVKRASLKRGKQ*

>ANK2_ENSP00000378044 8.0 42.0 75.0 108.0 141.0 203.0 211.0 244.0 277.0 310.0 376.0 409.0 442.0 475.0 541.0 574.0 607.0 673.0 706.0 739.0 772.0 805.0 829.1 877.2 912.0 946.2 958.2 1033.2 1066.2 1118.1 1189.0 1257.1 1289.2 1366.0 1408.0 1449.0 1460.0 1467.1 1492.1 1536.1 1584.1 1679.2 1777.0 1805.0 1860.0

How the deposited data were processed for this re-analysis (not part of the article)

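Whole-worm RNA was measured in 11 libraries: 1 library each of control(RNAi), bruli(RNAi) and mbnl(RNAi) worms at days 20, 25 and 30, and 1 library each of Smed-H2B(RNAi) and Smedwi-2(RNAi) worms without a stated day. The authors trimmed the reads, removed rRNA reads in silico, mapped the rest to the Dresden transcriptome with Bowtie2 2.1.0, counted reads per transcript with HTSeq 0.6.1p1 and deposited TPM values, scaled by transcript length and library total, in a table with 1 column per library. The submitters' processing notes name these tools, and CASAVA 1.8.2 without its role; how counts became TPM is not described. Each deposited column sums to 1000000 over 26562 transcripts. Transcript names are those of the transcriptome assembly, and the table holds no gene names. The paper's methods state a quantile normalization of the control libraries, but the 3 deposited control columns do not share one distribution.

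The library table of the study gives 7529400 to 12021874 reads for the 9 time course libraries, and none for the Smed-H2B and Smedwi-2 libraries. TPM keeps no counts, so the counting error of a transcript could not be computed. The 10 most abundant transcripts took 8.53% to 13.1% of the TPM of a library.

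Values were analysed as log2(TPM+1), and the 15492 transcripts with a mean above 1.5 over the 9 time course libraries were tested. limma 3.58.1 in R 4.3.3 fitted group and day, with a mean-variance trend, and tested bruli against control, mbnl against control and bruli against mbnl. P-values were adjusted by the Benjamini-Hochberg method at 0.05. The day was a block because the methods compare each knockdown with the control of its day. After removal of the group means, libraries of the same day had a mean correlation of 0.148 and libraries of different days one of -0.0733. The second value is no separate observation, since the deviations of a group sum to 0 over its 3 days. The fit left 4 residual degrees of freedom. Because each group has 1 library per day, single days have values and no test. Per-day counts used the study's threshold of a log2 fold change of 0.7 after quantile normalization of the controls among themselves.

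Of the lists tested, 7 were taken from the RBPs of Figure 4-source data 1: those with an X1-Xins log2 cRPKM of 3 or more, those with -1 or less, and those whose best human hit is a Piwi pathway or germ granule protein, an RNA helicase, an SR or hnRNP protein, a neural-type RBP or a translation factor. The list of core spliceosome proteins is that of Figure 4-source data 2. The lists overlap, so their results are not separate. The neoblast-enriched list shares 4 transcripts with the Piwi list and 5 with the helicases. The neural-type list shares 12 with the differentiated-cell list. Lists were tested with limma's camera at a preset correlation of 0.01 and with limma's fry, which sets a list against no change and not against other transcripts, and compared at each day with 10000 random lists of like mean expression, without a p-value. Principal components were computed on centred, unscaled values of all 11 libraries. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

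The genes named in the text follow a rule. It takes the knockdown targets and the markers that Figure 7-figure supplement 1 pairs with a transcript, up to 5 members of each list, 10 RBPs and up to 2 unnamed transcripts in each direction with the largest changes past the test and the same sign at all 3 days. The identifiers of the markers were read from an image, and the colours of that figure were seen beforehand, so markers are described gene by gene. The exceptions are named where they appear. The main settings, the named-gene rule and the alternatives were chosen before the data were examined. The alternatives were pseudocounts of 0.5 and 5, no filter or a filter on every library, quantile normalization of all libraries or of the controls, median centring, no day as block, only the 2 groups compared, no trend, an estimated correlation for the lists, other thresholds, scalings and controls for the counts and principal components, and leaving out each library and each day. A setting without the knocked-down transcripts in the lists was added later.

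The procedure was tested on simulated data with the spread of these libraries. Of 100 transcripts changed by 1 on the log2 scale after bruli knockdown, 86% were found against control, and 43% of 100 changed by 0.5, with 10 false calls among 15492 transcripts. Against mbnl, 90% and 48% were found, with 8 false calls, and mbnl against control, with 0 changed transcripts, gave 0 calls. The Smed-H2B and Smedwi-2 libraries entered the principal components and descriptions without a test, since each is 1 library without a day. The assignment of transcripts to clusters and their Gene Ontology terms are not in the sources used here, so the enrichments in Figure 7D and Figure 7-figure supplement 2 were not recomputed.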

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

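Tests chosen only after the results were seen are those of the shared controls, of both explanations for the progeny markers at day 25, and of both explanations for the transcripts lower after mbnl knockdown.

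The paper does not report that transcripts rose in both knockdowns, and 317 did in limma, against 45.0 for independent lists, with 498 without control day 20, 68 without control day 25, 69 without control day 30 or bruli day 25, 131 without bruli day 30, 106, 49 and 42 without mbnl day 20, 25 and 30, and 7 and 13 without all libraries of day 25 and 30. It was 213 with no filter, 93 with no replicate block, 91 with only the 2 groups compared and 56 with no trend, against 15.3, 9.92, 6.32 and 3.63 for independent lists. A shift of whole libraries is argued against as the whole cause, since 144 rose in both after median centring, against 19.3 for independent lists. Chance values of the shared control libraries stay open: between different days, which share no library, the excess of transcripts above 0.7 in both knockdowns was 0.833 to 6.87 times the excess of transcripts above 0.7 after bruli and below -0.7 after mbnl knockdown, and 16.6 to 31.8 times on the same day. Simulated sets with unrelated effects and shared controls gave at most 76 transcripts higher in both, but rest on an assumed spread. A response to knockdown of any planarian gene also stays open, since 80.1% of the 317 lay above all 3 controls in both the Smed-H2B and the Smedwi-2 library, against 59.6% of 728 transcripts higher after bruli knockdown alone, with 1 library of each and the same controls.

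After mbnl knockdown 3 of the 7 progeny markers of Figure 7B differed in direction between days, while prog-2-1, prog-2-2, prog-2-3 and prog-2-5 stayed above control: the log2 fold change from the control of the day was 0.77 at day 25 and -0.23 at day 30 for prog-1, 0.73 and -0.038 for prog-1-1, and 0.73 and -0.092 for pmp-3, a difference between days that was not tested. A low control library of day 25 stays open, since that library was the lowest control for 7 of the 7 markers, at a median log2 difference of -0.43 from the other controls. Against it, the mbnl library of day 25 lay above the highest control for 7 of 7 markers, but by more than the SD of the controls for only 3. The paper also reports qPCR of prog-1, prog-2-1 and prog-1-1 in whole worms at day 25 as giving the same changes (Figure 7C), with 2 biological replicates of each condition; those values are not in the files analysed here, and whether they come from the worms of the libraries is not stated. A rise that had passed by day 30 stays open too, since the mbnl library of day 30 lay below that of day 25 by a median of -0.35, and by more than the SD of the controls for 6 of 7. With 1 library per day these explanations cannot be told apart.

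More than 2-fold lower after mbnl knockdown, the knockdown targets left out, were 43 transcripts, which had a median log2 fold change of -1.28 over the days and -1.16, -1.35 and -1.58 at days 20, 25 and 30, with comp709_c0_seq1 at -4.52 and comp10626_c0_seq1 at -3.10, neither named in the paper's text. A shift of whole libraries is argued against, since the median change of all tested transcripts after mbnl knockdown was at least 0.084 at each day, upward and not downward. The median of the set after bruli knockdown was -0.12 over the days (quartiles -0.66 and 0.06) and -0.29 at day 30. Its 95% bootstrap interval, -0.39 to -0.0024 over the days, treats transcripts of the same libraries as independent. A loss as deep as after mbnl knockdown that follows neoblast loss is argued against for the set as a whole. Even so, 11 were lower past the test after bruli knockdown too. Whether loss follows other failures of neoblast function cannot be told, since Smed-H2B and Smedwi-2, at medians of 0.02 and -0.30, have 1 library each. Of the 43, 20 were lower past the test without mbnl day 25, 26 without mbnl day 30, 14 without all libraries of day 25 and 17 without all libraries of day 30, and 31 with no replicate block, 32 with only the 2 groups compared and 26 with no trend. Whether MBNL factors act on these transcripts or the cells that express them were fewer was not tested, and stays open, and how many of the 43 belong to Cluster 6 is not known here.

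Other signals lay in transcripts that the paper's text does not name, or in the Smedwi-2 library, for which it reports no levels of these markers. comp1787_c0_seq1 rose by 2.12 on the log2 scale after bruli knockdown at 3 of 3 days (adjusted p = 0.00621 from limma, 0.0958 without all libraries of day 25 and 0.0739 without all libraries of day 30). comp2369_c0_seq1 rose by 2.06 after bruli knockdown at 3 of 3 days (adjusted p = 0.00111 from limma). comp20657_c0_seq1 rose by 2.32 after mbnl knockdown at 3 of 3 days (adjusted p = 0.00306 from limma). comp48702_c0_seq2 rose by 2.06 after mbnl knockdown at 3 of 3 days (adjusted p = 0.0462 from limma), but not past the test without bruli day 25 or 30, control day 20 or 25, mbnl day 20, 25 or 30 or all libraries of day 25 or 30 (adjusted p up to 0.282 from limma). In the Smedwi-2 library, 1 library without a test, the late progeny markers agat1, agat2 and agat3 lay above all 3 controls, by 1.14, 1.11 and 0.70 on the log2 scale over their mean.

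Other splits of the 6 libraries of each comparison are too few, at 10, for a share under 0.05. The real split, the 1 of the 10 with as many, gave 2803 transcripts past limma's test for bruli against control, 928 for mbnl against control and 3915 for bruli against mbnl, and the highest other split gave 0 in each, also among the 3 that part as many pairs of a day. At an unadjusted p under 0.05 the real splits gave 4978, 3750 and 5830, and the highest others 1213, 758 and 1070. limma's camera called 7, 0 and 7 of 8 lists in the real splits and up to 6, 5 and 7 in the others. Each other split holds libraries of both groups on both sides. Part of the real difference thus stays between its sides and the rest counts as spread, so its counts, also those of 0 transcripts, are not those of unchanged groups. For mbnl against control the preset correlation called 5 lists in 1 other split and 0 in the real one, so those 5 do not come from the real difference.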

How the results depend on the processing

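The setting without the knocked-down transcripts in the lists was chosen after the data were seen. The number of transcripts past limma's test for bruli against control was 2803 and lay between 1889 and 3038 in all settings except the fit of only the 2 groups compared, which gave 1559. For mbnl against control it was 928, and 351 with no replicate block, 301 with only the 2 groups compared and 153 with no trend; the other settings gave 635 to 982. For bruli against mbnl it was 3915, and 3172 to 4289 in the other settings. Without the day as block, the counts were 2327, 351 and 3445; the pairing by day comes from the design. The fit of 2 groups has fewer libraries; for the others the cause was not tested. Leaving out a library or a day gave 201 (without all libraries of day 25) to 3481 (day 20) for bruli against control, 44 (day 25) to 1104 (day 20) for mbnl against control and 704 (day 25) to 4570 (day 20) for bruli against mbnl. A group left with 2 libraries is assumed to vary like the others.

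Transcripts decreased per day, at days 20, 25 and 30, were fewer under stricter settings by construction. With a threshold of 1 they were 252, 298 and 568 after bruli and 182, 82 and 168 after mbnl knockdown. With a pseudocount of 5 they were 209, 313 and 612, and 97, 98 and 148. With the filter in every library they were 403 at day 20 after bruli, and 218, 151 and 214 after mbnl knockdown. The deposited values gave 299 after mbnl knockdown at day 20, and quantile normalization of all libraries 416 at day 25; the cause was not tested.

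The X1-Xins correlation after bruli knockdown was -0.79 with no filter and -0.66 as Pearson correlation; the cause was not tested. It was -0.83 to -0.79 without a day, and -0.03 to 0.11 after mbnl knockdown. The gap on PC1, 57.1% of its range, was 52.8% to 57.1% in the other settings and 52.1% to 70.3% without each library. This gap leaves the controls out. With components from the 9 time course libraries, the Smedwi-2 library scored 13.9, below the mbnl libraries at 15.3, 25.4 and 24.6. It then lay close to the controls of days 25 and 30, both at 12.1. The correlation of bruli and mbnl changes was 0.258, and 0.280 to 0.332 without a day.

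Of the gene lists, camera with an estimated correlation called none. For bruli against control, the adjusted p from limma's camera was then 0.0942 for the neoblast-enriched, spliceosome, Piwi and SR and hnRNP lists, 0.155 for the helicases and 0.223 for the differentiated-cell and translation lists. For bruli against mbnl it was 0.130 for the same 4 lists, 0.165 for the helicases, 0.261 for differentiated cells and 0.264 for translation. In limma's camera at the preset correlation, the SR and hnRNP list passed after mbnl knockdown with no filter (adjusted p = 0.0430), and the neural-type list between the knockdowns after quantile normalization of all libraries (adjusted p = 0.0345) and median centring (adjusted p = 0.0398); the cause was not tested. limma's fry gave an adjusted p of 0.00139 to 0.0367 for bruli against control in 7 lists and 0.165 for the neural-type list, 0.237 to 0.300 after mbnl knockdown, and 0.000616 to 0.00371 between the knockdowns, apart from 0.320 for differentiated cells and 0.873 for the neural-type list. These fry values test for a shift in 1 direction. For changes in either direction after mbnl knockdown, fry gave an unadjusted p of 3.47e-07 for differentiated cells, 5.7e-05 for helicases and 0.000104 for translation. For the other lists it gave 0.0193 to 0.334. In camera no list changed sides of the threshold when a library or day was left out. Over the named genes in 3 comparisons, 6508 results kept their side of the threshold, 453 lost and 72 gained a call, and 0 reversed. Of the 66 named genes called for bruli against control, 23 were called in every setting, of the 19 for mbnl against control 5, and of the 78 for bruli against mbnl 48. Without read counts, what depth limits was not measured.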

Differences from the paper's values

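The number of transcripts past the filter of log2(TPM+1) above 1.5 is 12599 in the paper, and was 15492 here at the main setting and 13747 with the filter in every time course library, both less than 1.5 times the paper's number; no reading of the filter tried here gave 12599. The log2 fold changes of prog-2-1, prog-1, prog-1-1, prog-2-2, prog-2-3, prog-2-5 and pmp-3 at day 25 in Figure 7B match those from the deposited values.

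The paper describes the progeny markers, and similarly the markers of neoblast subclasses and epidermal progenitors, as increased after mbnl knockdown. The fold changes here lay above 0 for 7 of 7 progeny markers of Figure 7B, 11 of 11 zeta, 9 of 9 sigma and 16 of 25 epidermal progenitor markers, and 2 of 4 gamma markers. Of the progeny markers 0 passed limma's test, and 0 had an unadjusted p under 0.05. Changes with time after bruli knockdown count in the spread of that test, so it is no evidence that the markers stayed the same. After median centring, 7 of 7 progeny markers of Figure 7B (median log2 fold change 0.24), 8 of 11 zeta, 9 of 9 sigma, 13 of 25 epidermal progenitor and 0 of 4 gamma markers lay above 0. The tally of the gamma markers does not go with the statement, and their marker nkx2.2 was lower past limma's test after median centring. At day 30, 4 of the 7 progeny markers of Figure 7B were above the control of the day, and prog-1, prog-1-1 and pmp-3 were below it, with log2 fold changes of -0.23, -0.038 and -0.092. Among the markers of the subclasses and epidermal progenitors, lhx-2 passed limma's test after mbnl knockdown without bruli day 25 (adjusted p = 0.0434) and when adjusted over its list alone, and prog-1-3 passed without bruli day 30 (adjusted p = 0.0308) and with only the 2 groups compared, under which settings prog-1-8 was lower past it.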

Other observations

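The genes and libraries in this part were chosen after their values were seen. Members of the RBFOX and PTB families of splicing factors fell after bruli knockdown. rbfox-1 (comp6567_c0_seq1) went from 17.2 to 9.01 TPM, a log2 fold change of -0.86 (standard error 0.11, adjusted p = 0.00222 from limma), and ptbp-2 from 102 to 57.9 TPM, -0.81 (standard error 0.09, adjusted p = 0.00111 from limma). Both were lower at 3 of 3 days and passed the test in every setting and whichever library or day was left out. ptbp-1 had a log2 fold change of -0.56 (adjusted p = 0.00152 from limma), with an adjusted p of 0.0608 without all libraries of day 25. ptbp-3 had -0.57 (adjusted p = 0.00559 from limma), with an adjusted p of 0.109 without all libraries of day 25 and 0.0759 without all libraries of day 30. ptbp-4, rbfox-2, rbfox-3, celf-1, celf-2, celf-3, esrp-1, esrp-2, nova-1, nova-2 and nova-3 did not pass, and nova-4 was too weakly expressed to be tested. After mbnl knockdown 0 of these 15 genes passed limma's test, and 0 had an unadjusted p under 0.05. In the Smed-H2B library, without a test, rbfox-1 and ptbp-2 differed by -1.11 and -0.89 from the mean of the controls.

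Smed-H2B and Smedwi-2 knockdown, 1 library each and so without a test, moved neoblast genes apart. The log2 difference from the mean of the controls was -1.97 in the Smed-H2B and 0.35 in the Smedwi-2 library for smedwi-1, -1.69 and 0.70 for pcna, -1.66 and 0.65 for vasa-1, -1.96 and -0.03 for prog-1 and -1.41 and 0.64 for prog-2-1. bruli differed by -2.05 in the Smed-H2B library, and smedwi-2, the target, by -3.18 in the Smedwi-2 library. The median of the neoblast-enriched RBPs was -0.87 and 0.31, that of the spliceosome -0.58 and 0.15, and the Spearman correlation of the X1-Xins difference with the change across RBPs -0.75 and 0.20.

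Decreased transcripts overlapped between days and between knockdowns. Below a log2 fold change of -0.7 on any day were 1916 transcripts after bruli and 843 after mbnl knockdown, and 259 were in both, against 104 for independent sets. Of the 678 transcripts decreased at day 20 after bruli knockdown, 311 were decreased at day 25 too, and 490 of the 766 of day 25 at day 30. After mbnl knockdown these were 80 of 457 and 92 of 244. Both knockdowns are compared with the same control of each day, so the 259 are not independent of it.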
